# Conserved chromosomal clustering of genes governed by chromatin regulators in *Drosophila*

**DOI:** 10.1186/gb-2008-9-9-r134

**Published:** 2008-09-10

**Authors:** Enrique Blanco, Miguel Pignatelli, Sergi Beltran, Adrià Punset, Silvia Pérez-Lluch, Florenci Serras, Roderic Guigó, Montserrat Corominas

## Abstract

**Background:**

The trithorax group (trxG) and Polycomb group (PcG) proteins are responsible for the maintenance of stable transcriptional patterns of many developmental regulators. They bind to specific regions of DNA and direct the post-translational modifications of histones, playing a role in the dynamics of chromatin structure.

**Results:**

We have performed genome-wide expression studies of *trx *and *ash2 *mutants in *Drosophila melanogaster*. Using computational analysis of our microarray data, we have identified 25 clusters of genes potentially regulated by TRX. Most of these clusters consist of genes that encode structural proteins involved in cuticle formation. This organization appears to be a distinctive feature of the regulatory networks of TRX and other chromatin regulators, since we have observed the same arrangement in clusters after experiments performed with ASH2, as well as in experiments performed by others with NURF, dMyc, and ASH1. We have also found many of these clusters to be significantly conserved in *D. simulans*, *D. yakuba*, *D. pseudoobscura *and partially in *Anopheles gambiae*.

**Conclusion:**

The analysis of genes governed by chromatin regulators has led to the identification of clusters of functionally related genes conserved in other insect species, suggesting this chromosomal organization is biologically important. Moreover, our results indicate that TRX and other chromatin regulators may act globally on chromatin domains that contain transcriptionally co-regulated genes.

## Abstract 2

Transcriptional analysis of chromatin regulator mutants in *Drosophila melanogaster* identified clusters of functionally related genes conserved in other insect species.

## Background

Differential gene expression is essential to the cellular diversity required for adequate pattern formation and organogenesis during the first stages of development in multicellular organisms. Thereafter, epigenetic regulatory systems must ensure the maintenance of these gene expression patterns to preserve cell identity in adulthood [1]. Regulation of transcription is, therefore, crucial to proper temporal and spatial gene expression throughout development. The complex transcriptional regulatory code that governs the different gene expression programs of an organism involves many different actors, such as transcription factors, regulatory sequences in the genome, chromatin structure and modification states [2]. Chromatin packaging plays a central role during gene transcription by controlling the access of the RNA polymerase II transcriptional machinery and other gene regulatory elements (such as transcription factors) to the promoter region of the genes [3,4]. The dynamics of chromatin structure is controlled through multiple mechanisms, such as nucleosome positioning, chromatin remodeling and histone post-translational modifications [5].

Gene regulation can occur in the genome at distinct levels of organization: individual genes, chromosomal domains and entire chromosomes [6]. Thus, a set of transcriptionally active genes and the regulatory elements necessary for their correct expression are generally associated with open chromatin domains, while silent genes are embedded in more compact chromatin regions [7]. The main effect of such domains on genome organization is observed in the non-random distribution of genes in a genome, which can favor coordinated gene expression. In fact, the interplay of genome rearrangements, gene expression mechanisms and evolutionary forces could explain the complex landscape of gene regulation [8].

Since the publication of the sequence of many eukaryotic genomes [9-12], several whole-genome studies about genome organization have established the existence of clusters of co-expressed genes, in some cases functionally related (see [8] for a comprehensive review). Examples have been found in many species such as yeast [13,14], worm [15,16] or human [17,18]. In *D. melanogaster*, the presence of clusters has been studied by several groups. Ueda *et al*. [19] found that genes controlling circadian rhythms tend to be grouped in local clusters on chromosomes, suggesting this is due to higher order chromatin structures. Spellman and Rubin [20] analyzed the chromosomal position of gene expression profiles from 88 different experimental conditions and found that over 20% of all genes were clustered into co-regulated groups of 10-30 genes of unrelated function. Boutanaev *et al*. [21] identified 1,661 testes-specific genes, one-third of which were clustered on chromosomes in groups of three or more genes. The effect of chromatin structure on a particular cluster of five genes in the previous screening [21] was successfully validated by Kalmykova *et al*. [22]. Belyakin *et al*. [23] reported 1,036 genes that are arranged in clusters located in 52 underreplication regions of the larval salivary gland polytene chromosomes.

Epigenetic regulation of gene expression is necessary for the correct deployment of developmental programs and for the maintenance of cell fates. The Polycomb and Trithorax epigenetic system, initially discovered in *D. melanogaster*, is responsible for the maintenance of gene expression throughout late development and adulthood. Polycomb group (PcG) proteins are required to prevent inappropriate expression of homeotic genes, while trithorax group (trxG) proteins seem to work antagonistically as anti-repressors. Recent studies have identified and characterized several multiprotein complexes containing these transcriptional regulators. They control transcription through multistep mechanisms that involve histone modification, chromatin remodeling, and interaction with general transcription factors. In flies, PcG and trxG complexes are recruited to certain regulatory sequence response elements of the genome denominated PRE/TREs (see [24-27] for a review on trxG and PcG proteins).

Systematic examination of gene expression patterns using microarrays can provide a global picture of the distinct regulatory networks of different genomes [28-31]. In particular, several genome-wide expression experiments involving members of trxG have recently been published [32-34]. Trithorax (*trx*), the first isolated member of the trxG, is required throughout embryonic and larval development for the correct differentiation in the adult [35]. The *trx *gene encodes a histone methyltransferase that can modify lysine 4 of histone 3 (H3K4). This methylation is an epigenetic mark associated with transcriptionally active genes [36]. In the work presented here we have combined the expression profiles obtained from microarray experiments with exhaustive bioinformatic analyses that include gene clustering, comparative genomics and functional annotation to gain insight into the role of trxG proteins. Our results show the existence of evolutionarily conserved chromosomal clusters with most of the genes being also regulated by other chromatin regulators, and functionally annotated as components of the cuticle.

## Results

### Whole-genome expression analysis of *trx *mutants

In order to investigate the molecular signature of the *trx *mutants in *Drosophila melanogaster*, we have compared whole-genome expression profiles of *trx *mutant third instar larvae and wild-type larvae (see Materials and methods). 

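Whole larvae of the third instar carrying the trxE3 and trxB11 alleles in combination were compared with whole wild-type larvae of an isogenic w1118 line on spotted oligonucleotide arrays read in 2 colors. Larvae were wandering and staged by a blue dye in the gut. There were 4 arrays, which are 2 biological replicates of mutant larvae with 2 arrays each, and the dyes were swapped between the 2 arrays of a replicate. The replicates are different extractions of RNA, and whether each came from separate cultures of larvae is not stated, so a p covers the spread between extractions. Wild-type RNA came from a pool and was used on every array. The values are log2 ratios of mutant over wild type per spot, as deposited by the authors, who removed spots below their quality thresholds, corrected background, normalized each array with OLIN and scaled the arrays to one another. A positive value is a higher transcript level in the mutant. Of 16416 spots, between 11199 and 12775 had a value on an array, and the array medians lay between -0.03 and -0.01. Across spots, which are not independent replicates, the ratios of the 2 dye-swapped arrays of a replicate correlated with Pearson's r of 0.904 in replicate 1 and 0.881 in replicate 2 (Spearman's rho 0.828 and 0.776). Arrays of different replicates correlated with Pearson's r between 0.71 and 0.824 (Spearman's rho between 0.591 and 0.786). From these ratios, values were averaged over the probes of a gene, then over the 2 arrays of a replicate, and the 2 replicate means of each gene were tested against 0 with limma. Standard errors are the moderated ones of limma, drawn toward a value common to all genes, which mostly sets them where the replicates nearly coincide. A gene was called where the adjusted p was under 0.05 and the mean change at least 2-fold, which are the thresholds the paper states. Because the control is a pool, the spread among wild-type larvae is not part of the test, and the number of arrays limits its precision.

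**Figure D1:**
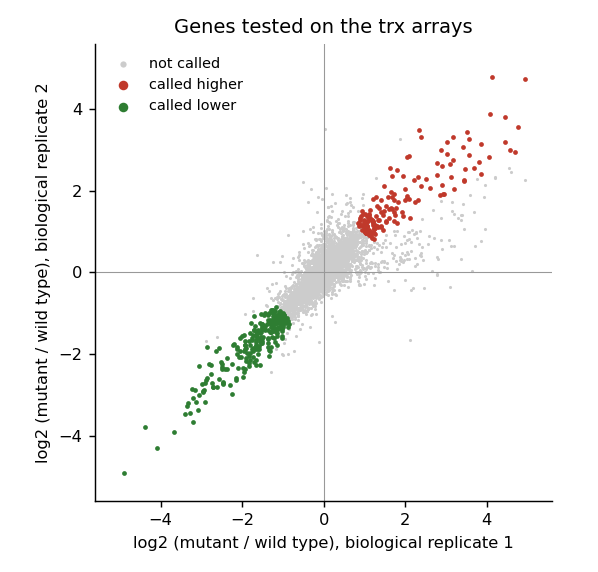
Log2 ratio of mutant over wild type in biological replicate 1 (horizontal axis) against biological replicate 2 (vertical axis), one point for each of the 10041 genes tested. Genes called higher are red (158), genes called lower are green (253) and the others are gray; points to the lower right of the red ones are genes with a larger ratio in replicate 1 than in replicate 2.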

We designed two-color cDNA microarrays containing 12,120 genes annotated in RefSeq from *D. melanogaster *[37]. The analysis of the microarray experiments identified 535 genes showing a statistically significant change (at least 2-fold change, *p*-value <0.05) in expression between mutant and wild-type samples (see Materials and methods). Of these, 260 were over-expressed and 275 were under-expressed in mutant larvae (Additional data file 1).

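Of 10041 genes with a value in both biological replicates, 411 differed at least 2-fold between *trx* mutant and wild-type larvae at an adjusted p under 0.05 (limma, n = 2 biological replicates). Among genes with a value on all 4 arrays, the largest falls were in genes of larval cuticle proteins. The log2 fold change was -4.90 for Lcp65Ag3 (standard error 0.0476, adjusted p = 0.0142), -4.08 for Lcp65Ag2 (standard error 0.177, adjusted p = 0.0193) and -3.79 for Lcp65Ae (standard error 0.0882, adjusted p = 0.0157). Lcp65Ag3 had -5.76 and -6.04 with the mutant in Cy3 and -4.01 and -3.78 with it in Cy5. The other 2 genes also fell further in Cy3, and the standard errors leave out this difference between dyes. The largest rises among genes with a value on all 4 arrays were those of CG2444, with a log2 fold change of 4.47 (standard error 0.206, adjusted p = 0.0193), and CG31698, with 4.16 (standard error 0.366, adjusted p = 0.0305). With 3 arrays, the cuticle protein gene Cpr78E had a log2 fold change of 4.84 (standard error 0.0722) and Lsp2, which encodes a storage protein of the fat body, had 3.98 (standard error 0.0796), both at an adjusted p of 0.0142. All 411 genes had a single direction on every array with a value, and 360 of them had a value on all 4 arrays, while 9 had values with the mutant in a single dye. An adjusted p under 0.01 was reached by 0 genes in limma, whereas 1473 were under 0.05 at any fold change and 3833 had an unadjusted p under 0.05.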

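In the mutant larvae 158 genes were higher and 253 were lower, with a median fold of 2.76 among the former and 2.93 among the latter. Antibacterial peptides were among the genes that rose: of 19 immune-induced peptide genes, listed before the data were examined, 4 were higher and 0 lower (4 and 0 adjusted over the list alone). Def, which encodes defensin, had a log2 fold change of 2.88 (standard error 0.142, adjusted p = 0.0195) and AttB, which encodes an attacin, 2.25 (standard error 0.0912, adjusted p = 0.0192). The list was higher than the other genes by camera (adjusted p = 0.00164 with the preset correlation, adjusted p = 0.861 with an estimated correlation), its calls had an odds ratio of 6.30 (two-sided Fisher's exact test, adjusted p = 0.0368 over 28 lists), and its median was 1.77 in replicate 1 and 0.61 in replicate 2. The estimated correlation rests on 2 replicate means, so with it almost no list could pass, and its p decides nothing about a list. Genes of mitochondrial oxidative phosphorylation were among those that fell, with 6 of 64 lower and 0 higher (6 and 0 adjusted over the list alone), such as UQCR-6.4 with -1.38 (standard error 0.0672, adjusted p = 0.0195) and ATPsynCF6 with -1.07 (standard error 0.0516, adjusted p = 0.0194). By camera this list was lower (adjusted p = 3.29e-07 with the preset correlation, adjusted p = 0.861 with an estimated correlation), whereas its calls were not more frequent at the threshold (odds ratio 2.44, two-sided Fisher's exact test, adjusted p = 0.216 over 28 lists). Of the over-expressed genes of Additional data file 1, 220 were tested, all 220 had a value above 0 and 140 were called higher. Of its under-expressed genes, 249 were tested, all 249 had a value below 0 and 226 were called lower. These lists were chosen by the study on these samples and are not independent evidence. Genes that were at least 2-fold higher and not called numbered 114, of which 96 had the larger ratio in replicate 1 (median 2.19, against 0.83 in replicate 2). With the 4 arrays taken as 4 independent samples, 240 genes were higher, 10 of them immune-induced peptide genes. Without array 1, and also without array 3, 3 genes of oxidative phosphorylation were lower.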

We mapped these deregulated genes to the fly genome (assembly dm2, April 2004) using the RefSeq [37] track of the UCSC genome browser [38], and the chromosomal distribution is shown in Table 1. The number of RefSeq genes annotated on each chromosome is also displayed. We mapped more co-expressed genes on chromosome 3L than on any other chromosome (30% of 535 deregulated genes; Table 1): 69 up-regulated genes (*p*-value <10^-2^) and 94 down-regulated genes (*p*-value <10^-8^). 

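On chromosome 3L, 87 of 1898 genes tested were lower in the mutants (4.58%), against 162 of 7802 on the other arms (2.08%). This is an odds ratio of 2.27 (two-sided Fisher's exact test, adjusted p = 5.18e-08 over 6 arms). Apart from the genes of the Lcp65A region, they include the cuticle protein genes Cpr67Fa2, with a log2 fold change of -3.27 (standard error 0.0601, adjusted p = 0.0142), and Cpr62Bc, with -2.73 (standard error 0.0473, adjusted p = 0.0142), and CG4229 with -3.14 (standard error 0.0628, adjusted p = 0.0142). Genes that were higher numbered 32 on 3L (1.69%) and 121 elsewhere (1.55%), with an odds ratio of 1.09 (adjusted p = 1). For both directions together there were 119 genes on 3L, which is 29.6% of the genes called on an arm, with an odds ratio of 1.78 (adjusted p = 5.36e-06). On 3R, 59 of 2437 genes were lower (2.42%), and on X 24 of 1543 (1.56%, odds ratio 0.557, adjusted p = 0.0145). With a 2-fold change in one direction on every array and no p, the odds ratio of higher genes on 3L was 1.38 (two-sided Fisher's exact test, p = 0.0324). With no minimum fold change, the odds ratio for both directions together was 1.10 (two-sided Fisher's exact test, p = 0.185).

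**Figure D2:**
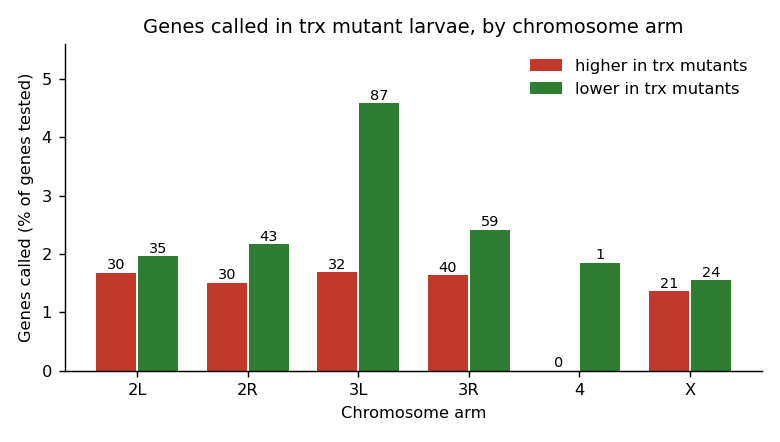
Percentage of the genes tested on each chromosome arm that were called higher (red) or lower (green) in *trx* mutant larvae, with the number of genes above each bar. The tallest bar is that of the 87 genes lower on 3L (4.58%).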

Chromosomes 2R and 3R are, however, richer in number of annotated genes (3,993 and 4,843 genes respectively, compared to 3,775 genes in chromosome 3L in Table 1).

**Table 1:** Genome distribution of genes and clusters deregulated in *trx *mutants

Chromosome	Length	Genes	TRX ↑	TRX ↓	TRX ↑+↓	Clusters ↑	Clusters ↓	Clusters ↑+↓
2L	22,855,998	3,594	39	26	65	0	1	1
2R	21,182,128	3,993	54	51	105	2	2	4
3L	24,247,342	3,775	69	94	163	6	9	15
3R	28,463,162	4,843	59	71	130	2	2	4
X	22,668,884	3,238	39	32	71	0	1	1
4	1,307,279	227	0	1	1	0	0	0
								
Total	120,724,793	19,670	260	275	535	10	15	25

The following information is displayed for each chromosome from *D. melanogaster*: length, number of genes, number of up-regulated genes, number of down-regulated genes, total number of deregulated genes in the microarray, number of up-regulated clusters, number of down-regulated clusters, and total number of clusters.

### Chromosomal clustering of genes deregulated in *trx *mutants

Since chromatin modifications are typically associated with the coordinated expression of groups of nearby genes [3] and the analysis of different transcriptome datasets has shown that genes with a similar expression pattern are frequently located next to one another in the linear genome [21,39], our next step was to determine whether deregulated genes in our *trx *mutants are located in close proximity in the fly genome (chromosomal clusters). There are many possible definitions of what a cluster of genes is (see [8] for a review). Here, we define a cluster as a group of genes located close to each other on the same chromosome in the genome, but not necessarily adjacent, that showed the same expression pattern (up-regulation or down-regulation) in the microarray experiment (see Materials and methods).

Chromosomal clusters can be identified computationally [20,40]. 

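The genes that Table 2 lists as deregulated were looked up among the values of these arrays. Of these genes, 89 were tested and all 89 had the sign of their cluster. In clusters of down-regulated genes 59 of 62 were called lower, and in clusters of up-regulated genes 17 of 27 were called higher. Among the former, the neighbors CG13067 and CG13068 had log2 fold changes of -4.19 (standard error 0.0818, 2 arrays, both with the mutant in Cy3) and -2.96 (standard error 0.0476, with -3.57 and -3.77 on the same arrays and -2.36 and -2.12 with the mutant in Cy5), both at an adjusted p of 0.0142, and CG14566 in another region of 3L had -2.76 (standard error 0.0535, adjusted p = 0.0142). Among the latter, Jig had 3.42 (standard error 0.103, adjusted p = 0.0192), its neighbor CG8087 had 3.11 (standard error 0.073, adjusted p = 0.0157) and Listericin, an immune-induced gene on 2R, had 2.97 (standard error 0.138, adjusted p = 0.0193). The 13 genes not called had a change of at least 2-fold and adjusted p values up to 0.125, as for CG14302 with 3.02 (standard error 0.447, adjusted p = 0.0529) and CG6933 with 2.33 (standard error 0.625, adjusted p = 0.111). A further 8 genes were not tested. Since the study chose these genes on these samples, their direction is not independent evidence.

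**Figure D3:**
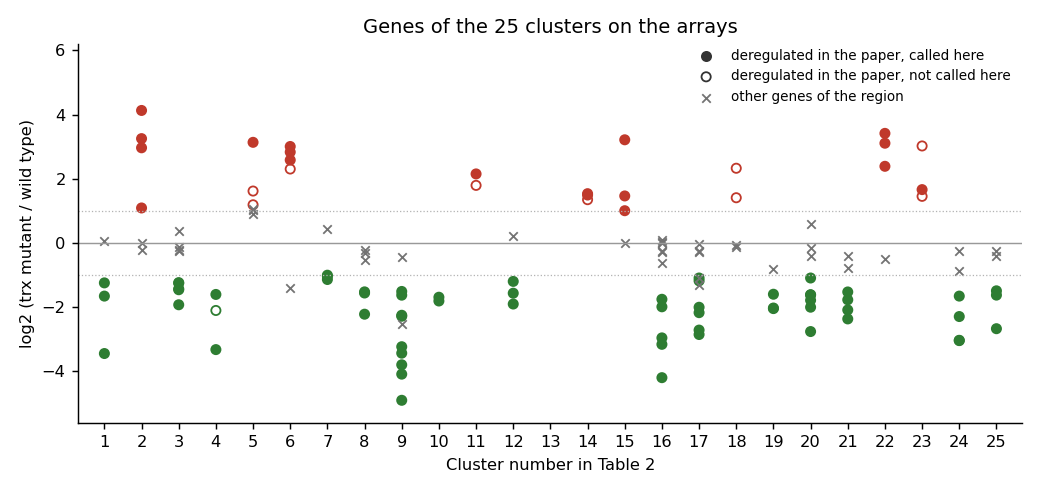
Log2 ratio of mutant over wild type (vertical axis, mean of 2 biological replicates) of the genes in each cluster of Table 2 (horizontal axis). Filled circles are deregulated genes of the paper that were called here (76), open circles those that were not (13), in red for up and green for down, crosses are the other genes of the region and dotted lines mark a 2-fold change; cluster 13 has no point because the probes of its genes name several genes.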

We detected 97 genes, organized in 25 genomic clusters, that are deregulated in *trx *deficient larvae (10 clusters of up-regulated genes and 15 clusters of down-regulated genes; Table 1), using the program REEF [41] with the following parameters: window length, 25,000 bp; window step, 1,000 bp; minimal number of co-expressed genes, 3; q-value ≤0.05. The chromosomal distribution of clusters and genes along the genome of *D. melanogaster *is shown in Figure 1 (up-regulated genes are depicted in red, down-regulated genes in green; the genomic position of each cluster is represented with the corresponding red or green triangle and each cluster is labeled with the same identifier used in Table 2). 

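Neighboring genes called in the same direction were searched for in windows of 7 consecutive tested genes along each arm (hypergeometric p under 0.001 on the genes of the arm and at least 3 calls of one direction, overlapping windows merged). The window p depends on the share of called genes on the arm. On 3L, 3 lower genes in a window of 7 do not reach it, whereas on 2L and on X 3 lower genes formed a cluster. Of 14 clusters, 5 lay on 3L (35.7%), 2 of genes that were higher and 3 of genes that were lower. The lysozyme genes LysC, LysD and LysS formed one of the former, with log2 fold changes of 2.83 (standard error 0.363, adjusted p = 0.0447), 2.59 (standard error 0.123, adjusted p = 0.0193) and 3.01 (standard error 0.281, adjusted p = 0.0323). The median of the 6 lysozyme genes tested was 2.82 in replicate 1 and 1.99 in replicate 2. CG13461, CG18649 and CG13460 formed the other cluster of higher genes, with log2 fold changes of 3.22, 1.01 and 1.47. The clusters of lower genes were the Lcp65A region with 10 called genes, a region from CG13047 to CG13059 with 10 called genes between -3.16 and -1.09, and a region from CG14569 to CG14564 with 6 called genes between -2.76 and -1.09. Clusters 12 and 19 of Table 2, each with 3 genes called lower, are thus not among the 5 on 3L. With the gene order taken over every annotated gene, 8 of 13 clusters lay on 3L, and with windows of 5 genes 8 did. Without array 1 the number on 3L was 3.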

Clusters of genes deregulated in *trx *mutant larvae are not uniformly distributed along the genome: 15 out of 25 clusters (60%) are located on chromosome 3L (Table 1). 

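Of the 119 genes called on 3L, 32 lay in clusters (26.9%), and of the 283 genes called on the other arms, 31 did (11.0%). This is an odds ratio of 2.99. Since genes join a cluster at least 3 at a time, blocks of 20, 50 and 100 neighboring genes were dealt at random to 3L, a test chosen after the data were examined. A difference as large had p values of 0.0496, 0.0589 and 0.0538 (one-sided permutation test, 10000 draws each). Genes of 3L in clusters include CG4962, with a log2 fold change of -3.16 (standard error 0.0503, adjusted p = 0.0142), CG4982, with -2.85 (standard error 0.0875, adjusted p = 0.0192), and CG13059, with -2.71 (standard error 0.0709, adjusted p = 0.0181), which lie within one region. On the other arms they include CG7203 on 2L, with -3.44 (standard error 0.0528, adjusted p = 0.0142), and CG10598 on X, with -2.67 (standard error 0.232, adjusted p = 0.0305). On all arms together 63 genes were in clusters, which is 15.7% of the calls, and without array 1 there were 40.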

Remarkably, the proportion of genes in clusters increases dramatically in chromosome 3L: 62 genes out of 163 deregulated genes mapped to this chromosome are clustered (38%), as opposed to only 35 genes out of 372 deregulated genes mapped to the other chromosomes (9%) (Additional data file 2).

**Table 2:** Clusters of genes deregulated in *trx *mutants

ID	Chromosome	Start	End	Regulation	Deregulated genes	No deregulated genes
1	2L	7,740,552	7,753,160	↓	*Acp1*, CG7214, CG7203	CG7211
2	2R	6,757,647	6,771,890	↑	CG9080, CG30029, CG7738, CG13224	CG13226, *Or47a*, CG9079
3	2R	7,906,941	7,941,371	↓	CG8836, CG8505, CG8510, CG8511, CG8520	*Or49a*, CG30048, CG30050, CG33626, CG33627, CG8515, CG13157, CG8834
4	2R	12,673,194	12,681,364	↓	CG30458, CG30457, CG10953	
5	2R	13,899,427	13,905,472	↑	CG18107, CG16836, CG15068	CG15067, *IM2*, *IM3*, CG15065
6	3L	1,190,902	1,211,770	↑	*LysB*, *LysC*, *LysD*, *LysP*, *LysS*	*LysE*
7	3L	1,286,480	1,296,909	↓	CG9149, CG2469, CG9186	CG2277
8	3L	4,429,174	4,447,704	↓	CG12607, CG11345, CG32241	CG15022, CG15023, CG15024
9	3L	6,097,832	6,125,586	↓	l(3)mbn, CG18779, CG18778, *Lcp65Ag2*, *Lcp65Ae*, CG32405, C32404, *Lcp65Ac*, *Lcp65Ab2*, *Lcp65Aa*	*Lcp65Ag1*, *Lcp65Af*, *Lcp65Ad*, *Lcp65Ab1*, CG18777
10	3L	8,189,385	8,196,898	↓	CG8012, CG13674, CG13678	
11	3L	9,350,364	9,359,229	↑	*Hsp26*, *Hsp23*, *Hsp27*	*Hsp67Ba*
12	3L	11,103,295	11,109,286	↓	CG7628, CG32074, CG14143	*nol*
13	3L	11,482,913	11,487,349	↑	*Sgs8*, *Sgs7*, *Sgs3*	CG33272
14	3L	11,917,595	11,926,172	↑	CG5883, CG7252, CG17826	
15	3L	15,017,322	15,026,980	↑	CG13461, CG18649, CG13460	CG13463
16	3L	16,230,688	16,260,799	↓	CG13069, CG13068, CG13067, CG13047, CG4962	CG4950, CG13066, CG13065, CG13050, CG13064, CG13049, CG13048, CG13046, CG13045
17	3L	16,266,728	16,289,521	↓	CG4982, CG13063, CG13042, CG13041, CG13060, CG13059	CG13044, CG13043, CG32160, CG13062, *Nplp3*
18	3L	20,138,463	20,154,238	↑	CG7290, CG7017, CG6933	CG6996, CG32224
19	3L	21,226,060	21,235,012	↓	CG11310, *Edg78E*, CG7658	CG7663
20	3L	21,664,564	21,691,822	↓	CG14569, CG14568, CG14566, CG14572, CG14565, CG14564	CG14573, CG14567, *Syn1*
21	3R	2,512,449	2,530,625	↓	*Ccp84Ag*, *Ccp84Ad*, *Ccp84Ab*, *Ccp84Aa*	*Ccp84Af*, *Ccp84Ae*, *Ccp84Ac*
22	3R	10,386,703	10,392,190	↑	CG14850, CG8087, CG14852	CG14851
23	3R	14,551,120	14,558,756	↑	CG7714, CG7715, CG14302	
24	3R	22,444,844	22,458,678	↓	CG5468, CG14240, CG6452, CG5476	CG6478, CG6447, CG6460, CG5471
25	X	17,040,356	17,065,159	↓	CG32564, CG10598, CG10597	CG32563, CG12995, CG18258, CG5162, CG12998, CG5172, CG12997

For each cluster we display: identifier, chromosome, genomic coordinates (start and end), regulation (up or down), co-expressed genes, and no co-expressed genes in the microarray.

**Figure 1:**
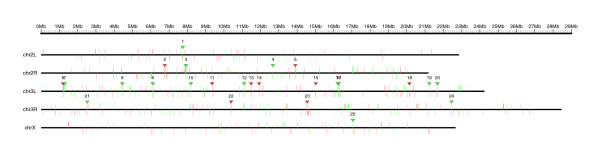
Genomic map of clusters of genes deregulated in *trx *mutants. The location of each gene significantly deregulated in the microarray is indicated with a vertical line (up-regulated genes in red, down-regulated genes in green). Genes in the forward strand are displayed above the chromosome line; genes in the reverse strand are displayed below. Clusters of genes are indicated with a triangle in red or green according to their expression. The genome map was produced using the program GFF2PS [102].

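Of the other genes that Table 2 lists in the regions of the clusters, 43 were tested on these arrays, of which 28 had the sign of their cluster. There were 3 called in the direction of their cluster. These are Cpr65Ax2 (CG18777 in Table 2), a cuticle protein gene with a log2 fold change of -2.52 (standard error 0.154, adjusted p = 0.0227), CG13044 with -1.29 (standard error 0.0516, adjusted p = 0.0192) and CG13043 with -1.09 (standard error 0.0838, adjusted p = 0.0274). The lysozyme gene LysE was called against its cluster, with a log2 fold change of -1.41 (standard error 0.105, adjusted p = 0.0271). The remaining 39 were not called. They include Ccp84Ae, with -0.78 (standard error 0.0612, adjusted p = 0.0277), and the odorant receptor gene Or47a, with -0.01 (standard error 0.0534, adjusted p = 0.924).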

The clusters reported here contain a total of 162 genes (97 deregulated genes and 65 genes whose change in expression was not significant), comprising in total 372,967 nucleotides, with an average gene density of 4.3 genes per 10 Kb. In contrast, the average gene density in the fruit fly genome is 1.6 genes per 10 Kb. The average length of the genes in clusters is 946 bp, while the length of the deregulated genes that are not clustered is 3,416 bp (the overall average for *D. melanogaster *is 6,976 bp). Since the REEF program approach is based on genomic proximity measured in number of nucleotides, this could favor artifactual cluster definition in gene-rich regions of the genome. To rule out this possibility, we have designed an alternative clustering algorithm based on measuring the number of co-expressed genes within a window containing a fixed number of annotated genes, rather than a fixed number of nucleotides (see Materials and methods for further details). 

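In windows of 7 tested genes, 6 clusters of genes that were higher and 8 of genes that were lower were found in the mutant larvae. Of these 14 clusters, 12 share a gene with a cluster of Table 2. On 2L, Acp1, CG7214 and CG7203 were lower together, with log2 fold changes between -3.44 and -1.24. On 2R, the cuticle protein genes Cpr49Ad, Cpr49Ae, Cpr49Af and Cpr49Ag and their neighbor CG8520 were lower, between -1.92 and -1.23, and on X CG32564, CG10598 and CG10597 were lower, between -2.67 and -1.49. Of clusters of genes that were higher, Jig, CG8087 and CG14852 on 3R had log2 fold changes between 2.39 and 3.42, and Listericin, CG34227 and Cpr47Eb on 2R between 1.09 and 3.25, the latter for CG34227 on 2 arrays, both with the mutant in Cy3. The 2 clusters that share no gene with Table 2 were Cyp4ac3, vri and CG14022 on 2L, between 1.06 and 2.76, and Ddx56, lcs and CG10918 on X, between 1.21 and 2.73, the latter of which is listed in Additional data file 3. The number of clusters was 22 with the 4 arrays taken as independent samples and 7 with a window p under 1e-04.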

Results obtained with our clustering strategy are highly concordant with those produced by the REEF program (Additional data file 3): 27 clusters were detected (22 identical clusters, 2 clusters with additional genes, 3 new clusters and 1 missing cluster). Therefore, the high gene density observed in our clusters is not the consequence of any computational limitation in the clustering method. Given the high concordance of the two clustering approaches and since REEF is the more standard approach, we have based our subsequent analysis and experiments on the REEF results (the list of the clusters and the genes that constitute each cluster are shown in Table 2).

As a control test to assess the statistical significance of the clustering, we repeated the analysis on 100 sets of genes that were randomly selected from the fly genome, preserving the gene distribution in the chromosomes that we observed in the set of genes deregulated in *trx *mutant larvae (see Materials and methods). 

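The genes called in the mutant larvae were set against 1000 sets of as many genes drawn at random from the genes tested, with the number of higher and lower genes on each arm kept. The random sets held 1.55 clusters on average (SD 1.26), and the highest count was 9. A set with 0 clusters was drawn 221 times, and 1 cluster was found in 312 sets. The 14 clusters of the called genes, from that of Acp1 on 2L to that of CG10597 on X, were more than in any of the random sets (permutation test, p = 0.001, the smallest that 1000 sets can give).

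**Figure D4:**
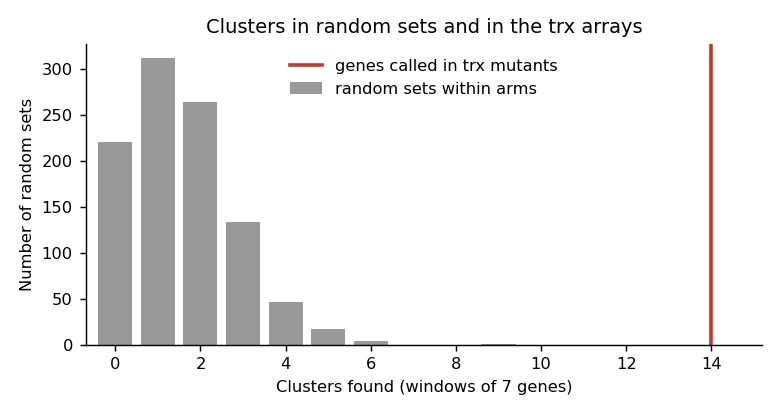
Number of random sets (vertical axis) by the number of clusters in windows of 7 genes (horizontal axis), for 1000 sets drawn within chromosome arms. The red line marks the 14 clusters of the genes called in *trx* mutant larvae, above the highest random count of 9.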

The number of clusters identified on the random sets was very small (on average 1.7 clusters compared with the 25 clusters observed from the experimental data) despite containing the same proportion of genes on every chromosome (Figure 2a). In addition, we computed the Z-score of the number of clusters observed in our microarray, using the distribution of number of clusters found in the random sets as background distribution (see Materials and methods). This score is highly significant for *trx *clusters: 17.25 (Additional data file 4). 

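For the clusters found in windows of 7 genes, the Z-score was 9.90 against random sets that keep the number of genes on each arm. Drawn over the whole genome, random sets of higher and lower genes held 2.465 clusters on average (SD 1.60, highest 8), which gives a Z-score of 7.20. Against both backgrounds the clusters of genes that fell, such as those of the Lcp65A and Ccp84A cuticle protein genes, and of genes that rose, such as LysC, LysD and LysS, are counted together. The Z-score lay between 8.09 and 11.2 when each array was left out in turn and was 22.9 with a window p under 1e-04. From the distance between the clusters observed and those of random sets, the paper concludes that the clustering of genes deregulated in *trx* mutants is significant.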

Because of the small size of clustered genes, one could argue that the clustering described here is due to specific properties of short and active genes, and not related to a trxG characteristic. Therefore, we retrieved all small genes of the fly genome (that is, genes with the same range of sizes as the ones found in this work) and repeated the previous test (see Materials and methods). The number of clusters observed in the whole collection of fly small genes was significant: 107 clusters (including 21 of the 25 *trx *clusters; Z-score 9.75; Additional data file 4). The existence of clusters of small sized and active genes has already been established for many genomes and it is thought that this organization could favor coordinated and efficient gene expression [42,43]. However, the clustering tendency of genes regulated by TRX is stronger as the Z-score for *trx *clusters (17.25) clearly contrasts with the one measured in the whole fly genome (9.75). As an additional control, we generated 100 random sets of genes preserving the same size distribution observed in up-regulated and down-regulated genes (see Materials and methods). The number of clusters detected in *trx *deregulated genes is highly significant (10 and 15 clusters, respectively) in comparison to the average number of clusters identified on these random gene sets (0.9 and 1.4 clusters). This is strongly indicative that the clustering tendency observed here is a specific characteristic of TRX regulated genes, and not a general feature of short genes (Additional data file 5).

**Figure 2:**
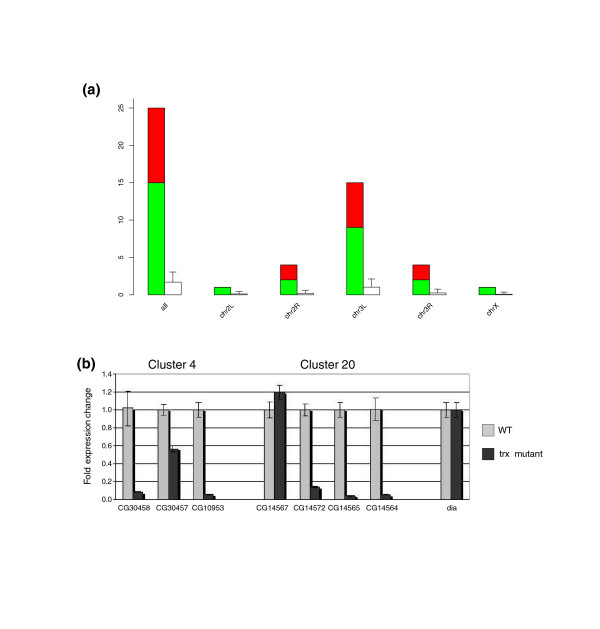
Specificity controls in the clustering process. **(a) **Statistical significance of clusters. Bar plots representing the number of clusters observed in the set of genes regulated by TRX (up-regulated clusters in red, down-regulated clusters in green) and the number of clusters expected by chance (in white). The number of *trx *clusters observed in each chromosome was highly significant (Z-score >2). Error bars represent the standard deviation of the random samples. **(b) **Quantitative RT-PCR of target expression (clusters 4 and 20) in third instar wild-type (WT) and *trx *mutant larvae. Error bars represent variability between replicates.

In the analysis presented here, we have used no information about homology between genes within clusters to control for overrepresentation of gene families. Many genomic clusters corresponding to gene families have indeed been previously identified [44,45]. Such genomic clusters could cause spurious co-expression because of probe cross-hybridization between highly similar genes. In fact, some of the clusters that we have computationally identified do contain members of the same gene family (Table 2). 

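Members of a gene family that lie side by side did not all change alike in the mutant larvae. Among the Ccp84A cuticle protein genes on 3R, Ccp84Ab, Ccp84Ag, Ccp84Aa and Ccp84Ad were lower, while Ccp84Ac, with a log2 fold change of -0.39 (standard error 0.0639, adjusted p = 0.0593), and Ccp84Ae were not called. Among the lysozyme genes on 3L, 3 of 6 tested were higher and 1, LysE, was lower (4 and 1 adjusted over the list alone). LysB was not called, with a log2 fold change of 2.31 (standard error 0.338, adjusted p = 0.0524). In the Bomanin genes on 2R, which encode immune-induced peptides, BomS6 was higher, with 3.14 (standard error 0.44, adjusted p = 0.0493), and its neighbors BomS4, with 1.62 (standard error 0.387, adjusted p = 0.0938), and BomBc2, with 0.91 (standard error 0.769, adjusted p = 0.447), were not called. BomBc2 had 2.19 in replicate 1 and -0.38 in replicate 2, so its mean does not show whether it changed like BomS6. Probe sequences were not used here, so hybridization of a transcript to the probe of a neighbor was not tested. Of the 5 called genes with several probes, 0 had probes of opposite sign, and in all 5 the probes were over 1 log2 unit apart.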

We have searched for regions of similarity between the sequences of the genes within each cluster but no significant pairwise sequence alignments were found for any cluster (see Materials and methods). Furthermore, we confirmed the reported change in the expression of these genes by quantitative real-time RT-PCR in two clusters (Figure 2b).

Finally, we used the specific set of 445 genes (302 RefSeq genes) that are basally expressed in larvae described by Arbeitman *et al*. [28] to measure the specificity of our results (see Materials and methods). We were not able to reproduce in this data set the organization in clusters found in genes regulated by TRX (only one potential cluster was found), indicating that this is not a general feature of the larval stage in *D. melanogaster *development.

### Chromosomal clustering of genes controlled by other chromatin regulators

To determine whether the chromosomal organization in clusters is also common to genes regulated by other proteins involved in chromatin dynamics, we performed a second microarray expression experiment with mutant larvae for another such factor, ASH2, and compared the results obtained in this experiment, as well as previous published results on the transcriptomes of NURF [46], dMyc [47] and ASH1 [34], with the results obtained in the microarray analysis of the *trx *mutant. In all experiments, deregulated genes have been clustered on the *D. melanogaster *genome using the REEF program (Additional data file 6).

The *ash2 *gene (*absent*, *small*, *or homeotic discs 2*) is another member of the trxG involved in chromatin-mediated maintenance of transcription [48,49]. The microarray analysis identified 244 genes showing a statistically significant change (at least 2-fold change, *p*-value <0.05) in their expression between mutant and wild-type samples (see Materials and methods). According to their pattern of regulation, we identified 123 over-expressed genes and 121 under-expressed genes in the mutant larvae (Additional data file 7). As in previous studies [32,33], we found the same proportion of up-regulated and down-regulated genes in the *ash2 *mutants. We also mapped these genes to the genome of *D. melanogaster *according to the RefSeq annotations in the UCSC genome browser, and identified eight clusters of co-expressed genes (six clusters of up-regulated genes and two clusters of down-regulated genes) using the program REEF (Table 3).

**Table 3:** Clusters of genes regulated by different chromatin regulators

Microarray	Genes ↑	Genes ↓	Clusters ↑	Clusters ↓	Clusters ↑+↓	Clusters 3L	Reference
Trithorax	260	275	10	15	25	15	-
ASH2	123	121	6	2	8	4	-
NURF	-	265	-	7	7	4	[46]
dMyc	203	-	6	-	6	4	[47]
ASH1	239	159	7	1	8	2	[34]
							
Rovers	127	38	2	0	2	0	[57]
Sitters	131	112	2	1	3	1	[57]

For each microarray we display: number of up-regulated genes, number of down-regulated genes, number of up-regulated clusters, number of down-regulated clusters, total number of clusters, number of clusters located in chromosome 3L, bibliographical reference.

NURF is an ISWI-containing ATP-dependent chromatin remodeling complex [50]. Badenhorst *et al*. [46] performed a microarray analysis using larvae from *D. melanogaster *lacking the NURF specific subunit NURF301. We mapped the list of 274 genes (265 RefSeq genes) that require NURF301 according to this experiment (the list of up-regulated genes has not been published) to the genome. We then identified seven clusters of down-regulated genes using the program REEF (Table 3).

Goodliffe *et al*. [47] reported that the Polycomb protein (Pc), a member of PcG, mediates Myc autorepression and its transcriptional control at many loci. In this study the authors used the Gal4 UAS system to express ectopic *dmyc *in embryos and performed microarray analysis to examine the effect on gene expression. We mapped the list of 272 genes (203 RefSeq genes) up-regulated in this experiment (the list of down-regulated genes is unavailable) and then identified 6 clusters of co-expressed genes using the program REEF (Table 3).

More recently, Goodliffe *et al*. [34] extended the studies on Myc function and reported a coordinated regulation of Myc trans-activation targets by Pc and ASH1. The *ash1 *gene (*absent*, *small*, *or homeotic discs 1*) is also a member of the trxG [48]. In this work, the authors used RNAi to reduce the levels of *ash1 *and conducted microarray experiments [34]. The analysis of these microarrays identified 398 genes with a substantial change in their expression (239 over-expressed RefSeq genes and 159 under-expressed RefSeq genes). We mapped these genes to the fly genome and identified eight clusters of co-expressed genes (seven clusters of up-regulated genes and one cluster of down-regulated genes) using the program REEF (Table 3).

Together, these results suggest that chromosomal organization in clusters is a distinctive feature of some genes controlled by chromatin regulators. To elaborate more on this hypothesis, we compared the clusters identified in the microarray experiments of *trx *with those identified in the experiments of the other factors at three different levels: common clusters, common genes in clusters and common genes in the transcriptome maps (see Materials and methods for further details). We consider that two clusters from two different microarrays are matching if and only if they are overlapping in at least one commonly deregulated gene. The results of the comparison are shown in Table 4 and, as an example, the regulatory gene profiles of *trx*, *ash2*, *Nurf*, *dmyc *and *ash1 *along the chromosome 3L and the clusters containing these genes are shown in Figure 3 (the regions of the chromosome harboring the same cluster at the same time in both the *trx *experiment and another microarray are indicated with gray).

**Table 4:** Comparison between the clusters identified in different microarrays

Microarray 1	Microarray 2	Common genes	Common genes in clusters	Common genes in common clusters	Common clusters	Common clusters 3L
Trithorax	ASH2	76 (20%)	17 (27%)	17 (75%)	6 (75%)	4 (100%)
Trithorax	NURF	55 (14%)	10 (17%)	10 (45%)	4 (57%)	3 (75%)
Trithorax	dMyc	43 (12%)	13 (20%)	13 (41%)	6 (100%)	4 (100%)
Trithorax	ASH1	52 (11%)	9 (15%)	9 (38%)	4 (50%)	2 (100%)
						
Average		14%	20%	50%	71%	94%

Each line contains the following information about the comparison between the *trx *microarray and a second microarray: number of up- and down-regulated genes reported in common, number of common genes in clusters, number of common genes in common clusters, number of common clusters, number of common clusters in chromosome 3L.

**Figure 3:**
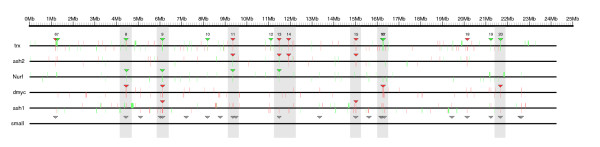
Genomic map of clusters of genes on chromosome 3L that are regulated by several chromatin regulators. The location of each gene reported on every microarray is indicated with a vertical line (up-regulated genes in red, down-regulated genes in green). Genes in the forward strand are displayed above the chromosome line, genes in the reverse strand are displayed below. Clusters of genes in each experiment are indicated with a triangle in red or green according to their expression. Clusters present in two or more microarrays are highlighted by gray bands. Clusters of small genes identified along the fly genome are denoted with a triangle in gray.

Overall, between 50% (ASH1) and 100% (dMyc) of the *trx *clusters are also detected in the other chromatin regulators (71% on average; Table 4). This strongly suggests that there is high concordance between the *trx *clusters and the clusters inferred for the other chromatin regulators. There is not, however, an exact equivalence: clusters from different regulators that overlap in genome space with *trx *clusters may contain different regulated genes. Thus, the intersection between the genes deregulated by TRX and the genes regulated by other factors in the common clusters ranges from 38% (ASH1) to 75% (ASH2) of the genes (50% on average; Table 4). Nevertheless, this value dramatically decreases when the whole transcriptomes of each experiment are taken into account. In this case, the intersection between the set of genes deregulated in *trx *mutant larvae and any other set of genes whose expression was significantly affected by other chromatin regulators is lower than 20% on average (Table 4). These results suggest that the clusters identified in common form a group of gene targets directly or indirectly regulated by these chromatin regulators. In addition, this clustering is a specific feature of short and active genes: the average length of deregulated genes in these clusters is 1,135 bp, while the size of deregulated genes in these microarrays that are not clustered is, on average, 4,204 bp (Additional data file 8). These clusters overlap with clusters of small genes identified along the fly genome in the previous section: 75% of them for ASH2, 57% for NURF, 83% for dMyc, 75% for ASH1 (see Figure 3 for a graphical comparison on chromosome 3L).

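Of the 411 genes called in *trx* mutant larvae, 45 (10.9%) are also in the lists of genes deregulated in *ash2* mutants that the paper uses. Genes higher in both numbered 19, against 1.62 for independent lists (odds ratio 15.9, two-sided Fisher's exact test, adjusted p = 2.92e-15). They include LysS and Jig. A like number, 20, was higher in *trx* and lower in *ash2* mutants, against 1.49 for independent lists (odds ratio 19.0, adjusted p = 6.38e-17). Among these are ImpE2, an ecdysone-inducible gene, with a log2 fold change of 3.49 in *trx* mutants (standard error 0.0519, adjusted p = 0.0142), the salivary glue gene Sgs5bis with 1.95 (standard error 0.0691, adjusted p = 0.0192), Eig71Ee with 2.43 (standard error 0.31, adjusted p = 0.0447) and Lsp2. Genes lower in both numbered 4, against 2.39 (odds ratio 1.71, adjusted p = 0.407), among them Lcp9, a cuticle protein gene with a log2 fold change of -3.36 in *trx* mutants (standard error 0.0716, adjusted p = 0.0142). Genes lower in *trx* and higher in *ash2* mutants numbered 2, against 2.60 (adjusted p = 1). The *ash2* calls are the paper's, and no *ash2* arrays were used here. Wild-type RNA was the common reference of both experiments, which the numbers for independent lists leave out. With a dye term in the fit, the odds ratio of genes lower in both was 2.40 (two-sided Fisher's exact test, p = 0.0479).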

The clustering organization reported here might be general for transcription factor target genes, and not a feature of genes regulated by chromatin remodeling factors. To rule out this hypothesis, we have collected microarray data for six transcription factors to extend the clustering analysis: *fkh *(fork head) [51], *ey *(eyeless) [52], *spdk *(spotted-dick) [53], *gcm *(glial cells missing) [54], *Otd *(Orthodenticle) [55] and *lab *(labial) [56]. We mapped each set of genes to the fly genome, using the program REEF to identify putative clusters. In most cases, however, no clusters were detected (Additional data file 9), indicating that clustering is not a general characteristic of transcription factor target genes. The lack of clustering in these microarrays does not merely reflect the larger gene size for the targets of these genes (Additional data file 10).

Finally, we used the expression data published by Riedl *et al*. [57] as a negative control to qualitatively assess the significance of our results. The information has been obtained from two microarray experiments involving rover and sitter larvae to study foraging locomotion in the fruit fly [57]. The intersection between these transcriptomes and the *trx *transcriptome is only slightly lower than that observed between TRX and the other chromatin regulators (6% and 9% for rover and sitter, respectively). However, only five clusters in total were detected among the genes regulated in the rover and sitter microarrays (2 and 3 clusters, respectively). Of these, only one mapped to chromosome 3L and none overlapped the *trx *clusters (Table 3).

### Analysis of co-expressed genes that constitute the clusters

The genomic structure of the gene clusters governed by chromatin regulators does not appear to be homogeneous. 

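The clusters found in windows of 7 tested genes held 4.5 called genes on average, in spans of 6.57 tested genes. In the Lcp65A region 10 of 11 tested genes were lower, with log2 fold changes between -4.90 (Lcp65Ag3) and -1.51 (Cpr65Au), and l(3)mbn had -1.62 (standard error 0.191, adjusted p = 0.0408). In the region from CG13047 to CG13059, 10 of 13 were lower, and in that from CG14569 to CG14564, 6 of 9. In the Cpr49A region 5 of 9 were lower, such as Cpr49Ad with -1.92 (standard error 0.0538, adjusted p = 0.0192), and Cpr49Ah, with 0.37 (standard error 0.0673, adjusted p = 0.0661), was not called. The smallest of these clusters held 3 called genes, as that of Listericin, CG34227 and Cpr47Eb, where 5 genes of the span were tested and placed on the arm. CG30029, which Table 2 lists in the same region, was also called higher, with 4.13 (standard error 0.192, adjusted p = 0.0193). It has no arm in the annotation used here and is therefore not in the gene order.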

The average size of clusters in the *trx *mutants is 3.5 genes, while the genomic region that harbors such genes contains, on average, 6.7 genes (Additional data file 2). For instance, although the cluster shown in Figure 4a contains four genes down-regulated by TRX (depicted in green), there are five additional genes annotated in this genomic region (depicted in blue) for which no change in expression was detected in the microarray. In addition, the comparison of the clusters identified in the different microarrays indicated that, as already outlined, only about 50% of the genes in a cluster regulated by either TRX or another chromatin regulator are actually deregulated in both experiments at the same time (Table 4). 

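The 4 down-regulated genes of cluster 24 (3R, 22444844 to 22458678 in the coordinates of Table 2) belong to the Tweedle family of cuticle proteins. All 4 were called lower. The log2 fold change was -3.04 for TwdlO (CG6452, standard error 0.121, adjusted p = 0.0192), -3.03 for TwdlN (CG5476, standard error 0.0478, adjusted p = 0.0142), -2.29 for TwdlP (CG14240, standard error 0.217, adjusted p = 0.0327, 3 arrays) and -1.65 for TwdlM (CG5468, standard error 0.105, adjusted p = 0.0232). Of the other genes in the region, 2 were tested and not called. TwdlL had -0.86 (standard error 0.0514, adjusted p = 0.0227), under a 2-fold change, and TwdlJ had -0.26 (standard error 0.0473, adjusted p = 0.0666).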

In many cases, therefore, either genes in the equivalent clusters from different experiments do not show the same regulation pattern or the boundaries of the clusters are not exactly the same. For example, the same cluster containing eight genes shown in Figure 4a, b was identified by the program REEF in both the *trx *and the *ash1 *microarrays. However, there are three interesting differences: the gene boundaries of the clusters when considering only the regulated genes are not the same; the expression of the genes changes in the opposite sense (down-regulation versus up-regulation); and some of the clustered genes are not regulated by any of the factors.

**Figure 4:**
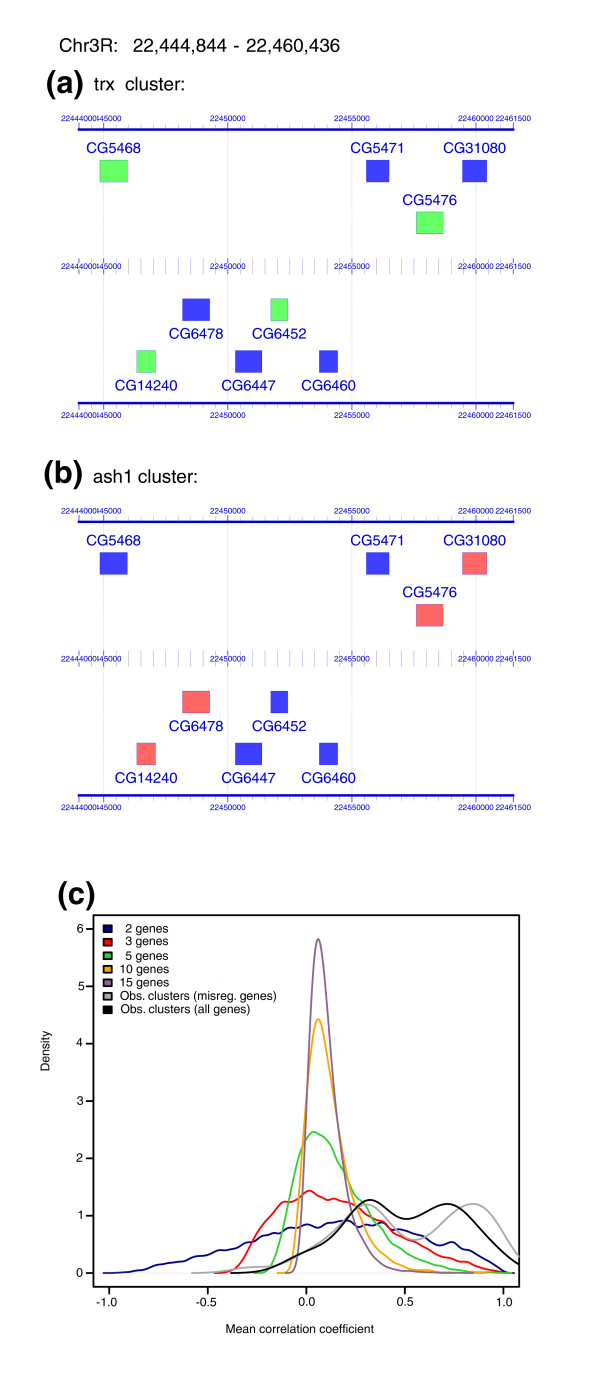
Co-expression of genes in clusters. **(a,b) **Expression of genes in the same cluster in different microarrays. (a) Cluster of four down-regulated genes (in green) in *trx *microarrays. (b) Cluster of four up-regulated genes (in red) in *ash1 *microarrays. Notice the boundaries and the co-regulated genes of the cluster are not the same in both experiments. These images were produced using the program GFF2PS [102]. **(c) **Graphical comparison between co-expression of genes in *trx *and artificial clusters, according to the expression data provided in [30]. For each cluster, the co-expression level was computed as the mean of Pearson's correlation coefficient between all pairs of genes in the cluster. The distribution of co-expression values within the boundaries of the *trx *clusters (including all genes or only the deregulated ones) is clearly skewed to the right, indicating much stronger co-expression than expected at random.

We used the whole-genome expression data generated by Hooper *et al*. [30] to investigate whether all genes within the genomic expanse of the *trx *clusters, and not only those defining the clusters themselves, are co-expressed (there are 162 genes within the region of the *trx *clusters, but only 97 in the clusters). For this dataset, Hooper *et al*. measured the expression of genes during the first 24 hours of embryonic development in *D. melanogaster *(1 hour time points). We used the data between 4 h and 24 h to minimize the possibility that the maternal effect could mask zygotic expression (see Materials and methods). Co-expression was evaluated both by using only those genes that define the *trx *clusters and using all genes located within the boundaries of each cluster. Based on the expression data provided in [30], we computed the Pearson's correlation coefficient between each pair of genes within the same chromosome across the 20 time points. For each cluster, the level of co-expression was then defined as the mean of Pearson's correlation coefficients between all pairs of genes in the cluster (see Materials and methods). As a reference set, we calculated the same values for each possible artificial cluster of N consecutive genes in the genome (2 ≤ N ≤ 15).

The distribution of values obtained for the clusters containing only the genes deregulated in *trx *mutants, the clusters containing all genes mapped within the boundaries of the clusters and the artificial clusters of several sizes using the 4 h-24 h expression data set are shown in Figure 4c. Interestingly, the distribution of co-expression levels in randomly generated clusters of different sizes appears to be slightly positive (means ranging from minimum to maximum), probably suggesting an overall induction of transcription during the first stages of larval development. The distribution of co-expression levels computed within the boundaries of clusters, and, in particular, computed only from the regulated genes defining the clusters, is, however, clearly skewed to the right, indicating much stronger coexpression than expected at random. The bimodal shape of the distribution, more accentuated when considering only the genes defining the clusters, suggests the existence of a class of clusters with tight regulation of expression. The deviation from randomness in the *trx *clusters is perhaps more appreciable in the cumulative plots (Additional data file 11).

Therefore, genes present within the genomic boundaries of the *trx *clusters, including those not in the defined clusters, are overall co-expressed. There are several causes that can explain the existence of additional genes within the boundaries of a *trx *cluster. These genes might not have been included in the clusters either because they were not in the array (4 cases out of 65 additional genes), because the gene showed a different pattern of regulation (up-regulated instead of down-regulated or vice versa, 1 case), or because the expression intensity from the microarray was below the selected thresholds (60 cases).

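Of the 65 additional genes, 22 were not tested here. Among the 39 that were tested and not called, 9 had an adjusted p under 0.05 below a 2-fold change, 6 of them in the direction of their cluster, such as Lcp65Ad with a log2 fold change of -0.42 (standard error 0.0488, adjusted p = 0.0399) and CG13066 with -0.63 (standard error 0.0721, adjusted p = 0.0395). CG13066 was below 0 on the arrays with the mutant in Cy3 (-1.27 and -1.63) and above 0 on those with the mutant in Cy5 (0.19 and 0.18). CG14567 lay against the direction of its cluster, with 0.60 (standard error 0.051, adjusted p = 0.0297). Of the 39 genes, 25 (64.1%) had the sign of their cluster, against 52.5% in 10000 random draws of as many uncalled genes from the same arms (one-sided permutation test, p = 0.0964). This was 22 of 30 in down-regulated clusters (median log2 fold change -0.25) and 3 of 9 in up-regulated clusters (median -0.01). With each array centered on its median, the share was 69.2% (one-sided permutation test, p = 0.011). In that setting Or47a (0.016) and EAChm (0.024), which lie near 0 in up-regulated clusters, changed to the sign of their cluster. The share was 69.7% without array 2 (one-sided permutation test, p = 0.0299), 68.4% without array 4 (one-sided permutation test, p = 0.0353) and 65.8% without array 3 (one-sided permutation test, p = 0.0801).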

### Clusters may contain both up- and down-regulated genes

The trxG members are known to be positive regulators of transcription [24]. However, in our study, we found a similar number of up-regulated compared to down-regulated genes in the *trx *mutants. 

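Before any test, the mutant larvae had as many genes at least 2-fold higher as lower, 272 in each direction. Of these, 158 of the higher and 253 of the lower genes passed an adjusted p under 0.05. The 2 biological replicates differed by a median of 0.692 (log2) in the higher genes and of 0.204 in the lower genes. The difference of these medians was 0.488 (95% interval 0.283 to 0.650, from a bootstrap over genes). Genes are not independent replicates and all come from the same 2 biological replicates. The interval thus does not cover the variation between replicates. Genes of digestive enzymes are examples, chosen after their values were seen. The maltase gene Mal-A1 had a log2 ratio of 3.96 in replicate 1 and 1.06 in replicate 2, and the trypsin gene alphaTry 3.43 and 1.06. Of 22 gut protease genes tested, 2 were higher and 0 lower (2 and 0 adjusted over the list alone), namely Jon65Aiv with a log2 fold change of 3.13 (standard error 0.343, adjusted p = 0.0378) and Jon25Bii with 2.85 (standard error 0.357, adjusted p = 0.0439). Their median was 0.51 in replicate 1 and -0.07 in replicate 2.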

Similar results have recently been reported for *ash2*, *ash1 *and *Nurf301 *[33,34,46], suggesting that trxG proteins might also act directly or indirectly as repressors of certain genes. We once more applied the REEF clustering strategy, but this time considering all *trx *deregulated genes together, irrespective of the direction of their regulation. In addition to the 25 clusters previously detected, this method allowed us to identify six additional 'hybrid' clusters (with both up- and down-regulated genes). Moreover, we also enriched previously detected clusters with genes regulated in the opposite direction (Figure 5). 

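With genes called in either direction counted together, windows of 7 tested genes gave 8 clusters that hold both higher and lower genes. On 2R, Cpr49Ac, with a log2 fold change of 2.92 (standard error 0.344, adjusted p = 0.041), lay beside the lower genes Cpr49Ae, with -1.23 (standard error 0.131, adjusted p = 0.0364), and Cpr49Ag, with -1.43 (standard error 0.0505, adjusted p = 0.0192). The cuticle protein gene Cpr47Eb, with 1.09 (standard error 0.125, adjusted p = 0.0395), lay near Cpr47Ec, with -1.62 (adjusted p = 0.037). On X, CG8664, with 3.82 (standard error 0.525, adjusted p = 0.048), was the only higher gene in the region of CG32564 and CG10598. The genes agt and Ama were higher on the flanks of the Ccp84A genes. There were 2 clusters that share no gene with those of a single direction, Sgs5bis and Sgs5 (higher) with CG34281 and CG14324 (lower) on 3R, and CG1368, CG12481 and CG11585 on X. Cpr47Ec, agt, Ama and the genes of these 2 clusters other than Sgs5 and Sgs5bis were named after their values were seen.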

In total, we identified 129 deregulated genes that were organized in 31 clusters.

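In windows of 7 tested genes without regard to direction, 70 called genes were organized in 13 clusters. Random sets with the number of calls on each arm kept held 1.13 clusters on average (SD 1.04, highest 5), which gives a Z-score of 11.4. The clusters of the Lcp65A genes, of the genes from CG13047 to CG13059, of CG14569 and its neighbors, and of the Tweedle genes held lower genes alone, and that of Ddx56, lcs and CG10918 held higher genes alone. With no minimum fold change there were 8 clusters.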

**Figure 5:**
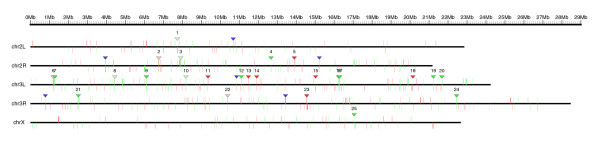
Genomic map of 'hybrid' clusters of genes deregulated by TRX in *D. melanogaster*. Computational identification of clusters was performed on a set of up- and down-regulated genes in the microrray. The new hybrid clusters of genes are indicated with a blue triangle. The clusters detected before - using one of both sets - are indicated with a red triangle (up-regulated genes) or a green triangle (down-regulated genes). Some of them have been enriched using genes expressed in the opposite sense (displayed in light red or light green).

### The chromosomal clustering is conserved in other species

The clusters of genes detected here might be acting as transcriptional units with coordinated transcriptional regulation. One would therefore expect some level of conservation of cluster organization across species. The genomes of multiple species of *Drosophila *have been recently made available through the UCSC genome browser [38], allowing investigation of the conservation of *trx *clusters in other *Drosophila *species. Only three of these genomes have been completely assembled: *D. simulans*, *D. yakuba *and *D. pseudoobscura *[58]. We have mapped all *D. melanogaster *genes to the genomes of each of these species using the BLAT alignments provided by the UCSC genome browser [59] (see Materials and methods). The number of genes annotated on each species using this method is shown in Table 5.

**Table 5:** Clusters of genes deregulated in *trx *mutants conserved in other phylogenetically related species

		Genes (orthologs)					
						
Species	Genome	↑	↓	Clusters ↑	Clusters ↓	Clusters	Deregulated genes in clusters
***D. melanogaster***	19,670	260	275	10	15	25	97
*D. simulans*	17,927	235	262	7	13	20	75
*D. yakuba*	19,929	259	275	11	14	25	96
*D. pseudoobscura*	15,096	170	230	1	13	14	60
*A. gambiae*	7,283	97	151	2	5	7	34

For each species, we show: number of genes for which an ortholog in *D. melanogaster *was found, number of orthologs for up-regulated genes, number of orthologs for down-regulated genes, number of up-regulated clusters, number of down-regulated clusters, total number of clusters, number of deregulated genes from *D. melanogaster *that constitute the clusters.

After mapping the up-regulated and down-regulated genes of the *trx *mutant from *D. melanogaster *to the other *Drosophila *genomes, we used the program REEF with the same set of parameters to identify putative clustering of these genes. The number of clusters detected in these species is shown in Table 5: 20 clusters in *D. simulans *(corresponding to 7 up-regulated clusters and 13 down-regulated clusters in the *trx *microarrays), 25 clusters in *D. yakuba *(11 up-regulated clusters, 14 down-regulated clusters) and 14 clusters in *D. pseudoobscura *(1 up-regulated cluster, 13 down-regulated clusters). We have compared the clusters obtained in *D. melanogaster *with the clusters identified in these three species: 24 out of 25 clusters (96%) identified in *D. melanogaster *were conserved in at least one other species (80% of the clusters were conserved in *D. melanogaster *and two more species, 36% of the clusters were conserved in all species). In contrast, the percentage of clusters identified in these species that was not detected in *D. melanogaster *was very low (0% in *D. simulans*, 16% in *D. yakuba*, 14% in *D. pseudoobscura*; Table 6), indicating that this set of deregulated genes is similarly organized in the genome of these species. The distribution of clusters on each genome is shown in Figure 6 (the clusters of *D. melanogaster *that are conserved in other species have the same identifier as in Figure 1).

**Table 6:** Conservation of genes in the clusters and their vicinity

Genome	No. of clusters	No. of clusters conserved in *D. melanogaster*	No. of genes within the clusters	% Genes conserved within the clusters	% Genes conserved in the flanking area	% Genes conserved in artificial clusters	Divergence time estimates (Mya)
*D. simulans*	20	20 (100%)	144	96%	86%	90%	2-3
*D. yakuba*	25	21 (84%)	146	88%	64%	79%	5-7
*D. pseudoobscura*	14	12 (86%)	83	96%	58%	65%	25-55
*A. gambiae*	7	6 (86%)	48	66%	2%	20%	250-300

The following information is shown for each genome: the species, the number of clusters predicted, the number and the percentage of clusters that are conserved in *D. melanogaster*, the number of genes in the clusters (the same amount of genes is used to measure the conservation in the flanking areas), the percentage of genes that are conserved between these clusters and the corresponding clusters in *D. melanogaster*, the percentage of genes that are conserved in the flanking areas of the clusters (average conservation in the left and right flanking areas), the percentage of the genes that are conserved in 10,000 artificial clusters sampled on each species, and the divergence time (million years ago (Mya)) estimates between *D. melanogaster *and each species, extracted from [58,101].

**Figure 6:**
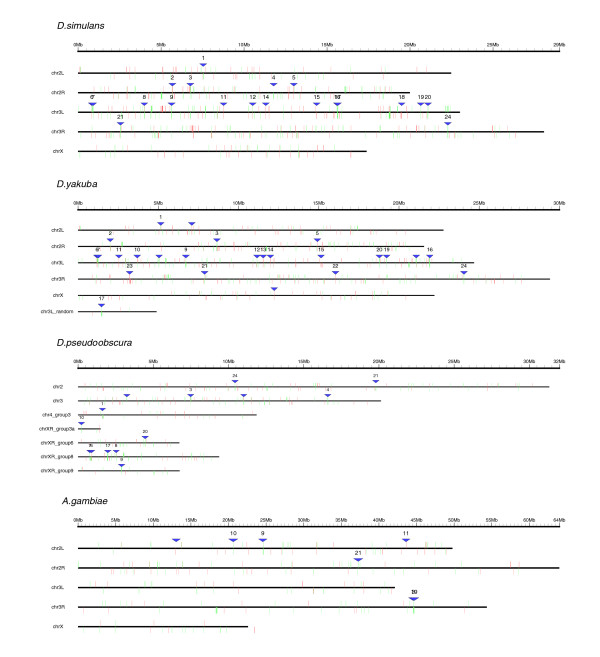
Genomic map in other species of clusters deregulated in *trx *mutants. The location in each species of the orthologous gene deregulated in *D. melanogaster *is indicated with a vertical line (up-regulated genes in red, down-regulated genes in green). Genes in the forward strand are displayed above the chromosome line, genes in the reverse strand are displayed below. Clusters of genes identified on each genome are indicated with a blue triangle.

Another genome of interest for the identification of homologous clusters potentially regulated by the *trx *gene is that of *Anopheles gambiae *[60]. We obtained the list of putative *Anopheles *orthologs to the *D. melanogaster *genes using the ENSEMBL annotations [61]. Less than 50% of the fly genes could be mapped to the mosquito genome in this way (Table 5). Consequently, only 7 clusters were identified. Most of these clusters, however, were conserved in *D. melanogaster *(Figure 6 and Table 6).

In the work presented here, we identified a set of 25 gene clusters in *D. melanogaster *that are phylogenetically conserved in other flies. However, given the strong synteny between the *Drosophila *genomes (see divergence time estimates in Table 6), we can not claim that the conservation of clusters that we observed is not simply a consequence of such an overall synteny. To discard such a hypothesis, for each cluster identified in *D. melanogaster *we examined the number of genes in common found in the corresponding cluster in each of the other *Drosophila *species (allowing for gene rearrangements and chromosome inversions inside the region; see Materials and methods for further details). We also analyzed the number of genes in common between the corresponding flanking areas of these clusters in order to compare the number of genes that are conserved inside and outside them; the results are shown in Table 6. While the genes that constitute the clusters of *trx *in *D. melanogaster *are mostly the same in the clusters of the other species (96% in *D. simulans*, 88% in *D. yakuba*, 96% in *D. pseudoobscura*), the number of conserved genes in the vicinity of each cluster decreases in more distant species (86% in *D. simulans*, 64% in *D. yakuba*, 58% in *D. pseudoobscura*). Additional statistical tests confirmed these observations (see Materials and methods). According to these results, we conclude that the overall synteny between the *Drosophila *genomes is not enough to explain the high level of conservation observed in the clusters of genes deregulated by TRX in *D. melanogaster*.

### Clusters of deregulated genes are enriched in some functional categories

In order to characterize the clusters previously identified in *D. melanogaster*, we functionally annotated their constituent genes (Additional data file 12) using Gene Ontology (GO) [62]. GO is a hierarchical dictionary of biological terms structured into three main categories: molecular function, biological process and cellular component. We also annotated the function of the full set of genes in our microarray and of the genes that were reported to be up-regulated or down-regulated to estimate the statistical significance of our results.

We analyzed the information available for the genes of each respective set (12,120 genes in the microarray, 535 deregulated genes, 97 genes in clusters) at the third level of the molecular function ontology (see Materials and methods). A graphical representation of the more abundant categories for each of the three gene sets is shown in Figure 7a. The clusters of down-regulated genes are significantly enriched in structural proteins involved in cuticle formation (*p*-value <10^-37^; see Materials and methods). 

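Of 99 cuticle protein genes tested, 43 were lower in the mutants and 4 were higher (45 and 5 adjusted over the list alone). The median log2 fold change of the list was -0.78, and camera called it lower than the other genes (adjusted p = 3.25e-12 with the preset correlation, adjusted p = 0.861 with an estimated correlation). The latter correlation rests on 2 replicate means, so its p does not decide. Cpr65Av, with a log2 fold change of -3.43 (standard error 0.15, adjusted p = 0.0193), and Cpr78Ca, with -2.04 (standard error 0.0937, adjusted p = 0.0193), were among those that fell, and Pcp, a pupal cuticle protein gene, rose with 1.40 (standard error 0.0911, adjusted p = 0.0237). Among genes called lower, 23 of the 45 in clusters encode cuticle proteins (51.1%), against 20 of the 208 outside clusters (9.62%), an odds ratio of 9.83 (two-sided Fisher's exact test, p = 2.07e-09, which takes genes as independent although they join a cluster at least 3 at a time). Without array 1 this odds ratio was 17.3. Of all genes called lower, 43 of 253 are in the list (17.0%), against 0.986% of the genes tested, an odds ratio of 35.6 (two-sided Fisher's exact test, p = 3.04e-43).

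**Figure D5:**
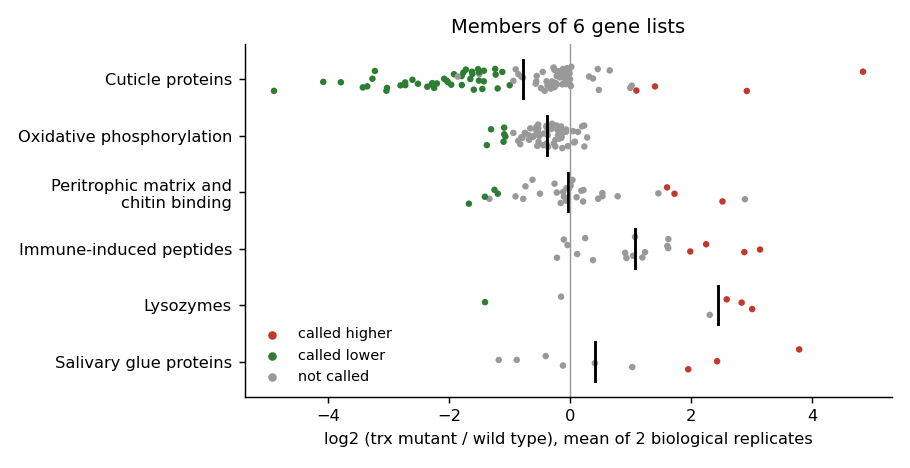
Log2 ratio of mutant over wild type (horizontal axis, mean of 2 biological replicates) of each tested gene in 6 gene lists, in red if called higher, in green if called lower and in gray if not called. Vertical bars are the medians, which range from -0.78 for cuticle proteins to 2.45 for lysozymes.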

The over-representation is less relevant in the set of down-regulated genes, while it is not observed in the full collection of genes in the microarray (Figure 7). The clusters of up-regulated genes are also enriched in proteins with carbohydrate and pattern binding functions, as well as structural components of the peritrophic membrane (*p*-value <0.005; see Materials and methods). 

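Of 34 genes of peritrophic matrix and chitin-binding proteins tested, 3 were higher and 4 lower in the mutants (4 and 5 adjusted over the list alone), with a median log2 fold change of -0.04, a mean of 0.05 and a camera adjusted p of 0.820. The genes that rose were Peritrophin-15a, with 2.52 (standard error 0.234, adjusted p = 0.0322), Peritrophin-15b, with 1.72 (standard error 0.241, adjusted p = 0.0491), and the mucin gene Muc11A, with 1.60 (standard error 0.0903, adjusted p = 0.0217). Those that fell include Peritrophin-A, with -1.68 (standard error 0.0502, adjusted p = 0.0192), and the chitinase gene Cht7, with -1.25 (standard error 0.0473, adjusted p = 0.0192). Calls in either direction were more frequent in the list than among other genes (odds ratio 6.16, two-sided Fisher's exact test, adjusted p = 0.00352 over 28 lists). The list was built from gene symbols and lacks genes that Additional data file 12 annotates as chitin-binding in up-regulated clusters. Of these, CG17826 was higher, with 1.49 (standard error 0.141, adjusted p = 0.0325), CG7252, with 1.54 (standard error 0.325, adjusted p = 0.0801), CG7017, with 1.41 (standard error 0.239, adjusted p = 0.0624), CG5883, with 1.35 (standard error 0.382, adjusted p = 0.119), CG6933 and CG6996, with -0.06 (standard error 0.127, adjusted p = 0.770), were not called, and CG7290 was not tested. Genes with a hyphen in their symbol, such as Peritrophin-15a, joined the list after the data were examined, and without them 1 gene was higher and 1 lower. With the 4 arrays taken as 4 independent samples, 5 genes of the list were higher.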

The set of up-regulated genes is also, albeit to a lesser extent, enriched in these categories, while no over-representation is observed in the complete set of genes in the microarray (Figure 7). A more detailed inspection of the functional annotations of the clusters reveals that this over-representation is due to the abundance of genes involved in the subcategory 'chitin binding' [62].

**Figure 7:**
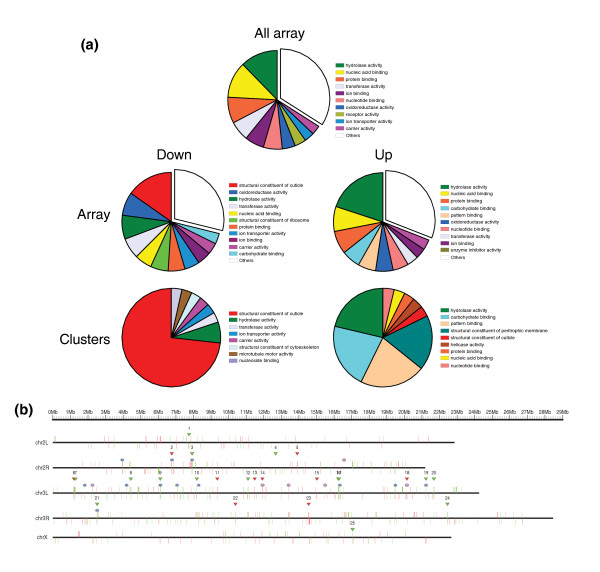
Functional annotation of genes deregulated in *trx *mutants. **(a) **Classification of the microarray gene set, the deregulated genes and the genes that constitute the clusters according to the GO category 'molecular function', level 3. **(b) **Genomic map of clusters of functionally related genes. Clusters of genes annotated as structural constituents of cuticle (displayed as blue stars) and clusters of genes annotated as chitin binding (displayed as purple circles). Clusters of co-regulated genes in the *trx *mutant are indicated with a triangle in red or green according to their expression. Notice that most functional clusters match regulatory clusters despite the fact that both approaches are completely different.

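Among the genes of Table 2 that were called lower, 25 of 59 are in the list of cuticle protein genes. They include Edg78E, with a log2 fold change of -1.60 (standard error 0.0672, adjusted p = 0.0193), and its neighbor Cpr78Cc, with -2.03 (standard error 0.13, adjusted p = 0.0233). Among the genes of Table 2 that were called higher, 1 of 17, Cpr47Eb, is in this list. The study chose the genes of Table 2 on these samples, so the counts are not independent evidence of direction.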

According to this, the clusters of genes deregulated in the *trx *mutant contain a significant number of genes involved in cuticle structure and other related functions. To confirm these results, we performed a whole-genome clustering of the genes from *D. melanogaster *according to their functional annotation in GO, in which no expression data were used (see Materials and methods). We focused, in particular, on the two functional categories over-represented in the clusters of genes deregulated in *trx *mutants: structural constituents of cuticle (GO:0042302) and chitin binding (GO:0008061).

We found 98 genes annotated as components of the cuticle in the genome of *D. melanogaster*. Using the program REEF with the same set of parameters, we identified 12 clusters of genes involved in cuticle structure (shown as blue stars in Figure 7b), 8 of which are located on chromosome 3L. We found 67 genes annotated as chitin binding proteins and identified 6 clusters, 5 of which are also located on chromosome 3L (shown as purple circles in Figure 7b). Of the 18 functional clusters, 8 overlap the clusters of genes regulated by TRX (shown as red and green marks in Figure 7b). In addition, most genes in the functional clusters are annotated as being in the same functional categories (Additional data file 13).

### Clusters of genes deregulated in *trx *mutants are enriched in tissue specific genes

We have also attempted to characterize the expression pattern of genes in the *trx *clusters. Using data from the Li *et al*. [63] study, in which the tissue distribution of genes expressed 18 hours before the larval to pupal metamorphosis in *D. melanogaster *was determined, we characterized the expression of the members of three different gene sets (genes in the microarray, deregulated genes, genes in clusters; see Materials and methods for further details); results are shown in Figure 8a. As expected, the proportion of genes in our microarray expressed in different tissues is very similar to that reported by Li *et al*. [63]: 28% are expressed in the central nervous system, 24% in wing discs, 20% in the midgut, 16% in salivary glands and 12% in the epidermis. Most genes regulated by TRX, on the other hand, are expressed in the midgut (30%, *p*-value <10^-5^) and in the epidermis (27%, *p*-value <10^-6^), while the genes that constitute the clusters regulated by TRX are abundantly expressed in salivary glands (41% of genes, *p*-value <10^-5^). We compared the tissue-specific expression pattern of the genes in the *trx *clusters with the functional annotation of these genes as inferred through the GO annotations (see previous section) and results are shown in Figure 8b: 16 of 25 clusters (64%) contain genes that are either expressed in salivary glands or code for structural cuticle proteins. In addition, the clusters appear to be divided into those containing genes expressed in salivary glands and those containing genes coding for structural proteins. Together, these results demonstrate that TRX plays a key role in the regulation of clusters containing genes involved in the structure of the cuticle during the larval stages of *D. melanogaster *development.

**Figure 8:**
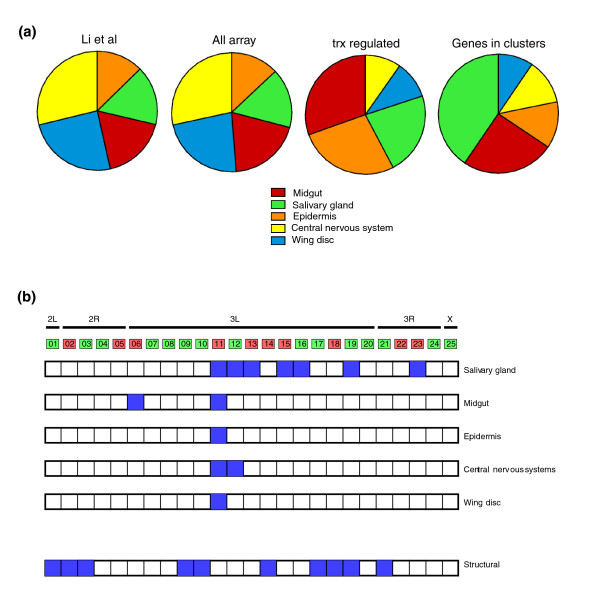
Clusters are enriched in genes expressed in particular tissues. **(a) **From left to right: tissue distribution of genes expressed 18 h before larval to pupal metamorphosis according to Li *et al*. [63]; expression pattern of genes included in our *trx *microarray; genes deregulated by TRX; and genes in clusters deregulated by TRX. **(b) **Tissue distribution of clustered genes (at least one gene must be expressed in that tissue). Clusters that contain genes annotated as structural proteins in GO are displayed for comparison.

### PRE/TRE predictions and experimental approaches

The PcG and trxG complexes bind to sequences called PRE/TREs. However, not only is the genomic distance between well-characterized PRE/TREs and their target genes highly variable, ranging from a few nucleotides to more than 60 Kb in many cases, but they can be found both upstream or downstream of the gene [64-66]. Several methods have been proposed to detect PRE/TRE elements in genomic sequences. For example, Ringrose *et al*. [67] developed a computational approach to detect potential PRE/TREs and identified 167 candidates in the fly genome, some of which were validated experimentally [67]. More recently, several ChIP-on-chip experiments have been performed to search for PcG targets. Among others, Schwartz *et al*. [68] determined the distribution of the PcG proteins Pc, E(z) and Psc and of H3K27me3 in the whole genome, Tolhuis *et al*. [69] constructed a map of binding patterns of the PcG proteins Pc, esc and Sce in chromosomes 2L and 4, and part of chromosomes 2R and X, and Negre *et al*. [70] analyzed the binding profile of the PcG proteins Pc and ph, and the GAGA factor in certain regions of chromosomes 2L and X.

We mapped the PcG target sites identified in each of these experiments (251 sites in Schwartz *et al*. [68], 131 sites in Tolhuis *et al*. [69] and 36 sites in Negre *et al*. [70]) and the 167 PRE/TREs predicted by Ringrose *et al*. [67] in the fly genome (assembly dm2, April 2004). We then compared the location of the 25 clusters of genes deregulated by TRX in the fruit fly genome with the location of the PcG target sites and the PRE/TRE predictions (Figure 9). Since the distance between the PRE/TRE and its target gene can be highly variable, we decided to confine the search to the PcG binding regions or PRE/TREs that were located at most 100 Kb distant from our clusters. According to this restriction, we found 14 out of 25 clusters (56%) near one experimental evidence or a PRE/TRE prediction, five of which were supported by both a PcG binding site and a PRE/TRE (Additional data file 14). We performed ChIP analysis of third instar larvae, using both anti-TRX and H3K4me3 specific antibodies, to test the possible binding of the TRX protein to some of the predicted PRE/TREs [67] that are in close proximity to the *trx *deregulated clusters. Preliminary results seem to indicate that TRX is capable of binding to at least two of the PRE/TREs tested (Additional data file 15). In keeping with its role as a histone methyltransferase, TRX binding correlates with the presence of H3K4me3.

**Figure 9:**
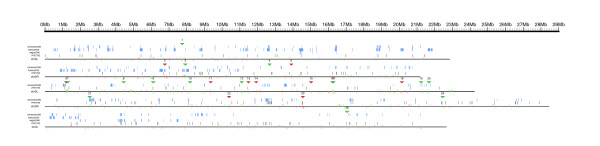
Genomic map of clusters, PcG ChIP-on-chip data and predicted PRE/TREs. The location of each gene reported on the *trx *microarray is indicated with a vertical line (up-regulated genes in red, down-regulated genes in green). Genes in the forward strand are displayed above the chromosome line, genes in the reverse strand are displayed below. Clusters of genes on each experiment are indicated with a triangle in red or green according to their expression. PcG binding domains reported by Schwartz *et al*. [68], Tolhuis *et al*. [69] and Negre *et al*. [70] are displayed in blue. PRE/TRE predictions obtained by Ringrose *et al*. [67] are displayed in black.

## Discussion

In this study we have compared the whole-genome expression profiles of *trx *mutant and wild-type fly larvae and located the deregulated genes on the fly genome. Considering the stringent threshold used in this study, it is possible that the total number of regulated genes may be underestimated. In the absence of genome-wide ChIP data, we can not assess TRX binding and its putative relationship with H3K4 trimethylation, but taking into account that most active genes have this mark in most species, it is tempting to speculate that the TRX protein itself or another member of this group should be responsible for it. Nevertheless, the genome mapping revealed the tendency of some *trx *deregulated genes to cluster within a few genomic locations with 97 genes (about 20% of all deregulated genes) organized in 25 genomic clusters covering less than 400,000 bp (about 0.3% of the fly genome). This appears to be a distinctive feature of the regulatory networks of other chromatin regulators. Indeed, our microarray experiments on *ash2 *mutants, as well as experiments performed on NURF [46], dMyc [47] and ASH1 [34], indicate that the genes regulated by these chromatin factors are also clustered in the fly genome. Remarkably, these clusters are a subset of the *trx *deregulated clusters, despite that only about 20% of the *trx *deregulated genes are also deregulated in these other experiments. In fact, the number of genes in clusters is likely to be also underestimated, because of the thresholds used to establish deregulation. Moreover, when using the time course whole-genome expression data during the first 24 hours of embryonic development [30], we observe an overall positive correlation between the expression levels of all genes within the boundaries of the *trx *clusters (irrespective of whether they are included in the clusters themselves). Similar results are observed when using the transcription maps generated across the fly genome in the same developmental stage by Manak *et al*. [71]. In fact, most genes in the *trx *clusters present similar patterns of overlapping transcribed fragments (transfrags; Additional data file 16). In addition, we found a significant under-representation of non-exonic transfrags within our clusters (the observed overlap between transfrags and clusters was 100 bp and the expected overlap was 2,610.8 bp, *χ*^2 ^homogeneity test, *p*-value = 0). Since the presence of transfrags in the vicinity of genes is often an indication of alternative transcription initiation and termination sites, their under-representation suggests that the boundaries of the genes in these clusters are under tight transcriptional control.

Some clusters detected here have been previously described in the literature. For instance, clusters 9 (Lcp65A, larval cuticle proteins) and 21 (Ccp84, cuticular genes cluster), both down-regulated in the *trx *microarray, are two well-known groups of genes involved in the determination of the physical characteristics of the insect cuticle [72,73]. 

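Cluster 9 lies on 3L from 6097832 to 6125586 in the coordinates of Table 2, and all 9 of its deregulated genes that were tested were called lower, between -4.90 and -1.51 (log2). Apart from Lcp65Ag3, listed as CG18779, they include Lcp65Ac, with -3.23 (standard error 0.0988, adjusted p = 0.0192), Lcp65Aa, with -2.25 (standard error 0.0471, adjusted p = 0.0142), Cpr65Aw, with -2.28 (standard error 0.182, adjusted p = 0.028, 3 arrays), and Cpr65Au, with -1.51 (standard error 0.0785, adjusted p = 0.0206, 3 arrays). Cluster 21 lies on 3R from 2512449 to 2530625, and its 4 deregulated genes were called lower. The log2 fold change was -2.36 for Ccp84Ab (standard error 0.0896, adjusted p = 0.0192), -2.09 for Ccp84Ag (standard error 0.0471, adjusted p = 0.0155), -1.77 for Ccp84Aa (standard error 0.0813, adjusted p = 0.0193) and -1.52 for Ccp84Ad (standard error 0.0532, adjusted p = 0.0192).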

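The small heat shock gene Hsp27 was higher in *trx* mutant larvae, with a log2 fold change of 2.15 (standard error 0.136, adjusted p = 0.0231). Its neighbor Hsp26 had 1.80 (standard error 0.311, adjusted p = 0.0636) and l(2)efl, a small heat shock gene on 2R, 1.15 (standard error 0.222, adjusted p = 0.0715). Thus 1 of 3 small heat shock genes tested was higher (3 adjusted over the list alone), and the list was higher by camera (adjusted p = 0.0387 with the preset correlation, adjusted p = 0.861 with an estimated correlation), with an odds ratio of its calls of 11.7 (two-sided Fisher's exact test, adjusted p = 0.412). Its median was 1.51 in replicate 1 and 2.31 in replicate 2. Of 9 salivary glue genes tested, 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with a camera adjusted p of 0.368, and calls in either direction were more frequent in the list than among other genes (odds ratio 11.8, two-sided Fisher's exact test, adjusted p = 0.0333 over 28 lists). Sgs5 was among the 3, with 3.78 on 2 arrays, both with the mutant in Cy3 (standard error 0.465, adjusted p = 0.0431). The others were Sgs5bis and Eig71Ee, which is also counted in the list of Eig71E genes, and 4 of the 9 genes were below 0. Hsp23, Sgs3, Sgs7 and Sgs8 were not analysed here, as no probe names a single one of these genes.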

Other interesting examples are clusters 11 (*Hsp23*, *Hsp26*, *Hsp27*) and 13 (*Sgs3*, *Sgs7*, *Sgs8*), which are up-regulated in *trx *deficient flies and down-regulated in flies lacking *ash2 *or *Nurf301*. *Hsp23*, *Hsp26 *and *Hsp27 *are heat shock genes also expressed in the absence of stress during embryogenesis and metamorphosis in *D. melanogaster *but their role in these processes is not well understood [74,75]. *Sgs3*, *Sgs7 *and *Sgs8 *form a cluster of genes that code for proteins that are part of the salivary glue secreted by *Drosophila *larvae to fix themselves to an external substrate for the duration of the pre-pupal and pupal periods [76,77]. Both clusters were previously reported to be regulated by the 20E- inducible Broad-Complex (BR-C), an early ecdysone response gene complex that is active during larval to pupal metamorphosis and encodes a family of zinc-finger transcription factors [78,79]. 

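The transcription factor gene br is measured by several probes, of which 4 had a value in both biological replicates. Their mean log2 fold change in the *trx* mutants was 0.25 (standard error 0.0589, adjusted p = 0.0904), and the gene was not called. The probes differed. With each probe tested on its own, 1 was called higher, with 1.19 (standard error 0.0967, adjusted p = 0.0326, 3 arrays), and the other probes had -0.14, -0.01 and 0.20, the first 2 of which are of opposite sign to it. The part of the transcript that each probe covers is not known. Of 19 genes of the early ecdysone response tested, 2 were higher and 0 lower (2 and 0 adjusted over the list alone), with a median of 0.04. These were ImpE2 and vri, a transcription factor gene with 1.06 (standard error 0.0477, adjusted p = 0.0193). Hr38, which encodes a nuclear receptor, had -0.51 (standard error 0.0542, adjusted p = 0.0368), under a 2-fold change.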

Although *Sgs *expression is known to be indirectly controlled by BR-C [80], up-regulation of *br *(a member of BR-C) in *trx *mutants could explain the up-regulation of both clusters. Consistent with this hypothesis, *br *has a reduced level of expression in *ash2 *and *Nurf301 *mutants, where such clusters are down-regulated, suggesting BR-C can be an intermediate step in the regulation of the expression of *Sgs *and *Hsp *clusters. Homeotic genes are also clustered in the genome and their expression state is maintained by PcG and trxG proteins after the initial transcriptional regulators disappear from the embryo [27]. 

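Of 8 homeotic genes, 4 have a probe that names them on these arrays and 3 were tested. All 3 had a value below 0 in *trx* mutant larvae and 0 were called. The log2 fold change was -0.28 for Dfd (standard error 0.0476, adjusted p = 0.0633), -0.15 for Antp (standard error 0.0482, adjusted p = 0.142) and -0.14 for pb (standard error 0.104, adjusted p = 0.387), which had 0.01 in replicate 1 and -0.30 in replicate 2, each on 1 array. Without array 2, and also without array 3, pb had a value in 1 replicate alone and 2 homeotic genes were below 0. In limma, 1 of the 3, Dfd, had an unadjusted p under 0.05, and the same gene passed 0.05 at any fold change when adjusted over the list alone. Scr had a value on 1 array, and lab, Ubx, abd-A and Abd-B were not analysed here. The gene trx itself had a log2 fold change of 0.21 (standard error 0.0473, adjusted p = 0.0859), and the part of its transcript that the probe covers is not known.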

In our *trx *mutant microarrays most homeotic genes did present a decrease in expression; however, the difference was inferior to the fold change threshold selected to filter and normalize the expression data. In addition, homeotic complexes are substantially larger than the *trx *clusters reported in our work, which suggests that the computational tools used here should be reconfigured to detect them.

We compared the results of several ChIP-on-chip experiments on different fragments of the fruit fly genome that have already been published [68-70] and the set of computational PRE/TRE predictions obtained by Ringrose *et al*. [67] with the location of our clusters. The analysis of this information is, however, difficult due to the different conditions in each experiment, the genome coverage of them and the limited knowledge of the PRE/TRE sequences [26]. In contrast to vertebrates, it seems that only around 30% of PcG binding sites are within 2 Kb of a promoter in flies, complicating the assignment to specific genes [81]. Half of the gene clusters deregulated in *trx *mutants are close (less than 100 Kb) to functional PcG binding sites or PRE/TRE predictions, suggesting that some clusters may be directly regulated by TRX, while others can be under indirect regulation. A recent study presented evidence for the existence of arrays of highly conserved non-coding elements (HCNEs) and genomic regulatory blocks in five *Drosophila *species [82], giving rise to some controversy about whether PRE/TREs might be found inside those regions or not [26]. We mapped the HCNEs identified by Engstrom *et al*. [82] to our clusters (Additional data file 17), detecting a significant under-representation of such elements in comparison to the rest of the genome (the observed overlap between HCNEs and clusters was 190 bp, and the expected overlap was 1,342.7 bp, *χ*^2 ^homogeneity test, *p*-value = 0).

Multiple genome-wide approaches for the detection of clustering organization have been published (see Hurst *et al*. [8] for a review), and a variety of computational approaches towards that end have been developed [20,40,41,83]. Comparison of the results, however, is complex because of several reasons: the lack of a standard definition of a cluster (from series of two/three adjacent genes to groups of 10-30 genes), the statistical engine is different, even in the same species, different sets of genes were used, or the biological conditions (tissues/developmental stage) of the study are not comparable. The clusters presented here are located in relatively small regions of the genome (average cluster size of 15,918 nucleotides) in contrast to larger clusters reported in previous studies (cluster length between 20 and 200 kb in [20]). In addition, we tolerate within the boundaries of the genomic clusters the presence of genes that are not shown to be regulated in the microarray data (only adjacent co-expressed genes were accepted in clusters in [20,21]).

The growing body of evidence supporting the existence of non-random gene distribution in genomes [8] indicates that genome organization may be partially evolutionarily conserved across eukaryotes. Phylogenetically conserved clusters of co-expressed genes have recently been reported in human and mouse [84,85], while adjacent pairs of essential genes that are evolutionarily conserved have been shown to cluster in regions of low recombination [86]. In fact, neighboring genes are thought to experience continuous concerted expression changes during evolution, which can lead to the formation of clusters of co-expressed genes. However, the pattern of expression might be evolving slowly within the clusters. On the other hand, some clusters may be maintained by natural selection because of their similar biological functions [87]. Recently, a comparative analysis of the genomes of 12 *Drosophila *species has been published [88,89]. Here, we identified a set of 25 clusters in *D. melanogaster *that are phylogenetically conserved in *D. simulans*, *D. yakuba *and *D. pseudoobscura*. The conservation that we have observed in these clusters is stronger than the overall synteny among the *Drosophila *genomes. Our preliminary results on *A. gambiae*, which diverged from *Drosophila *about 250 million years ago, are in support of the selective constraints to maintain the cluster organization.

Lee and Sonnhammer [90] recently reported the existence of a link between functional pathways in the KEGG dabatase [91] and the chromosomal distribution of genes involved in them. Here, we functionally annotated the genes constituting the clusters of genes deregulated in the *trx *mutant using GO [62], and detected a significant enrichment in structural proteins involved in cuticle formation and chitin metabolism. To assess the importance of this overrepresentation, we extracted all genes of the fruit fly genome annotated with these functions and used the program REEF to identify potential clusters on this set of genes. Remarkably, there is a high overlap between the map of functional clusters and the map of regulatory clusters. The overrepresentation of structural proteins involved in cuticle formation suggests that the trxG proteins analyzed here may play a role in the hormonal response that takes place during metamorphosis. Indeed, a function for the histone methyltransferase protein TRR (Trithorax-related) as a coactivator for the ecdysone receptor [92] and a direct link between NURF and ecdysteroid signaling in larval to pupal metamorphosis [46] have been reported. If genes involved in larval/pupal transition, such as the ones described here, are among the trxG targets, a putative explanation for the preferential localization in chromosome 3L may be just that 67% of the functionally annotated clusters of genes involved in cuticle structure are located in this chromosome. Moreover, it is known that many mutations affecting trxG genes (either null alleles or heteroallelic combinations) are lethal at the third instar larval stage, probably due to a large dowry of maternally loaded mRNA, and do not undergo larval to pupal metamorphosis. In spite of other phenotypic differences between these larvae, it is tempting to speculate that lethality could be caused by desiccation due to defective cuticle secretion and that the trxG/PcG regulation of the clusters could have a pivotal role in metamorphosis.

## Conclusion

Further experiments correlating gene expression states and chromatin modifications in specific tissues during development as well as chromatin protein binding maps will be required to understand the complex role of trxG proteins.

## Materials and methods

### *Drosophila *strains

All *Drosophila *strains and crosses were kept on standard media with 0.025% bromophenol blue. The reference line used was the *w*^*1118*^_*iso*_; *2*_*iso*_; *3*_*iso *_isogenic line from the DrosDel Collection [93]. To reduce the differences in the biological background between the alleles under study and the reference strain, we transferred chromosomes X, Y and 2 from the isogenic line to the TM6c-balanced *ash2*^*I1*^, and to *trx*^*B11*^ and *trx*^*E3*^ alleles, which were used in trans-heterozygosity. Their genotypes were, respectively, *w*^*1118*^_*iso*_; *2*_*iso*_; *ash2*^*I1*^/*TM6c*, *w*^*1118*^_*iso*_; *2*_*iso*_; *trx*^*B11*^/*TM6c *and *w*^*1118*^_*iso*_; *2*_*iso*_; *trx*^*E3*^/*TM6c*.

### Microarray design

Microarrays were printed on Corning UltraGAPS slides (Corning, Corning, NY, USA) at the Plataforma de Transcriptòmica (SCT - PCB, Universitat de Barcelona, Spain) using the *Drosophila *Genome Oligo Set version 1.1 (Operon Biotechnologies Inc., Huntsville, AL, USA), a collection of 14,593 probes representing 13,577 *Drosophila *genes with Flybase ID (12,120 genes in RefSeq). The 70 mer *Arabidopsis *sequences from TIGR [94] and spots with no material or with buffer were also printed to be used as spike-in and negative controls, respectively. The microarray annotation is deposited in the Gene Expression Omnibus database with accession number GPL3797. Wandering blue-gut staged Tb+ early third instar larvae were selected in all cases to extract total RNA using the RNeasy Protect Mini Kit (Qiagen Inc., Valencia, CA, USA). At least two independent total RNA extractions were carried out. Quality was assessed in all samples using the Eukaryote Total RNA Nano Assay on a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Total RNA from *w*^*1118*^;+;+ larvae was used as a common reference. Four microarrays were hybridized for each experiment in biological replicate pairs, such that the total RNA from the sample used as a starting material came from different extractions. Both arrays from each pair were hybridized with the same amplified RNA from sample and common reference (obtained using the Amino-Allyl Messageamp II aRNA Amplification Kit from Ambion Inc., Austin, TX, USA) using dyes Cy3 and Cy5 (GE Healthcare UK Ltd, Buckinghamshire, UK).

### Microarray analysis

GenePix Results (GPR) data files were obtained for each microarray with an Axon 4000B scanner and GenePix Pro 6 (Molecular Devices Corp., Sunnyvale, CA, USA). All GPR files were analyzed with the Limma package from BioConductor [95,96] using the same criteria. The spots not fulfilling the quality thresholds (based on spot size, foreground versus background signals, saturation, coincidence between differently calculated ratio measures and R^2 ^of regression ratio) were eliminated from the analysis, and the data were background corrected with the *normexp *method and normalized using OLIN [97]. Between-array normalization was carried out independently for each set of four arrays using the *mad *method from OLIN, and a linear model was fitted and corrected with False Discovery Rate (FDR) [95]. We obtained lists of genes that were differentially expressed two-fold in the mutants compared to the isogenic strain (FDR-corrected *p*-value lower than 0.05). Raw and normalized data are deposited in the Gene Expression Omnibus database (user name: sergiba_rev_1, password: 2139861083) with the accession number GSE8783, which includes the data for *trx *(GSE8748) and *ash2 *(GSE8750) mutants.

### Microarray data collection

We obtained the set of genes that are differentially expressed in the larvae of *D. melanogaster *from Arbeitman *et al*. [28]. We selected only the genes that were up-regulated at least two-fold in the larvae (302 RefSeq genes). We extracted the gene expression data for *Nurf301-/- *from Badenhorst *et al*. [46] (only the list of down-regulated genes was published). The set of up-regulated genes in response to *dmyc *over-expression was taken from Goodliffe *et al*. [47]. We extracted from Goodliffe *et al*. [34] the set of up and down-regulated genes when the regulatory activity of *ash1 *was repressed using RNA interference to study the interaction between the dMyc complex and ASH1. We used the expression data from two microarray analyses (rovers and sitters) about foraging locomotion from Riedl *et al*. [57] as a negative control in the clustering process. The set of genes expressed in five different tissues (midgut, salivary glands, epidermis, central nervous system and wing disc) studied in the larval stage of *D. melanogaster *was obtained from Li *et al*. [63].

### Real-time RT-PCR analysis

Reverse transcription reactions with RNA independently isolated in Trizol from all mutant alleles and the reference were used to synthesize cDNA with M-MLV RT (Invitrogen Corp., Carlsbad, CA, USA) according to the manufacturer instructions. We used 1 *μ*l of a 1/10 dilution of cDNA on each quantitative real-time PCR (qRT-PCR). The qRT-PCR was performed on the ABI PRISM^® ^7700 following the recommended protocol (Applied Biosystems, Foster City, CA, USA). Each sample was replicated three times and average values were used for further analysis. Data were analyzed by the ΔΔC_T _method, being normalized by subtracting the value of the control gene *dia*. TaqMan primers and probes designed and synthesized by Applied Biosystems for this analysis were: Dm02371023_s1 (CG30458); Dm02366349_s1 (CG30457); Dm02366353_s1 (CG10953); Dm01792445_s1 (CG14567); Dm01792458_s1 (CG14572); Dm01792469_s1 (CG14565); Dm01792478_s1 (CG14564); and Dm01811206_g1 (*dia*).

### Chromatin immunoprecipitation

ChIP assays were essentially performed as previously described by Papp and Muller [98] with the following changes: 40 wandering third instar larvae were fixed with 1.8% formaldehyde solution for 25 minutes at room temperature, collected in 700 *μ*l of lysis buffer (1% SDS, 50 mM Tris HCl pH 8.0 and 10 mM EDTA) and disrupted 6 times for 20 seconds at 30% of a Branson sonifier. Samples were centrifuged at top speed at 4°C and aliquotes of 100 *μ*L of extract were used per immunoprecipitation. Ten percent of the immunoprecipitated extract was used as input, and a sample immunoprecipitated without antibody as a precipitation control. A 300 bp fragment corresponding to the transcription start of the *Ultrabithorax *gene, which has been previously described to present a TRX binding site [98,99], was used as a positive control. TRX antibody was a gift from A Mazo and H3K4me3 antibody was obtained from Abcam Inc. The primers used for the PCR amplifications were: Ubx forward, 5' CATGCCCAGCGAGAGAGG 3'; Ubx reverse, 5' AACAGCACAGAAAGCGAGG 3'; cluster9 forward, 5' ACCCACTTTTGCGCCATCG 3'; cluster9 reverse, 5' ACAAAGCGGTTCCGTGTCG 3'; cluster25 forward, 5' ACGTCTGGCTATGGATCTGG 3'; cluster25 reverse, 5' GGACACCGATGTGACCACC 3'.

### Gene mapping in the genome

All gene sets were mapped in the genome of *D. melanogaster *using the RefSeq track of the UCSC genome browser [38] annotations (genome assembly dm2, April 2004). We considered only one transcript per gene (the first one present in the annotations). The file refGene.txt was used to retrieve the coordinates of each gene in RefSeq. The official name and the description of each gene were retrieved from the file refLink.txt. The statistics of gene distribution on each chromosome were computed using the 19,670 unique RefSeq genes contained in the file refGene.txt as well. To measure the statistical significance of the gene distribution, we randomly generated 1,000 rounds of sets of genes with the same size to evaluate the *p*-value of each result using a hypergeometric distribution. We used the BLAT alignments between the RefSeq genes from *D. melanogaster *and the genomes of *D. simulans*, *D. yakuba *and *D. pseudoobscura *to produce a catalogue of genes for these species (Additional data file 18). On each genome distribution, the file xenoRefGene.txt contains the best BLAT hits of the genes of other species in that genome [38]. We selected only the best hit for each RefSeq gene from *D. melanogaster *in the corresponding genome distributions of *D. simulans*, *D. yakuba *and *D. pseudoobscura*. The sets of up- and down-regulated genes in the *trx *microarray were then mapped in those genomes using the appropriate catalogue of genes. We used the list of orthologous genes between *D. melanogaster *and *A. gambiae *provided by the Biomart tool [100] from ENSEMBL. The association between the ENSEMBL gene identifier and the official gene name in the fruit fly genome was used to cross this information with the set of RefSeq genes of fly annotated in the UCSC.

### Cluster identification

We define a cluster as a group of neighboring genes located in a limited region of the genome, not necessarily consecutive, that show the same expression pattern (up-regulation or down-regulation) in the microarray experiment. Clusters are determined by the physical position in the genome, the number of co-expressed genes inside and the total number of genes in such a genomic fragment. The length of the clusters can be then defined in terms of nucleotides or number of genes annotated on that region. We follow two similar approaches to computationally detect the clusters in the sets of genes in our work: the program REEF and our own implementation of a clustering program. No significant difference was observed between the results obtained with both computational approaches.

To evaluate the significance of the number of clusters identified in our microarray, we generated 100 randomly generated sets with the same size and chromosomal gene distribution of the real sets of genes regulated by TRX. We then performed the clustering analysis in such data sets to find out how many clusters could be obtained by chance (expected clusters). The Z-score of the results observed in our microarray was thus calculated using the distribution of clusters identified in the random sets:

$$z=\frac{x-\mu }{\sigma }$$

where *x *is the number of observed clusters in the *trx *microarray, and *μ *and *σ *are the mean and the standard deviation of the distribution of number of clusters found in the random sets, respectively.

To evaluate whether regulation by TRX imposes a stronger clustering tendency compared to gene size, we extracted all genes from the fruit fly genome whose size is within the range delimited by the size observed in genes from *trx *clusters (average size 946 bp, standard deviation 788 bp). We thus mapped the 6,626 genes that match this condition on the genome to get their coordinates and identified 107 clusters, using the REEF program. In order to assess the statistical significance of the clustering (and to measure which parameter, *trx *regulation or gene size, is more discriminant in the clustering), we repeated the analysis on 100 sets of genes that were randomly selected, preserving the gene distribution observed in the dataset of short genes. As an additional control, we also counted how many clusters can be identified in 100 different random sets of 260 genes (number of up-regulated genes) and 275 genes (number of down-regulated genes), which preserve the same gene size distribution observed in both lists of deregulated genes in our *trx *microarray (average and standard deviation).

The program REEF [41] identifies regions of a genome enriched in specific features, compared with a reference landscape of feature density. The two input files are: the list of reference features (genes annotated in the fly genome) mapped on a genome sequence; and the list of selected features among the reference set (genes regulated by TRX in our microarray) with their genomic positions and the number and the length of the chromosomes in the genome under consideration. REEF scans the reference genome using a sliding window approach, calculating the statistical significance of each window using the hypergeometric distribution and the FDR. The windows are defined as fragments of a fixed genomic length. Consecutive significant windows form a cluster of regional enriched features. Using an approach similar to that used by Spellman and Rubin [20], we defined the optimal set of parameters comparing the growth function in the number of clusters obtained in random sets and in the real reference set for different values (Additional data file 19). The optimal configuration of parameters to scan the genome of *D. melanogaster *was: window length, 25,000 bp; window step, 1,000 bp; minimal number of co-expressed genes, 3; q-value ≤0.05s.

### Cluster identification based on gene density

We have also implemented our own approach in Perl to cluster the genes regulated by a certain gene. Basically, we scan the genome following a sliding window approach combined with the hypergeometric distribution to evaluate the statistical significance of the clusters. The length of the windows is determined, however, in terms of genes rather than nucleotides. Thus, the clustering process is not limited by a fixed window length. Some parameters in this algorithm must be adjusted in order to maximize the sensibility and specificity. Firstly, only clusters of at least three genes showing the same sense of deregulation were considered. Another important parameter is the size of the window to apply. Using the results in random sets, a window size of seven genes was selected as the optimal length (the number of clusters found in *trx *data seems to grow logarithmically with the size of the window used, while the number of clusters found in random sets grows exponentially). We used our algorithm to scan the chromosomes of *D. melanogaster *using window lengths of seven genes, advancing one gene between two instances of the window so that all possible seven-gene windows were tested. To avoid multiple testing problems, we took a conservative *p*-value threshold of 10^-3^. Consecutive statistically significant windows were merged up in only one cluster. Results obtained with our clustering strategy are highly concordant to those produced by the REEF program (Additional data file 3): 27 clusters were detected (22 identical clusters, 2 clusters with additional genes, 3 new clusters and 1 missing cluster).

### Clustering characterization and comparison

We computed different values on the genes that constitute the clusters (using the file refGene.txt downloaded from the UCSC genome browser): the average gene length, the gene length distribution, the number of bidirectional/opposed genes on each cluster according to their strand, and the average intergenic distance. Such values were compared to those observed in the whole set of genes annotated in the fruit fly genome, to evaluate their significance. The comparison between the clusters of genes regulated by TRX and the clusters regulated by other chromatin regulators was performed at three different levels: common genes in the transcriptomic maps, common genes in clusters and genomic position of the clusters. The intersection between two transcriptomes is defined as the quotient between the number of common genes (twice) and the total number of genes in both experiments. Two clusters from two different microarrays are matching if and only if they are overlapping in at least one commonly deregulated gene. Thus, we calculated the clusters identified in a second experiment (*ash2*, *Nurf*, *dmyc*, *ash1*) that were supported by another cluster in the *trx *microarray results. Once a set of common clusters was identified in two microarrays, we computed the percentage of co-expressed genes that was present in each pair of equivalent clusters (the ratio between the number of common genes and the total number of genes on each cluster).

Two clusters of genes identified in two different genomes are considered to be equivalent when the percentage of genes that are present in both clusters is 50% or higher. To calculate the percentage of genes that are common in two clusters, the genes that are located in a different relative order within the clusters are considered to be conserved. Clusters of genes that are conserved in different strands of the chromosomes are considered to be equivalent as well (allowing for chromosomal inversions in the flanking regions). The length of the left and right flanking areas of each cluster is equal to the number of genes of the corresponding cluster. To measure the statistical significance of these results, we randomly sampled 10,000 artificial clusters of seven genes in *D. melanogaster *(the average size of our clusters is 6.7 genes) and found the location of the equivalent cluster on the other genomes. We examined the number of genes shared between each artificial cluster of genes in *D. melanogaster *and its equivalent cluster conserved on each of the other *Drosophila *species. Each artificial cluster on each genome was constituted of the corresponding gene and the three genes annotated before and after in the same location (the average length of our clusters is 6.7 genes). The results are shown in Table 6. The conservation of the artificial clusters in terms of common genes is more similar to the conservation observed in the flanking area of our clusters (90% in *D. simulans*, 79% in *D. yakuba*, 65% in *D. pseudoobscura*). In fact, the difference between the number of conserved genes inside our clusters and inside the artificial clusters is significant in all the species (*D. simulans p*-value <10^-3^, *D. yakuba p*-value <10^-3^, *D. pseudoobscura p*-value <10^-6^; Wilcoxon test). Similar results were obtained in the set of clusters detected in *A. gambiae *(Table 6).

### Gene co-expression in clusters

Hooper *et al*. [30] generated whole-genome expression data for the first 24 h of embryonic *D. melanogaster *development by extracting RNA from overlapping 1 h time points for the first 6.5 h of development and non-overlapping 1 h time points for the rest. We generated a table containing all pairwise Pearson's correlation coefficients between all genes expressed between 4 and 24 h in the study by Hooper *et al*. [30]. For each cluster identified in the *trx *mutants, we computed the mean of all pairwise correlation coefficients between the genes constituting the cluster to assess if they are co-expressed along the embryonic development. We also calculated the mean, including all the genes included in the boundaries of each cluster. As a reference set, we computed the same value for each set of correlative N genes in the genome (2 ≤ N ≤ 15). We then evaluated if each particular cluster was located in any of these tails and the total percentage of clusters that were found in these tails.

### Functional annotations

We downloaded the GO terms and relationships (file gene_ontology_edit.obo, release 1.2) and the associations between gene products from *D. melanogaster *and GO terms (file gene_association.fb, release 1.94) from the GO web site [62]. We annotated different gene sets (full set of genes in the *trx *microarray, the up-regulated and down-regulated genes in the same experiment, the clusters identified in such co-expression sets) using the annotation available at level 3 of the 'molecular function' ontology tree. We climbed up in the ontology to obtain the corresponding parent term at level 3 for those genes that were annotated at deeper levels in the hierarchical tree. The statistical analysis was performed using hypergeometric distribution to test the probability of observing a given GO term significantly enriched in genes belonging to such clusters:

$$p=\sum_{i=n}^{min\left[k,a\right]}\frac{\left(\begin{array}{c} A\\ i \end{array}\right)\left(\begin{array}{c} G-A\\ k-i \end{array}\right)}{\left(\begin{array}{c} G\\ k \end{array}\right)}$$

In this case, *G *is the number of up- or down-regulated genes, *A *is the subset of *G *that are annotated in that GO term, *k *is the number of genes up- or down-regulated in clusters, and *n *is the subset of *k *annotated in the GO term.

We performed a whole-genome clustering of the genes from *D. melanogaster *annotated with the hierarchies based on the term structural constituents of cuticle (GO:0042302). No data about gene expression in the microarrays were used here. We first extracted the fly genes annotated with the following GO terms: structural constituent of cuticle (GO:0042302); structural constituent of chitin-based cuticle (GO:0005214); structural constituent of chitin-based larval cuticle (GO:0008010); structural constituent of pupal chitin-based cuticle (GO:0008011); structural constituent of adult chitin-based cuticle (GO:0008012); and structural constituent of collagen and cuticulin-based cuticle (GO:0042329). Then, we used the program REEF to identify clustering organization events in this gene set (the same configuration of parameters set in the case of co-expressed genes). We also performed a whole-genome clustering of the genes from *D. melanogaster *annotated with the hierarchies based on the term chitin binding (GO:0008061). We first extracted the fly genes annotated with the following GO terms: chitin binding (GO:0008061); polysaccharide binding (GO:0030247); carbohydrate binding (GO:0030246); and pattern binding (GO:0001871). Then, we used the program REEF to identify clustering organization events in this gene set.

## Abbreviations

BR-C, Broad-Complex; FDR, false discovery rate; GO, Gene Ontology; HCNE, highly conserved non-coding element; Pc, Polycomb protein; PcG, polycomb group; PRE, Polycomb response element; qRT-PCR, quantitative real-time PCR; TRE, Trithorax response element; trxG, trithorax group.

## Authors' contributions

EB, MP and RG conceived the bioinformatics experiments. EB, MP and SB performed the bionformatics analysis. SB, AP and MC designed the microarray experiments. SB performed the microarray analysis. AP and SP performed the qRT-PCR experiments. SP designed and performed the chromatin immunoprecipitation experiments. FS and MC contributed reagents/material/analysis tools. EB, MP, SB, RG and MC wrote the paper.

## Additional data files

The following additional data files are available. Additional data file 1 lists the up- and down-regulated genes in the *trx *microarray. Additional data file 2 is a table of general features of the clusters of genes deregulated by TRX. Additional data file 3 is a table of the clusters detected using our own clustering approach. Additional data file 4 contains the results of clusters detected in random gene sets (gene distribution). Additional data file 5 contains the results of clusters detected in random gene sets (gene size). Additional data file 6 is a graphical representation of the different clusters detected in the genome that are deregulated by several chromatin remodelers. Additional data file 7 lists up- and down-regulated genes in the *ash2 *microarray. Additional data file 8 is a table of the average lengths of the deregulated genes on each microarray (clustered or not). Additional data file 9 is a table that shows the results of the clustering analysis in other microarrays of transcription factors. Additional data file 10 is a table that shows the average gene size of deregulated genes in the microarrays analyzed in this study. Additional data file 11 shows the cumulative distribution Pearson correlation coefficient means in the real and the artificial clusters. Additional data file 12 contains the GO functional annotation of the *trx *clusters. Additional data file 13 is a graphical representation of the clusters of genes in the genome associated with similar categories (cuticle/chitin binding). Additional data file 14 is a table that shows the intersection between the *trx *clusters, the ChIP-on-chip information and the PRE/TRE predictions. Additional data file 15 shows the results of the chromatin immunoprecipitation using anti-TRX and H3K4me3 specific antibodies to test the binding of TRX to the predicted PRE/TREs in clusters 9 and 25. Additional data file 16 shows several examples of clusters and transfrags that detect similar patterns of expression. Additional data file 17 is a graphical genome-wide representation of the clusters of *trx *and the HCNEs mapped in several *Drosophila *species. Additional data file 18 is a table that contains catalogs of orthologous genes between *D. melanogaster *and the other *Drosophila *species or mosquito. Additional data file 19 is an image that represents the optimal window length to discriminate between real and artificial clusters. Additional data file 20 is a table that shows the results of an alternative overlap analysis among the clusters of genes regulated by different chromatin remodelers (only genes affected in the same way are considered).

## Supplementary Material

Additional data file 1 Up- and down-regulated genes in the *trx *microarray. Click here for file

Additional data file 2 General features of the clusters of genes deregulated by TRX. Click here for file

Additional data file 3 Clusters detected using our own clustering approach. Click here for file

Additional data file 4 Clusters detected in random gene sets (gene distribution). Click here for file

Additional data file 5 Clusters detected in random gene sets (gene size). Click here for file

Additional data file 6 Different clusters detected in the genome that are deregulated by several chromatin remodelers. Click here for file

Additional data file 7 Up- and down-regulated genes in the *ash2 *microarray. Click here for file

Additional data file 8 Average lengths of the deregulated genes on each microarray (clustered or not). Click here for file

Additional data file 9 Clustering analysis in other microarrays of transcription factors. Click here for file

Additional data file 10 Average gene size of deregulated genes in the microarrays analyzed in this study. Click here for file

Additional data file 11 Cumulative distribution Pearson correlation coefficient means in the real and the artificial clusters. Click here for file

Additional data file 12 GO functional annotation of the *trx *clusters. Click here for file

Additional data file 13 Clusters of genes in the genome associated with similar categories (cuticle/chitin binding). Click here for file

Additional data file 14 Intersection between the *trx *clusters, the ChIP-on-chip information and the PRE/TRE predictions. Click here for file

Additional data file 15 Chromatin immunoprecipitation using anti-TRX and H3K4me3 specific antibodies to test the binding of TRX to the predicted PRE/TREs in clusters 9 and 25. Click here for file

Additional data file 16 Examples of clusters and transfrags that detect similar patterns of expression. Click here for file

Additional data file 17 Graphical genome-wide representation of the clusters of *trx *and the HCNEs mapped in several *Drosophila *species. Click here for file

Additional data file 18 Orthologous genes between *D. melanogaster *and the other *Drosophila *species or mosquito. Click here for file

Additional data file 19 The optimal window length to discriminate between real and artificial clusters. Click here for file

Additional data file 20 Alternative overlap analysis among the clusters of genes regulated by different chromatin remodelers (only genes affected in the same way are considered). Click here for file

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 2 — General features of the clusters of genes deregulated by TRX.

Chromosome	Clusters	Length	Avg. Length	Misexpressed genes	Avg. Misexpressed genes	Genes	Avg. Genes
2L	1	12,609	12,609	3	3.0	4	4.0
2R	4	62,892	15,723	15	3.7	30	7.5
3L	15	227,525	15,168	62	4.1	96	6.4
3R	4	45,137	11,284	14	3.5	22	5.5
X	1	24,804	24,804	3	3.0	10	10.0
TOTAL	25	372,967	15,918	97	3.5	162	6.7

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 3 — Clusters detected using our own clustering approach.

TABLE 1

| Chr | Begin | End | Reg | pvalue | Genes regulated in cluster |
| --- | --- | --- | --- | --- | --- |
| 2L | 7732656 | 7767648 | D | <10-4 | Acp1 CG7214 CG7203 |
| 2R | 6752590 | 6777697 | U | <10-5 | CG9080 CG30029 CG7738 CG13224 |
| 2R | 7902885 | 7941364 | D | <10-6 | CG8505 CG8836 CG8510 CG8511 CG8520 |
| 2R | 12651360 | 12780415 | D | <10-4 | CG30458 CG30457 CG10953 |
| 2R | 13899427 | 13908524 | U | <10-4 | CG18107 CG16836 CG15068 |
| 3L | 1179852 | 1221845 | U | <10-7 | LysC LysB LysD LysP LysS |
| 3L | 1286215 | 1297227 | D | <10-3 | CG9149 CG2469 CG 9186 |
| 3L | 4419319 | 4452493 | D | <10-3 | CG12607 CG11345 CG32241 |
| 3L | 4819589 | 4957019 | D | <10-3 | CG32237 CG17150 CG13705 |
| 3L | 6068940 | 6134760 | D | <10-6 | CG32405 Lcp65Ag2 CG18779 l(3)mbn CG18778 Lcp65Ae CG32404 Lcp65Ac Lcp65Ab2 Lcp65Aa |
| 3L | 8176586 | 8234312 | D | <10-3 | CG8012 CG13674 CG13678 |
| 3L | 9346877 | 9376138 | U | <10-3 | Hsp26 Hsp23 Hsp27 |
| 3L | 11094722 | 11138921 | D | <10-3 | CG7628 CG32074 CG14143 |
| 3L | 11452520 | 11596660 | U | <10-3 | Sgs8 Sgs7 Sgs3 |
| 3L | 11898704 | 11946926 | U | <10-3 | CG5883 CG7252 CG17826 |
| 3L | 15014158 | 15049886 | U | <10-3 | CG13461 CG18649 CG13460 |
| 3L | 16227011 | 16244468 | D | <10-3 | CG13069 CG13068 CG13067 |
| 3L | 16247251 | 16295116 | D | <10-4 | CG13063 CG4982 CG13047 CG4962 CG13041 CG13060 CG13059 |
| 3L | 19453212 | 19490729 | D | <10-3 | CG32212 CG9283 CG9290 |
| 3L | 20139884 | 20155656 | U | <10-3 | CG7290 CG7017 CG6933 |
| 3L | 21219105 | 21251817 | D | <10-3 | CG11310 Edg78E CG7658 |
| 3L | 21662784 | 21742679 | D | <10-6 | CG14566 CG14569 CG14568 CG14572 CG14565 CG14564 |
| 3R | 2510171 | 2567785 | D | <10-5 | Ccp84Ag Ccp84Ad Ccp84Ab Ccp84Aa |
| 3R | 10346792 | 10401570 | U | <10-4 | CG14850 CG8087 CG14852 |
| 3R | 14518441 | 14584588 | U | <10-6 | CG7710 CG7714 CG7715 CG14302 |
| 3R | 2242393 | 22455578 | D | <10-3 | CG5468 CG14240 CG6452 |
| X | 21186099 | 21268410 | U | <10-4 | Hlc Ics CG10918 |

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 6 — Different clusters detected in the genome that are deregulated by several chromatin remodelers.

trxU – chr3L: 1190902 - 1211770

Genomic components: 5 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	1190902	1191400	NM_079158	LysB	1	Lysozyme B CG1179-PA
CHR3L	+	1194016	1194503	NM_080130	LysC	1	Lysozyme C CG9111-PA
CHR3L	-	1194256	1194728	NM_057475	LysD	1	Lysozyme D CG9118-PA
CHR3L	+	1196455	1196938	NM_057479	LysE	1	Lysozyme E CG1180-PA
CHR3L	-	1201613	1202228	NM_057480	LysP	1	Lysozyme P CG9116-PA
CHR3L	+	1211299	1211770	NM_057481	LysS	1	Lysozyme S CG1165-PA

Cluster size: 20869 nucleotides

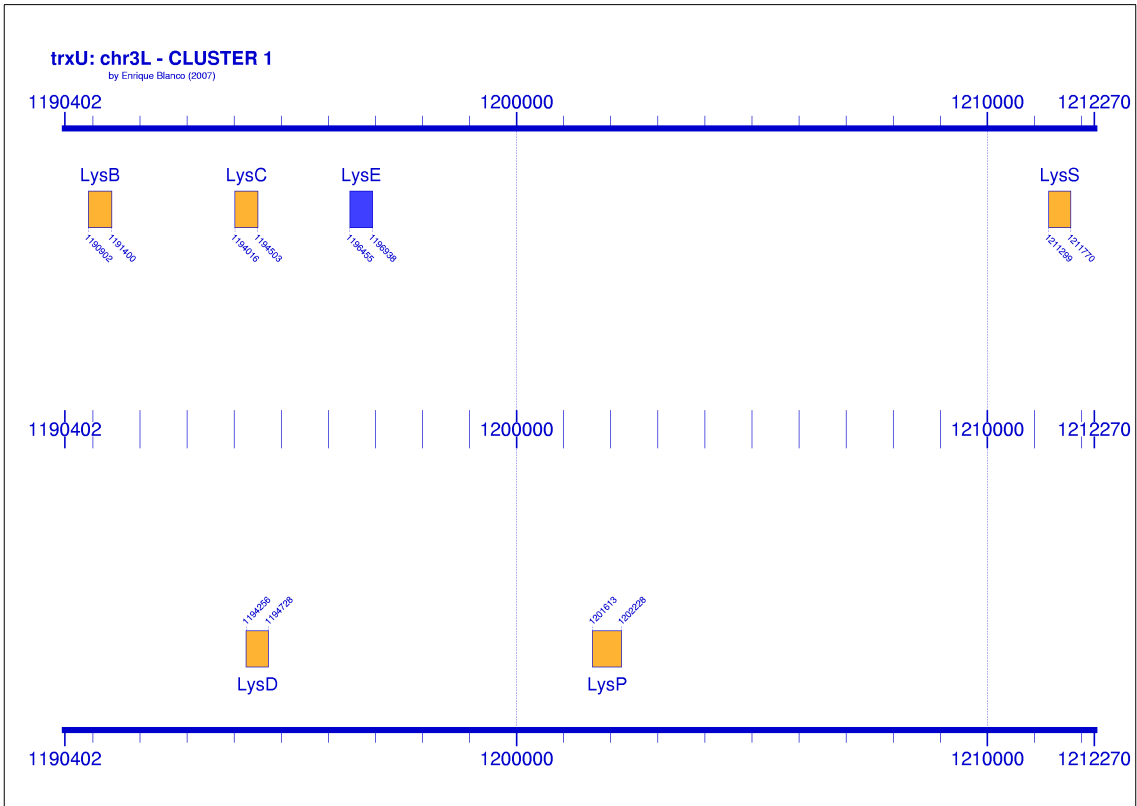

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3L: 9350364 - 9359229

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	9350364	9351374	NM_079273	Hsp26	1	Heat shock protein 26 CG4183-PA
CHR3L	-	9352049	9353386	NM_079274	Hsp67Ba	1	Heat shock gene 67Ba CG4167-PA
CHR3L	+	9355830	9356712	NM_079275	Hsp23	1	Heat shock protein 23 CG4463-PA
CHR3L	+	9358011	9359229	NM_079276	Hsp27	1	Heat shock protein 27 CG4466-PA

Cluster size: 8866 nucleotides

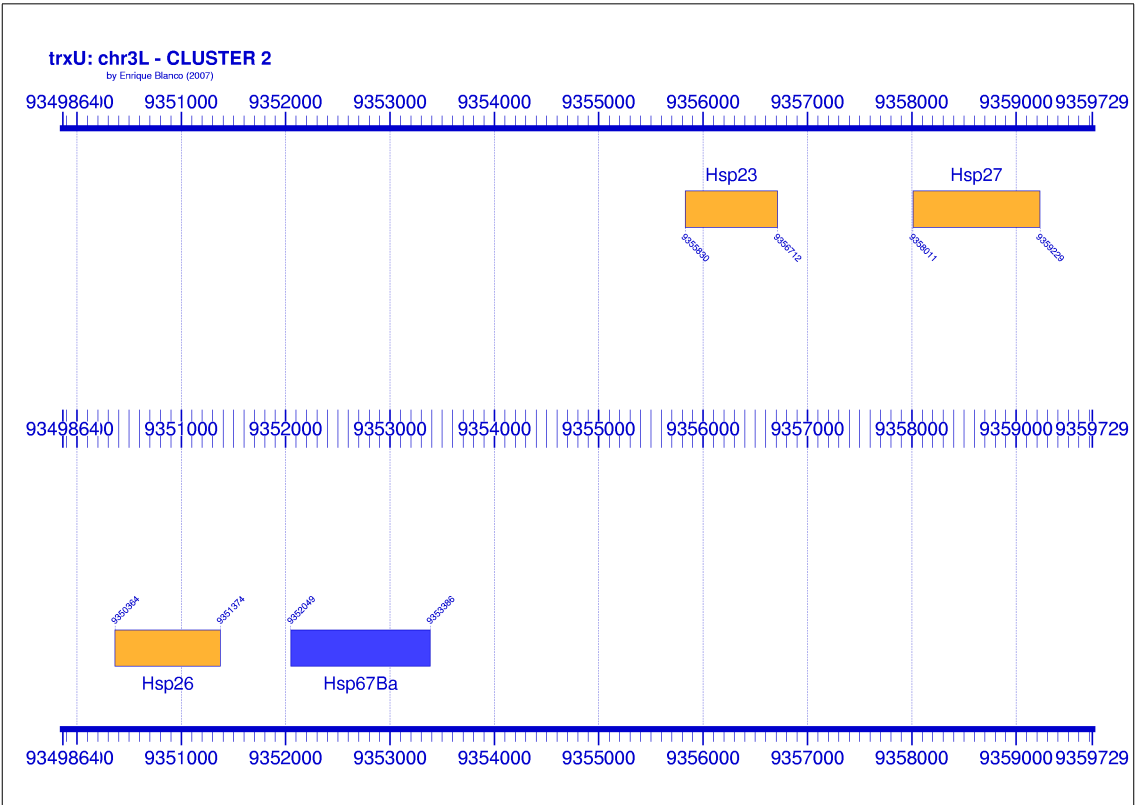

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3L: 11482913 - 11487349

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11482913	11483341	NM.057371	Sgs8	2	Salivary gland secretion 8 CG6132-PA
CHR3L	+	11483807	11484194	NM.057370	Sgs7	2	Salivary gland secretion 7 CG18087-PA
CHR3L	-	11484269	11484536	NM.206323	CG33272	1	CG33272-PA
CHR3L	+	11486167	11487349	NM.079300	Sgs3	2	Salivary gland secretion 3 CG11720-PA

Cluster size: 4437 nucleotides

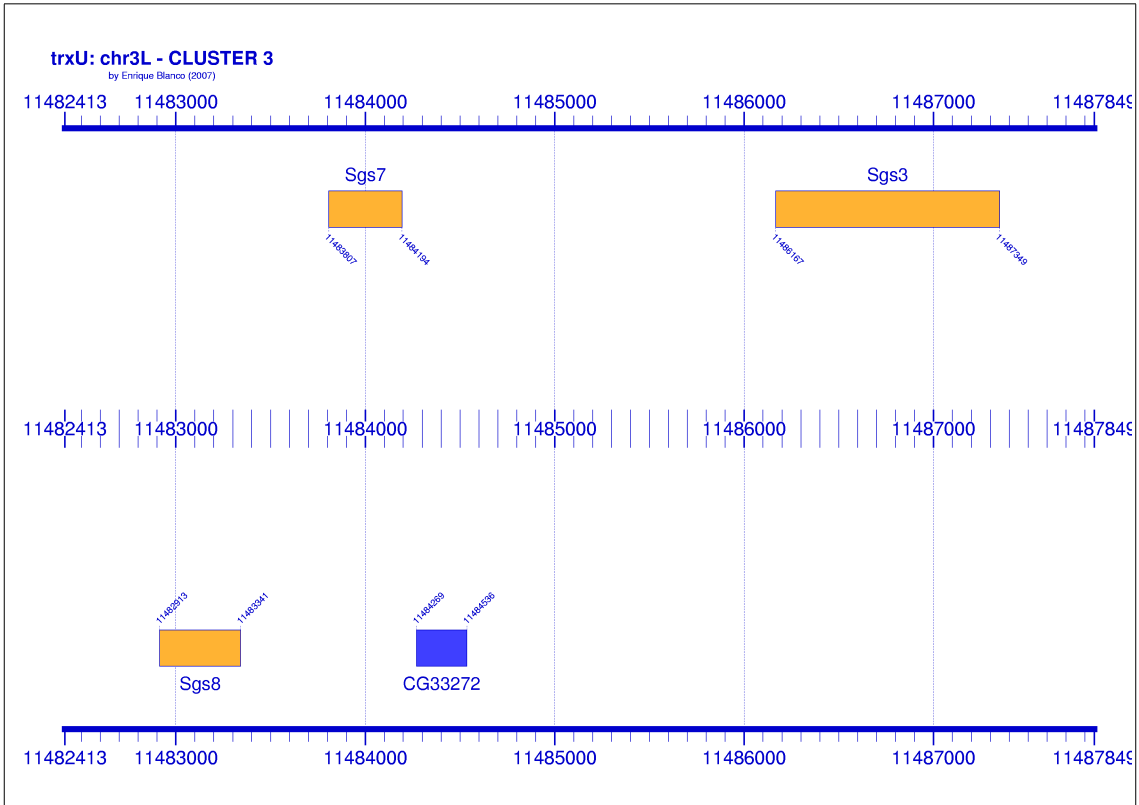

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3L: 11917595 - 11926172

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11917595	11918793	NM_140269	CG5883	2	CG5883-PA
CHR3L	+	11921632	11923195	NM_140270	CG7252	2	CG7252-PA
CHR3L	+	11923787	11926172	NM_140271	CG17826	2	CG17826-PA

Cluster size: 8578 nucleotides

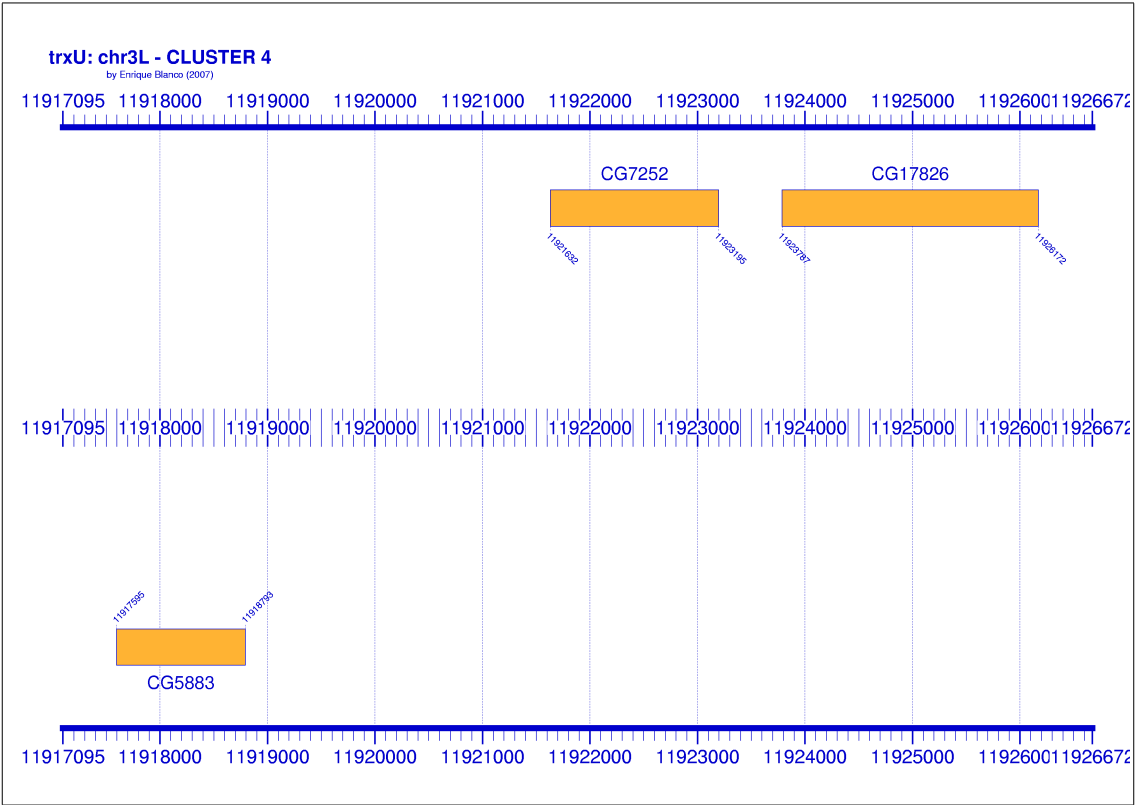

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3L: 15017322 - 15026980

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	15017322	15017734	NM_140481	CG13461	1	CG13461-PA
CHR3L	-	15018826	15019392	NM_140482	CG18649	1	CG18649-PA
CHR3L	+	15020029	15020824	NM_140483	CG13463	1	CG13463-PA
CHR3L	-	15026328	15026980	NM_140484	CG13460	1	CG13460-PA

Cluster size: 9659 nucleotides

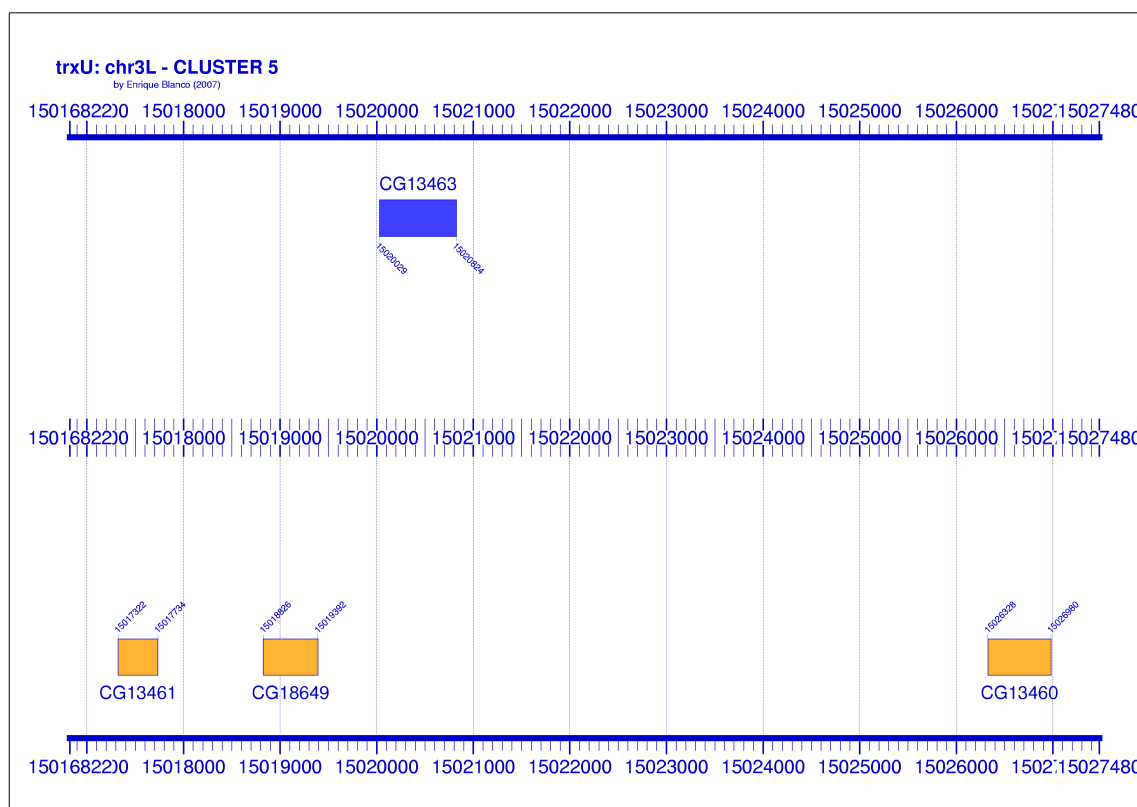

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3L: 20138463 - 20154238

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	20138463	20139884	NM_140931	CG7290	2	CG7290-PA
CHR3L	+	20141740	20142798	NM_140932	CG6996	1	CG6996-PA
CHR3L	-	20141782	20143320	NM_168832	CG32224	2	CG32224-PA
CHR3L	-	20144276	20145959	NM_140933	CG7017	2	CG7017-PA
CHR3L	-	20152342	20154238	NM_140934	CG6933	2	CG6933-PA, isoform A

Cluster size: 15776 nucleotides

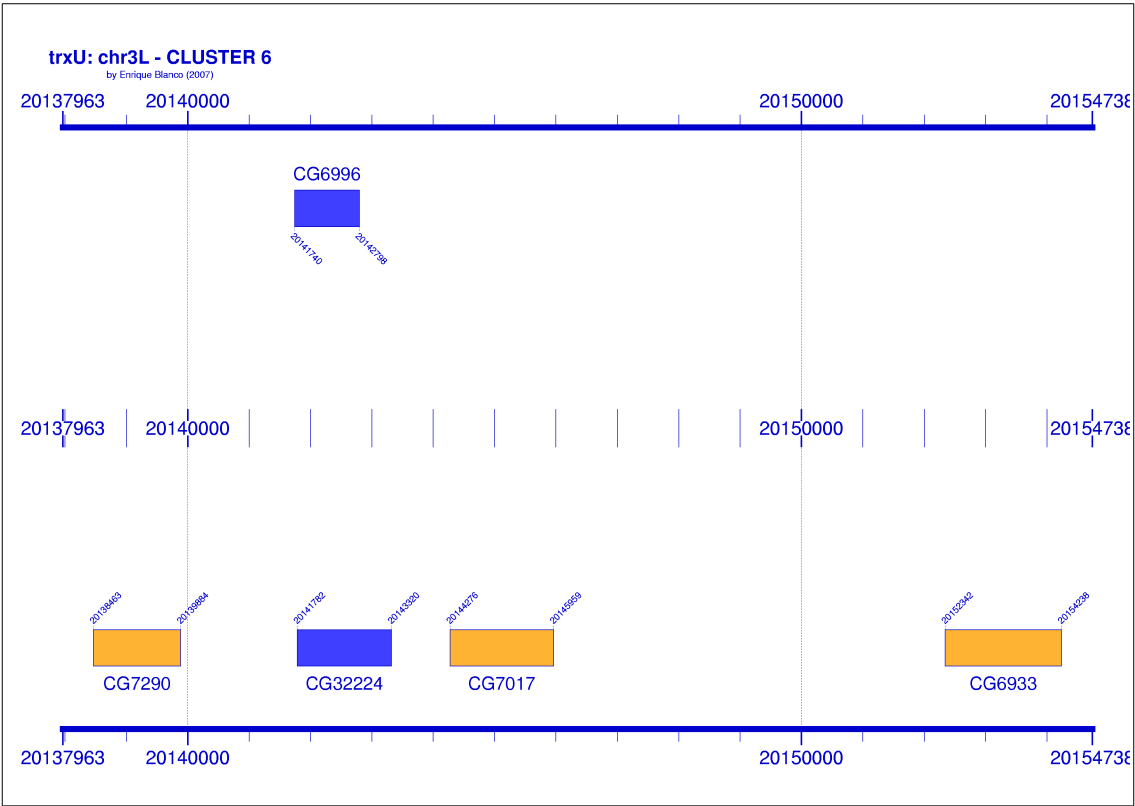

Enrique Blanco © 2007 — May 22, 2007

trxU – chr2R: 6757647 - 6771890

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	6757647	6758102	NM_136806	CG9080	1	CG9080-PA
CHR2R	+	6760196	6760910	NM_136807	CG13226	1	CG13226-PA
CHR2R	+	6762023	6762561	NM_165812	CG30029	1	CG30029-PA
CHR2R	+	6764032	6764517	NM_136809	CG7738	1	CG7738-PA
CHR2R	+	6766274	6767820	NM_078965	Or47a	4	Odorant receptor 47a CG13225-PA
CHR2R	-	6768035	6768798	NM_136810	CG9079	3	CG9079-PA
CHR2R	+	6771075	6771890	NM_136811	CG13224	1	CG13224-PA

Cluster size: 14244 nucleotides

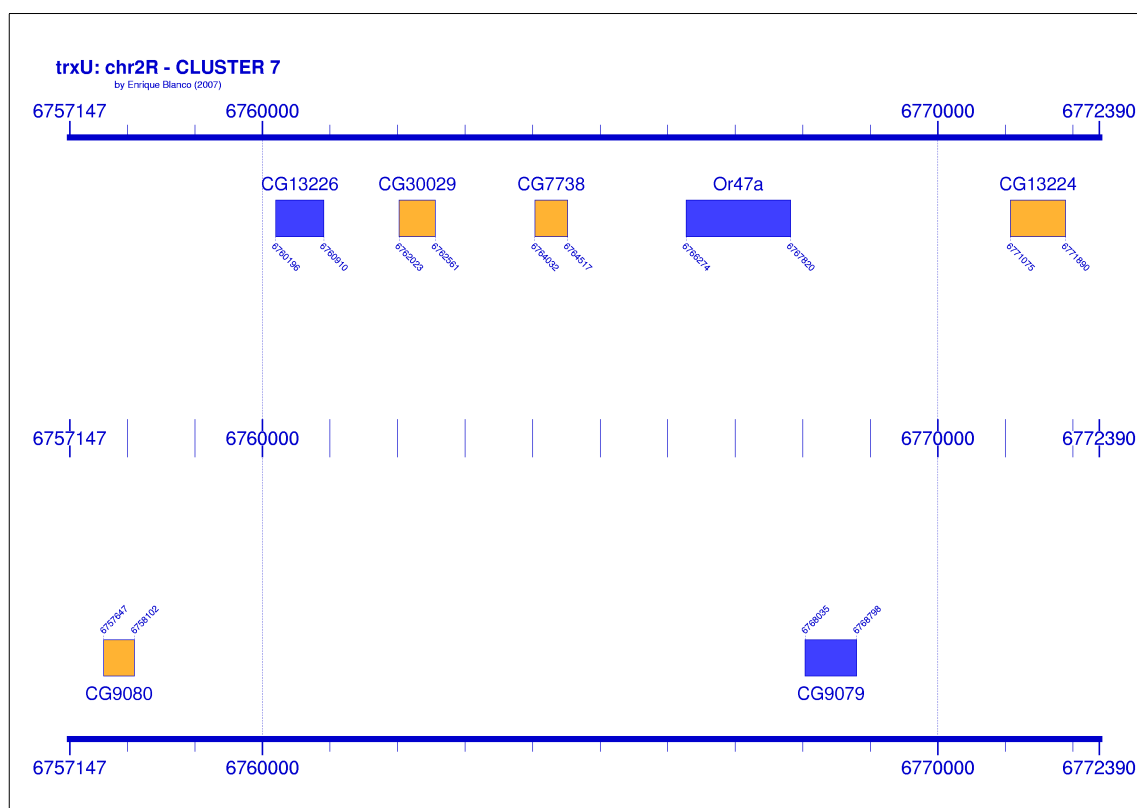

Enrique Blanco © 2007 — May 22, 2007

trxU – chr2R: 13899427 - 13905472

Genomic components: 3 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	13899427	13899778	NM_145336	CG18107	2	CG18107-PA
CHR2R	-	13899774	13900451	NM_137476	CG15067	2	CG15067-PA
CHR2R	+	13901459	13901898	NM_166277	IM2	2	Immune induced molecule 2 CG18106-PA
CHR2R	+	13902982	13903370	NM_144111	IM3	2	Immune induced molecule 3 CG16844-PA
CHR2R	+	13903957	13904319	NM_144110	CG16836	2	CG16836-PA
CHR2R	+	13904820	13905107	NM_144109	CG15065	2	CG15065-PA
CHR2R	-	13905208	13905472	NM_176222	CG15068	2	CG15068-PA

Cluster size: 6046 nucleotides

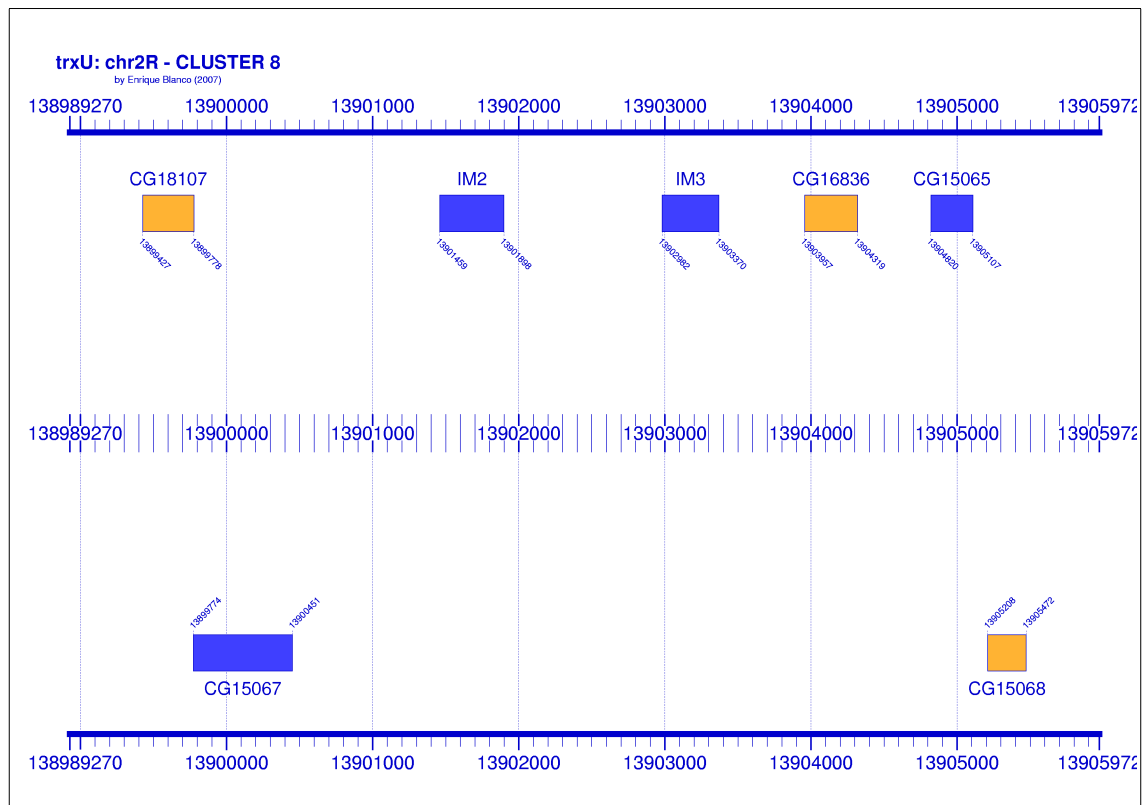

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3R: 10386703 - 10392190

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	10386703	10387178	NM_142114	CG14850	1	CG14850-PA
CHR3R	+	10388083	10388540	NM_142115	CG14851	1	CG14851-PA
CHR3R	-	10390044	10390504	NM_169585	CG8087	1	CG8087-PA
CHR3R	+	10391667	10392190	NM_142116	CG14852	1	CG14852-PA

Cluster size: 5488 nucleotides

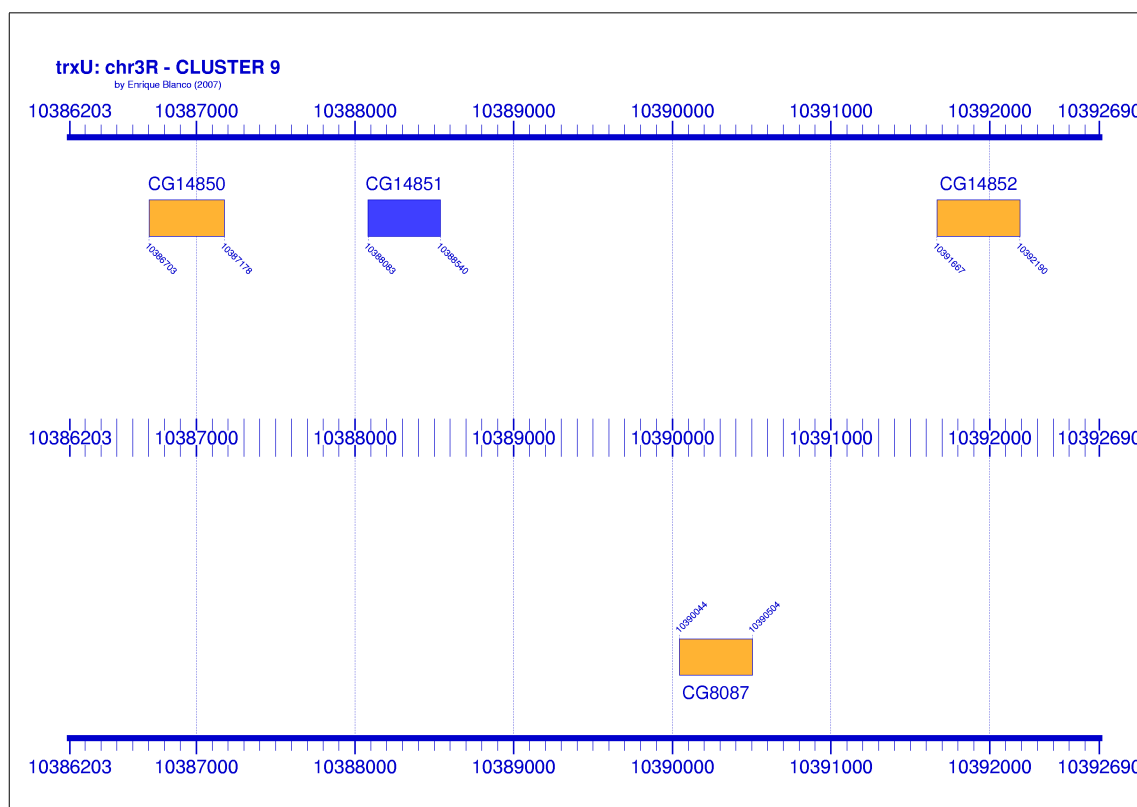

Enrique Blanco © 2007 — May 22, 2007

trxU – chr3R: 14551120 - 14558756

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	14551120	14552156	NM_142490	CG7714	2	CG7714-PA
CHR3R	-	14553294	14554190	NM_142491	CG7715	2	CG7715-PA
CHR3R	+	14558422	14558756	NM_142492	CG14302	2	CG14302-PA

Cluster size: 7637 nucleotides

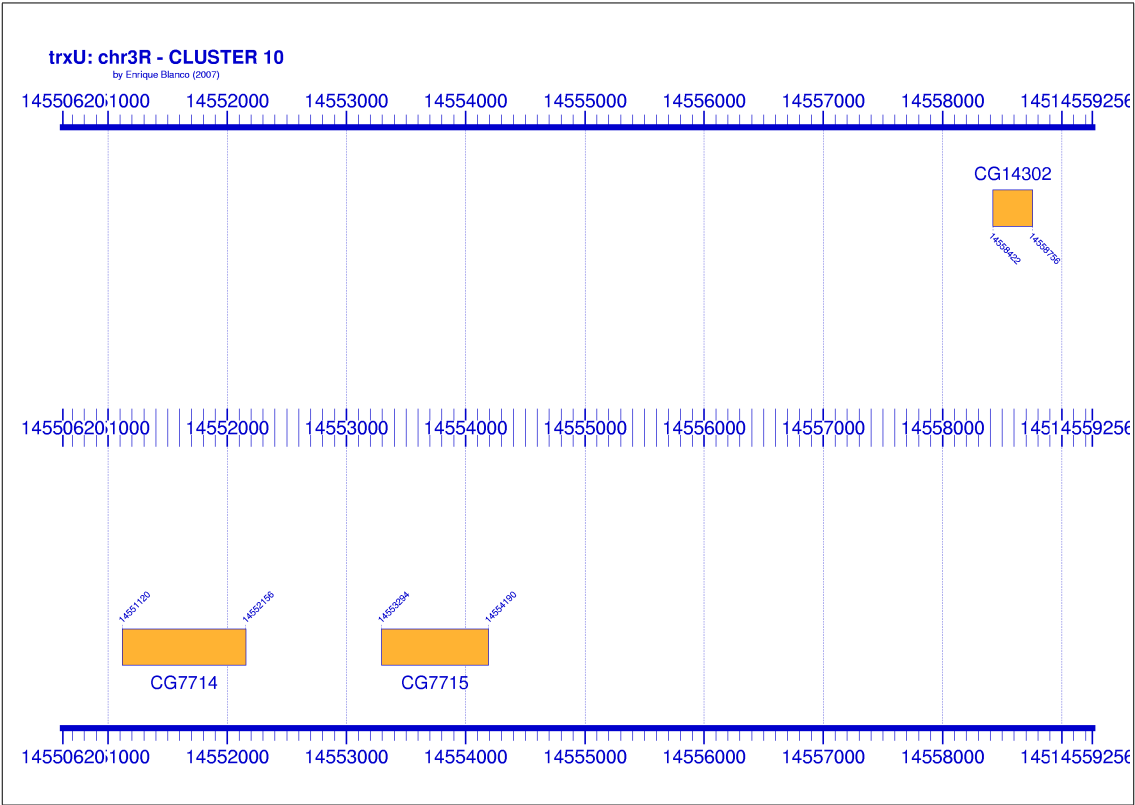

Enrique Blanco © 2007 — May 22, 2007

trxD – chr2L: 7740552 - 7753160

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	7740552	7741542	NM_057767	Acp1	2	Adult cuticle protein 1 CG7216-PA
CHR2L	-	7743676	7744841	NM_135297	CG7214	2	CG7214-PA
CHR2L	+	7747342	7747874	NM_135298	CG7211	2	CG7211-PA
CHR2L	-	7752167	7753160	NM_135299	CG7203	2	CG7203-PA

Cluster size: 12609 nucleotides

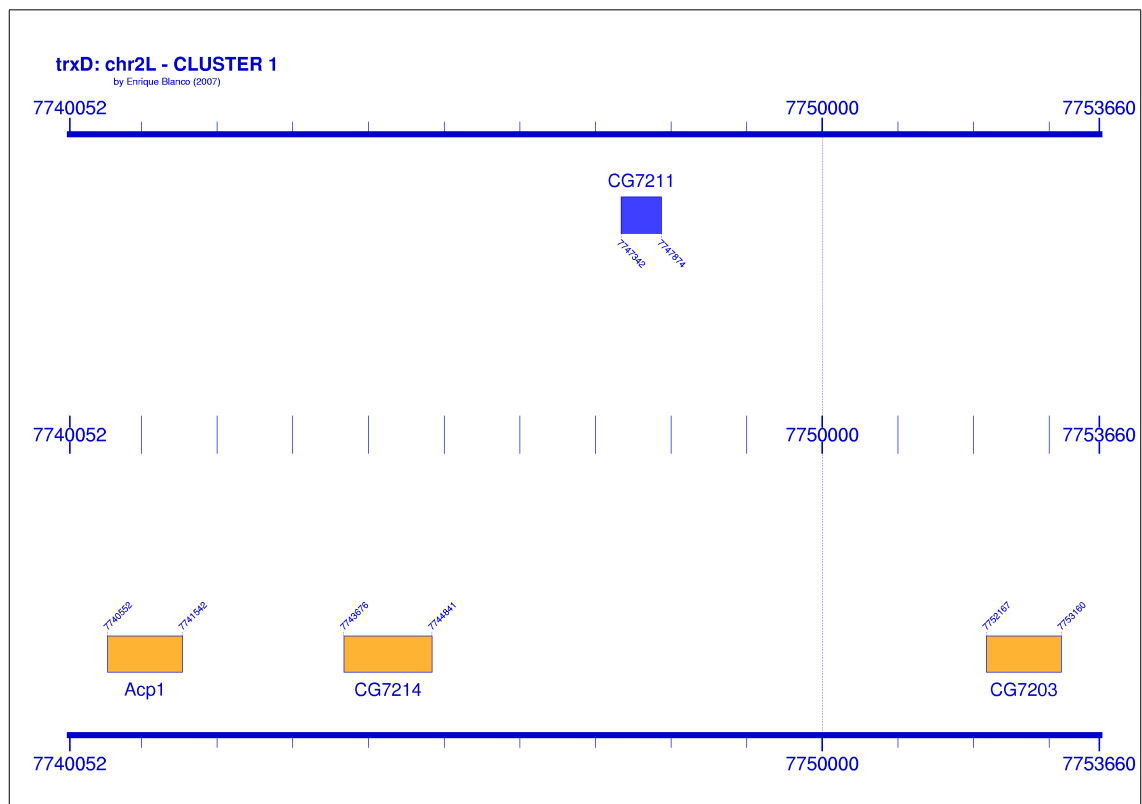

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 1286480 - 1296909

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	1286480	1288253	NM_138250	CG9149	6	CG9149-PA
CHR3L	-	1288808	1290949	NM_138251	CG2277	1	CG2277-PA
CHR3L	+	1290755	1295343	NM_176271	CG2469	7	CG2469-PB, isoform B
CHR3L	-	1295250	1296909	NM_138253	CG9186	3	CG9186-PB, isoform B

Cluster size: 10430 nucleotides

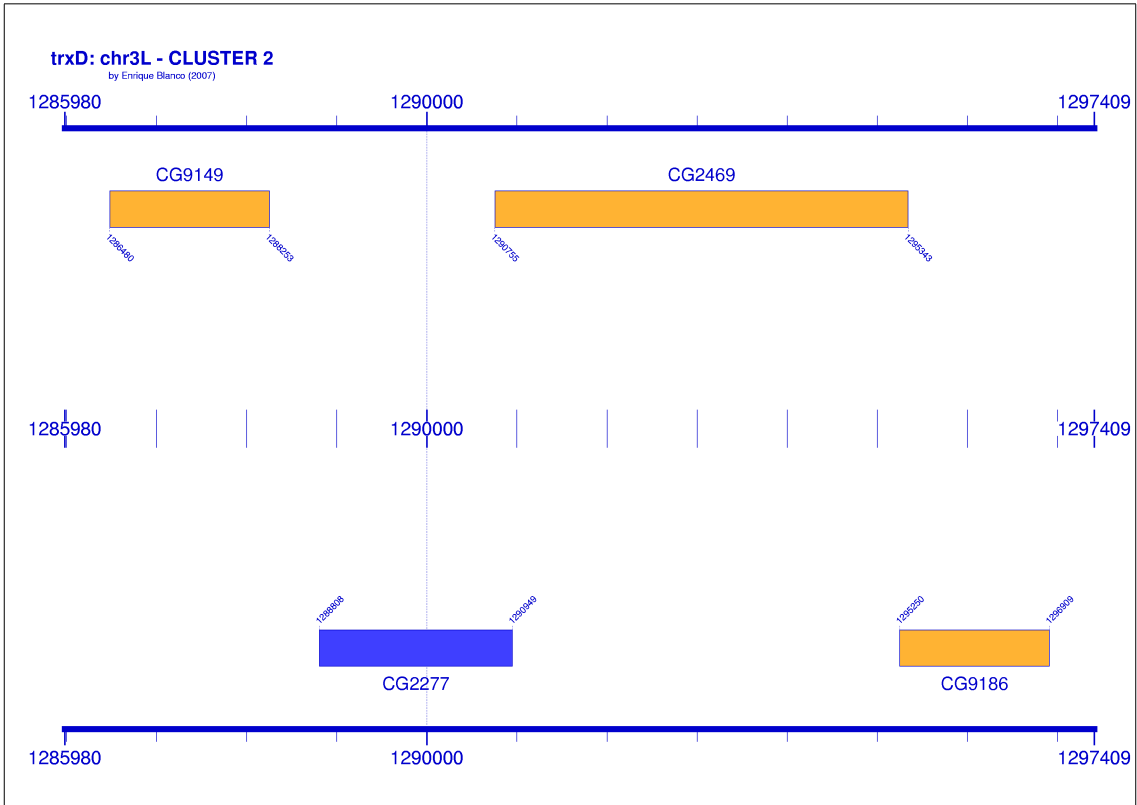

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 4429174 - 4447704

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	4429174	4430664	NM_139646	CG12607	3	CG12607-PB
CHR3L	-	4438168	4438983	NM_139647	CG11345	2	CG11345-PA
CHR3L	-	4440039	4441160	NM_139648	CG15022	2	CG15022-PA
CHR3L	-	4441593	4442099	NM_139649	CG15023	1	CG15023-PA
CHR3L	-	4443894	4444185	NM_144079	CG15024	1	CG15024-PA
CHR3L	-	4446072	4447704	NM_168087	CG32241	2	CG32241-PA

Cluster size: 18531 nucleotides

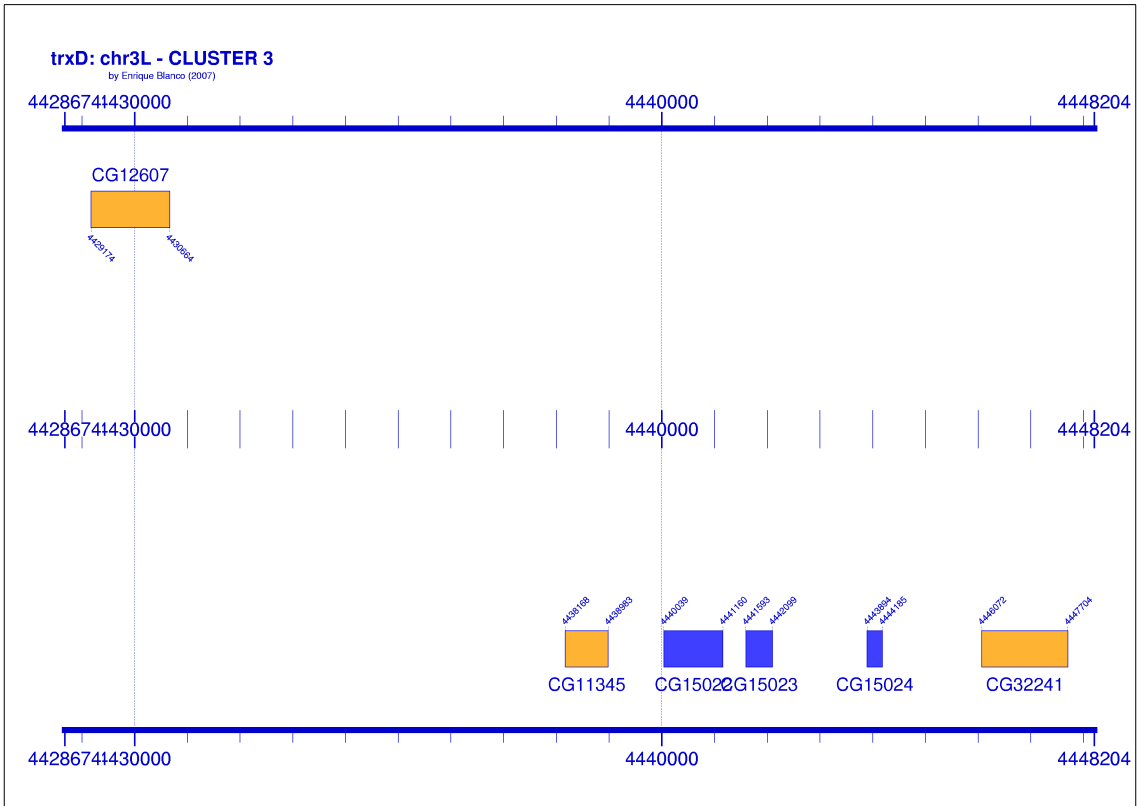

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 6097832 - 6125586

Genomic components: 10 coregulated genes, 15 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	6097832	6102566	NM_001014570	l(3)mbn	7	lethal (3) malignant blood neoplasm CG12755-PC,
CHR3L	-	6104332	6104933	NM_144405	CG18779	2	CG18779-PA
CHR3L	-	6105259	6106056	NM_144404	CG18778	2	CG18778-PA
CHR3L	-	6106936	6107547	NM_057924	Lcp65Ag2	2	Lcp65Ag2 CG10534-PA
CHR3L	-	6108643	6109217	NM_057925	Lcp65Ag1	2	Lcp65Ag1 CG10530-PA
CHR3L	-	6110251	6110718	NM_057926	Lcp65Af	2	Lcp65Af CG10533-PA
CHR3L	-	6111667	6112025	NM_176290	Lcp65Ae	2	Lcp65Ae CG10529-PA
CHR3L	-	6113169	6113920	NM_168158	CG32405	2	CG32405-PA
CHR3L	-	6115912	6116330	NM_168159	CG32404	2	CG32404-PA
CHR3L	+	6117353	6117953	NM_057930	Lcp65Ad	2	Lcp65Ad CG6955-PA
CHR3L	+	6118770	6119345	NM_057931	Lcp65Ac	2	Lcp65Ac CG6956-PA
CHR3L	+	6120617	6121036	NM_176291	Lcp65Ab2	1	Lcp65Ab2 CG18773-PA
CHR3L	+	6120668	6120981	NM_080075	Lcp65Ab1	1	Lcp65Ab1 CG32400-PA
CHR3L	-	6121477	6121928	NM_144403	CG18777	2	CG18777-PA
CHR3L	+	6125279	6125586	NM_057932	Lcp65Aa	1	Lcp65Aa CG7287-PA

Cluster size: 27755 nucleotides

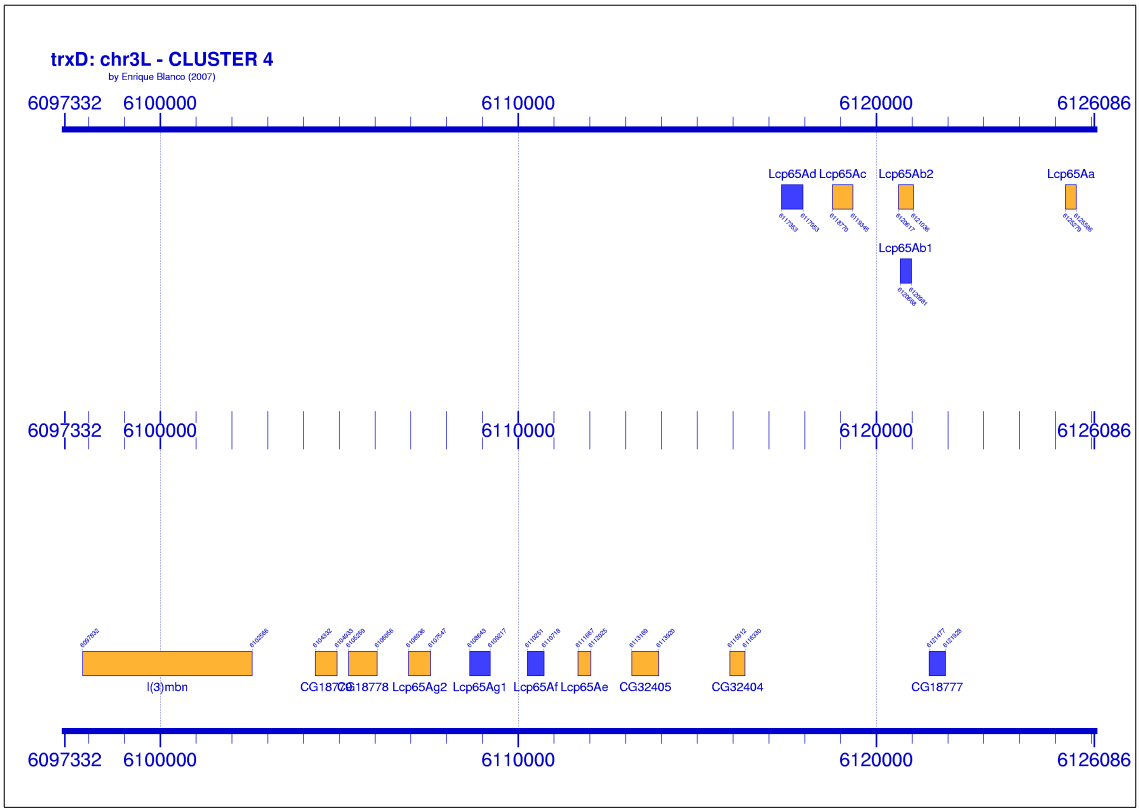

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 8189385 - 8196898

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	8189385	8190145	NM_144191	CG8012	2	CG8012-PA
CHR3L	-	8192387	8192864	NM_139935	CG13674	2	CG13674-PA
CHR3L	+	8196089	8196898	NM_139936	CG13678	2	CG13678-PA

Cluster size: 7514 nucleotides

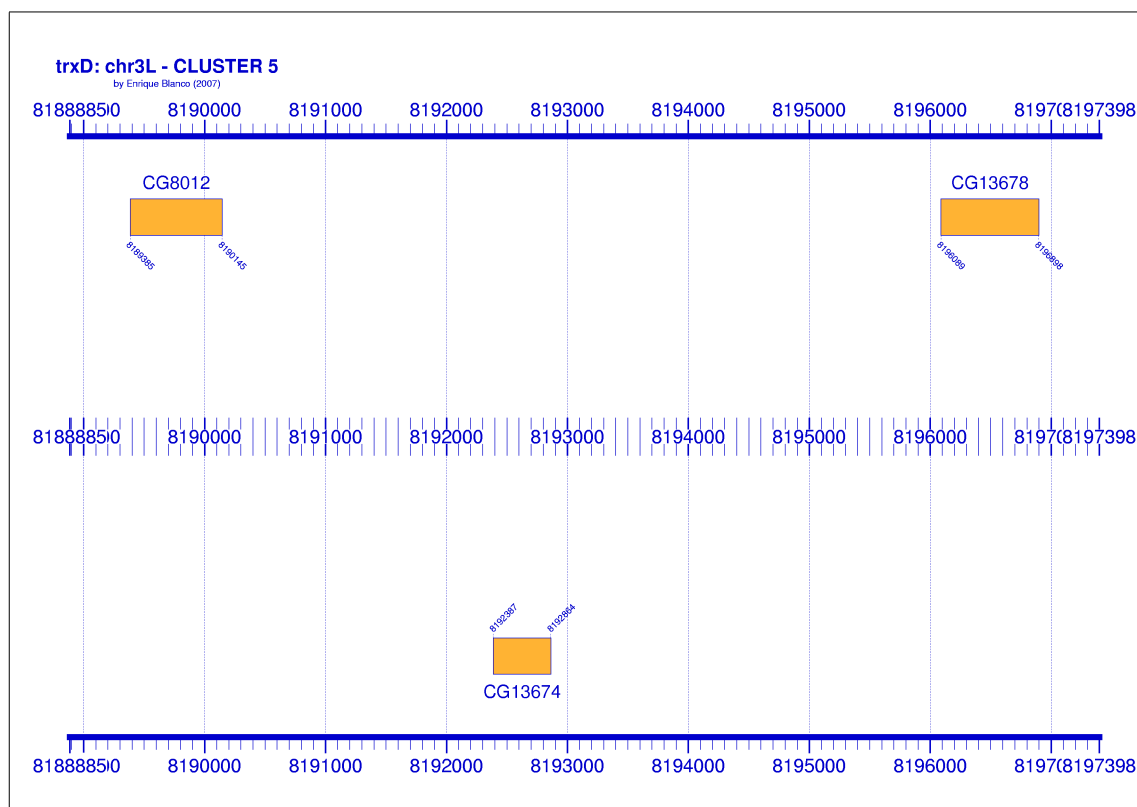

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 11103295 - 11109286

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	11103295	11108621	NM_140184	CG7628	5	CG7628-PA
CHR3L	+	11104781	11105349	NM_080275	nol	1	no optic lobe CG32077-PA
CHR3L	-	11105936	11106267	NM_168447	CG32074	1	CG32074-PA
CHR3L	+	11108943	11109286	NM_140185	CG14143	1	CG14143-PA

Cluster size: 5992 nucleotides

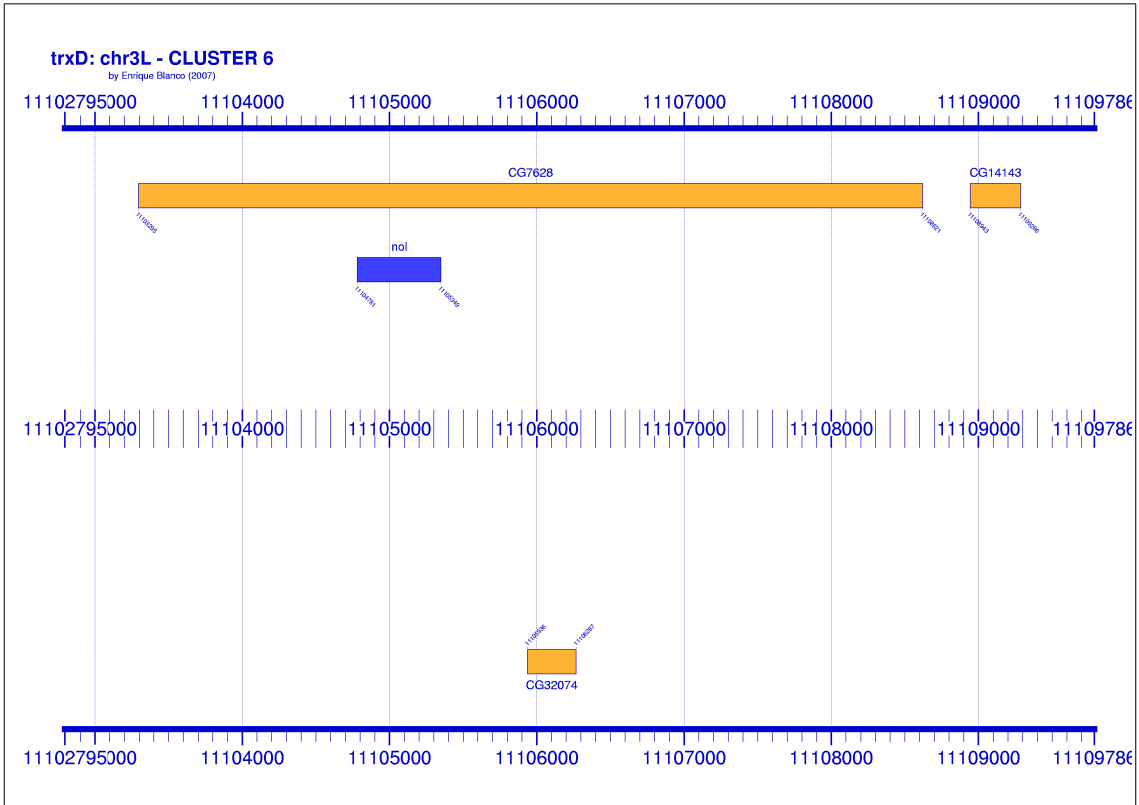

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 16230688 - 16260799

Genomic components: 5 coregulated genes, 14 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	16230688	16230982	NM_144161	CG13069	1	CG13069-PA
CHR3L	-	16231675	16233469	NM_140598	CG4950	1	CG4950-PA
CHR3L	+	16234693	16235091	NM_140599	CG13068	2	CG13068-PA
CHR3L	+	16235807	16236909	NM_206383	CG13067	3	CG13067-PB, isoform B
CHR3L	+	16238418	16238704	NM_144160	CG13066	1	CG13066-PA
CHR3L	+	16242691	16243439	NM_140601	CG13065	2	CG13065-PA
CHR3L	-	16243916	16244468	NM_140602	CG13050	2	CG13050-PA
CHR3L	+	16245737	16246064	NM_206384	CG13064	2	CG13064-PA
CHR3L	-	16246389	16247251	NM_140603	CG13049	2	CG13049-PB, isoform B
CHR3L	-	16248237	16248916	NM_140604	CG13048	2	CG13048-PA
CHR3L	-	16250025	16251401	NM_140605	CG13047	2	CG13047-PA
CHR3L	-	16252973	16253474	NM_140606	CG13046	1	CG13046-PA
CHR3L	-	16255494	16256056	NM_140607	CG13045	1	CG13045-PA
CHR3L	-	16259969	16260799	NM_140608	CG4962	2	CG4962-PA

Cluster size: 30112 nucleotides

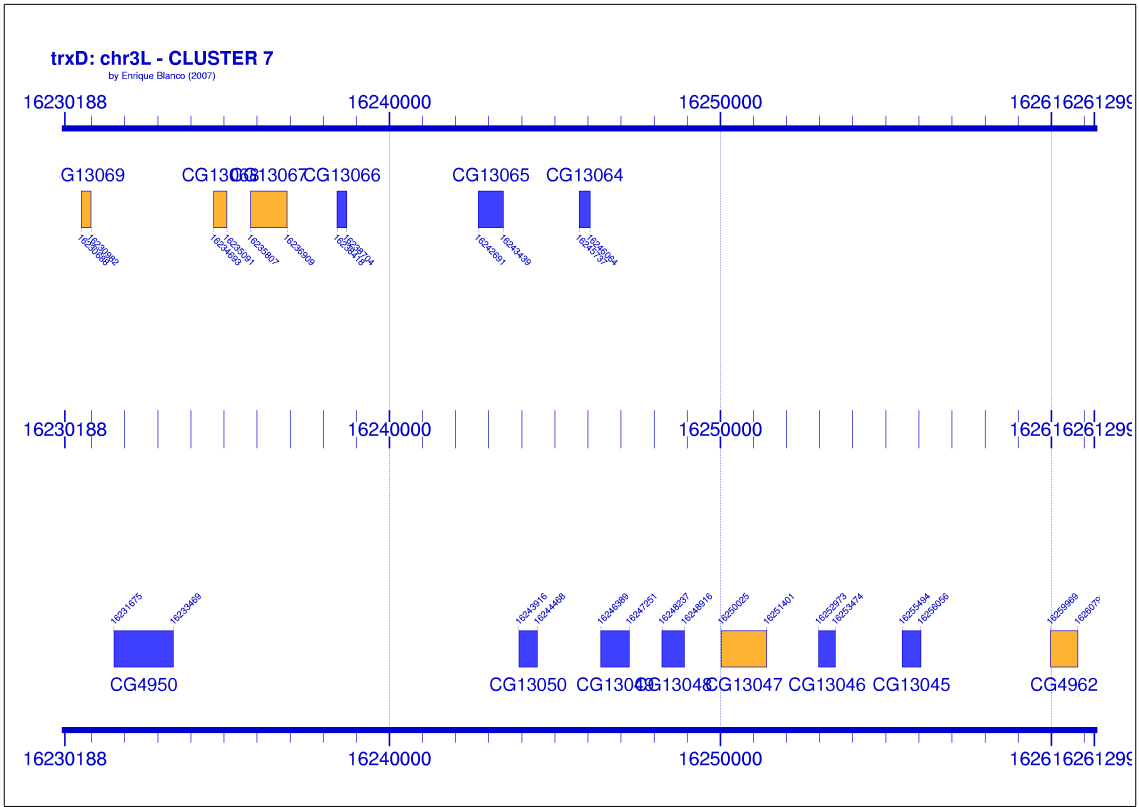

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 16266728 - 16289521

Genomic components: 6 coregulated genes, 11 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	16266728	16267286	NM_140609	CG4982	2	CG4982-PA
CHR3L	-	16267749	16268419	NM_140610	CG13044	2	CG13044-PA
CHR3L	-	16270483	16271125	NM_140611	CG13043	1	CG13043-PA
CHR3L	+	16271905	16272355	NM_140612	CG13063	2	CG13063-PA
CHR3L	-	16273258	16273674	NM_140613	CG13042	2	CG13042-PA
CHR3L	+	16274198	16276577	NM_168658	CG32160	2	CG32160-PA
CHR3L	+	16279434	16280204	NM_140614	CG13062	3	CG13062-PA
CHR3L	+	16283283	16283949	NM_144453	Nplp3	2	Neuropeptide-like precursor 3 CG13061-PA
CHR3L	-	16284212	16284779	NM_140615	CG13041	2	CG13041-PA
CHR3L	+	16285119	16285721	NM_140616	CG13060	2	CG13060-PA
CHR3L	+	16288989	16289521	NM_140617	CG13059	2	CG13059-PA

Cluster size: 22794 nucleotides

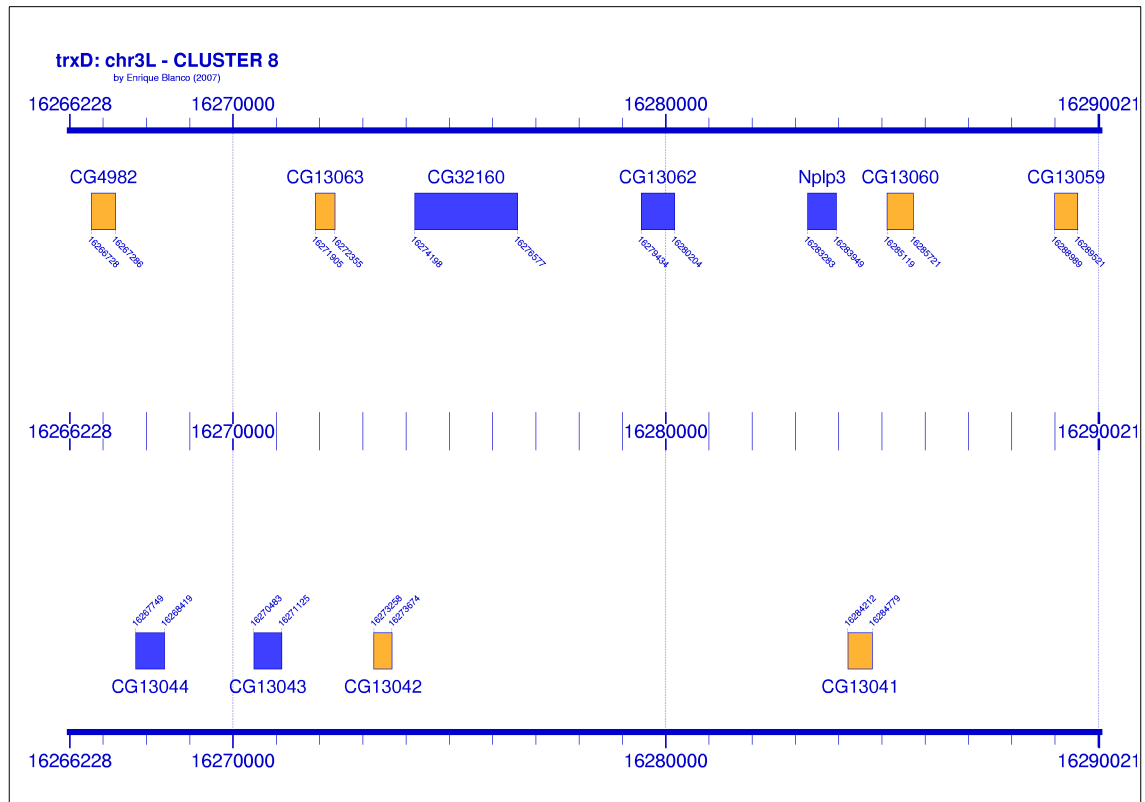

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 21226060 - 21235012

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	21226060	21226508	NM_141041	CG11310	2	CG11310-PA
CHR3L	+	21229241	21230539	NM_141042	CG7663	2	CG7663-PA
CHR3L	-	21230603	21231644	NM_079474	Edg78E	2	Ecdysone-dependent gene 78E CG7673-PA
CHR3L	+	21234428	21235012	NM_141043	CG7658	2	CG7658-PA

Cluster size: 8953 nucleotides

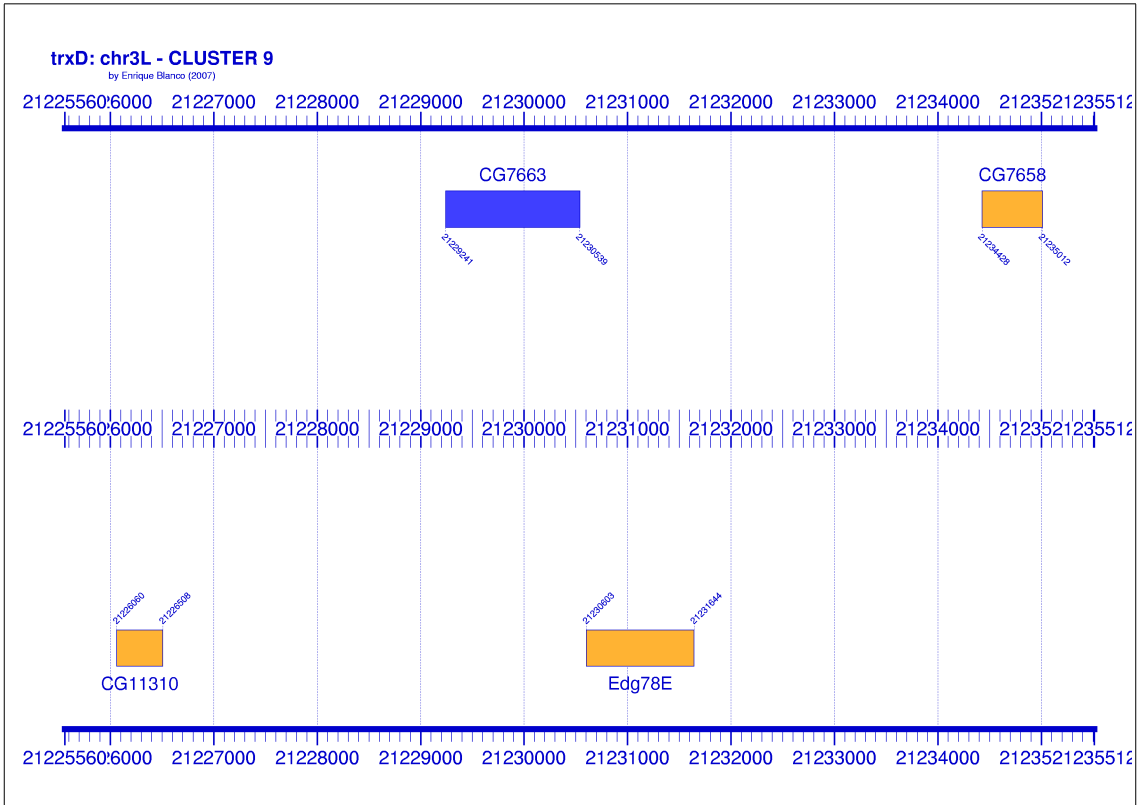

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3L: 21664564 - 21691822

Genomic components: 6 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	21664564	21665388	NM_141097	CG14569	1	CG14569-PA
CHR3L	-	21666650	21667325	NM_141098	CG14568	1	CG14568-PA
CHR3L	+	21667971	21668550	NM_141099	CG14573	1	CG14573-PA
CHR3L	-	21671604	21672175	NM_141100	CG14567	1	CG14567-PA
CHR3L	-	21673606	21674107	NM_141101	CG14566	1	CG14566-PA
CHR3L	+	21675379	21676282	NM_141102	CG14572	1	CG14572-PA
CHR3L	-	21677084	21678105	NM_141103	CG14565	1	CG14565-PA
CHR3L	-	21679199	21682046	NM_168937	Syn1	5	Syntrophin-like 1 CG7152-PA, isoform A
CHR3L	+	21690997	21691822	NM_141104	CG14564	1	CG14564-PA

Cluster size: 27259 nucleotides

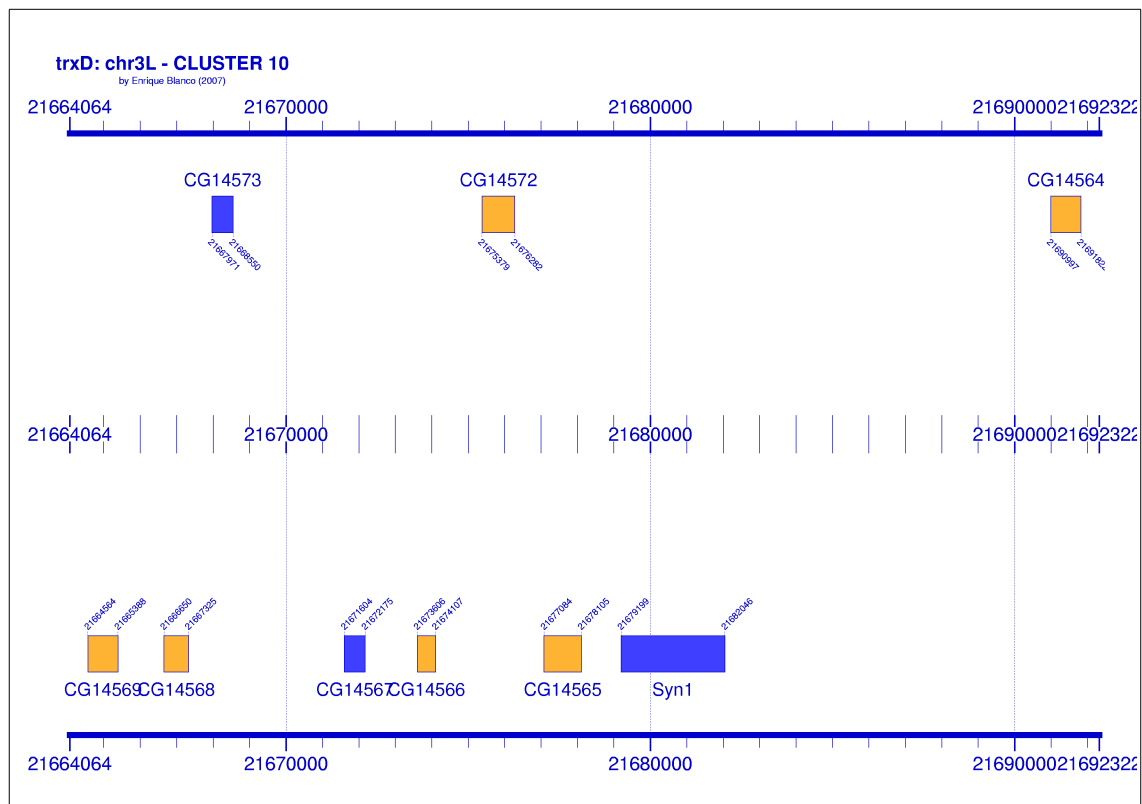

Enrique Blanco © 2007 — May 22, 2007

trxD – chr2R: 7906941 - 7941371

Genomic components: 5 coregulated genes, 13 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	7906941	7907561	NM_136929	CG8836	3	CG8836-PA
CHR2R	+	7909389	7910747	NM_078987	Or49a	4	Odorant receptor 49a CG13158-PA
CHR2R	+	7910848	7915011	NM_165895	CG30048	3	CG30048-PA, isoform A
CHR2R	+	7918121	7921019	NM_136930	CG8505	3	CG8505-PA
CHR2R	+	7921911	7922348	NM_136931	CG8510	2	CG8510-PA
CHR2R	+	7923742	7924438	NM_136932	CG8511	2	CG8511-PA
CHR2R	+	7924802	7925559	NM_165897	CG30050	3	CG30050-PA
CHR2R	+	7925985	7926601	NM_001032234	CG33626	3	CG33626-PA
CHR2R	+	7926917	7927583	NM_001032235	CG33627	3	CG33627-PA
CHR2R	+	7929968	7930760	NM_136933	CG8515	2	CG8515-PA
CHR2R	+	7932361	7934047	NM_136934	CG13157	2	CG13157-PA
CHR2R	-	7936554	7938390	NM_136935	CG8834	5	CG8834-PA
CHR2R	+	7938891	7941371	NM_136936	CG8520	5	CG8520-PA

Cluster size: 34431 nucleotides

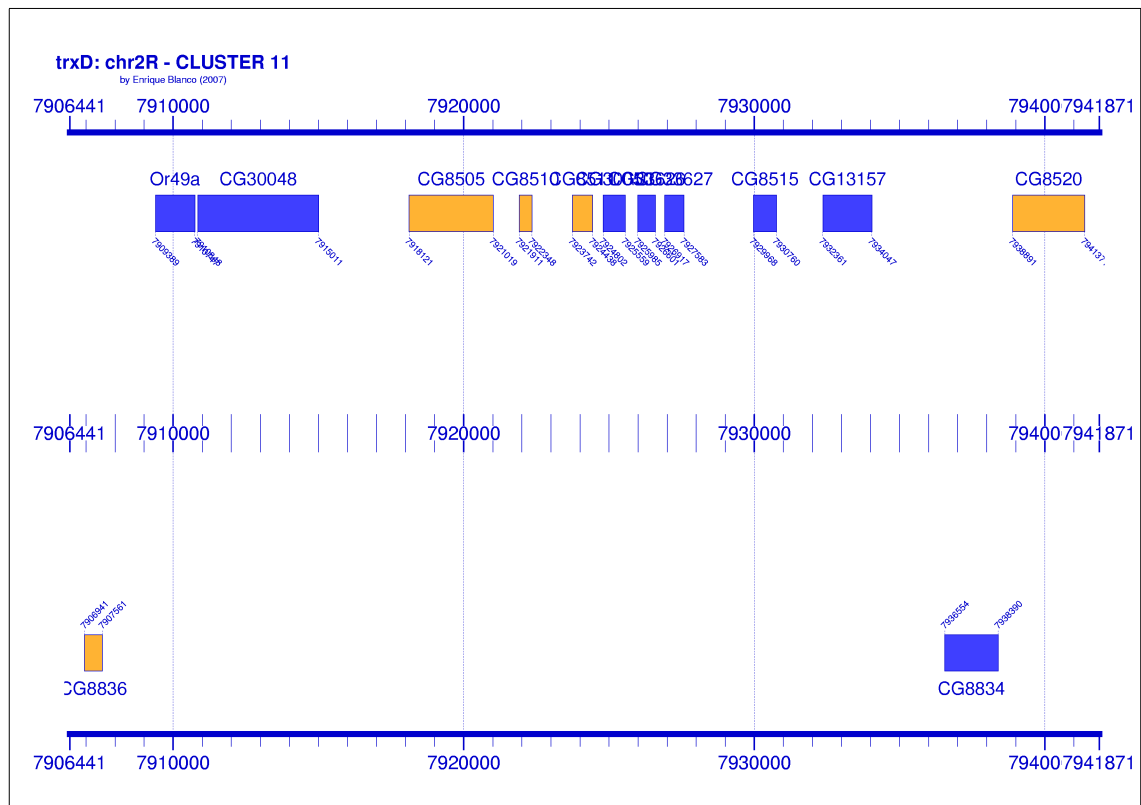

Enrique Blanco © 2007 — May 22, 2007

trxD – chr2R: 12673194 - 12681364

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	12673194	12673894	NM_166220	CG30458	2	CG30458-PA
CHR2R	-	12675016	12675688	NM_137354	CG30457	2	CG30457-PA
CHR2R	-	12680323	12681364	NM_137355	CG10953	2	CG10953-PA

Cluster size: 8171 nucleotides

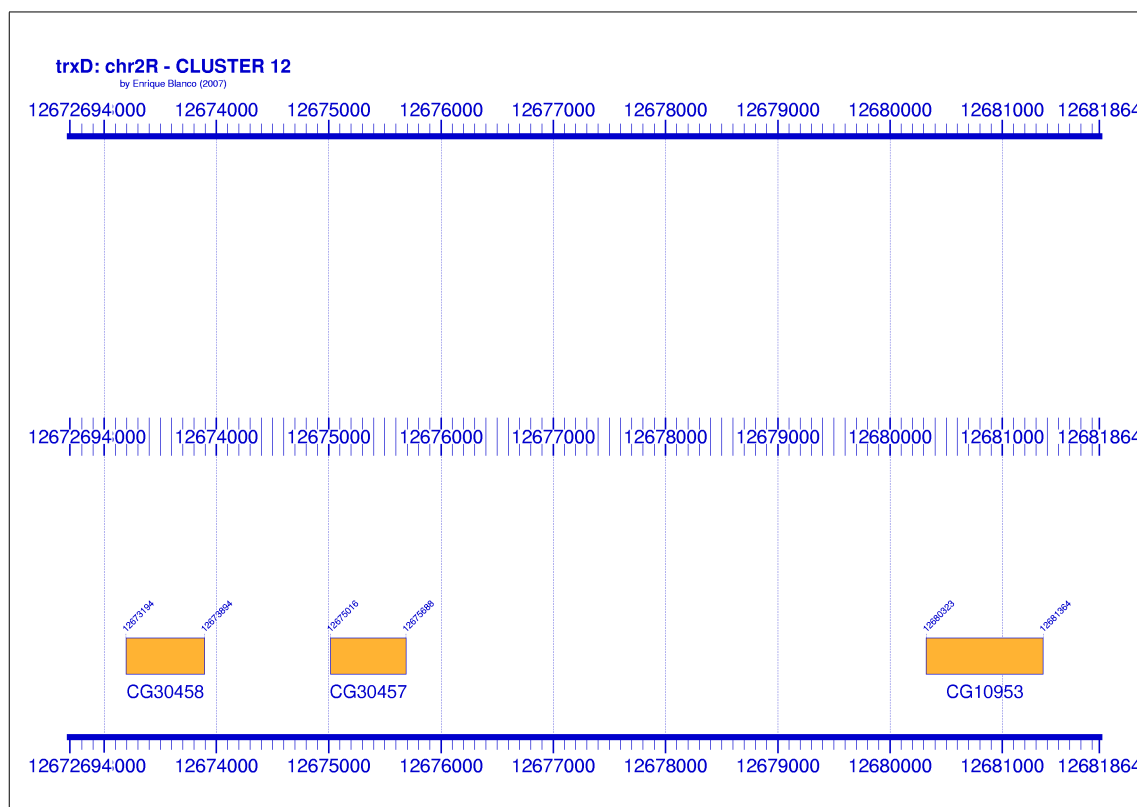

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3R: 2512449 - 2530625

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	2512449	2513761	NM_141420	Ccp84Ag	2	Ccp84Ag CG2342-PA
CHR3R	-	2515394	2515908	NM_141421	Ccp84Af	2	Ccp84Af CG1331-PA
CHR3R	-	2516611	2517480	NM_141422	Ccp84Ae	2	Ccp84Ae CG1330-PA
CHR3R	+	2518519	2519178	NM_141423	Ccp84Ad	2	Ccp84Ad CG2341-PA
CHR3R	-	2521188	2521993	NM_141424	Ccp84Ac	2	Ccp84Ac CG1327-PA
CHR3R	-	2527689	2528599	NM_141425	Ccp84Ab	2	Ccp84Ab CG1252-PA
CHR3R	+	2529803	2530625	NM_141426	Ccp84Aa	2	Ccp84Aa CG2360-PA

Cluster size: 18177 nucleotides

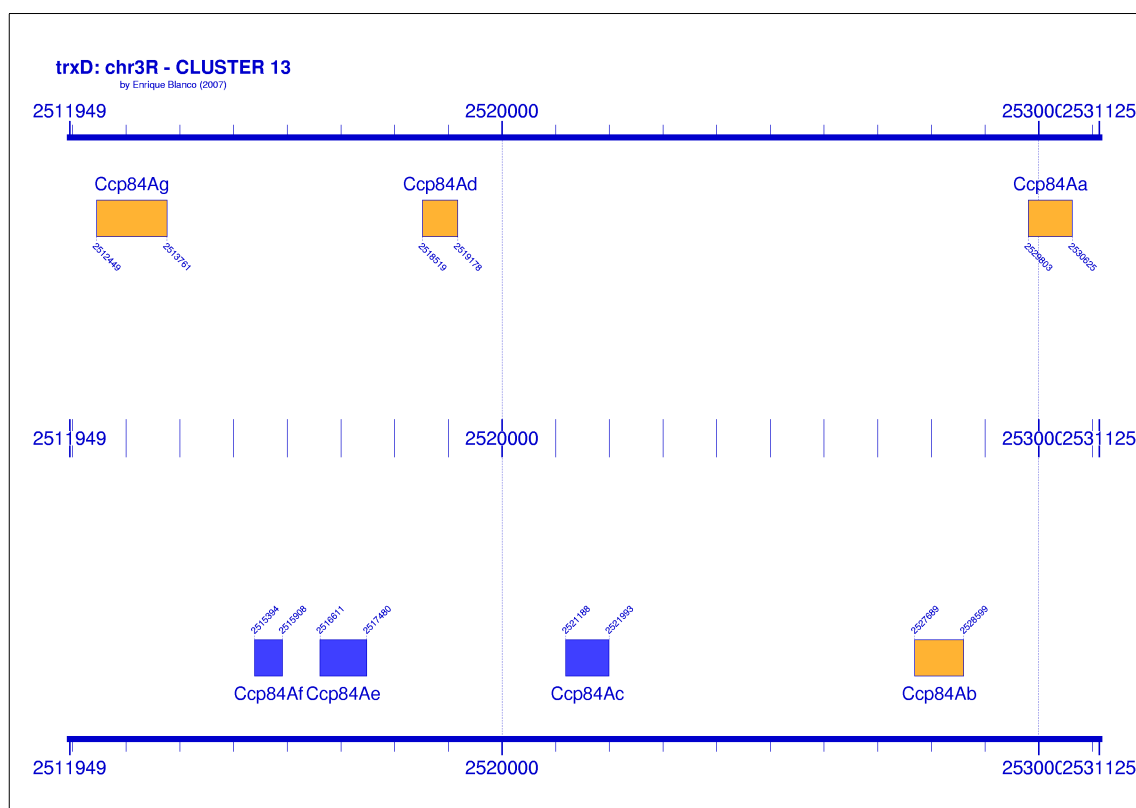

Enrique Blanco © 2007 — May 22, 2007

trxD – chr3R: 22444844 - 22458678

Genomic components: 4 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	22444844	22445952	NM_143227	CG5468	2	CG5468-PA
CHR3R	-	22446329	22447082	NM_143228	CG14240	1	CG14240-PA
CHR3R	-	22448172	22449270	NM_143229	CG6478	2	CG6478-PA
CHR3R	-	22450301	22451374	NM_170279	CG6447	2	CG6447-PA, isoform A
CHR3R	-	22451731	22452419	NM_143230	CG6452	1	CG6452-PA
CHR3R	-	22453687	22454429	NM_143231	CG6460	1	CG6460-PA
CHR3R	+	22455578	22456500	NM_143232	CG5471	1	CG5471-PA
CHR3R	+	22457594	22458678	NM_170281	CG5476	1	CG5476-PA

Cluster size: 13835 nucleotides

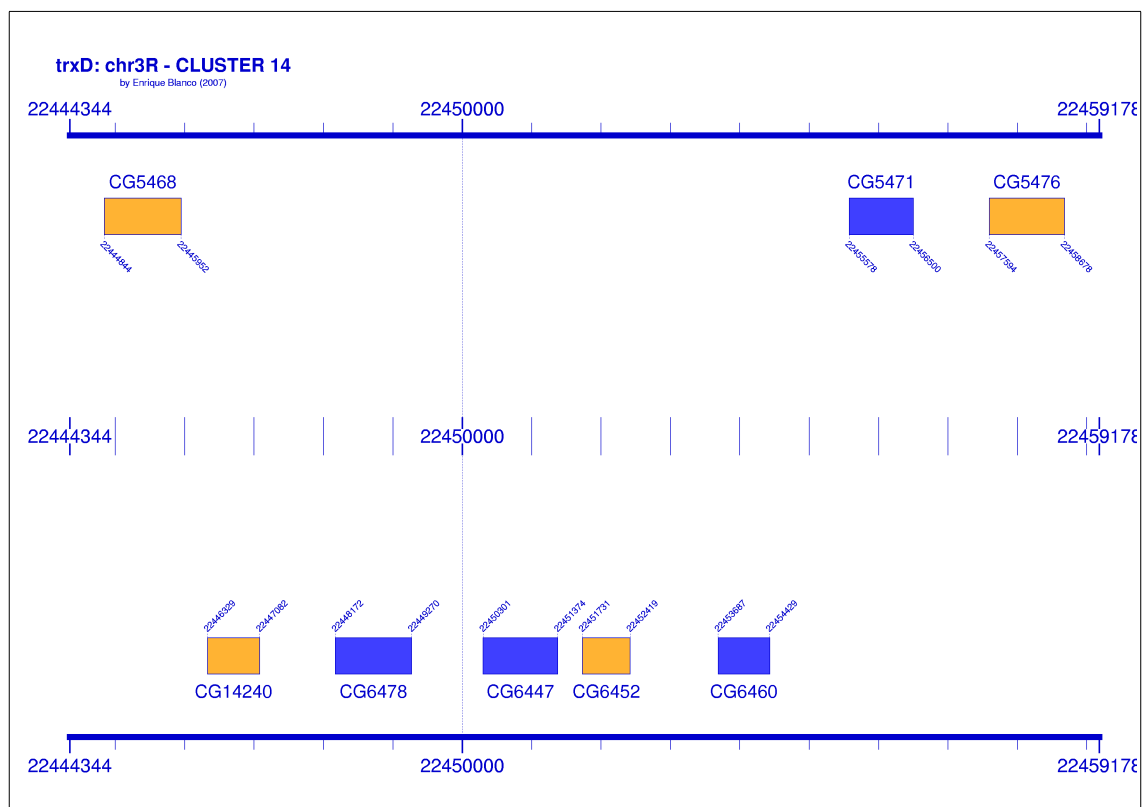

Enrique Blanco © 2007 — May 22, 2007

trxD – chrX: 17040356 - 17065159

Genomic components: 3 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHRX	+	17040356	17041791	NM_167559	CG32564	1	CG32564-PA
CHRX	+	17042372	17042944	NM_167560	CG32563	2	CG32563-PA
CHRX	-	17043378	17044027	NM_132972	CG12995	1	CG12995-PB, isoform B
CHRX	+	17046264	17047844	NM_132973	CG18258	2	CG18258-PA
CHRX	+	17049238	17051151	NM_132974	CG5162	3	CG5162-PA
CHRX	+	17052818	17053431	NM_132975	CG12998	1	CG12998-PA
CHRX	+	17055378	17056467	NM_132976	CG5172	3	CG5172-PA, isoform A
CHRX	+	17057031	17057743	NM_132977	CG12997	1	CG12997-PA
CHRX	-	17059650	17060388	NM_132978	CG10598	1	CG10598-PA, isoform A
CHRX	-	17064272	17065159	NM_132979	CG10597	2	CG10597-PA

Cluster size: 24804 nucleotides

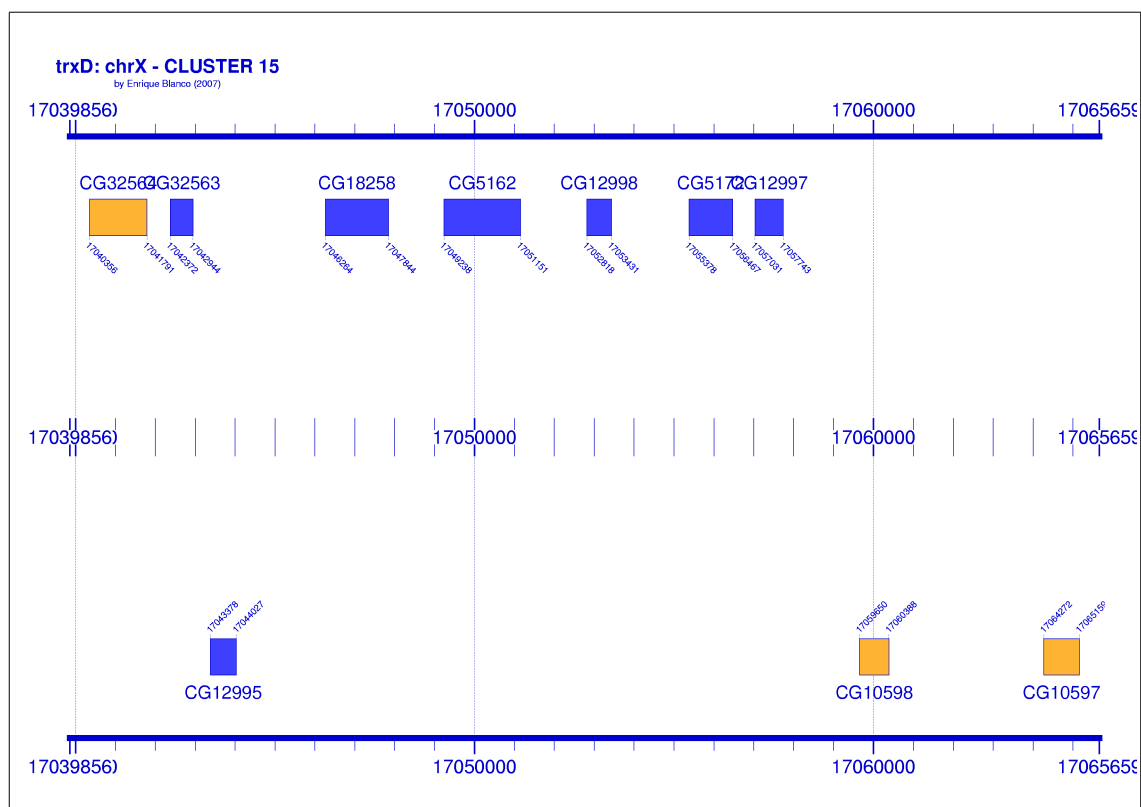

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr2L: 3692842 - 3707060

Genomic components: 3 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	3692842	3693168	NM_134954	CG3513	2	CG3513-PA
CHR2L	-	3693478	3693889	NM_001042865	Acp24A4	2	Acp24A4 CG31779-PB
CHR2L	-	3695027	3695406	NM_134955	CG16713	2	CG16713-PA
CHR2L	-	3696239	3696661	NM_134956	CG16712	2	CG16712-PA
CHR2L	-	3697237	3697777	NM_134957	CG3604	1	CG3604-PA
CHR2L	-	3698554	3699091	NM_134958	CG10031	2	CG10031-PA
CHR2L	+	3703579	3704037	NM_134959	CG2816	3	CG2816-PA
CHR2L	-	3704105	3705462	NM_164549	CG31778	2	CG31778-PA
CHR2L	-	3706544	3707060	NM_164550	CG31777	2	CG31777-PA

Cluster size: 14219 nucleotides

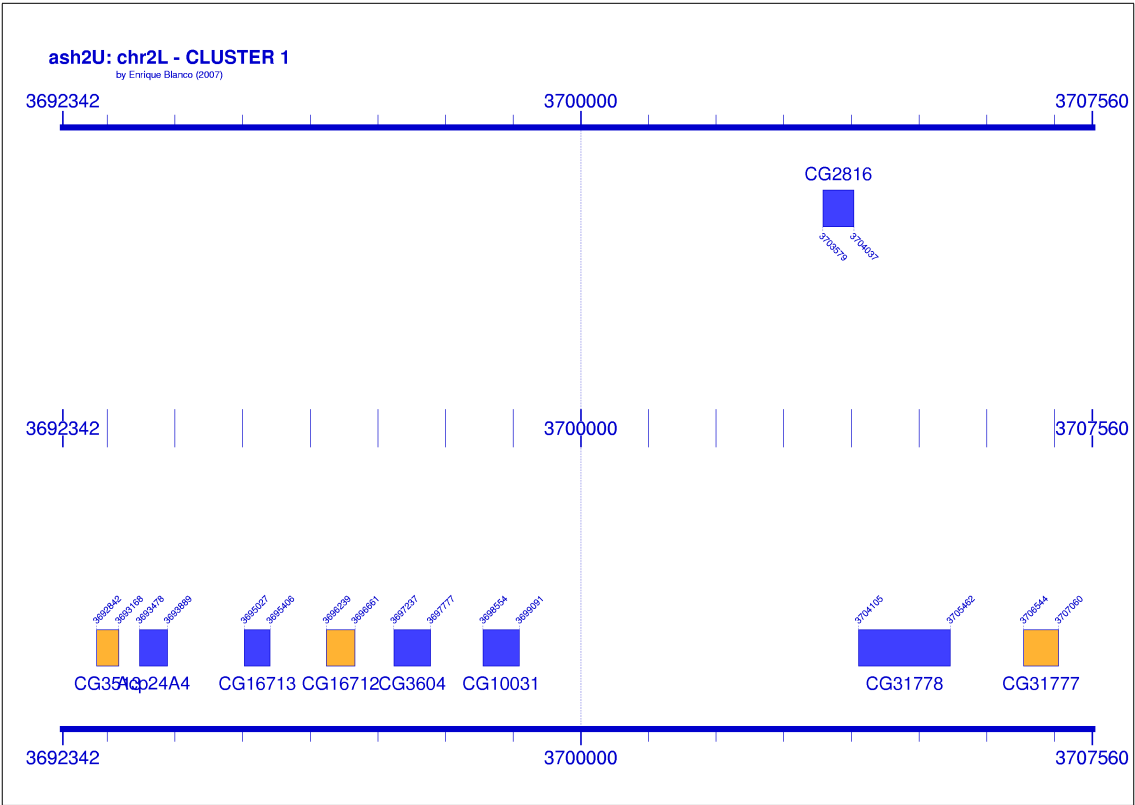

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr3L: 11917595 - 11930731

Genomic components: 4 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11917595	11918793	NM_140269	CG5883	2	CG5883-PA
CHR3L	+	11921632	11923195	NM_140270	CG7252	2	CG7252-PA
CHR3L	+	11923787	11926172	NM_140271	CG17826	2	CG17826-PA
CHR3L	-	11926347	11927240	NM_140272	CG9781	2	CG9781-PA
CHR3L	+	11928032	11930731	NM_140273	CG7248	2	CG7248-PA

Cluster size: 13137 nucleotides

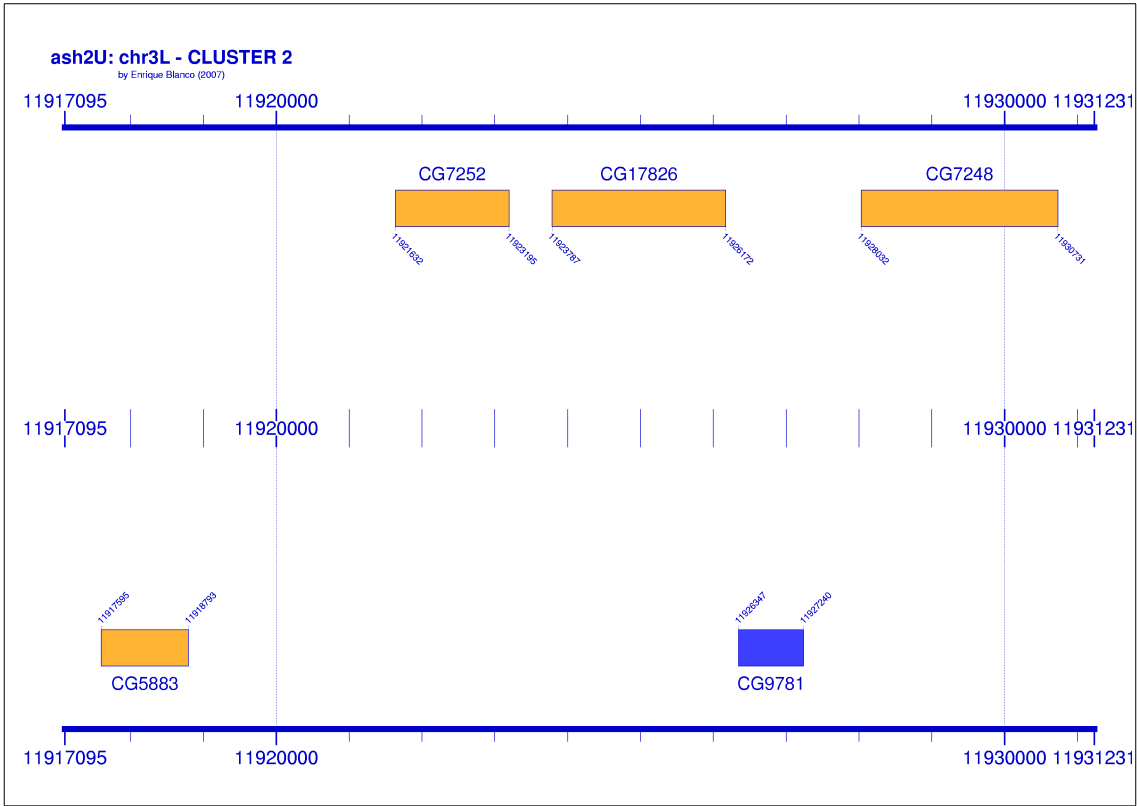

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr3L: 15017322 - 15026980

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	15017322	15017734	NM_140481	CG13461	1	CG13461-PA
CHR3L	-	15018826	15019392	NM_140482	CG18649	1	CG18649-PA
CHR3L	+	15020029	15020824	NM_140483	CG13463	1	CG13463-PA
CHR3L	-	15026328	15026980	NM_140484	CG13460	1	CG13460-PA

Cluster size: 9659 nucleotides

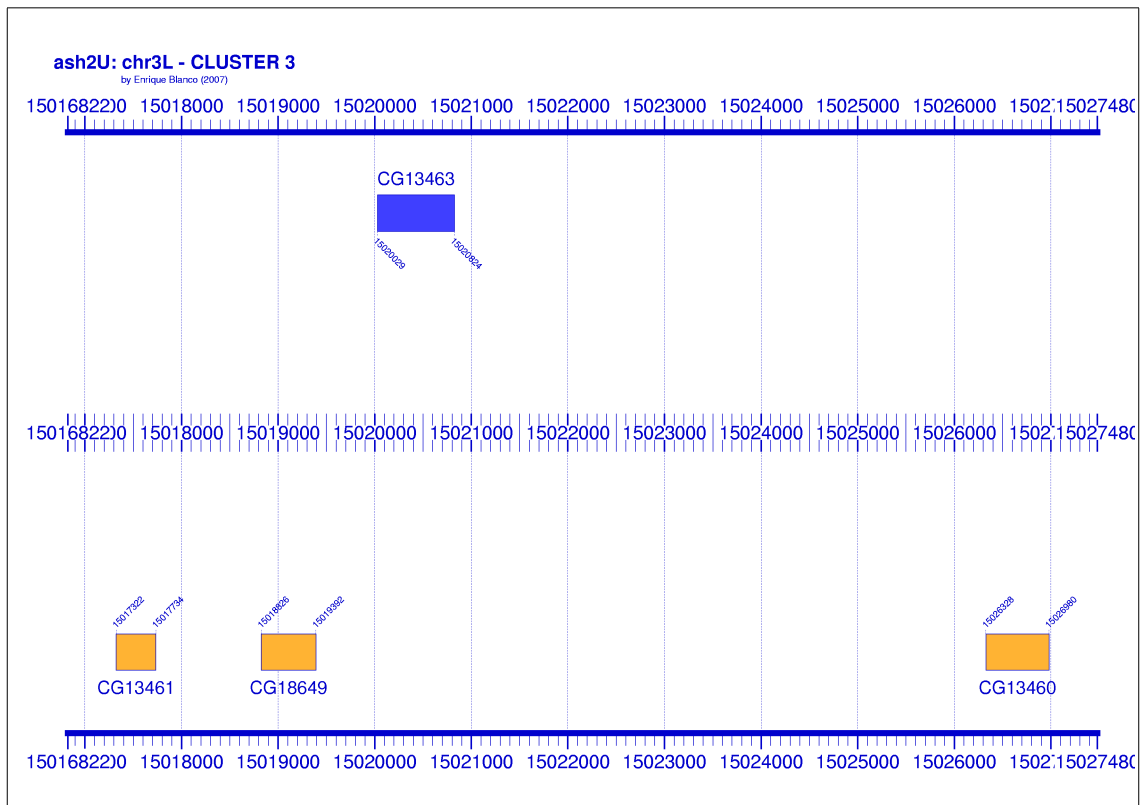

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr2R: 12633571 - 12651715

Genomic components: 3 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	12633571	12635166	NM_080421	Amy-p	1	Amylase proximal CG18730-PA
CHR2R	-	12637757	12639100	NM_001043088	CG10956	2	CG10956-PB
CHR2R	+	12639624	12641243	NM_079044	Amy-d	1	Amylase distal CG17876-PA
CHR2R	-	12641272	12641886	NM_137347	CG15605	1	CG15605-PA
CHR2R	+	12643695	12645105	NM_137348	CG15918	3	CG15918-PA
CHR2R	+	12648385	12648524	NM_001043089	Acp54A1	1	Acp54A1 CG34098-PA
CHR2R	+	12649019	12649708	NM_137349	CG11400	1	CG11400-PA
CHR2R	+	12651360	12651715	NM_137350	CG15917	1	CG15917-PA

Cluster size: 18145 nucleotides

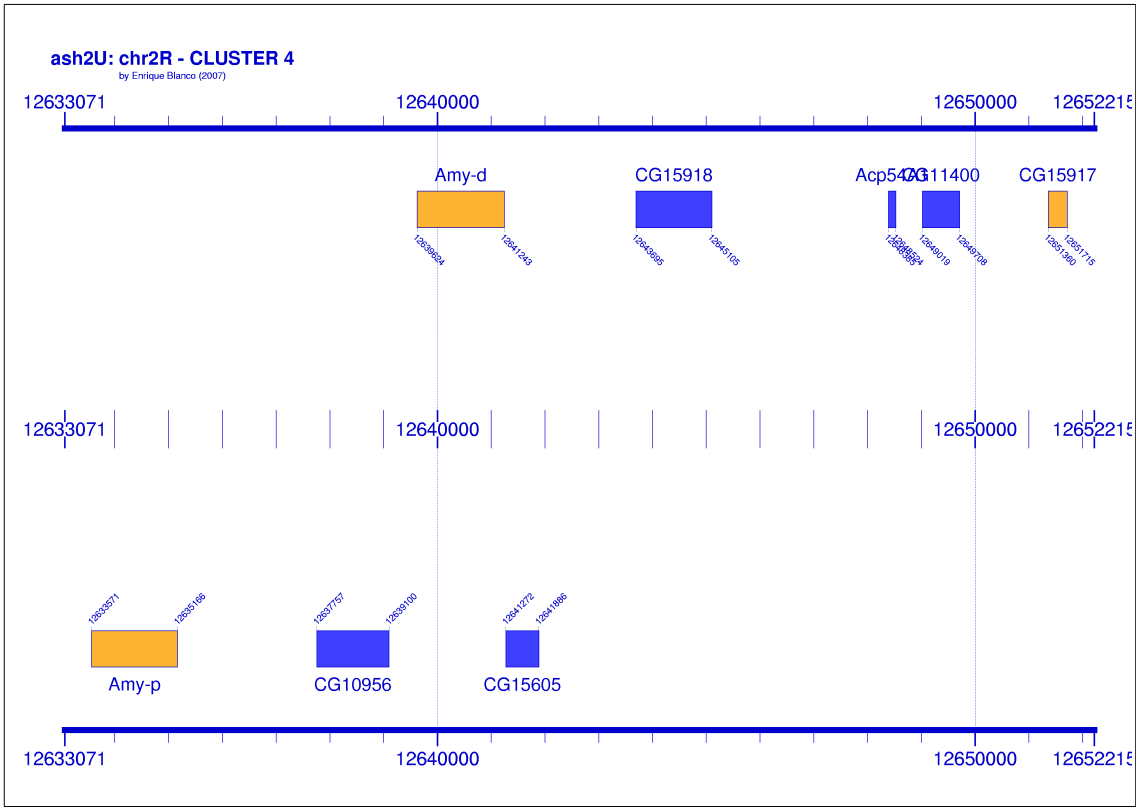

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr2R: 13899427 - 13905472

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	13899427	13899778	NM_145336	CG18107	2	CG18107-PA
CHR2R	-	13899774	13900451	NM_137476	CG15067	2	CG15067-PA
CHR2R	+	13901459	13901898	NM_166277	IM2	2	Immune induced molecule 2 CG18106-PA
CHR2R	+	13902982	13903370	NM_144111	IM3	2	Immune induced molecule 3 CG16844-PA
CHR2R	+	13903957	13904319	NM_144110	CG16836	2	CG16836-PA
CHR2R	+	13904820	13905107	NM_144109	CG15065	2	CG15065-PA
CHR2R	-	13905208	13905472	NM_176222	CG15068	2	CG15068-PA

Cluster size: 6046 nucleotides

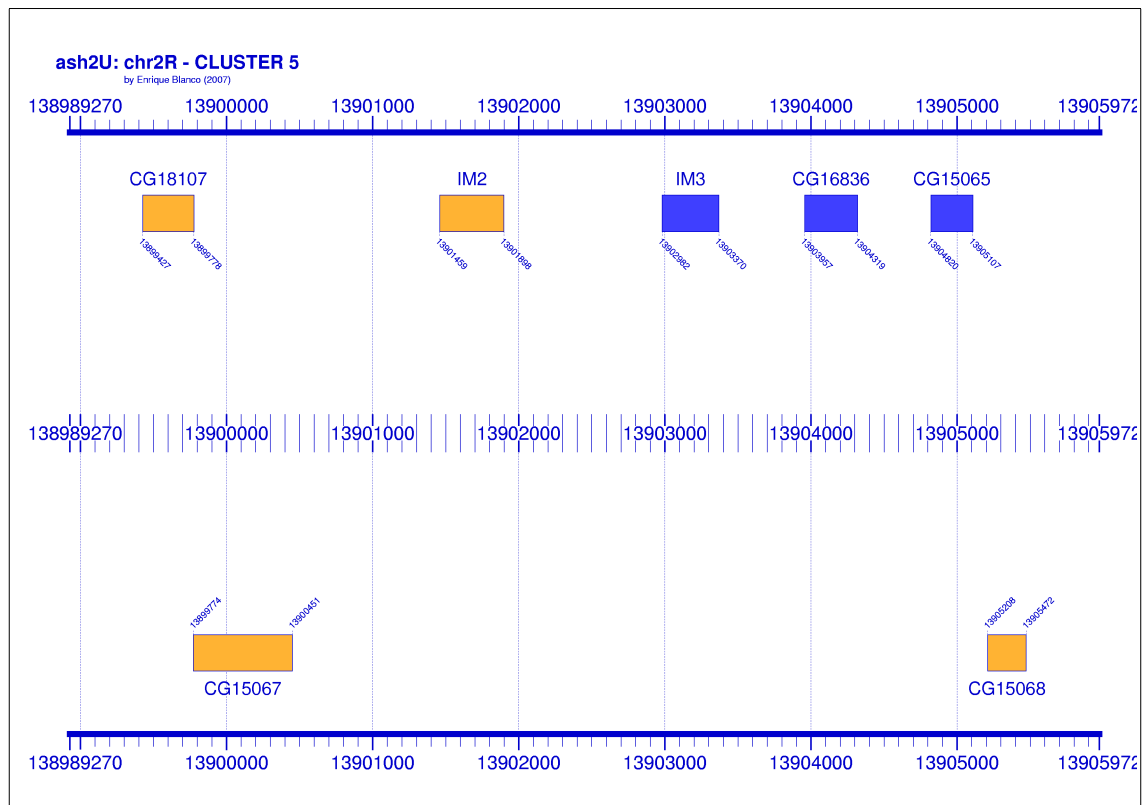

Enrique Blanco © 2007 — May 22, 2007

ash2U – chr3R: 10386703 - 10392190

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	10386703	10387178	NM_142114	CG14850	1	CG14850-PA
CHR3R	+	10388083	10388540	NM_142115	CG14851	1	CG14851-PA
CHR3R	-	10390044	10390504	NM_169585	CG8087	1	CG8087-PA
CHR3R	+	10391667	10392190	NM_142116	CG14852	1	CG14852-PA

Cluster size: 5488 nucleotides

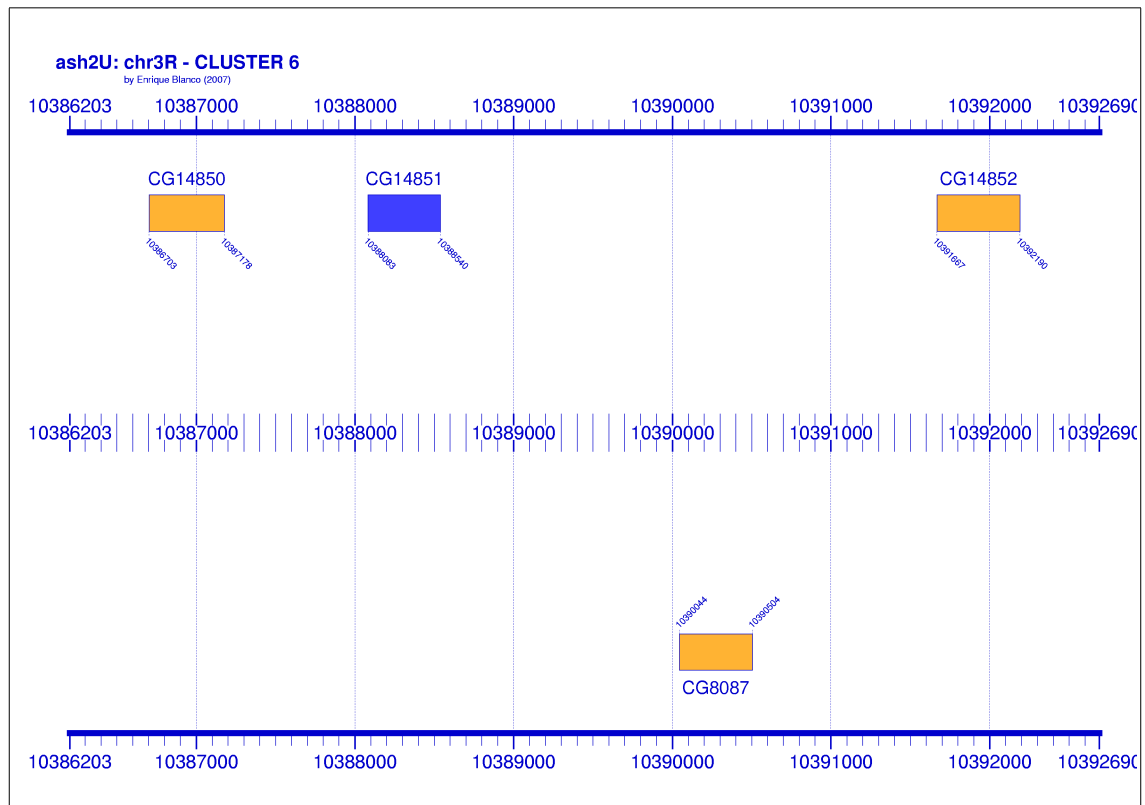

Enrique Blanco © 2007 — May 22, 2007

ash2D – chr3L: 9345665 - 9359229

Genomic components: 4 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	9345665	9346264	NM_079270	Hsp67Bc	1	Heat shock gene 67Bc CG4190-PA
CHR3L	+	9346877	9348916	NM_001031944	Hsp22	3	CG4460-PA, isoform A
CHR3L	+	9346877	9348916	NM_001031945	Hsp67Bb	3	CG4456-PB, isoform B
CHR3L	+	9349375	9350216	NM_140047	CG4461	1	CG4461-PA
CHR3L	-	9350364	9351374	NM_079273	Hsp26	1	Heat shock protein 26 CG4183-PA
CHR3L	-	9352049	9353386	NM_079274	Hsp67Ba	1	Heat shock gene 67Ba CG4167-PA
CHR3L	+	9355830	9356712	NM_079275	Hsp23	1	Heat shock protein 23 CG4463-PA
CHR3L	+	9358011	9359229	NM_079276	Hsp27	1	Heat shock protein 27 CG4466-PA

Cluster size: 13565 nucleotides

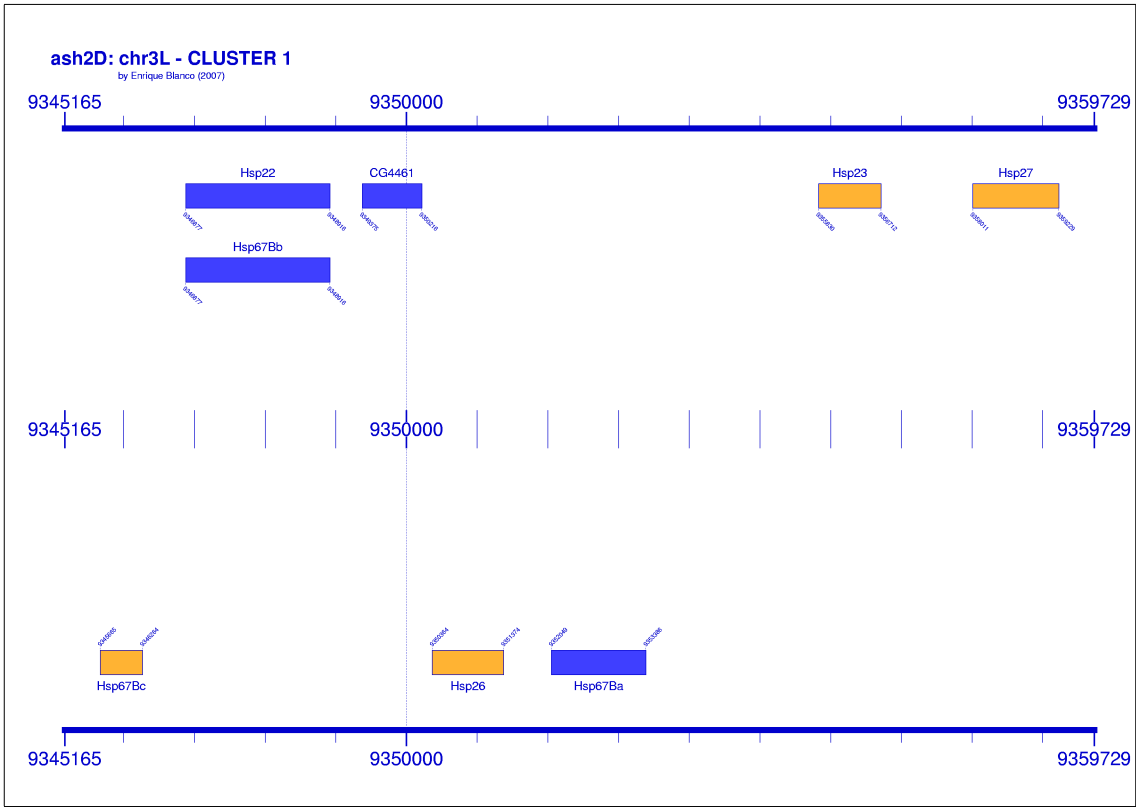

Enrique Blanco © 2007 — May 22, 2007

ash2D – chr3L: 11482913 - 11487349

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11482913	11483341	NM.057371	Sgs8	2	Salivary gland secretion 8 CG6132-PA
CHR3L	+	11483807	11484194	NM.057370	Sgs7	2	Salivary gland secretion 7 CG18087-PA
CHR3L	-	11484269	11484536	NM.206323	CG33272	1	CG33272-PA
CHR3L	+	11486167	11487349	NM.079300	Sgs3	2	Salivary gland secretion 3 CG11720-PA

Cluster size: 4437 nucleotides

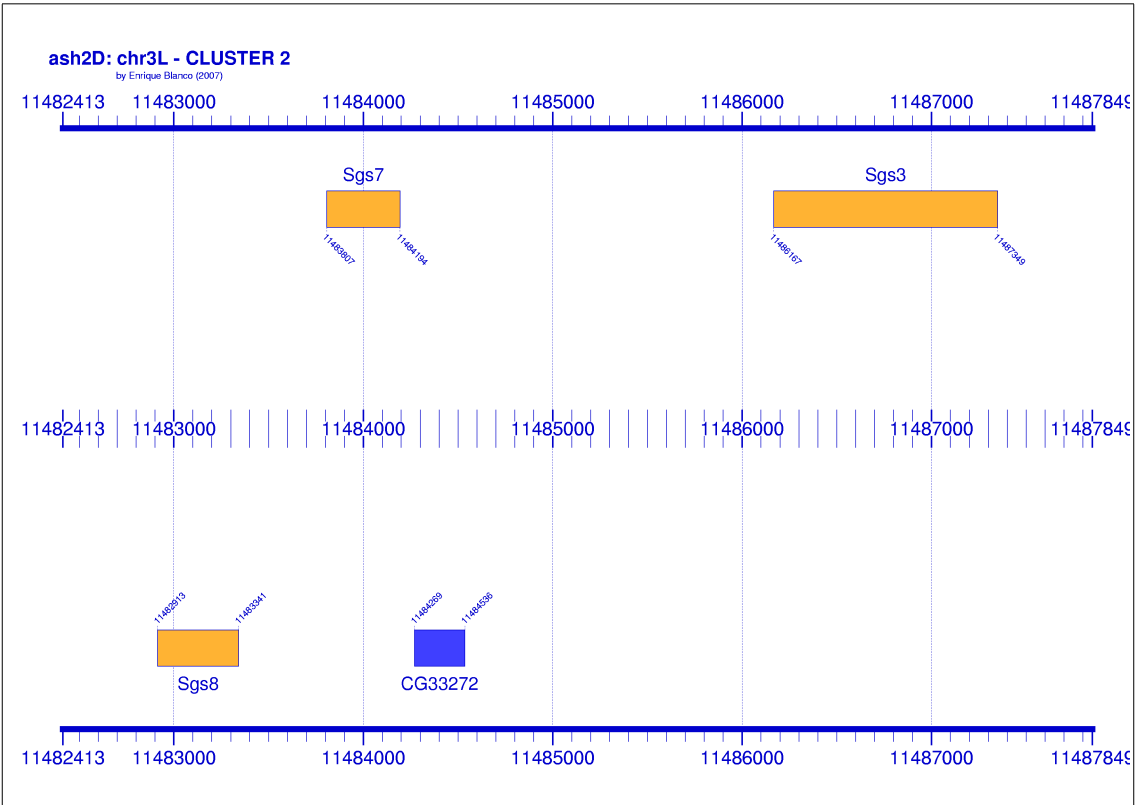

Enrique Blanco © 2007 — May 22, 2007

nurf – chr2L: 4937408 - 4958292

Genomic components: 3 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	+	4937408	4941415	NM_078751	Sgs1	2	Salivary gland secretion 1 CG3047-PA
CHR2L	+	4942747	4944305	NM_135035	CG14044	5	CG14044-PA
CHR2L	-	4944255	4945343	NM_078752	mRpL24	4	mitochondrial ribosomal protein L24 CG8849-PA
CHR2L	+	4945597	4948321	NM_080361	betaggt-I	4	beta subunit of type I geranylgeranyl
CHR2L	-	4948205	4949751	NM_001042867	CG8873	2	CG8873-PB, isoform B
CHR2L	-	4949946	4950763	NM_135037	Jon25Biii	1	Jonah 25Biii CG8871-PA
CHR2L	-	4952249	4953134	NM_135038	Jon25Bii	1	Jonah 25Bii CG8869-PA
CHR2L	-	4954071	4955353	NM_078753	Jon25Bi	1	Jonah 25Bi CG8867-PA, isoform A
CHR2L	+	4955518	4958292	NM_135039	Marcal1	7	Marcal1 CG3753-PA

Cluster size: 20885 nucleotides

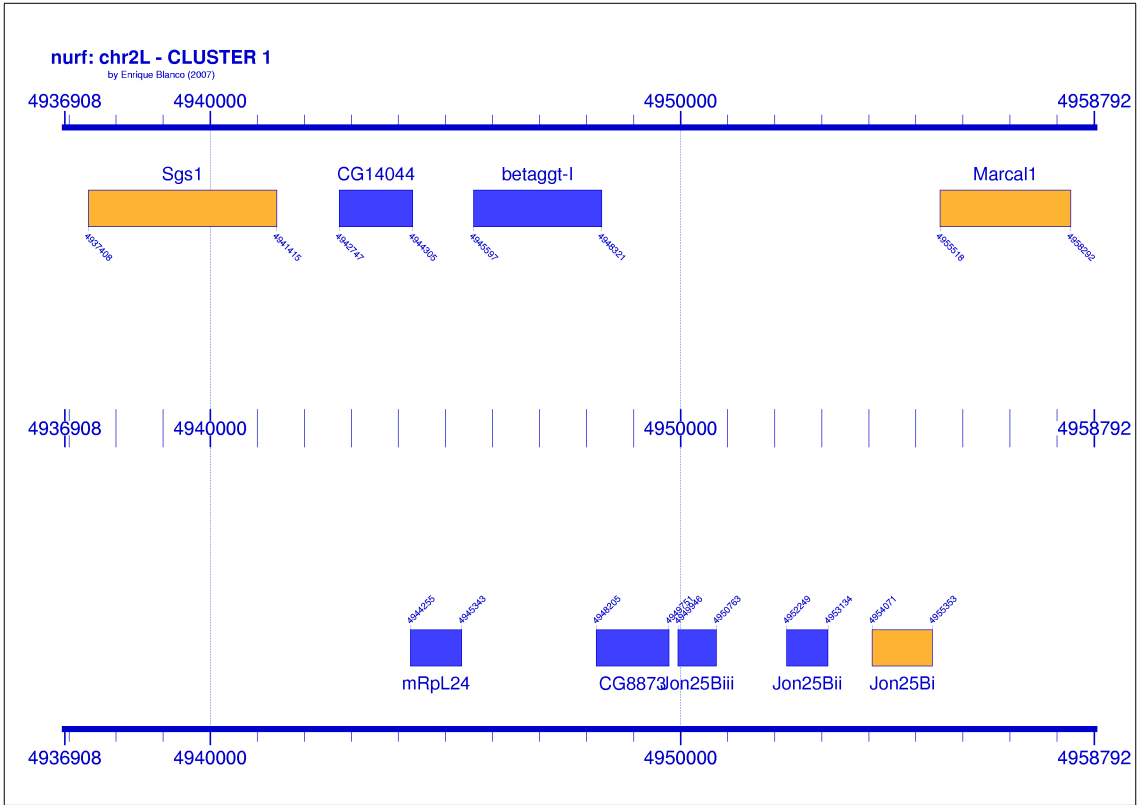

Enrique Blanco © 2007 — May 22, 2007

nurf – chr3L: 4453991 - 4468860

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	4453991	4455942	NM_139651	CG11349	1	CG11349-PA
CHR3L	+	4461128	4462334	NM_139652	CG7465	2	CG7465-PA
CHR3L	+	4463757	4465126	NM_139653	CG11350	1	CG11350-PB
CHR3L	-	4466256	4468860	NM_139654	CG13722	3	CG13722-PA

Cluster size: 14870 nucleotides

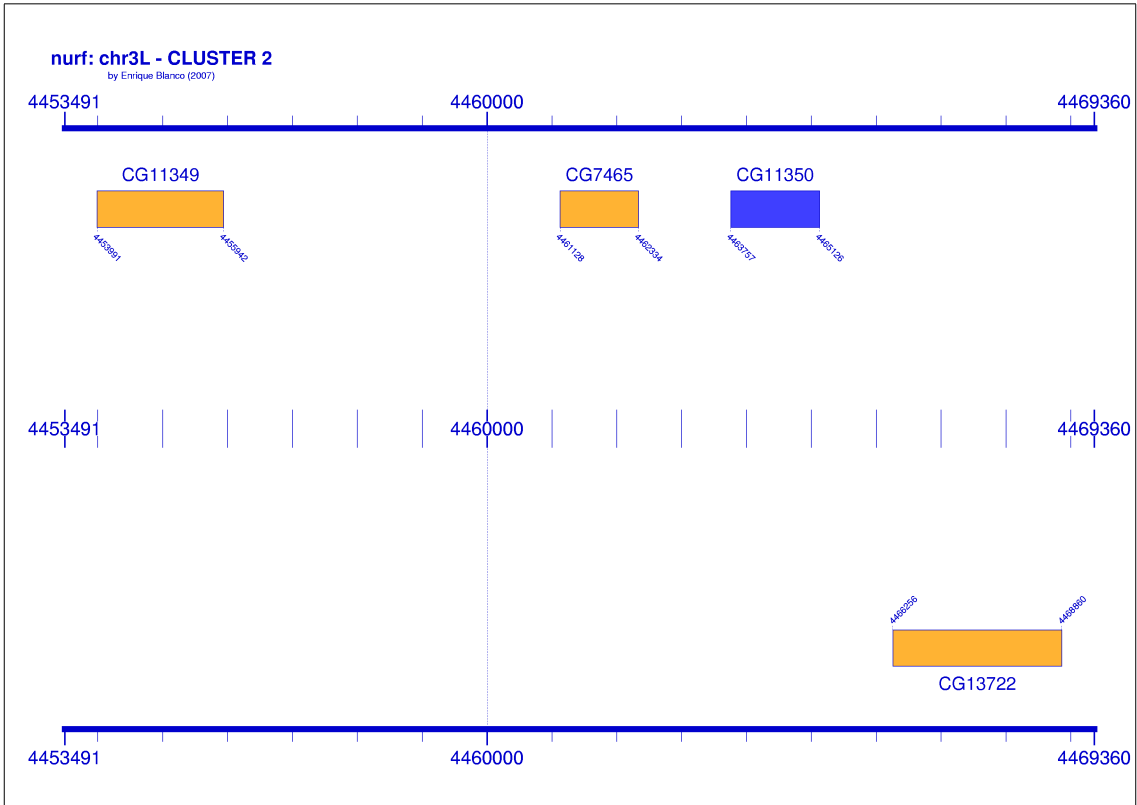

Enrique Blanco © 2007 — May 22, 2007

nurf – chr3L: 6097832 - 6117953

Genomic components: 4 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	6097832	6102566	NM_001014570	l(3)mbn	7	lethal (3) malignant blood neoplasm CG12755-PC,
CHR3L	-	6104332	6104933	NM_144405	CG18779	2	CG18779-PA
CHR3L	-	6105259	6106056	NM_144404	CG18778	2	CG18778-PA
CHR3L	-	6106936	6107547	NM_057924	Lcp65Ag2	2	Lcp65Ag2 CG10534-PA
CHR3L	-	6108643	6109217	NM_057925	Lcp65Ag1	2	Lcp65Ag1 CG10530-PA
CHR3L	-	6110251	6110718	NM_057926	Lcp65Af	2	Lcp65Af CG10533-PA
CHR3L	-	6111667	6112025	NM_176290	Lcp65Ae	2	Lcp65Ae CG10529-PA
CHR3L	-	6113169	6113920	NM_168158	CG32405	2	CG32405-PA
CHR3L	-	6115912	6116330	NM_168159	CG32404	2	CG32404-PA
CHR3L	+	6117353	6117953	NM_057930	Lcp65Ad	2	Lcp65Ad CG6955-PA

Cluster size: 20122 nucleotides

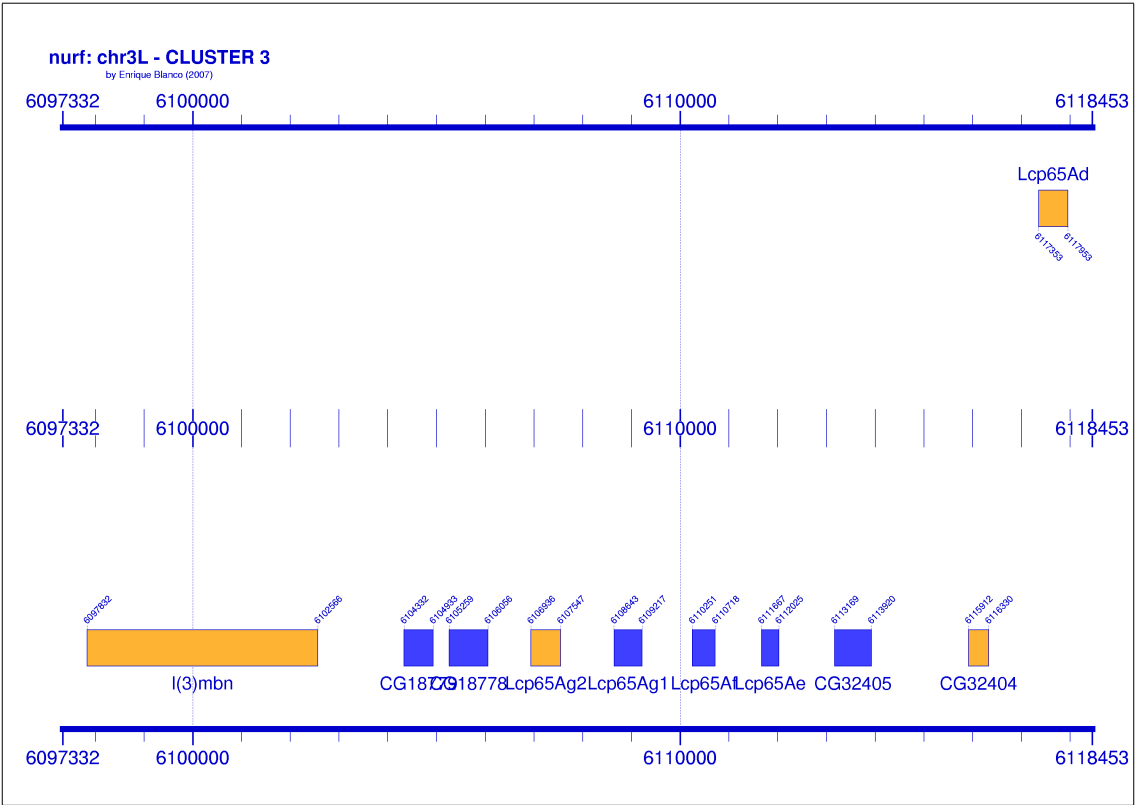

Enrique Blanco © 2007 — May 22, 2007

nurf – chr3L: 9345665 - 9359229

Genomic components: 4 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	9345665	9346264	NM_079270	Hsp67Bc	1	Heat shock gene 67Bc CG4190-PA
CHR3L	+	9346877	9348916	NM_001031944	Hsp22	3	CG4460-PA, isoform A
CHR3L	+	9346877	9348916	NM_001031945	Hsp67Bb	3	CG4456-PB, isoform B
CHR3L	+	9349375	9350216	NM_140047	CG4461	1	CG4461-PA
CHR3L	-	9350364	9351374	NM_079273	Hsp26	1	Heat shock protein 26 CG4183-PA
CHR3L	-	9352049	9353386	NM_079274	Hsp67Ba	1	Heat shock gene 67Ba CG4167-PA
CHR3L	+	9355830	9356712	NM_079275	Hsp23	1	Heat shock protein 23 CG4463-PA
CHR3L	+	9358011	9359229	NM_079276	Hsp27	1	Heat shock protein 27 CG4466-PA

Cluster size: 13565 nucleotides

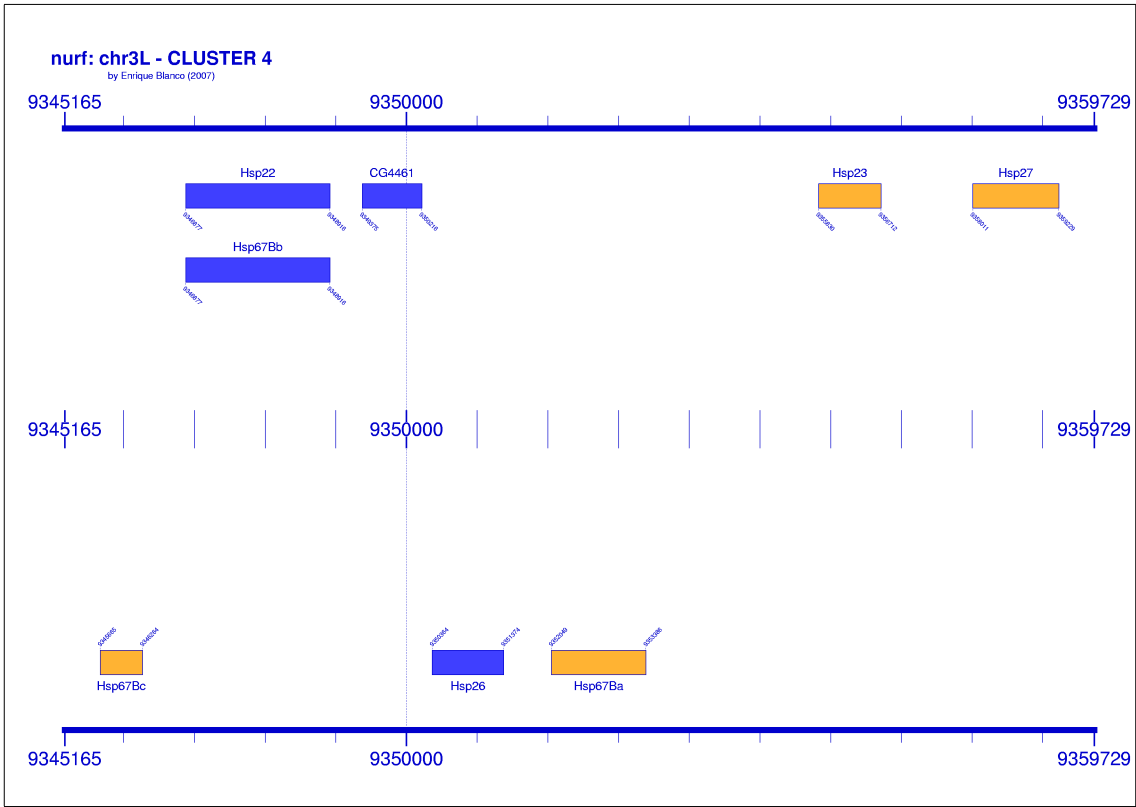

Enrique Blanco © 2007 — May 22, 2007

nurf – chr3L: 11482913 - 11487349

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11482913	11483341	NM.057371	Sgs8	2	Salivary gland secretion 8 CG6132-PA
CHR3L	+	11483807	11484194	NM.057370	Sgs7	2	Salivary gland secretion 7 CG18087-PA
CHR3L	-	11484269	11484536	NM.206323	CG33272	1	CG33272-PA
CHR3L	+	11486167	11487349	NM.079300	Sgs3	2	Salivary gland secretion 3 CG11720-PA

Cluster size: 4437 nucleotides

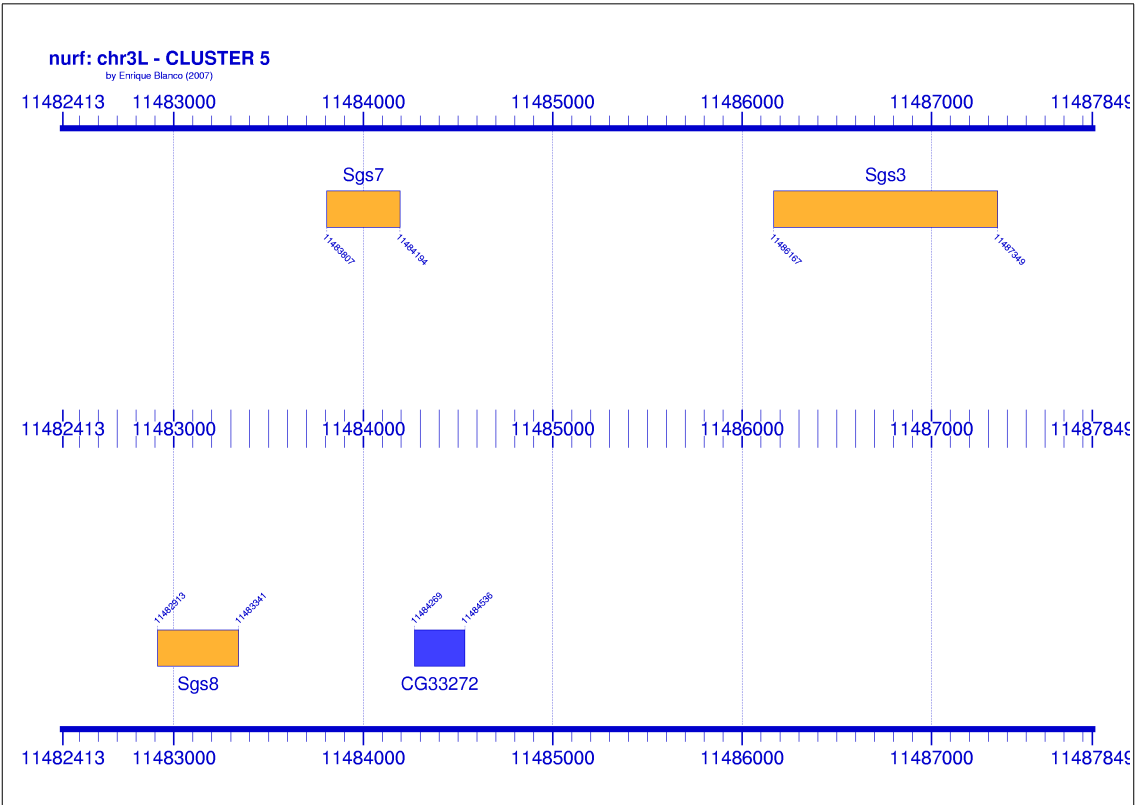

Enrique Blanco © 2007 — May 22, 2007

nurf – chr2R: 7902885 - 7921019

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	7902885	7905964	NM_136928	CG8502	7	CG8502-PA, isoform A
CHR2R	-	7906941	7907561	NM_136929	CG8836	3	CG8836-PA
CHR2R	+	7909389	7910747	NM_078987	Or49a	4	Odorant receptor 49a CG13158-PA
CHR2R	+	7910848	7915011	NM_165895	CG30048	3	CG30048-PA, isoform A
CHR2R	+	7918121	7921019	NM_136930	CG8505	3	CG8505-PA

Cluster size: 18135 nucleotides

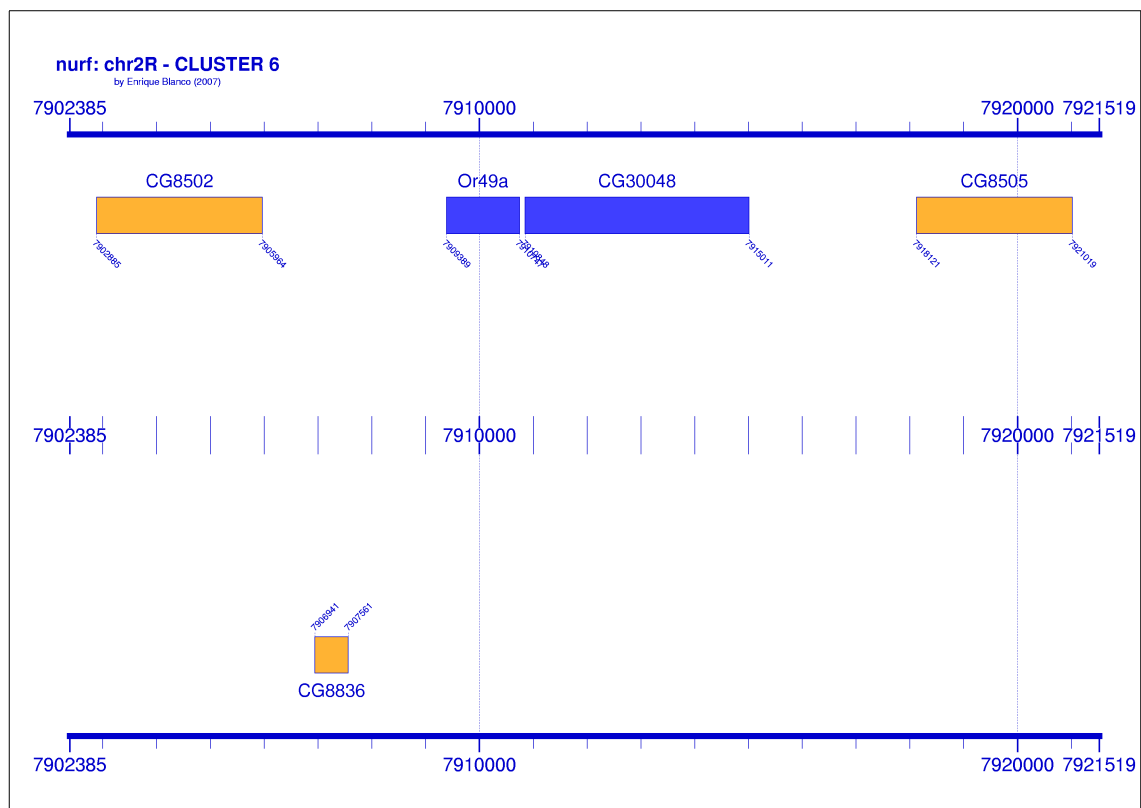

Enrique Blanco © 2007 — May 22, 2007

nurf – chrX: 4615792 - 4628201

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHRX	-	4615792	4616754	NM_131957	Bteb2	1	Bteb2 CG2932-PA
CHRX	-	4621194	4622612	NM_131958	CG2871	1	CG2871-PA
CHRX	-	4627553	4628201	NM_131959	CG15471	2	CG15471-PA

Cluster size: 12410 nucleotides

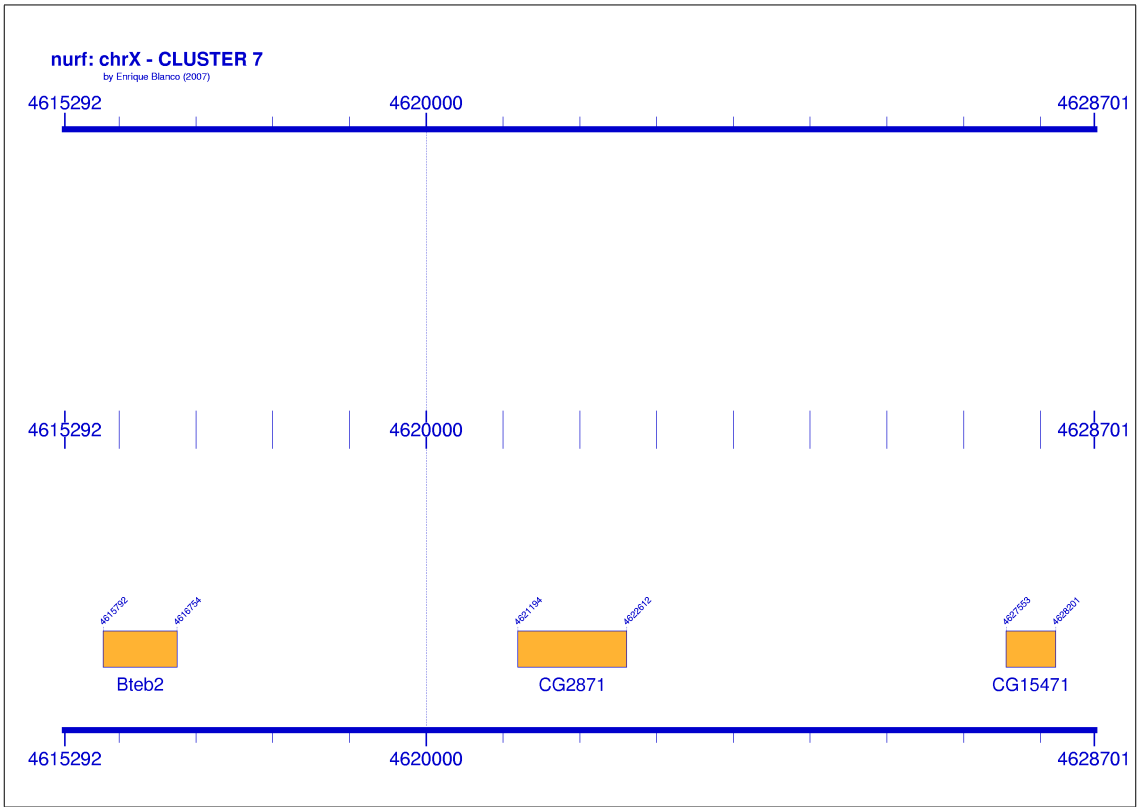

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr2L: 7994833 - 8009459

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2L	-	7994833	7998139	NM_135325	CG7227	6	CG7227-PA
CHR2L	+	7998933	7999743	NM_001038793	CG7224	1	CG7224-PB, isoform B
CHR2L	-	7999669	8000000	NM_135327	Wwox	1	Wwox CG7221-PA
CHR2L	-	8004650	8007132	NM_135328	CG7219	2	CG7219-PA
CHR2L	-	8008441	8009459	NM_135329	CG12560	4	CG12560-PA

Cluster size: 14627 nucleotides

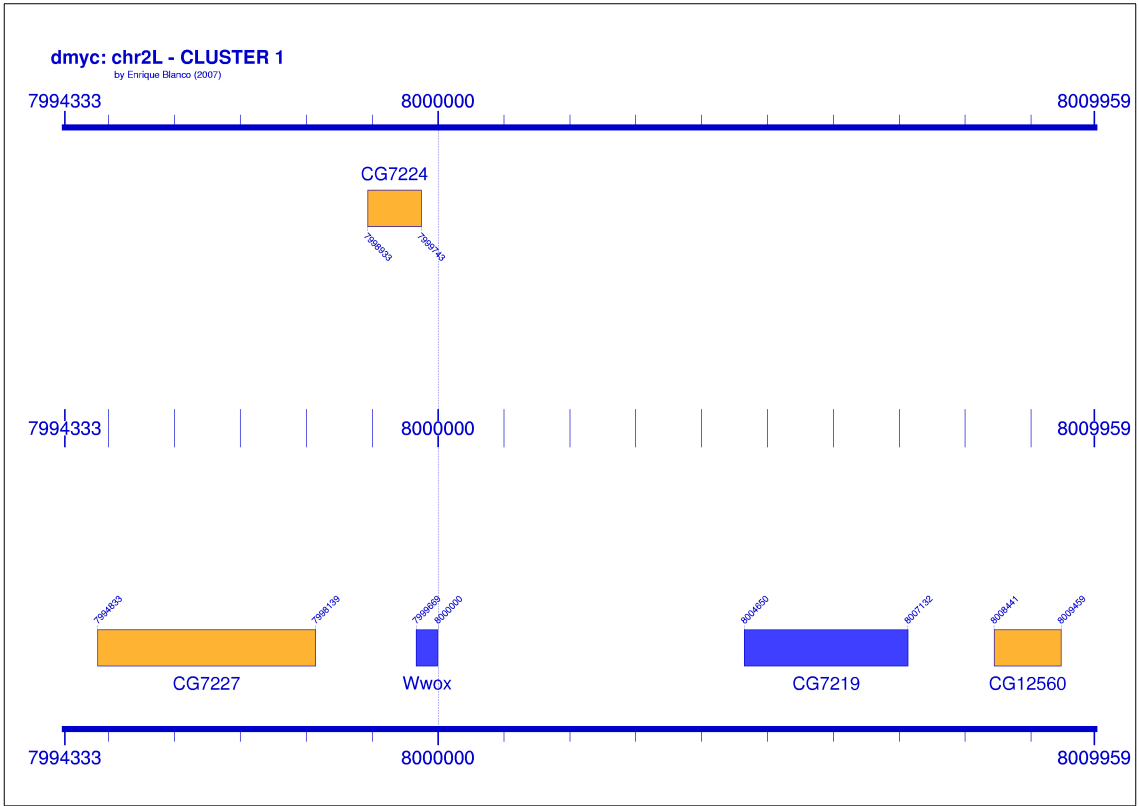

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr3L: 4429174 - 4462334

Genomic components: 5 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	4429174	4430664	NM_139646	CG12607	3	CG12607-PB
CHR3L	-	4438168	4438983	NM_139647	CG11345	2	CG11345-PA
CHR3L	-	4440039	4441160	NM_139648	CG15022	2	CG15022-PA
CHR3L	-	4441593	4442099	NM_139649	CG15023	1	CG15023-PA
CHR3L	-	4443894	4444185	NM_144079	CG15024	1	CG15024-PA
CHR3L	-	4446072	4447704	NM_168087	CG32241	2	CG32241-PA
CHR3L	+	4449198	4451878	NM_168088	CG32249	2	CG32249-PA
CHR3L	+	4452493	4453229	NM_168089	CG32248	2	CG32248-PA
CHR3L	+	4453991	4455942	NM_139651	CG11349	1	CG11349-PA
CHR3L	+	4461128	4462334	NM_139652	CG7465	2	CG7465-PA

Cluster size: 33161 nucleotides

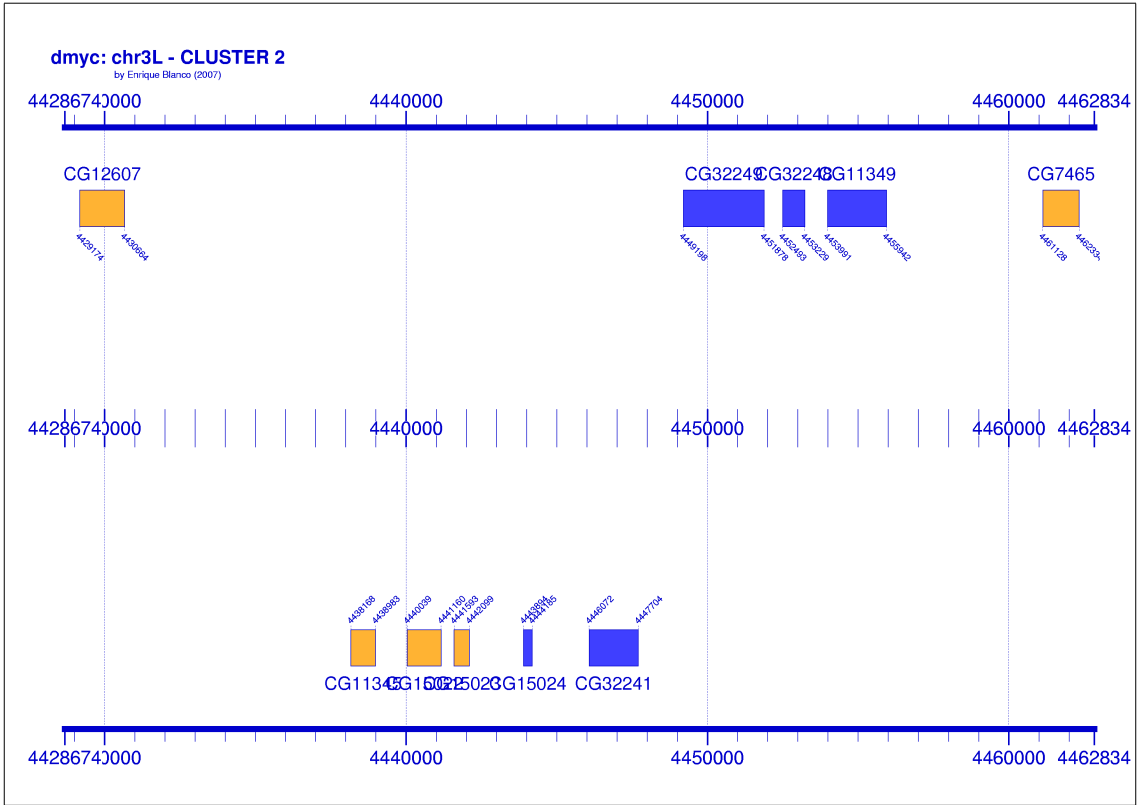

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr3L: 6106936 - 6131320

Genomic components: 4 coregulated genes, 14 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	6106936	6107547	NM_057924	Lcp65Ag2	2	Lcp65Ag2 CG10534-PA
CHR3L	-	6108643	6109217	NM_057925	Lcp65Ag1	2	Lcp65Ag1 CG10530-PA
CHR3L	-	6110251	6110718	NM_057926	Lcp65Af	2	Lcp65Af CG10533-PA
CHR3L	-	6111667	6112025	NM_176290	Lcp65Ae	2	Lcp65Ae CG10529-PA
CHR3L	-	6113169	6113920	NM_168158	CG32405	2	CG32405-PA
CHR3L	-	6115912	6116330	NM_168159	CG32404	2	CG32404-PA
CHR3L	+	6117353	6117953	NM_057930	Lcp65Ad	2	Lcp65Ad CG6955-PA
CHR3L	+	6118770	6119345	NM_057931	Lcp65Ac	2	Lcp65Ac CG6956-PA
CHR3L	+	6120617	6121036	NM_176291	Lcp65Ab2	1	Lcp65Ab2 CG18773-PA
CHR3L	+	6120668	6120981	NM_080075	Lcp65Ab1	1	Lcp65Ab1 CG32400-PA
CHR3L	-	6121477	6121928	NM_144403	CG18777	2	CG18777-PA
CHR3L	+	6125279	6125586	NM_057932	Lcp65Aa	1	Lcp65Aa CG7287-PA
CHR3L	-	6125994	6126692	NM_057934	Acp65Aa	2	Acp65Aa CG10297-PA
CHR3L	-	6130541	6131320	NM_139773	CG13297	2	CG13297-PA

Cluster size: 24385 nucleotides

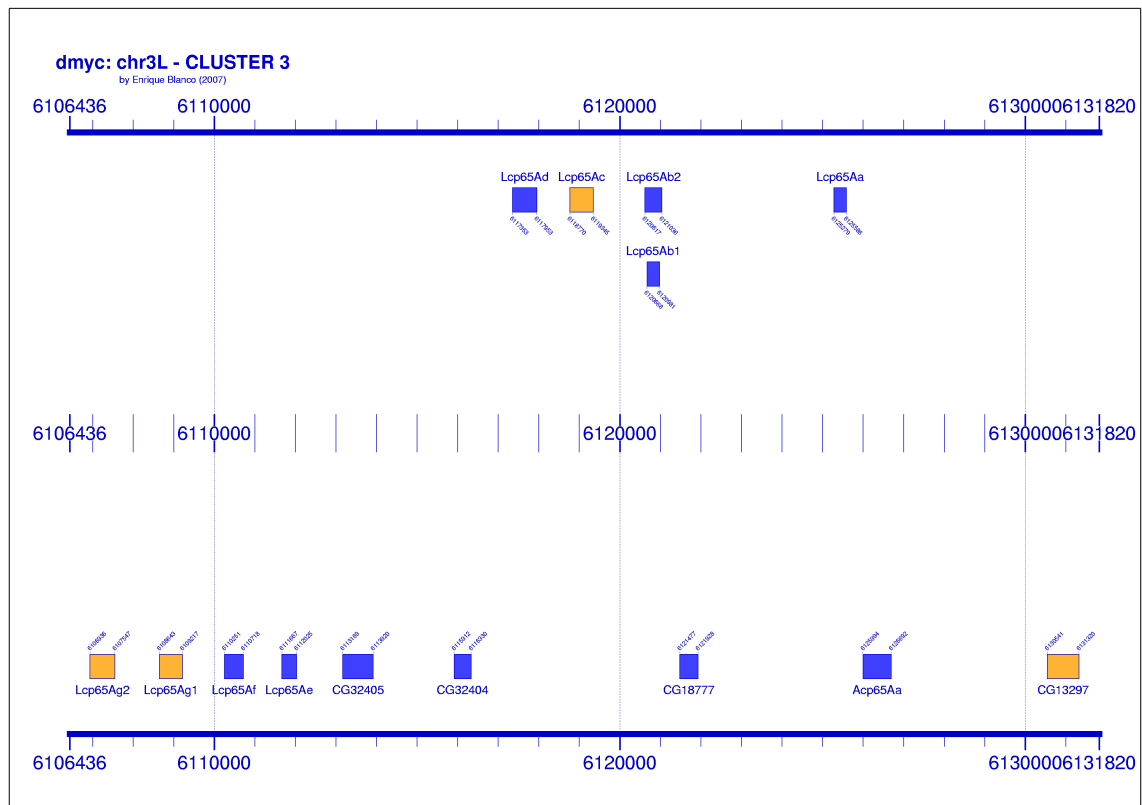

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr3L: 16250025 - 16289521

Genomic components: 6 coregulated genes, 15 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	16250025	16251401	NM_140605	CG13047	2	CG13047-PA
CHR3L	-	16252973	16253474	NM_140606	CG13046	1	CG13046-PA
CHR3L	-	16255494	16256056	NM_140607	CG13045	1	CG13045-PA
CHR3L	-	16259969	16260799	NM_140608	CG4962	2	CG4962-PA
CHR3L	+	16266728	16267286	NM_140609	CG4982	2	CG4982-PA
CHR3L	-	16267749	16268419	NM_140610	CG13044	2	CG13044-PA
CHR3L	-	16270483	16271125	NM_140611	CG13043	1	CG13043-PA
CHR3L	+	16271905	16272355	NM_140612	CG13063	2	CG13063-PA
CHR3L	-	16273258	16273674	NM_140613	CG13042	2	CG13042-PA
CHR3L	+	16274198	16276577	NM_168658	CG32160	2	CG32160-PA
CHR3L	+	16279434	16280204	NM_140614	CG13062	3	CG13062-PA
CHR3L	+	16283283	16283949	NM_144453	Nplp3	2	Neuropeptide-like precursor 3 CG13061-PA
CHR3L	-	16284212	16284779	NM_140615	CG13041	2	CG13041-PA
CHR3L	+	16285119	16285721	NM_140616	CG13060	2	CG13060-PA
CHR3L	+	16288989	16289521	NM_140617	CG13059	2	CG13059-PA

Cluster size: 39497 nucleotides

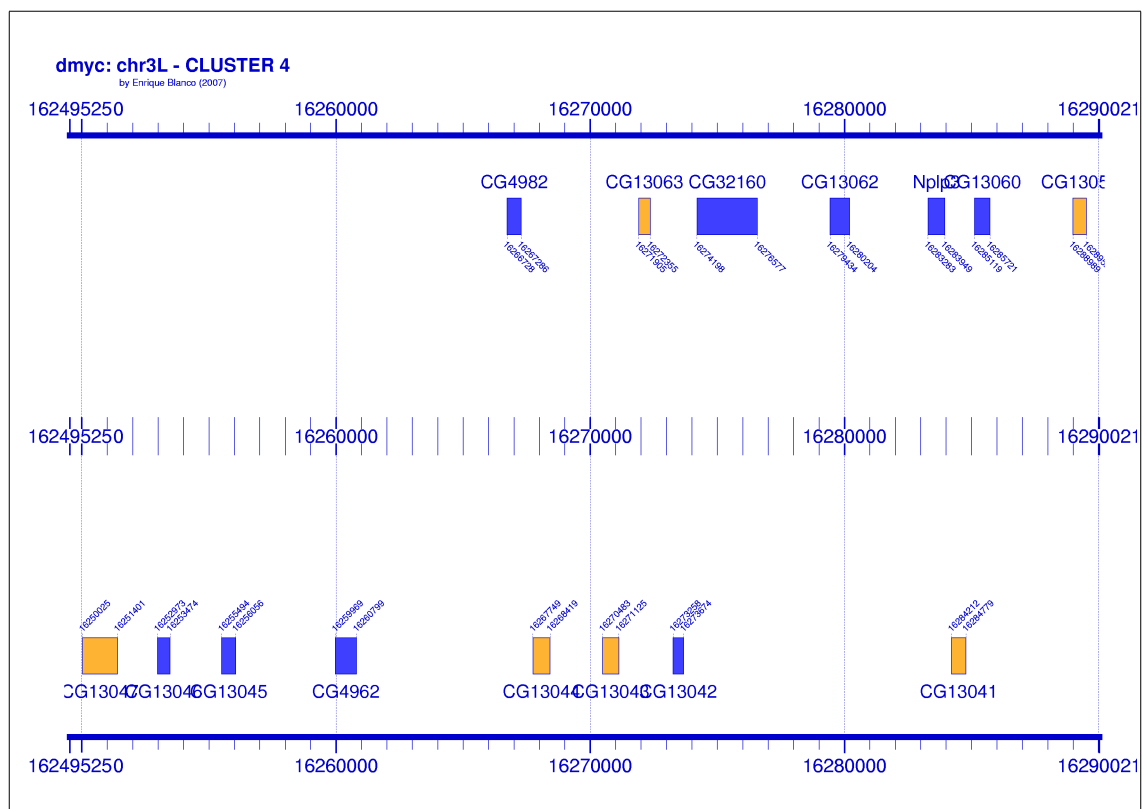

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr3L: 21664564 - 21672175

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	21664564	21665388	NM_141097	CG14569	1	CG14569-PA
CHR3L	-	21666650	21667325	NM_141098	CG14568	1	CG14568-PA
CHR3L	+	21667971	21668550	NM_141099	CG14573	1	CG14573-PA
CHR3L	-	21671604	21672175	NM_141100	CG14567	1	CG14567-PA

Cluster size: 7612 nucleotides

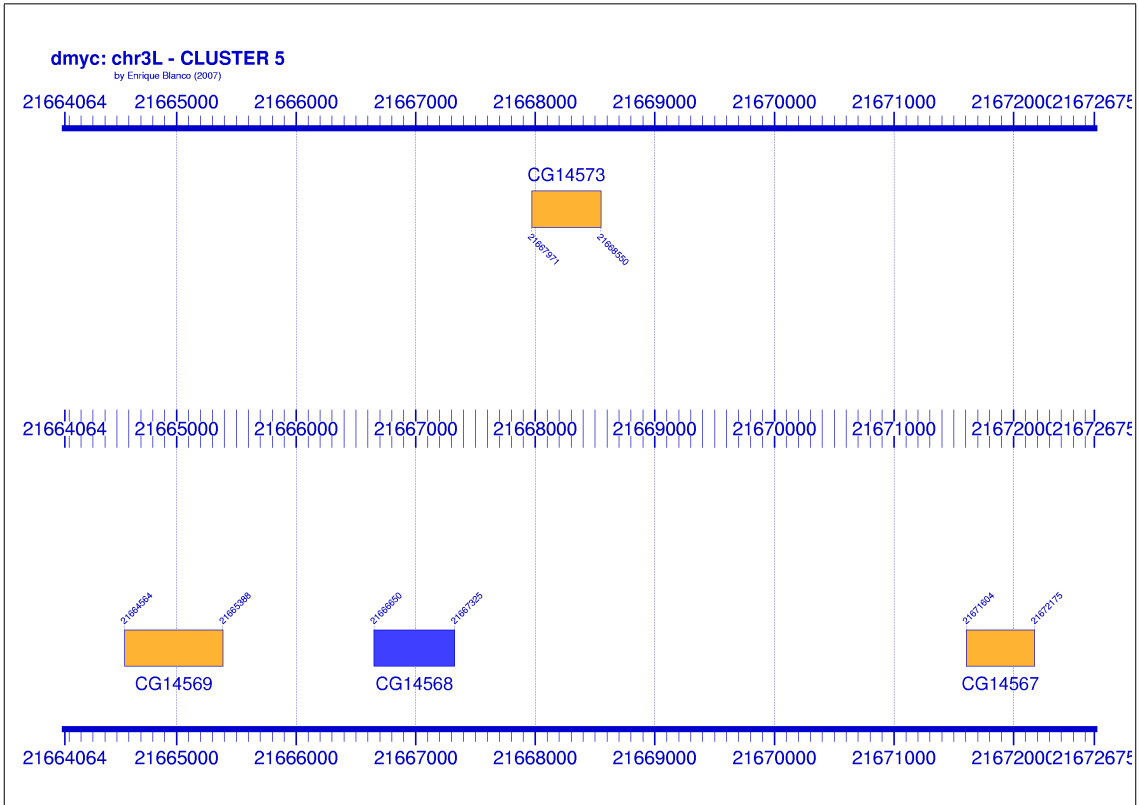

Enrique Blanco © 2007 — May 22, 2007

dmyc – chr3R: 22444844 - 22466776

Genomic components: 6 coregulated genes, 12 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	22444844	22445952	NM_143227	CG5468	2	CG5468-PA
CHR3R	-	22446329	22447082	NM_143228	CG14240	1	CG14240-PA
CHR3R	-	22448172	22449270	NM_143229	CG6478	2	CG6478-PA
CHR3R	-	22450301	22451374	NM_170279	CG6447	2	CG6447-PA, isoform A
CHR3R	-	22451731	22452419	NM_143230	CG6452	1	CG6452-PA
CHR3R	-	22453687	22454429	NM_143231	CG6460	1	CG6460-PA
CHR3R	+	22455578	22456500	NM_143232	CG5471	1	CG5471-PA
CHR3R	+	22457594	22458678	NM_170281	CG5476	1	CG5476-PA
CHR3R	+	22459455	22460436	NM_143233	CG31080	2	CG31080-PA
CHR3R	+	22460595	22461638	NM_170282	CG31081	2	CG31081-PA
CHR3R	+	22462435	22463182	NM_143234	CG14242	2	CG14242-PA
CHR3R	+	22465747	22466776	NM_143235	CG14243	2	CG14243-PA

Cluster size: 21933 nucleotides

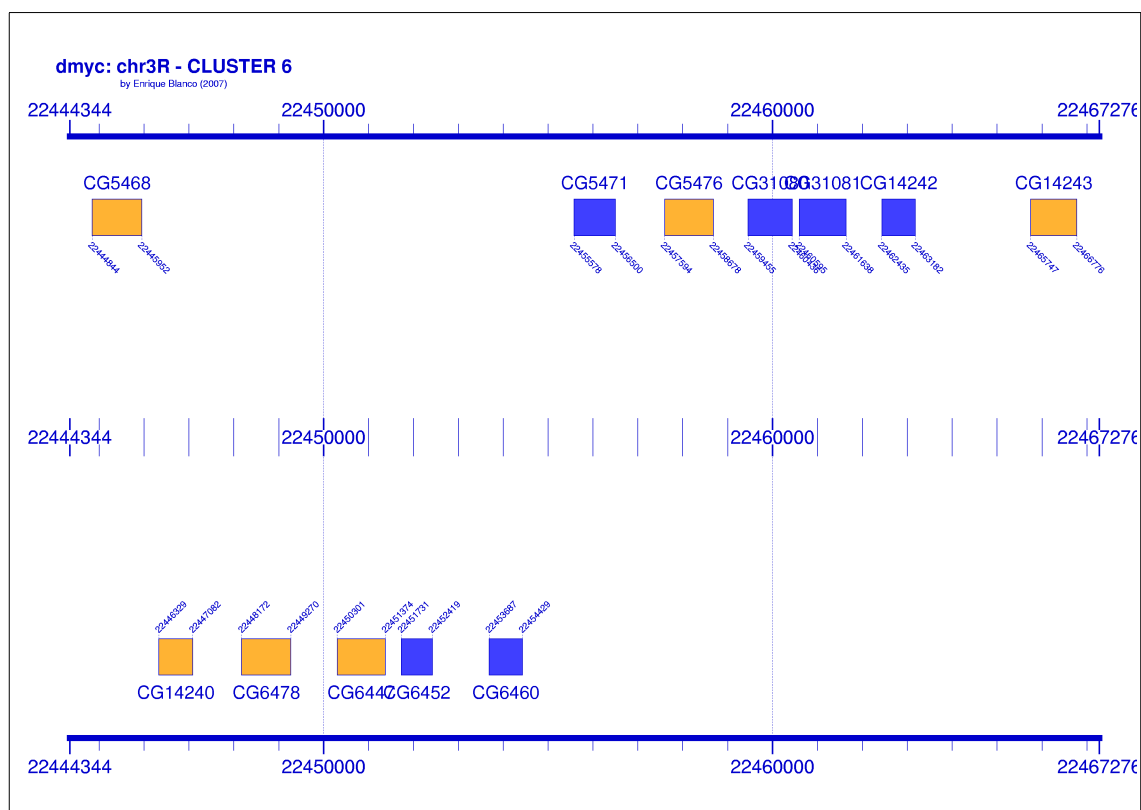

Enrique Blanco © 2007 — May 22, 2007

ash1U – chr3L: 6104332 - 6124799

Genomic components: 4 coregulated genes, 13 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	6104332	6104933	NM_144405	CG18779	2	CG18779-PA
CHR3L	-	6105259	6106056	NM_144404	CG18778	2	CG18778-PA
CHR3L	-	6106936	6107547	NM_057924	Lcp65Ag2	2	Lcp65Ag2 CG10534-PA
CHR3L	-	6108643	6109217	NM_057925	Lcp65Ag1	2	Lcp65Ag1 CG10530-PA
CHR3L	-	6110251	6110718	NM_057926	Lcp65Af	2	Lcp65Af CG10533-PA
CHR3L	-	6111667	6112025	NM_176290	Lcp65Ae	2	Lcp65Ae CG10529-PA
CHR3L	-	6113169	6113920	NM_168158	CG32405	2	CG32405-PA
CHR3L	-	6115912	6116330	NM_168159	CG32404	2	CG32404-PA
CHR3L	+	6117353	6117953	NM_057930	Lcp65Ad	2	Lcp65Ad CG6955-PA
CHR3L	+	6118770	6119345	NM_057931	Lcp65Ac	2	Lcp65Ac CG6956-PA
CHR3L	+	6120617	6121036	NM_176291	Lcp65Ab2	1	Lcp65Ab2 CG18773-PA
CHR3L	+	6120668	6120981	NM_080075	Lcp65Ab1	1	Lcp65Ab1 CG32400-PA
CHR3L	-	6121477	6121928	NM_144403	CG18777	2	CG18777-PA

Cluster size: 20468 nucleotides

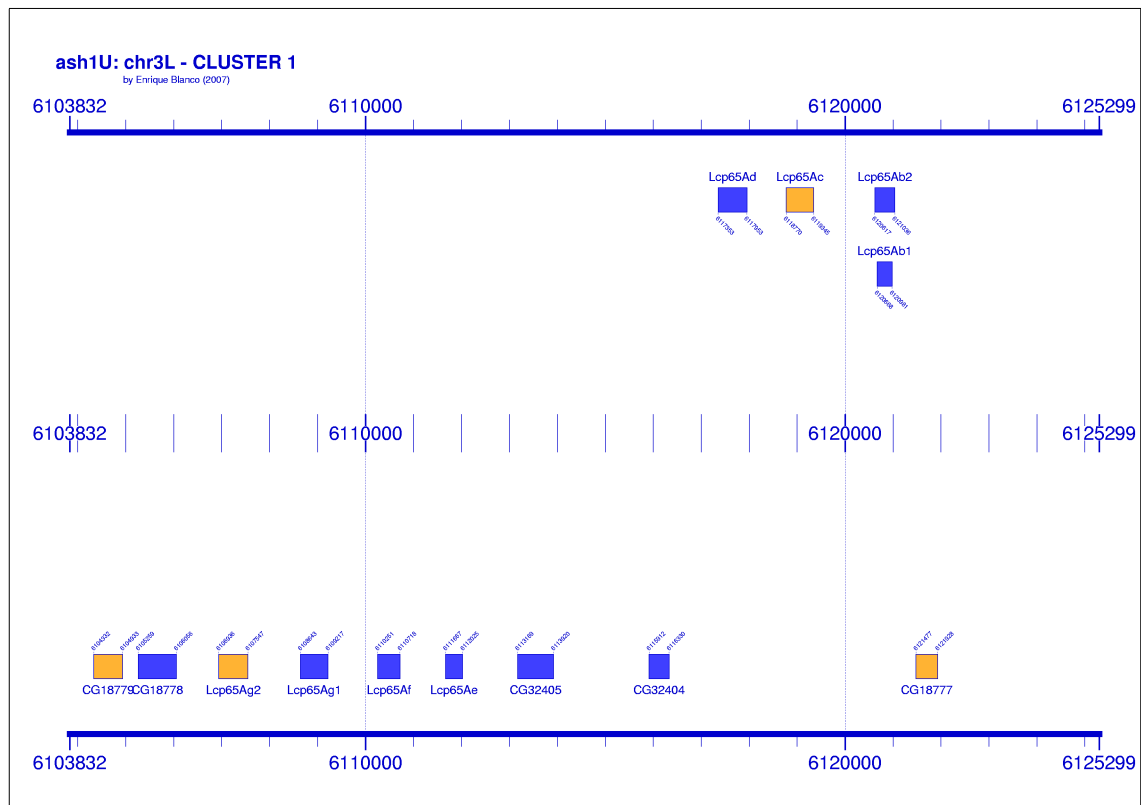

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr3L: 15015516 - 15020824

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	15015516	15016064	NM_140480	CG12310	1	CG12310-PA
CHR3L	-	15017322	15017734	NM_140481	CG13461	1	CG13461-PA
CHR3L	-	15018826	15019392	NM_140482	CG18649	1	CG18649-PA
CHR3L	+	15020029	15020824	NM_140483	CG13463	1	CG13463-PA

Cluster size: 5309 nucleotides

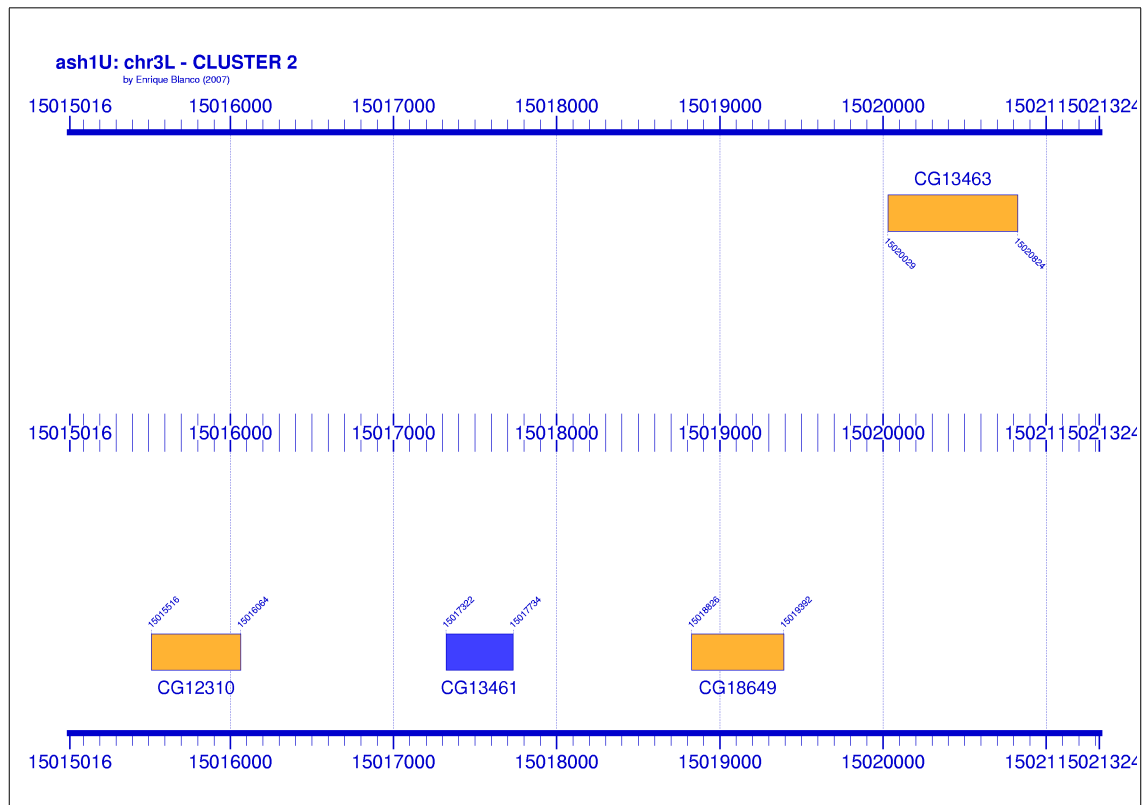

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr2R: 3951207 - 3967595

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	3951207	3954592	NM_136536	Cyp4ad1	9	Cyp4ad1 CG2110-PA
CHR2R	+	3956524	3958982	NM_057769	Cyp4e2	6	Cytochrome P450-4e2 CG2060-PA
CHR2R	+	3959281	3961558	NM_080032	Cyp4e1	6	Cytochrome P450-4e1 CG2062-PA
CHR2R	-	3961476	3963712	NM_057279	LvpH	3	Larval visceral protein H CG8696-PA
CHR2R	+	3965444	3967595	NM_057277	LvpD	3	Larval visceral protein D CG8694-PA

Cluster size: 16389 nucleotides

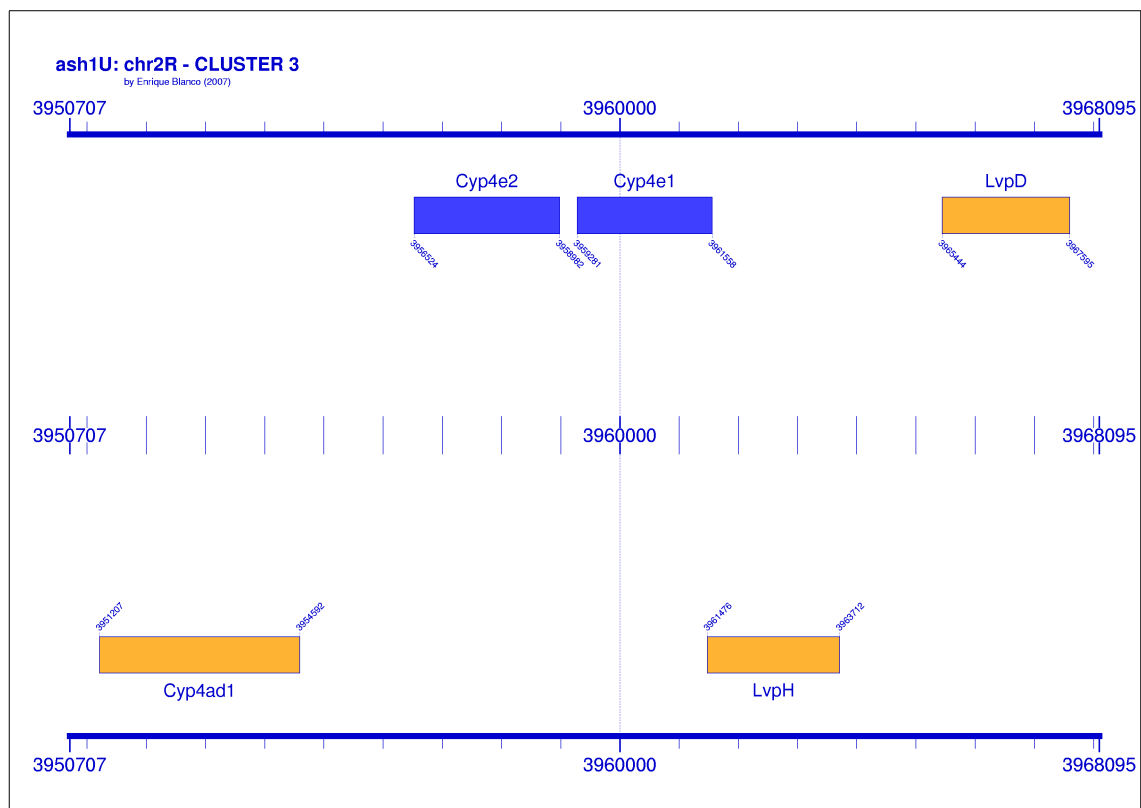

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr3R: 8197719 - 8204940

Genomic components: 3 coregulated genes, 6 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	8197719	8198366	NM_080173	GstD2	1	Glutathione S transferase D2 CG4181-PA
CHR3R	+	8198785	8199535	NM_176479	GstD3	1	Glutathione S transferase D3 CG4381-PA
CHR3R	+	8199823	8200561	NM_080174	GstD4	1	Glutathione S transferase D4 CG11512-PA
CHR3R	+	8201485	8202134	NM_080175	GstD5	1	Glutathione S transferase D5 CG12242-PA
CHR3R	+	8202893	8203539	NM_080176	GstD6	1	Glutathione S transferase D6 CG4423-PA
CHR3R	+	8204267	8204940	NM_080375	GstD7	1	Glutathione S transferase D7 CG4371-PA

Cluster size: 7222 nucleotides

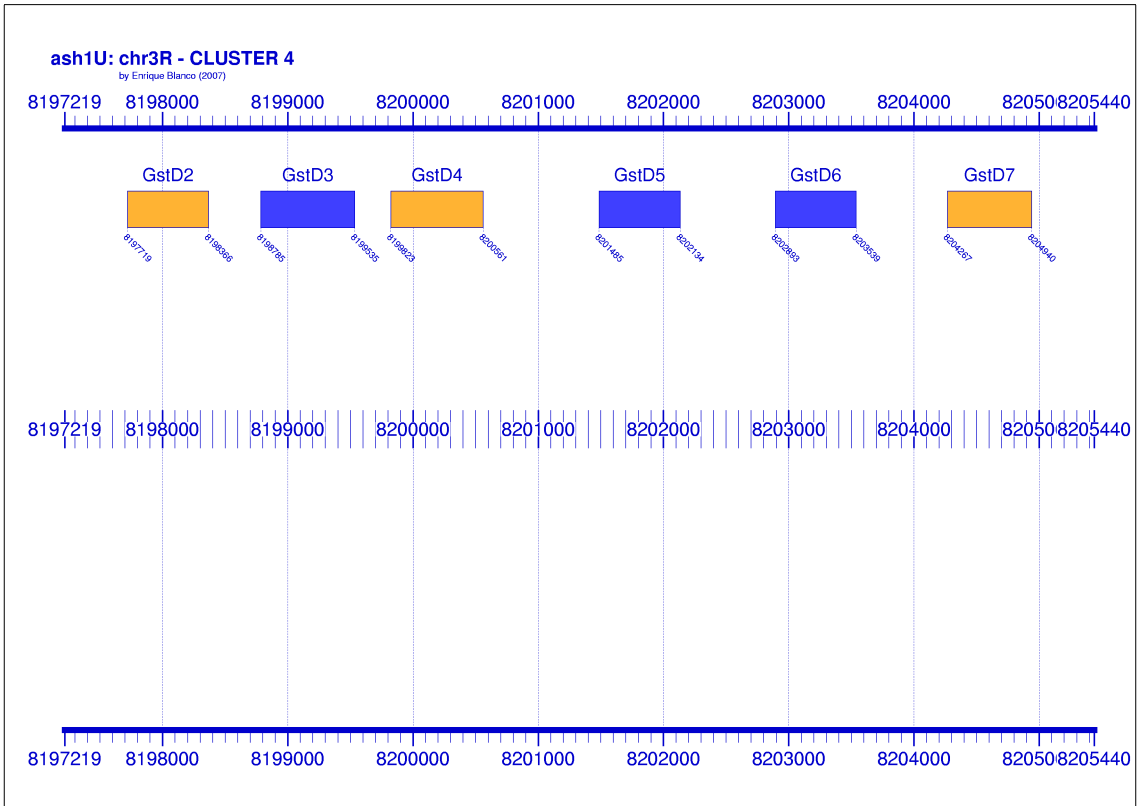

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr3R: 14551120 - 14558756

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	14551120	14552156	NM_142490	CG7714	2	CG7714-PA
CHR3R	-	14553294	14554190	NM_142491	CG7715	2	CG7715-PA
CHR3R	+	14558422	14558756	NM_142492	CG14302	2	CG14302-PA

Cluster size: 7637 nucleotides

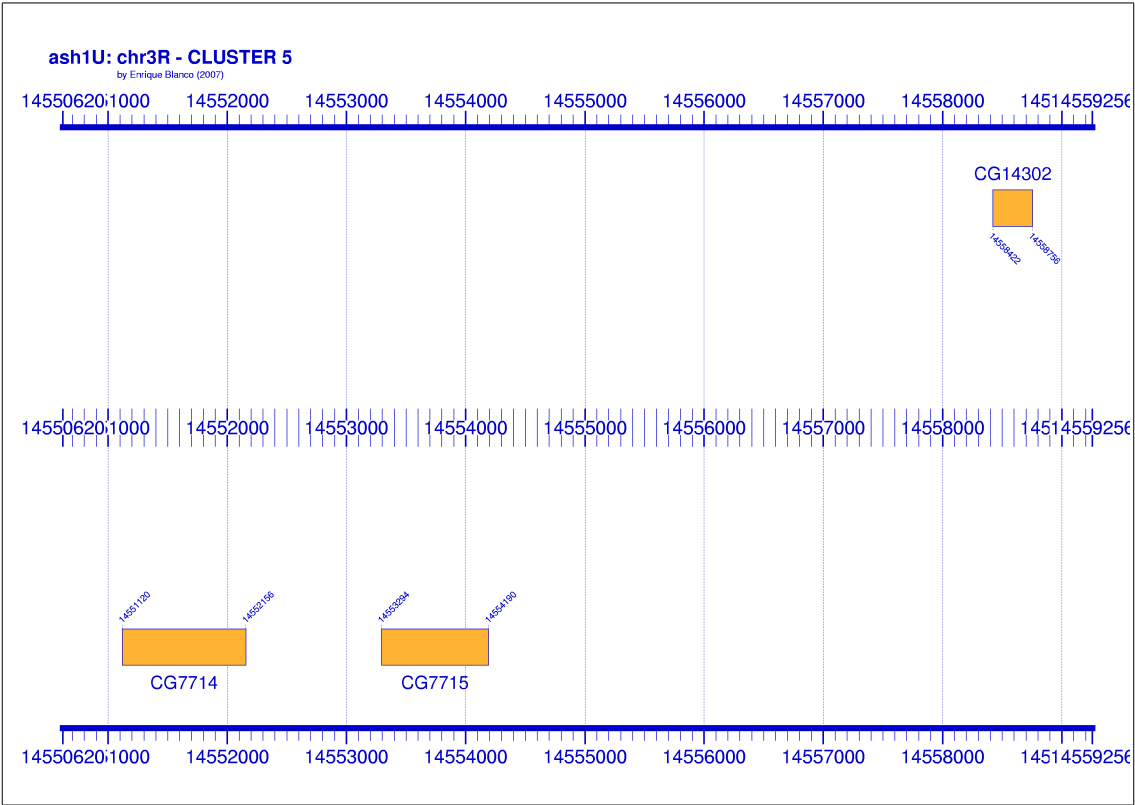

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr3R: 14960880 - 14985924

Genomic components: 3 coregulated genes, 5 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	14960880	14962858	NM_142526	Cyp12a4	4	Cyp12a4 CG6042-PA
CHR3R	-	14964788	14973629	NM_142527	CG5629	5	CG5629-PB, isoform B
CHR3R	-	14974350	14985600	NM_001032023	CG11779	7	CG11779-PC, isoform C
CHR3R	-	14974353	14979402	NM_142528	CG5835	4	CG5835-PA
CHR3R	+	14982961	14985924	NM_057310	nos	3	nanos CG5637-PA

Cluster size: 25045 nucleotides

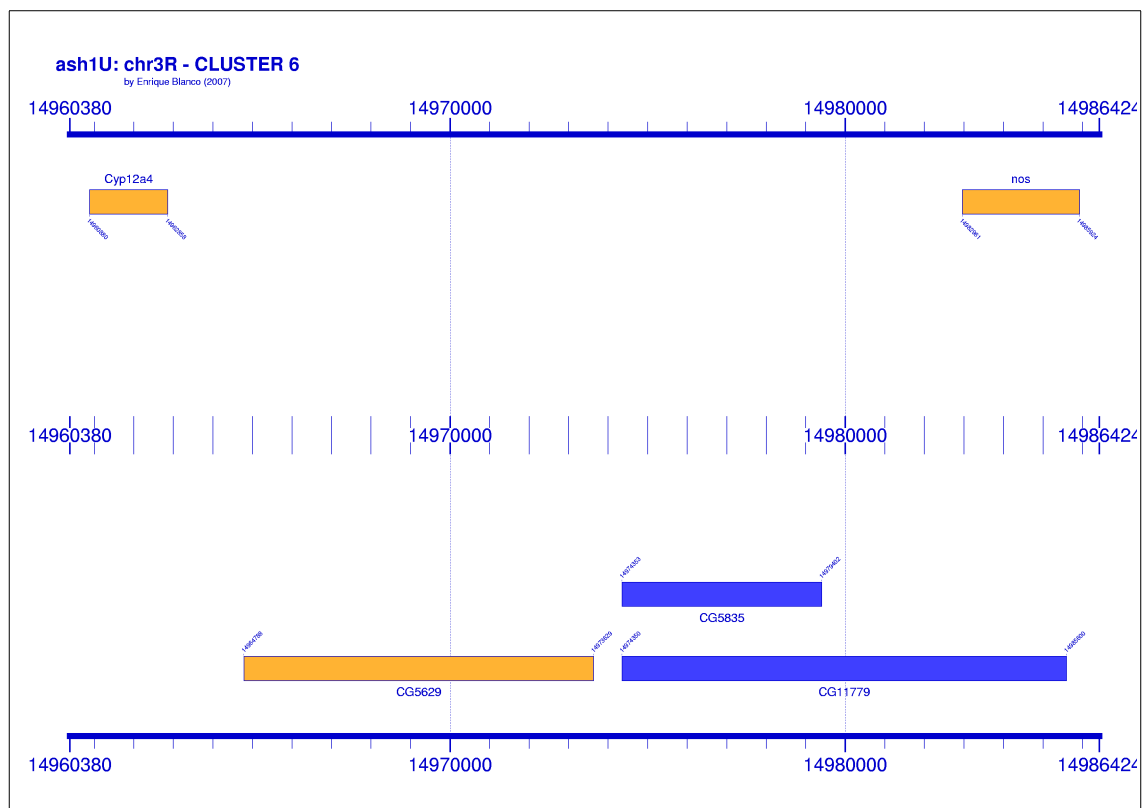

Enrique Blanco © 2007 — June 27, 2007

ash1U – chr3R: 22446329 - 22460436

Genomic components: 4 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	-	22446329	22447082	NM_143228	CG14240	1	CG14240-PA
CHR3R	-	22448172	22449270	NM_143229	CG6478	2	CG6478-PA
CHR3R	-	22450301	22451374	NM_170279	CG6447	2	CG6447-PA, isoform A
CHR3R	-	22451731	22452419	NM_143230	CG6452	1	CG6452-PA
CHR3R	-	22453687	22454429	NM_143231	CG6460	1	CG6460-PA
CHR3R	+	22455578	22456500	NM_143232	CG5471	1	CG5471-PA
CHR3R	+	22457594	22458678	NM_170281	CG5476	1	CG5476-PA
CHR3R	+	22459455	22460436	NM_143233	CG31080	2	CG31080-PA

Cluster size: 14108 nucleotides

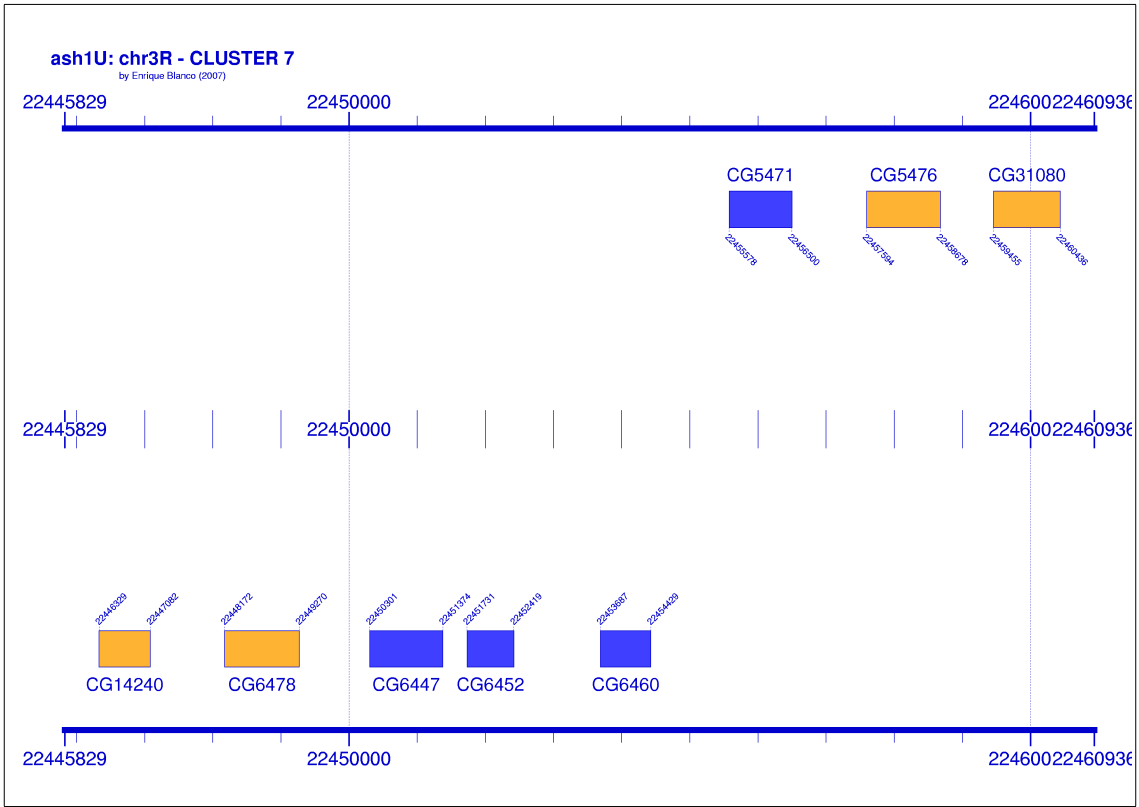

Enrique Blanco © 2007 — June 27, 2007

ash1D – chr3R: 2155971 - 2167150

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	2155971	2157531	NM_141382	Osi18	2	Osiris 18 CG1169-PA
CHR3R	+	2161085	2162918	NM_141383	Osi19	4	Osiris 19 CG15189-PA
CHR3R	+	2165818	2167150	NM_141384	Osi20	2	Osiris 20 CG15188-PA

Cluster size: 11180 nucleotides

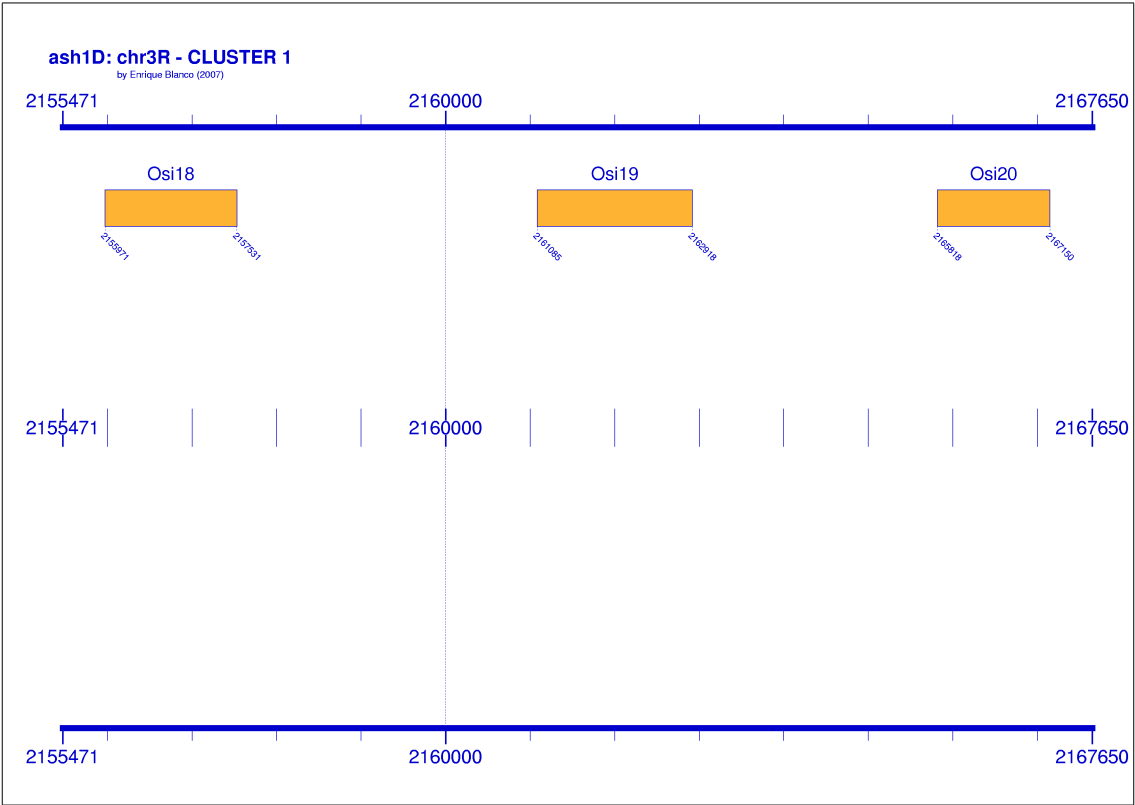

Enrique Blanco © 2007 — June 26, 2007

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 8 — Average lengths of the deregulated genes on each microarray (clustered or not).

Microarray	Avg. Size of all deregulated genes	Avg. Size of deregulated genes in Clusters	Avg. Size of deregulated genes Not in Clusters
Trithorax	2,965	946	3,416
ASH2	3,341	860	4,064
NURF	4,064	1,559	4,302
dMyc	3,343	930	3,711
ASH1	5,229	1,380	5,526
Total Avg.	3,788	1,135	4,204

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 9 — Clustering analysis in other microarrays of transcription factors.

TF	Genes ↑	Genes ↓	Clusters ↑	Clusters ↓	Reference
<i>fkf</i>	254	134	3	0	Insect Molecular Biology 17:91-101 (2008)
<i>ey</i>	254	-	0	-	Genome Research 16:466-476 (2006)
<i>spdk</i>	33	10	0	0	The EMBO Journal 24:4304-4315 (2005)
<i>gcm</i>	147	181	0	1	Developmental Biology 296:545-560 (2006)
<i>Otd</i>	287	-	0	-	Genome Biology 3:R15 (2002)
<i>lab</i>	48	48	0	0	Genome Biology 2:R15 (2001)

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 10 — Average gene size of deregulated genes in the microarrays analyzed in this study.

Microarray	Avg. size of misexpressed genes	Clusters	Reference	Class
**Rovers**	2,871	2	Riedl <i>et al.</i> (2005)	**CTRL**
**Trithorax**	2,965	25	-	**CHRE**
**ASH2**	3,341	8	-	**CHRE**
**dMyc**	3,343	6	Goodliffe <i>et al.</i> (2005)	**CHRE**
**Sitters**	3,425	3	Riedl <i>et al.</i> (2005)	**CTRL**
**Spotted-dick**	3,770	0	Page <i>et al.</i> (2005)	**SIXF**
**NURF**	4,064	7	Badenhorst <i>et al.</i> (2005)	**CHRE**
**Orthodenticle**	4,248	0	Montalta-He <i>et al.</i> (2002)	**SIXF**
**Larvae**	4,463	1	Arbeitman <i>et al.</i> (2002)	**CTRL**
**ASH1**	5,229	8	Goodliffe <i>et al.</i> (2007)	**CHRE**
**Gcm**	5,579	1	Althenheim <i>et al.</i> (2006)	**SIXF**
**Fork-head**	6,560	3	Liu <i>et al.</i> (2008)	**SIXF**
**Labial**	8,356	0	Leemans <i>et al.</i> (2001)	**SIXF**
**Eyeless**	9,985	0	Ostrin <i>et al.</i> (2006)	**SIXF**

CHRE: Chromatin remodeling factors

SIXF: Six TF (non-related to *trx*)

CTRL: Other microarrays (control)

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 12 — GO functional annotation of the trx clusters.

trxU – cluster 1

Genomic components:

NAME	RefSeq	Function
**LysB**	NM_079158	GO:0003796 lysozyme activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process
**LysC**	NM_080130	GO:0003796 lysozyme activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process
**LysD**	NM_057475	GO:0003796 lysozyme activity
		GO:0004568 chitinase activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process
**LysE**	NM_057479	GO:0003796 lysozyme activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process
**LysP**	NM_057480	GO:0003796 lysozyme activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process
**LysS**	NM_057481	GO:0003796 lysozyme activity
		GO:0005576 extracellular region
		GO:0006960 antimicrobial humoral response (sensu Protostomia)
		GO:0016998 cell wall catabolic process

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0005576	extracellular region	100 %
2	GO:0006960	antimicrobial humoral response (sensu Protostomia)	100 %
3	GO:0016998	cell wall catabolic process	100 %
4	GO:0003796	lysozyme activity	100 %
5	GO:0004568	chitinase activity	16 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 2

Genomic components:

NAME	RefSeq	Function	
**Hsp26**	NM_079273	GO:0006457	protein folding
		GO:0006952	defense response
		GO:0008340	determination of adult life span
		GO:0009408	response to heat
**Hsp67BA**	NM_079274	GO:0006457	protein folding
		GO:0006950	response to stress
		GO:0006952	defense response
		GO:0009408	response to heat
**Hsp23**	NM_079275	GO:0003779	actin binding
		GO:0006457	protein folding
		GO:0006952	defense response
		GO:0009408	response to heat
**Hsp27**	NM_079276	GO:0006457	protein folding
		GO:0006952	defense response
		GO:0008340	determination of adult life span
		GO:0009408	response to heat
		GO:0042026	protein refolding

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0009408	response to heat	100 %
2	GO:0006952	defense response	100 %
3	GO:0006457	protein folding	100 %
4	GO:0008340	determination of adult life span	50 %
5	GO:0042026	protein refolding	25 %
6	GO:0006950	response to stress	25 %
7	GO:0003779	actin binding	25 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 3

Genomic components:

NAME	RefSeq	Function	
**Sgs8**	NM_057371	GO:0005198	structural molecule activity
		GO:0005576	extracellular region
		GO:0007594	puparial adhesion
**Sgs7**	NM_057370	GO:0005198	structural molecule activity
		GO:0005576	extracellular region
		GO:0007594	puparial adhesion
**CG33272**	NM_206323	GO:0003674	molecular_function
		GO:0005575	cellular_component
		GO:0008150	biological_process
**Sgs3**	NM_079300	GO:0005198	structural molecule activity
		GO:0005576	extracellular region
		GO:0007594	puparial adhesion

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0005198	structural molecule activity	75 %
2	GO:0005576	extracellular region	75 %
3	GO:0007594	puparial adhesion	75 %
4	GO:0008150	biological_process	25 %
5	GO:0003674	molecular_function	25 %
6	GO:0005575	cellular_component	25 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 4

Genomic components:

NAME	RefSeq	Function
**CG5883**	NM_140269	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane
**CG7252**	NM_140270	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane
**CG17826**	NM_140271	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding

GO density (3 genes):

RANKING	GO id	Function	Frequency
1	GO:0005576	extracellular region	100 %
2	GO:0006030	chitin metabolic process	100 %
3	GO:0008061	chitin binding	100 %
4	GO:0016490	structural constituent of peritrophic membrane	66 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 5

Genomic components:

NAME	RefSeq	Function
CG13461	NM_140481	
CG18649	NM_140482	
CG13463	NM_140483	
CG13460	NM_140484	

GO density (4 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 6

Genomic components:

NAME	RefSeq	Function
**CG7290**	NM_140931	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane
**CG6996**	NM_140932	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane
**CG32224**	NM_168832	
**CG7017**	NM_140933	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane
**CG6933**	NM_140934	GO:0005576 extracellular region
		GO:0006030 chitin metabolic process
		GO:0008061 chitin binding
		GO:0016490 structural constituent of peritrophic membrane

GO density (5 genes):

RANKING	GO id	Function	Frequency
1	GO:0005576	extracellular region	80 %
2	GO:0016490	structural constituent of peritrophic membrane	80 %
3	GO:0006030	chitin metabolic process	80 %
4	GO:0008061	chitin binding	80 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 7

Genomic components:

NAME	RefSeq	Function
CG9080	NM_136806	
CG13226	NM_136807	
CG30029	NM_165812	
CG7738	NM_136809	
OR47A	NM_078965	GO:0004984 olfactory receptor activity<br>GO:0005549 odorant binding<br>GO:0007608 sensory perception of smell<br>GO:0016021 integral to membrane
CG9079	NM_136810	GO:0005214 structural constituent of chitin-based cuticle
CG13224	NM_136811	GO:0008010 structural constituent of chitin-based larval cuticle

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0008010	structural constituent of chitin-based larval cuticle	14 %
2	GO:0005214	structural constituent of chitin-based cuticle	14 %
3	GO:0004984	olfactory receptor activity	14 %
4	GO:0005549	odorant binding	14 %
5	GO:0016021	integral to membrane	14 %
6	GO:0007608	sensory perception of smell	14 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 8

Genomic components:

NAME	RefSeq	Function
**CG18107**	NM_145336	
**CG15067**	NM_137476	
**IM2**	NM_166277	GO:0005576 extracellular region<br>GO:0006952 defense response
**IM3**	NM_144111	GO:0003674 molecular function<br>GO:0005576 extracellular region<br>GO:0006952 defense response<br>GO:0008063 Toll signaling pathway<br>GO:0019731 antibacterial humoral response
**CG16836**	NM_144110	
**CG15065**	NM_144109	
**CG15068**	NM_176222	

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0005576	extracellular region	28 %
2	GO:0006952	defense response	28 %
3	GO:0019731	antibacterial humoral response	14 %
4	GO:0008063	Toll signaling pathway	14 %
5	GO:0003674	molecular function	14 %

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 9

Genomic components:

NAME	RefSeq	Function
CG14850	NM_142114	
CG14851	NM_142115	
CG8087	NM_169585	
CG14852	NM_142116	

GO density (4 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxU – cluster 10

Genomic components:

NAME	RefSeq	Function
CG7714	NM_142490	
CG7715	NM_142491	
CG14302	NM_142492	

GO density (3 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 1

Genomic components:

NAME	RefSeq	Function
ACP1	NM_057767	GO:0008012 structural constituent of adult chitin-based cuticle
CG7214	NM_135297	
CG7211	NM_135298	GO:0005753 mitochondrial proton-transporting ATP synthase complex<br>GO:0006118 electron transport<br>GO:0006119 oxidative phosphorylation<br>GO:0006812 cation transport<br>GO:0008553 hydrogen-exporting ATPase activity, phosphorylative mechanism<br>GO:0015986 ATP synthesis coupled proton transport<br>GO:0046933 hydrogen ion transporting ATP synthase activity, rotational mechanism<br>GO:0046961 hydrogen ion transporting ATPase activity, rotational mechanism
CG7203	NM_135299	

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0046961	hydrogen ion transporting ATPase activity, rotational mechanism	25 %
2	GO:0046933	hydrogen ion transporting ATP synthase activity, rotational mechanism	25 %
3	GO:0008553	hydrogen-exporting ATPase activity, phosphorylative mechanism	25 %
4	GO:0015986	ATP synthesis coupled proton transport	25 %
5	GO:0006119	oxidative phosphorylation	25 %
6	GO:0006118	electron transport	25 %
7	GO:0006812	cation transport	25 %
8	GO:0005753	mitochondrial proton-transporting ATP synthase complex	25 %
9	GO:0008012	structural constituent of adult chitin-based cuticle	25 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 2

Genomic components:

NAME	RefSeq	Function
**CG9149**	NM_138250	GO:0003985 acetyl-CoA C-acetyltransferase activity<br>GO:0005829 cytosol
**CG2277**	NM_138251	GO:0006139 nucleobase, nucleoside, nucleotide and nucleic acid metabolic process<br>GO:0006144 purine base metabolic process<br>GO:0019204 nucleotide phosphatase activity
**CG2469**	NM_176271	GO:0005488 binding
**CG9186**	NM_138253	

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0003985	acetyl-CoA C-acetyltransferase activity	25 %
2	GO:0006144	purine base metabolic process	25 %
3	GO:0005829	cytosol	25 %
4	GO:0019204	nucleotide phosphatase activity	25 %
5	GO:0005488	binding	25 %
6	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	25 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 3

Genomic components:

NAME	RefSeq	Function
CG12607	NM_139646	
CG11345	NM_139647	
CG15022	NM_139648	
CG15023	NM_139649	
CG15024	NM_144079	
CG32241	NM_168087	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process

GO density (6 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	16 %
2	GO:0003674	molecular_function	16 %
3	GO:0005575	cellular_component	16 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 4

Genomic components:

NAME	RefSeq	Function
**L(3)MBN**	NM_001014570	GO:0005737 cytoplasm
		GO:0005886 plasma membrane
		GO:0042302 structural constituent of cuticle
		GO:0042387 plasmotocyte differentiation
**CG18779**	NM_144405	
**CG18778**	NM_144404	
**LCP65Ag2**	NM_057924	GO:0008010 structural constituent of chitin-based larval cuticle
**LCP65Ag1**	NM_057925	GO:0005576 extracellular region
		GO:0008010 structural constituent of chitin-based larval cuticle
		GO:0008363 larval chitin-based cuticle development
**LCP65Af**	NM_057926	GO:0008010 structural constituent of chitin-based larval cuticle
**LCP65AE**	NM_176290	GO:0008010 structural constituent of chitin-based larval cuticle
**CG32405**	NM_168158	GO:0005214 structural constituent of chitin-based cuticle
**CG32404**	NM_168159	GO:0005214 structural constituent of chitin-based cuticle
**LCP65Ad**	NM_057930	GO:0008010 structural constituent of chitin-based larval cuticle
**LCP65Ac**	NM_057931	GO:0008010 structural constituent of chitin-based larval cuticle
**LCP65Ab2**	NM_176291	GO:0008010 structural constituent of chitin-based larval cuticle
**LCP65Ab1**	NM_080075	GO:0005576 extracellular region
		GO:0008010 structural constituent of chitin-based larval cuticle
		GO:0008363 larval chitin-based cuticle development
**CG18777**	NM_144403	
**LCP65AA**	NM_057932	GO:0008010 structural constituent of chitin-based larval cuticle

GO density (15 genes):

RANKING	GO id	Function	Frequency
1	GO:0008010	structural constituent of chitin-based larval cuticle	60 %
2	GO:0008363	larval chitin-based cuticle development	13 %
3	GO:0005576	extracellular region	13 %
4	GO:0005214	structural constituent of chitin-based cuticle	13 %
5	GO:0005886	plasma membrane	6 %
6	GO:0042387	plasmotocyte differentiation	6 %
7	GO:0005737	cytoplasm	6 %
8	GO:0042302	structural constituent of cuticle	6 %

trxD – cluster 5

Genomic components:

NAME	RefSeq	Function
CG8012	NM_144191	
CG13674	NM_139935	
CG13678	NM_139936	

GO density (3 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 6

Genomic components:

NAME	RefSeq	Function
**CG7628**	NM_140184	GO:0005315 inorganic phosphate transporter activity
		GO:0006796 phosphate metabolic process
		GO:0006817 phosphate transport
		GO:0015114 phosphate transporter activity
		GO:0016020 membrane
**NOL**	NM_080275	GO:0005576 extracellular region
		GO:0007405 neuroblast proliferation
**CG32074**	NM_168447	GO:0003674 molecular_function
		GO:0005575 cellular_component
		GO:0008150 biological_process
**CG14143**	NM_140185	

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0006796	phosphate metabolic process	25 %
2	GO:0008150	biological_process	25 %
3	GO:0005576	extracellular region	25 %
4	GO:0005315	inorganic phosphate transporter activity	25 %
5	GO:0006817	phosphate transport	25 %
6	GO:0007405	neuroblast proliferation	25 %
7	GO:0003674	molecular_function	25 %
8	GO:0015114	phosphate transporter activity	25 %
9	GO:0016020	membrane	25 %
10	GO:0005575	cellular_component	25 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 7

Genomic components:

NAME	RefSeq	Function
CG13069	NM_144161	
CG4950	NM_140598	GO:0004872 receptor activity<br>GO:0006952 defense response<br>GO:0007155 cell adhesion<br>GO:0007165 signal transduction<br>GO:0007166 cell surface receptor linked signal transduction<br>GO:0019221 cytokine and chemokine mediated signaling pathway<br>GO:0019226 transmission of nerve impulse
CG13068	NM_140599	
CG13067	NM_206383	
CG13066	NM_144160	
CG13065	NM_140601	
CG13050	NM_140602	
CG13064	NM_206384	
CG13049	NM_140603	
CG13048	NM_140604	
CG13047	NM_140605	
CG13046	NM_140606	
CG13045	NM_140607	
CG4962	NM_140608	

GO density (14 genes):

RANKING	GO id	Function	Frequency
1	GO:0019221	cytokine and chemokine mediated signaling pathway	7 %
2	GO:0006952	defense response	7 %
3	GO:0007155	cell adhesion	7 %
4	GO:0007166	cell surface receptor linked signal transduction	7 %
5	GO:0004872	receptor activity	7 %
6	GO:0019226	transmission of nerve impulse	7 %
7	GO:0007165	signal transduction	7 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 8

Genomic components:

NAME	RefSeq	Function
CG4982	NM_140609	
CG13044	NM_140610	
CG13043	NM_140611	
CG13063	NM_140612	
CG13042	NM_140613	
CG32160	NM_168658	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
CG13062	NM_140614	
NPLP3	NM_144453	GO:0005184 neuropeptide hormone activity<br>GO:0005576 extracellular region<br>GO:0007218 neuropeptide signaling pathway
CG13041	NM_140615	
CG13060	NM_140616	
CG13059	NM_140617	

GO density (11 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	9 %
2	GO:0007218	neuropeptide signaling pathway	9 %
3	GO:0005576	extracellular region	9 %
4	GO:0003674	molecular_function	9 %
5	GO:0005184	neuropeptide hormone activity	9 %
6	GO:0005575	cellular_component	9 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 9

Genomic components:

NAME	RefSeq	Function
**CG11310**	NM_141041	GO:0042302 structural constituent of cuticle
**CG7663**	NM_141042	GO:0042302 structural constituent of cuticle
**EDG78E**	NM_079474	GO:0008011 structural constituent of pupal chitin-based cuticle
**CG7658**	NM_141043	GO:0008010 structural constituent of chitin-based larval cuticle

GO density (4 genes):

RANKING	GO id	Function	Frequency
1	GO:0042302	structural constituent of cuticle	50 %
2	GO:0008010	structural constituent of chitin-based larval cuticle	25 %
3	GO:0008011	structural constituent of pupal chitin-based cuticle	25 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 10

Genomic components:

NAME	RefSeq	Function
CG14569	NM.141097	
CG14568	NM.141098	
CG14573	NM.141099	
CG14567	NM.141100	
CG14566	NM.141101	
CG14572	NM.141102	
CG14565	NM.141103	
SYN1	NM.168937	GO:0005200 structural constituent of cytoskeleton
		GO:0005215 transporter activity
		GO:0006810 transport
		GO:0006936 muscle contraction
		GO:0007165 signal transduction
		GO:0007268 synaptic transmission
		GO:0008092 cytoskeletal protein binding
		GO:0008307 structural constituent of muscle
CG14564	NM.141104	GO:0016013 syntrophin complex

GO density (9 genes):

RANKING	GO id	Function	Frequency
1	GO:0005215	transporter activity	11 %
2	GO:0016013	syntrophin complex	11 %
3	GO:0008307	structural constituent of muscle	11 %
4	GO:0007268	synaptic transmission	11 %
5	GO:0005200	structural constituent of cytoskeleton	11 %
6	GO:0006936	muscle contraction	11 %
7	GO:0008092	cytoskeletal protein binding	11 %
8	GO:0007165	signal transduction	11 %
9	GO:0006810	transport	11 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 11

Genomic components:

NAME	RefSeq	Function
**CG8836**	NM_136929	GO:0008010 structural constituent of chitin-based larval cuticle
**OR49A**	NM_078987	GO:0004984 olfactory receptor activity<br>GO:0005549 odorant binding<br>GO:0007608 sensory perception of smell<br>GO:0016021 integral to membrane<br>GO:0042048 olfactory behavior
**CG30048**	NM_165895	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
**CG8505**	NM_136930	GO:0005214 structural constituent of chitin-based cuticle
**CG8510**	NM_136931	GO:0042302 structural constituent of cuticle
**CG8511**	NM_136932	GO:0005214 structural constituent of chitin-based cuticle
**CG30050**	NM_165897	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
**CG33626**	NM_001032234	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
**CG33627**	NM_001032235	GO:0003674 molecular_function<br>GO:0005575 cellular_component<br>GO:0008150 biological_process
**CG8515**	NM_136933	GO:0005214 structural constituent of chitin-based cuticle
**CG13157**	NM_136934	
**CG8834**	NM_136935	GO:0008152 metabolic process<br>GO:0016207 4-coumarate-CoA ligase activity
**CG8520**	NM_136936	GO:0016887 ATPase activity

GO density (13 genes):

RANKING	GO id	Function	Frequency
1	GO:0008150	biological_process	30 %
2	GO:0003674	molecular_function	30 %
3	GO:0005575	cellular_component	30 %
4	GO:0005214	structural constituent of chitin-based cuticle	23 %
5	GO:0016887	ATPase activity	7 %
6	GO:0008010	structural constituent of chitin-based larval cuticle	7 %
7	GO:0016021	integral to membrane	7 %
8	GO:0042048	olfactory behavior	7 %
9	GO:0016207	4-coumarate-CoA ligase activity	7 %
10	GO:0004984	olfactory receptor activity	7 %
11	GO:0005549	odorant binding	7 %
12	GO:0008152	metabolic process	7 %
13	GO:0007608	sensory perception of smell	7 %
14	GO:0042302	structural constituent of cuticle	7 %

trxD – cluster 12

Genomic components:

NAME	RefSeq	Function
CG30458	NM_166220	
CG30457	NM_137354	
CG10953	NM_137355	

GO density (3 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 13

Genomic components:

NAME	RefSeq	Function
**CCP84AG**	NM_141420	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AF**	NM_141421	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AE**	NM_141422	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AD**	NM_141423	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AC**	NM_141424	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AB**	NM_141425	GO:0008010 structural constituent of chitin-based larval cuticle
**CCP84AA**	NM_141426	GO:0008010 structural constituent of chitin-based larval cuticle

GO density (7 genes):

RANKING	GO id	Function	Frequency
1	GO:0008010	structural constituent of chitin-based larval cuticle	100 %

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 14

Genomic components:

NAME	RefSeq	Function
CG5468	NM_143227	
CG14240	NM_143228	
CG6478	NM_143229	
CG6447	NM_170279	
CG6452	NM_143230	
CG6460	NM_143231	
CG5471	NM_143232	
CG5476	NM_170281	

GO density (8 genes):

RANKING	GO id	Function	Frequency

Enrique Blanco © 2007 — July 4, 2007

trxD – cluster 15

Genomic components:

NAME	RefSeq	Function
**CG32564**	NM_167559	
**CG32563**	NM_167560	
**CG12995**	NM_132972	
**CG18258**	NM_132973	GO:0006629 lipid metabolic process<br>GO:0006644 phospholipid metabolic process<br>GO:0007275 multicellular organismal development<br>GO:0007276 gamete generation<br>GO:0007292 female gamete generation<br>GO:0016298 lipase activity
**CG5162**	NM_132974	GO:0005198 structural molecule activity<br>GO:0006644 phospholipid metabolic process<br>GO:0007292 female gamete generation<br>GO:0016298 lipase activity
**CG12998**	NM_132975	
**CG5172**	NM_132976	
**CG12997**	NM_132977	
**CG10598**	NM_132978	
**CG10597**	NM_132979	

GO density (10 genes):

RANKING	GO id	Function	Frequency
1	GO:0016298	lipase activity	20 %
2	GO:0006644	phospholipid metabolic process	20 %
3	GO:0007292	female gamete generation	20 %
4	GO:0006629	lipid metabolic process	10 %
5	GO:0007276	gamete generation	10 %
6	GO:0005198	structural molecule activity	10 %
7	GO:0007275	multicellular organismal development	10 %

Enrique Blanco © 2007 — July 4, 2007

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 13 — Clusters of genes in the genome associated with similar categories (cuticle/chitin binding).

cuticle – chr3L: 1807953 - 1825612

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	1807953	1808733	NM_139409	CG13934	2	CG13934-PA
CHR3L	-	1816167	1818693	NM_139410	CG13935	5	CG13935-PA
CHR3L	-	1823811	1825612	NM_139411	CG1919	3	CG1919-PA

Cluster size: 17660 nucleotides

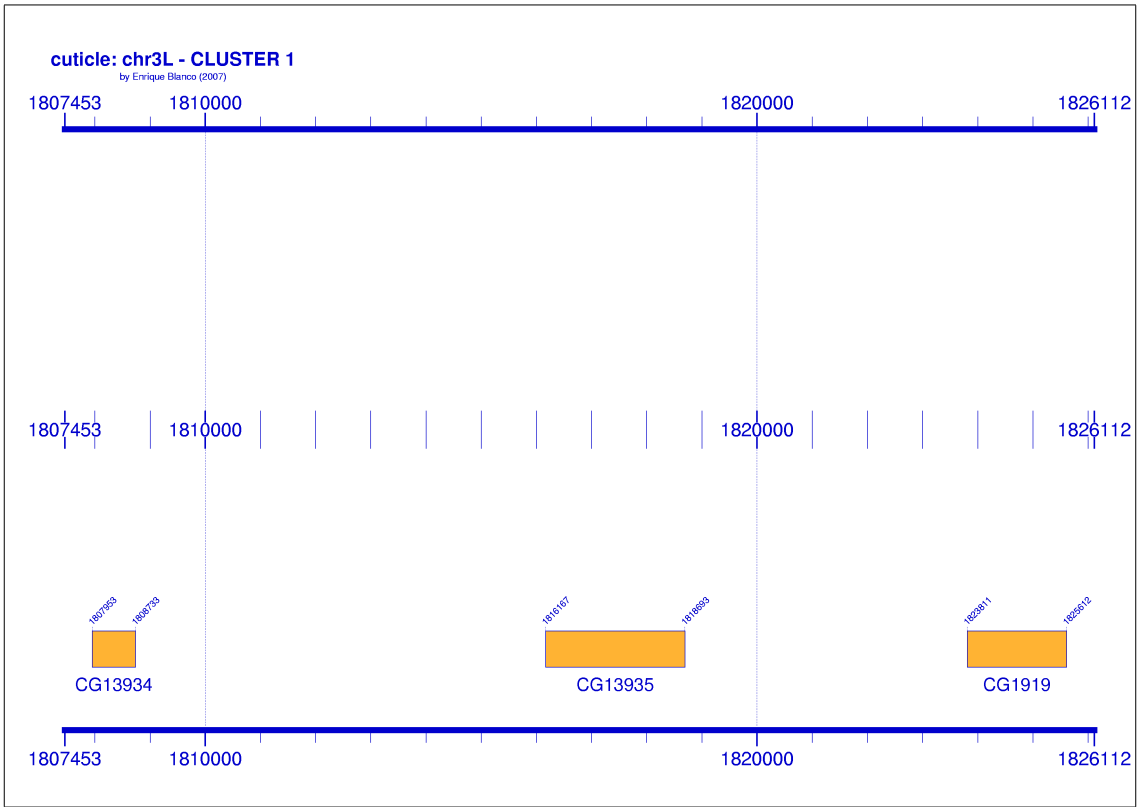

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 4191367 - 4199946

Genomic components: 4 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	4191367	4192718	NM_139615	CG15006	2	CG15006-PA
CHR3L	-	4194534	4195085	NM_139616	CG15007	2	CG15007-PA
CHR3L	-	4195776	4196405	NM_139617	CG15008	2	CG15008-PA
CHR3L	+	4198915	4199946	NM_139618	CG1259	2	CG1259-PB

Cluster size: 8580 nucleotides

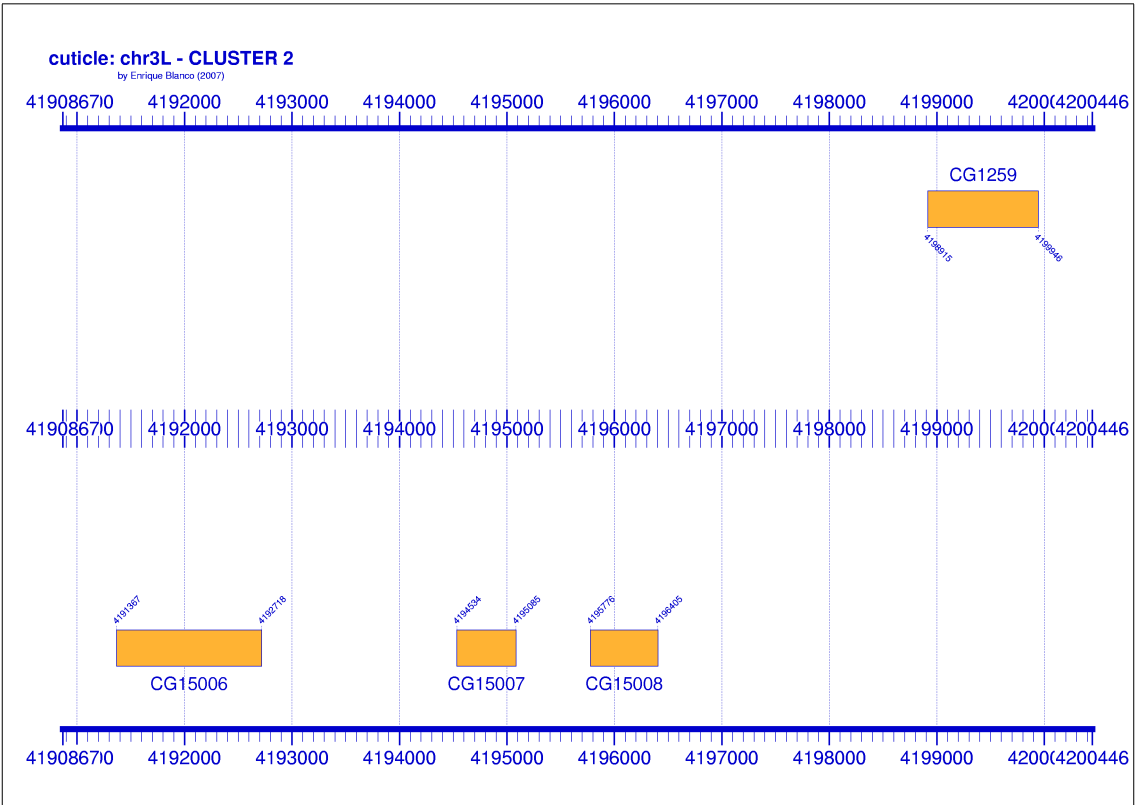

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 6097832 - 6135534

Genomic components: 14 coregulated genes, 18 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	6097832	6102566	NM_001014570	l(3)mbn	7	lethal (3) malignant blood neoplasm CG12755-PC,
CHR3L	-	6104332	6104933	NM_144405	CG18779	2	CG18779-PA
CHR3L	-	6105259	6106056	NM_144404	CG18778	2	CG18778-PA
CHR3L	-	6106936	6107547	NM_057924	Lcp65Ag2	2	Lcp65Ag2 CG10534-PA
CHR3L	-	6108643	6109217	NM_057925	Lcp65Ag1	2	Lcp65Ag1 CG10530-PA
CHR3L	-	6110251	6110718	NM_057926	Lcp65Af	2	Lcp65Af CG10533-PA
CHR3L	-	6111667	6112025	NM_176290	Lcp65Ae	2	Lcp65Ae CG10529-PA
CHR3L	-	6113169	6113920	NM_168158	CG32405	2	CG32405-PA
CHR3L	-	6115912	6116330	NM_168159	CG32404	2	CG32404-PA
CHR3L	+	6117353	6117953	NM_057930	Lcp65Ad	2	Lcp65Ad CG6955-PA
CHR3L	+	6118770	6119345	NM_057931	Lcp65Ac	2	Lcp65Ac CG6956-PA
CHR3L	+	6120617	6121036	NM_176291	Lcp65Ab2	1	Lcp65Ab2 CG18773-PA
CHR3L	+	6120668	6120981	NM_080075	Lcp65Ab1	1	Lcp65Ab1 CG32400-PA
CHR3L	-	6121477	6121928	NM_144403	CG18777	2	CG18777-PA
CHR3L	+	6125279	6125586	NM_057932	Lcp65Aa	1	Lcp65Aa CG7287-PA
CHR3L	-	6125994	6126692	NM_057934	Acp65Aa	2	Acp65Aa CG10297-PA
CHR3L	-	6130541	6131320	NM_139773	CG13297	2	CG13297-PA
CHR3L	+	6134760	6135534	NM_139774	CG12330	2	CG12330-PA

Cluster size: 37703 nucleotides

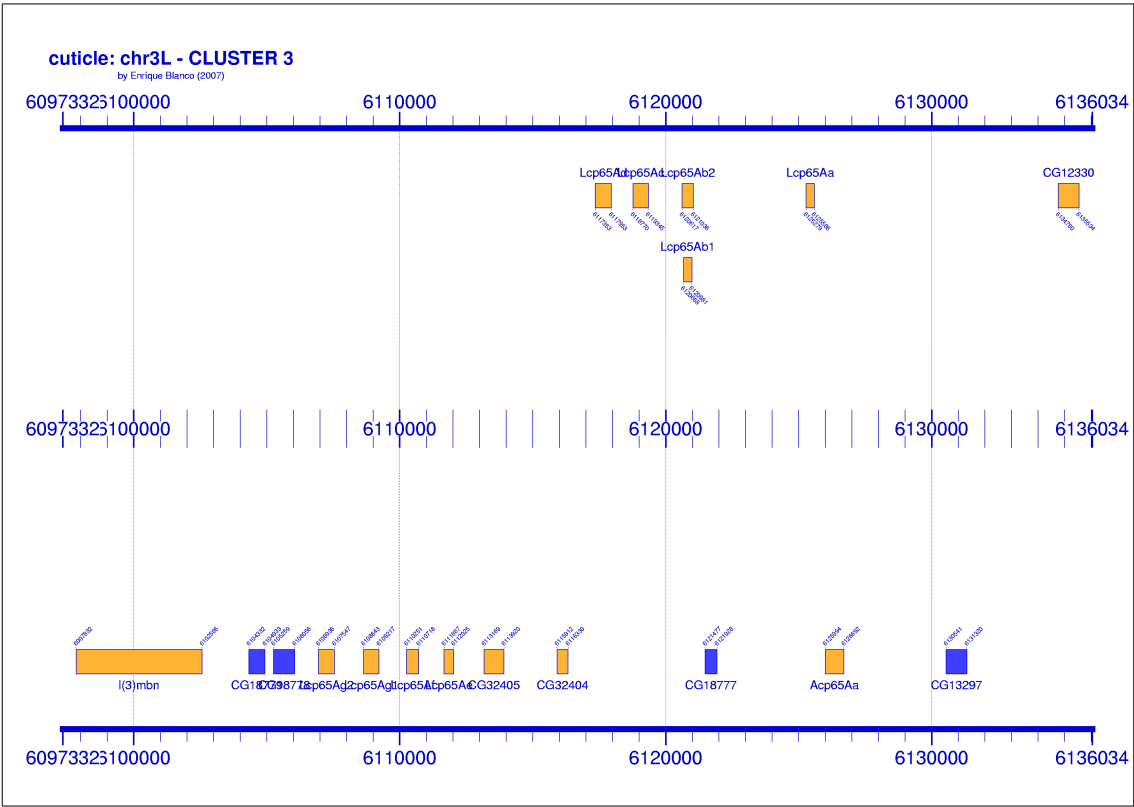

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 7060065 - 7067788

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	7060065	7060515	NM_139818	CG8640	2	CG8640-PA
CHR3L	-	7061653	7062732	NM_139819	CG8638	2	CG8638-PA
CHR3L	+	7067155	7067788	NM_139820	CG8634	2	CG8634-PA

Cluster size: 7724 nucleotides

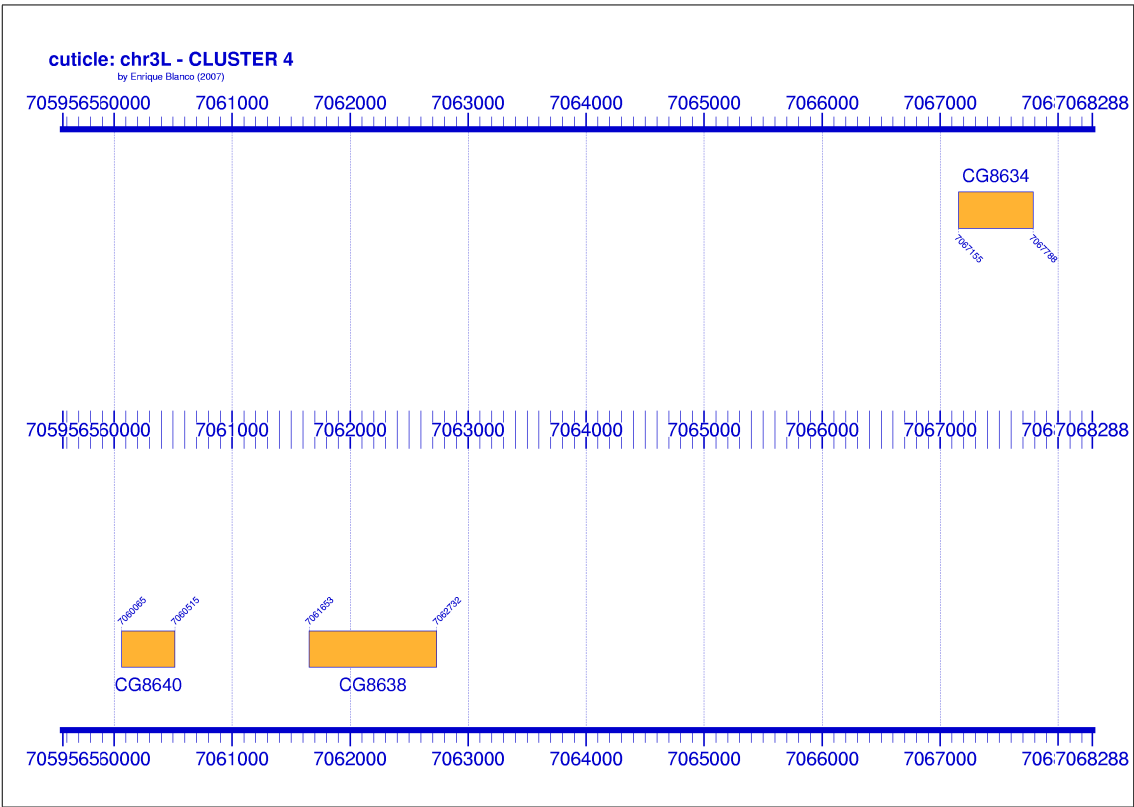

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 8294782 - 8312093

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	8294782	8296141	NM_139950	CG13670	2	CG13670-PA
CHR3L	+	8299602	8304061	NM_139951	CG7072	4	CG7072-PA
CHR3L	+	8310683	8312093	NM_139952	CG7076	3	CG7076-PA

Cluster size: 17312 nucleotides

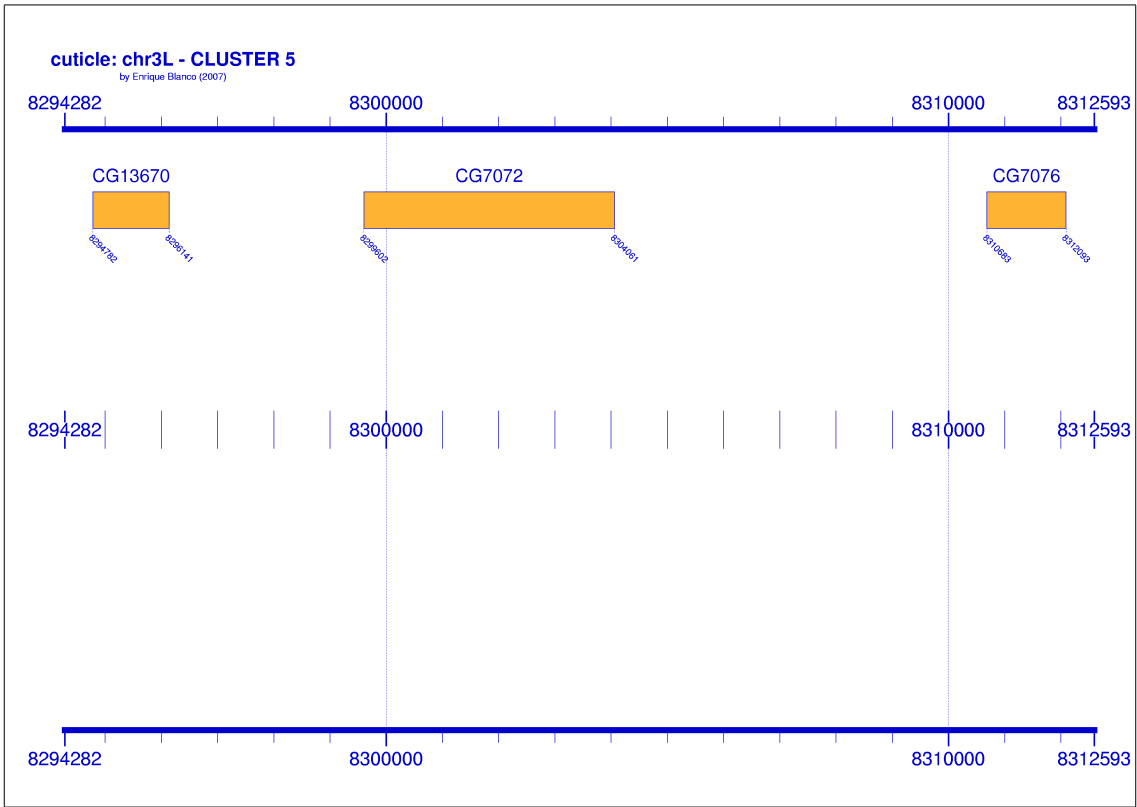

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 16327861 - 16332585

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	16327861	16328939	NM_140625	CG4818	1	CG4818-PA
CHR3L	+	16330255	16330907	NM_140626	CG12255	1	CG12255-PA
CHR3L	-	16331152	16332585	NM_140627	CG4784	1	CG4784-PA

Cluster size: 4725 nucleotides

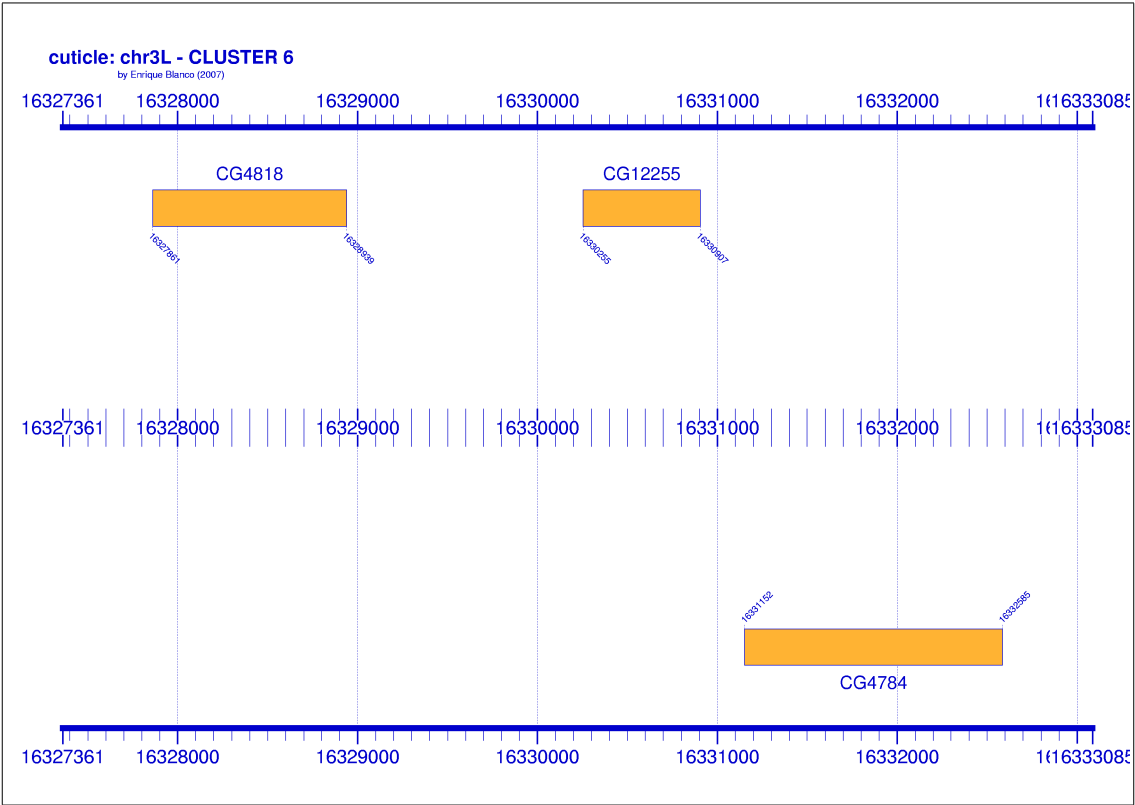

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 19482919 - 19502671

Genomic components: 4 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	19482919	19483534	NM_140863	CG9283	1	CG9283-PA
CHR3L	+	19484953	19485548	NM_140864	CG9290	1	CG9290-PA
CHR3L	+	19490729	19492403	NM_140865	CG9295	2	CG9295-PB
CHR3L	+	19498464	19502671	NM_140866	CG9299	4	CG9299-PA

Cluster size: 19753 nucleotides

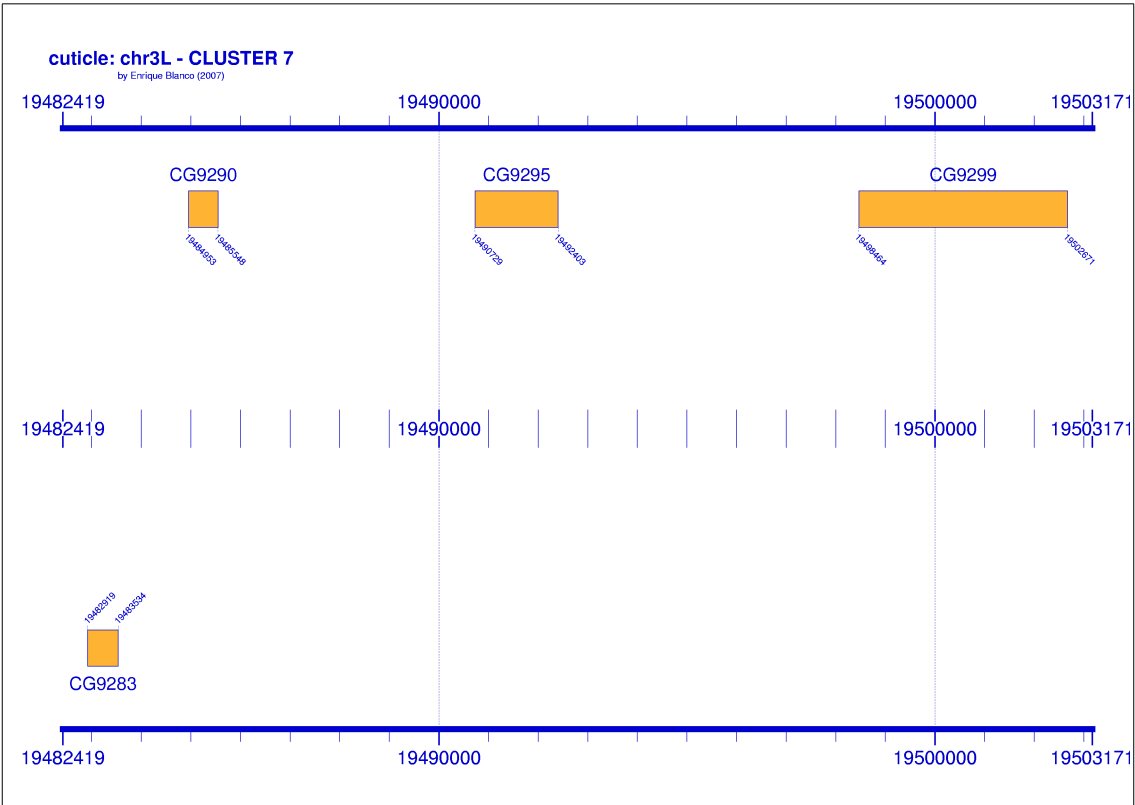

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3L: 21226060 - 21235012

Genomic components: 4 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	21226060	21226508	NM_141041	CG11310	2	CG11310-PA
CHR3L	+	21229241	21230539	NM_141042	CG7663	2	CG7663-PA
CHR3L	-	21230603	21231644	NM_079474	Edg78E	2	Ecdysone-dependent gene 78E CG7673-PA
CHR3L	+	21234428	21235012	NM_141043	CG7658	2	CG7658-PA

Cluster size: 8953 nucleotides

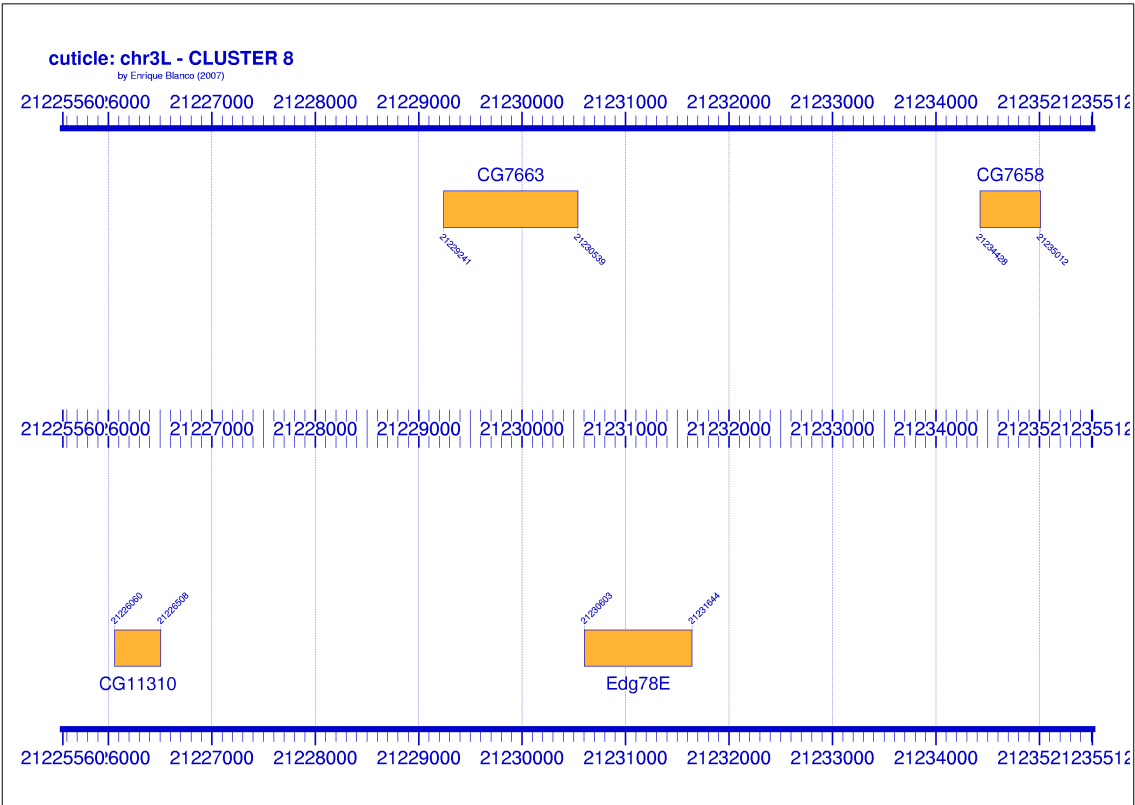

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr2R: 3942446 - 3950215

Genomic components: 4 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	3942446	3943045	NM_057271	Lcp1	2	Larval cuticle protein 1 CG11650-PA
CHR2R	-	3945779	3946388	NM_057272	Lcp2	2	Larval cuticle protein 2 CG8697-PA
CHR2R	+	3947256	3947829	NM_057273	Lcp3	2	Larval cuticle protein 3 CG2043-PA
CHR2R	+	3949469	3950215	NM_057274	Lcp4	2	Larval cuticle protein 4 CG2044-PA

Cluster size: 7770 nucleotides

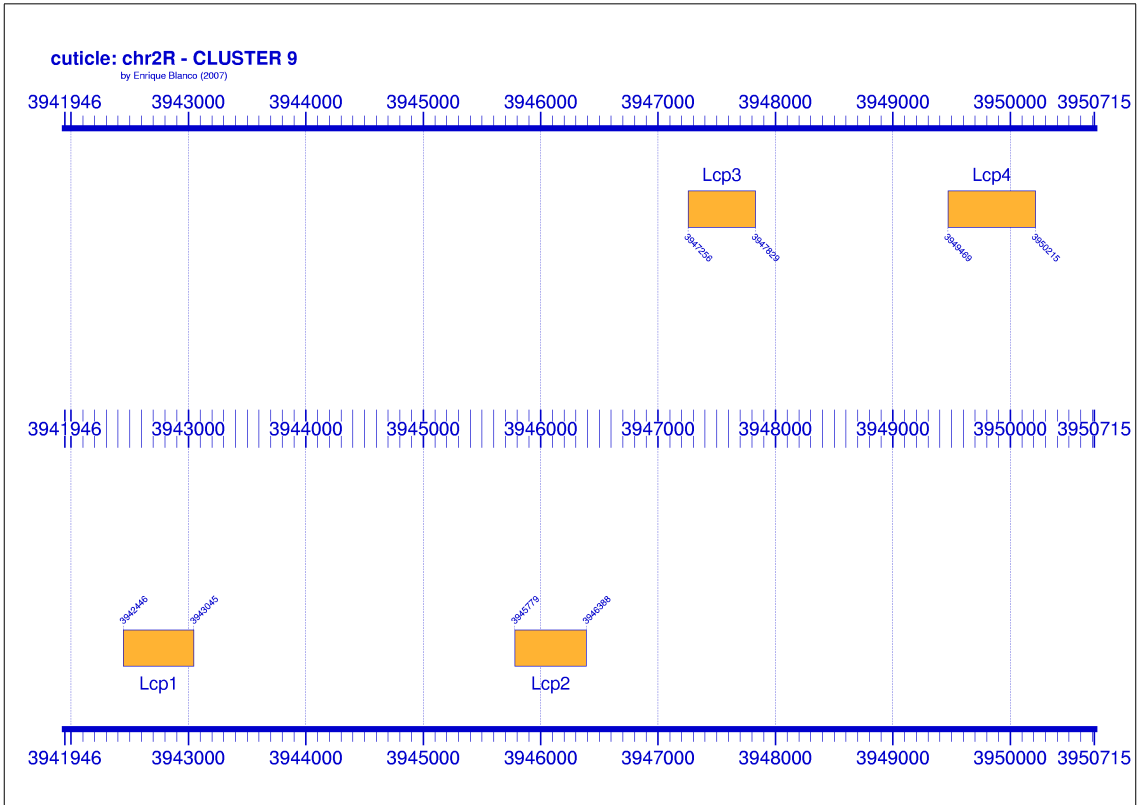

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr2R: 6768035 - 6794348

Genomic components: 7 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	-	6768035	6768798	NM_136810	CG9079	3	CG9079-PA
CHR2R	+	6771075	6771890	NM_136811	CG13224	1	CG13224-PA
CHR2R	+	6772495	6774581	NM_136812	CG13223	7	CG13223-PA
CHR2R	-	6775223	6775746	NM_136813	CG9077	2	CG9077-PA
CHR2R	-	6777220	6777697	NM_136814	CG9076	2	CG9076-PA
CHR2R	+	6781031	6782767	NM_136815	CG13222	2	CG13222-PA
CHR2R	-	6782998	6786650	NM_136816	CG13214	17	CG13214-PA, isoform A
CHR2R	-	6788256	6788945	NM_165813	CG30027	1	CG30027-PA
CHR2R	-	6789942	6791198	NM_057620	TpnC47D	4	Troponin C at 47D CG9073-PA
CHR2R	-	6793857	6794348	NM_136817	CG9070	2	CG9070-PA

Cluster size: 26314 nucleotides

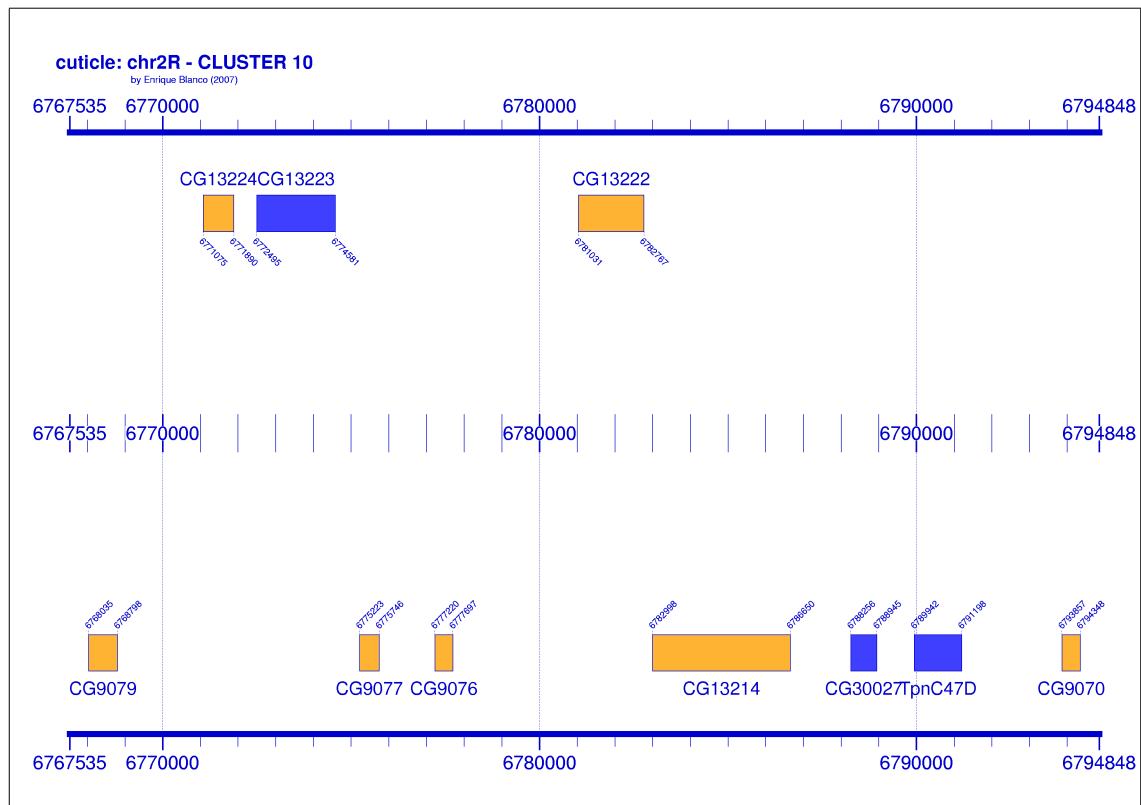

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr2R: 7902885 - 7930760

Genomic components: 6 coregulated genes, 11 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	7902885	7905964	NM_136928	CG8502	7	CG8502-PA, isoform A
CHR2R	-	7906941	7907561	NM_136929	CG8836	3	CG8836-PA
CHR2R	+	7909389	7910747	NM_078987	Or49a	4	Odorant receptor 49a CG13158-PA
CHR2R	+	7910848	7915011	NM_165895	CG30048	3	CG30048-PA, isoform A
CHR2R	+	7918121	7921019	NM_136930	CG8505	3	CG8505-PA
CHR2R	+	7921911	7922348	NM_136931	CG8510	2	CG8510-PA
CHR2R	+	7923742	7924438	NM_136932	CG8511	2	CG8511-PA
CHR2R	+	7924802	7925559	NM_165897	CG30050	3	CG30050-PA
CHR2R	+	7925985	7926601	NM_001032234	CG33626	3	CG33626-PA
CHR2R	+	7926917	7927583	NM_001032235	CG33627	3	CG33627-PA
CHR2R	+	7929968	7930760	NM_136933	CG8515	2	CG8515-PA

Cluster size: 27876 nucleotides

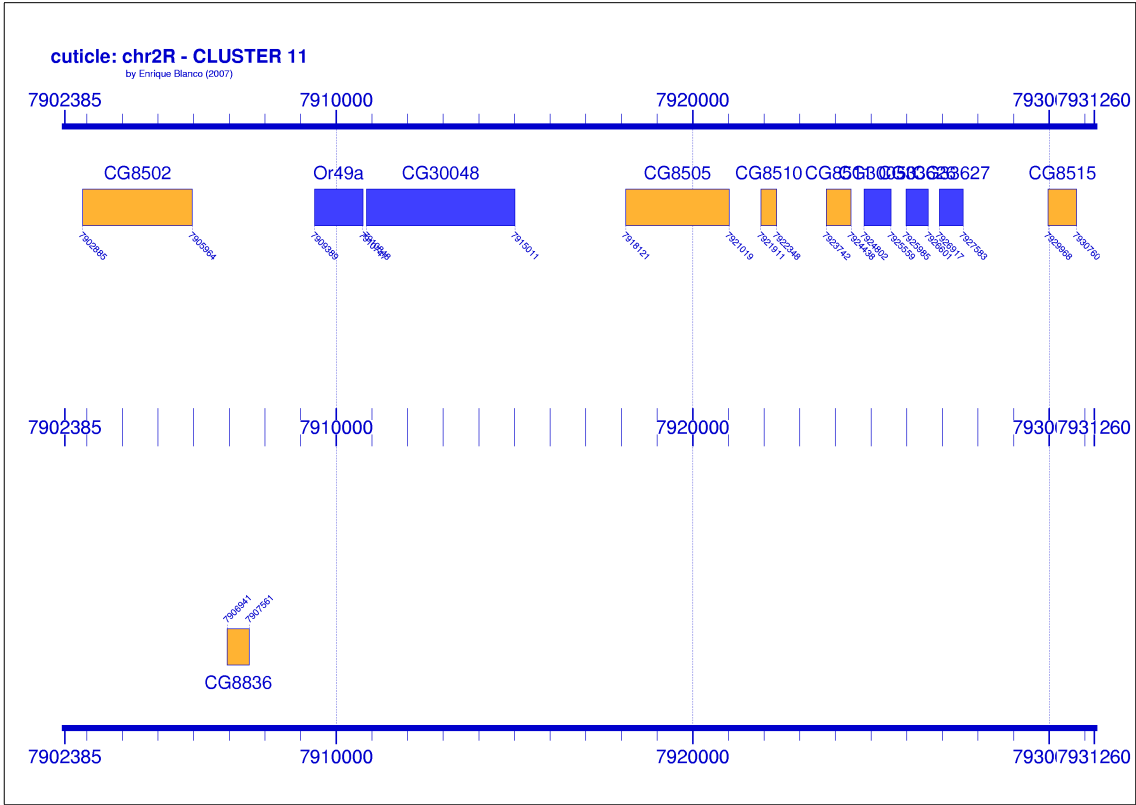

Enrique Blanco © 2007 — July 4, 2007

cuticle – chr3R: 2510171 - 2530625

Genomic components: 8 coregulated genes, 8 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3R	+	2510171	2510855	NM_079523	Edg84A	2	Ecdysone-dependent gene 84A CG2345-PA
CHR3R	+	2512449	2513761	NM_141420	Ccp84Ag	2	Ccp84Ag CG2342-PA
CHR3R	-	2515394	2515908	NM_141421	Ccp84Af	2	Ccp84Af CG1331-PA
CHR3R	-	2516611	2517480	NM_141422	Ccp84Ae	2	Ccp84Ae CG1330-PA
CHR3R	+	2518519	2519178	NM_141423	Ccp84Ad	2	Ccp84Ad CG2341-PA
CHR3R	-	2521188	2521993	NM_141424	Ccp84Ac	2	Ccp84Ac CG1327-PA
CHR3R	-	2527689	2528599	NM_141425	Ccp84Ab	2	Ccp84Ab CG1252-PA
CHR3R	+	2529803	2530625	NM_141426	Ccp84Aa	2	Ccp84Aa CG2360-PA

Cluster size: 20455 nucleotides

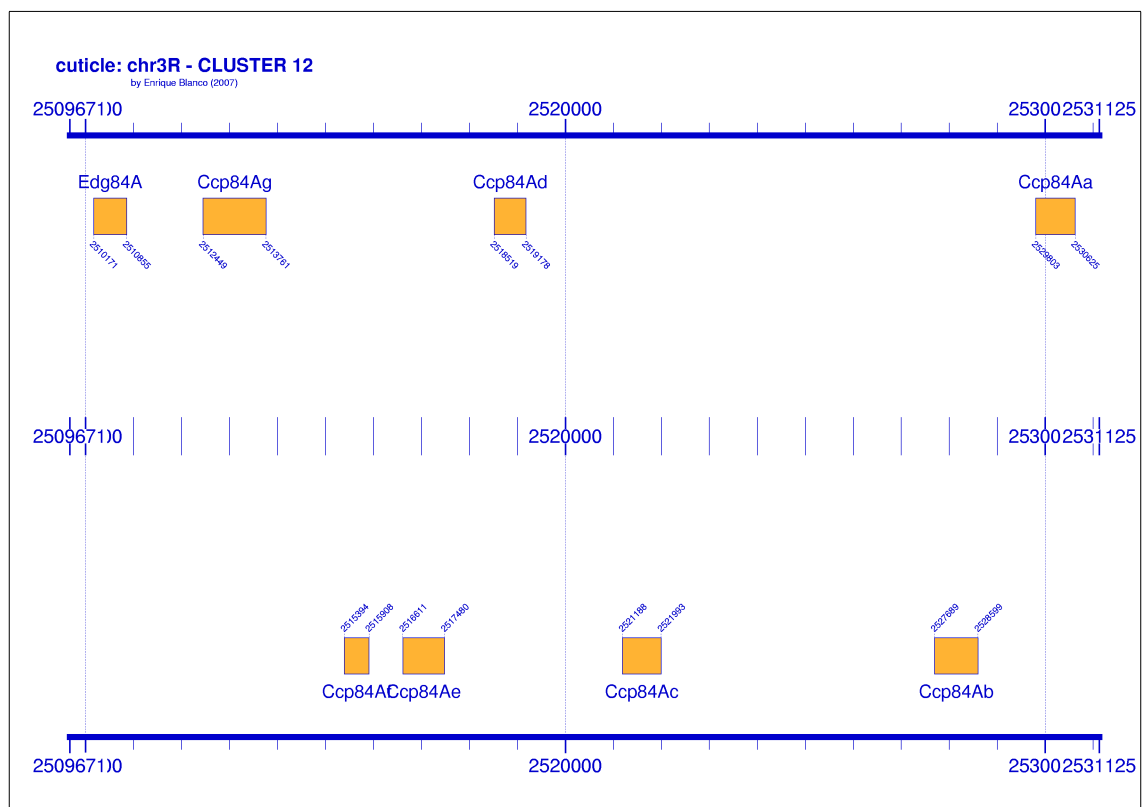

Enrique Blanco © 2007 — July 4, 2007

chitinbinding – chr3L: 2249925 - 2253369

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	+	2249925	2251174	NM_139451	CG13806	2	CG13806-PA
CHR3L	+	2251401	2252060	NM_167943	CG32304	1	CG32304-PA
CHR3L	+	2252358	2253369	NM_167944	CG32302	1	CG32302-PA

Cluster size: 3445 nucleotides

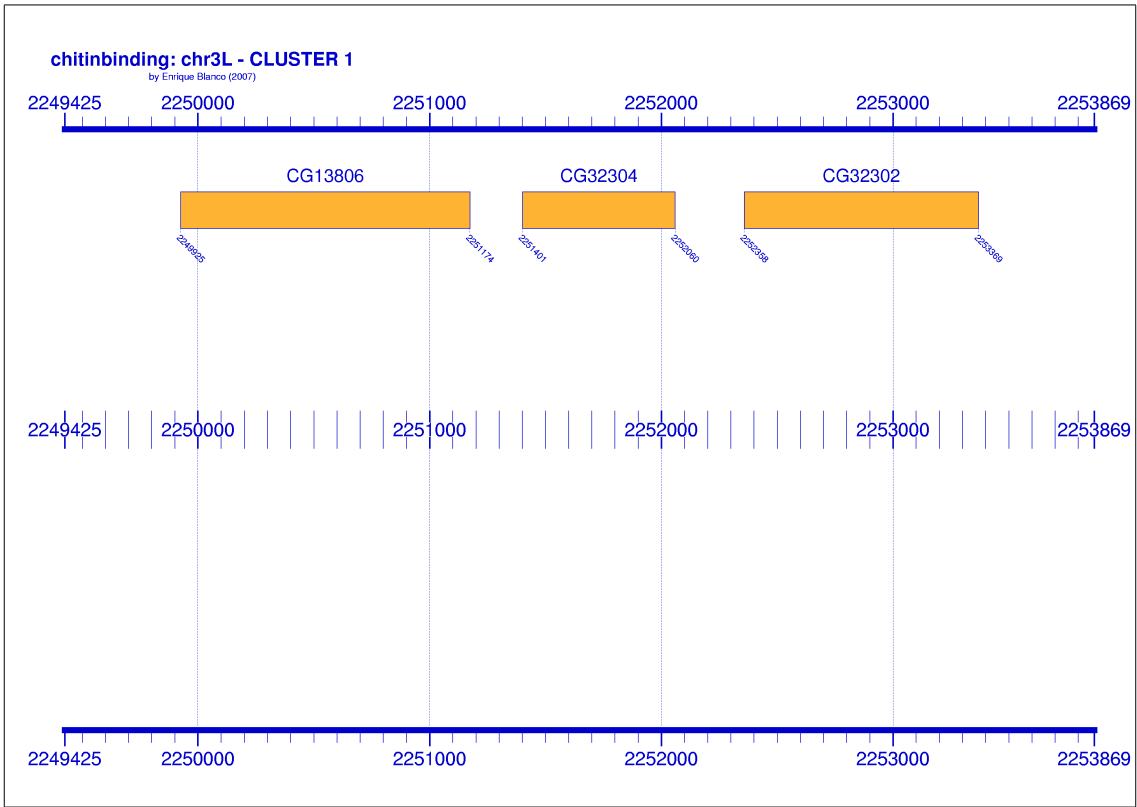

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr3L: 11917595 - 11954877

Genomic components: 7 coregulated genes, 10 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11917595	11918793	NM_140269	CG5883	2	CG5883-PA
CHR3L	+	11921632	11923195	NM_140270	CG7252	2	CG7252-PA
CHR3L	+	11923787	11926172	NM_140271	CG17826	2	CG17826-PA
CHR3L	-	11926347	11927240	NM_140272	CG9781	2	CG9781-PA
CHR3L	+	11928032	11930731	NM_140273	CG7248	2	CG7248-PA
CHR3L	-	11930761	11931438	NM_140274	CG11570	1	CG11570-PA
CHR3L	-	11932819	11940078	NM_079919	prc	9	pericardin CG5700-PB
CHR3L	-	11941528	11946926	NM_206342	CG33265	1	CG33265-PA
CHR3L	+	11948856	11949704	NM_140275	CG14125	2	CG14125-PA
CHR3L	+	11950060	11954877	NM_140276	CG6947	10	CG6947-PA

Cluster size: 37283 nucleotides

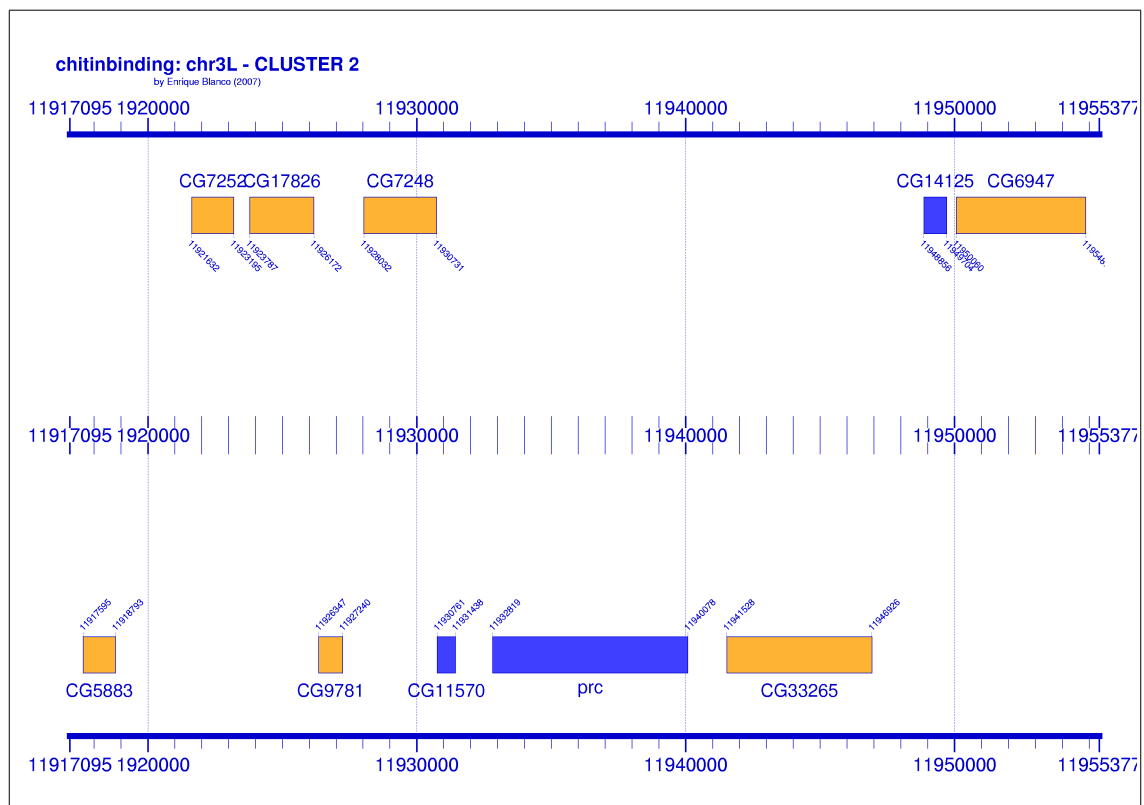

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr3L: 11941528 - 11957487

Genomic components: 3 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	11941528	11946926	NM_206342	CG33265	1	CG33265-PA
CHR3L	+	11948856	11949704	NM_140275	CG14125	2	CG14125-PA
CHR3L	+	11950060	11954877	NM_140276	CG6947	10	CG6947-PA
CHR3L	+	11955074	11957487	NM_140277	CG17824	1	CG17824-PA

Cluster size: 15960 nucleotides

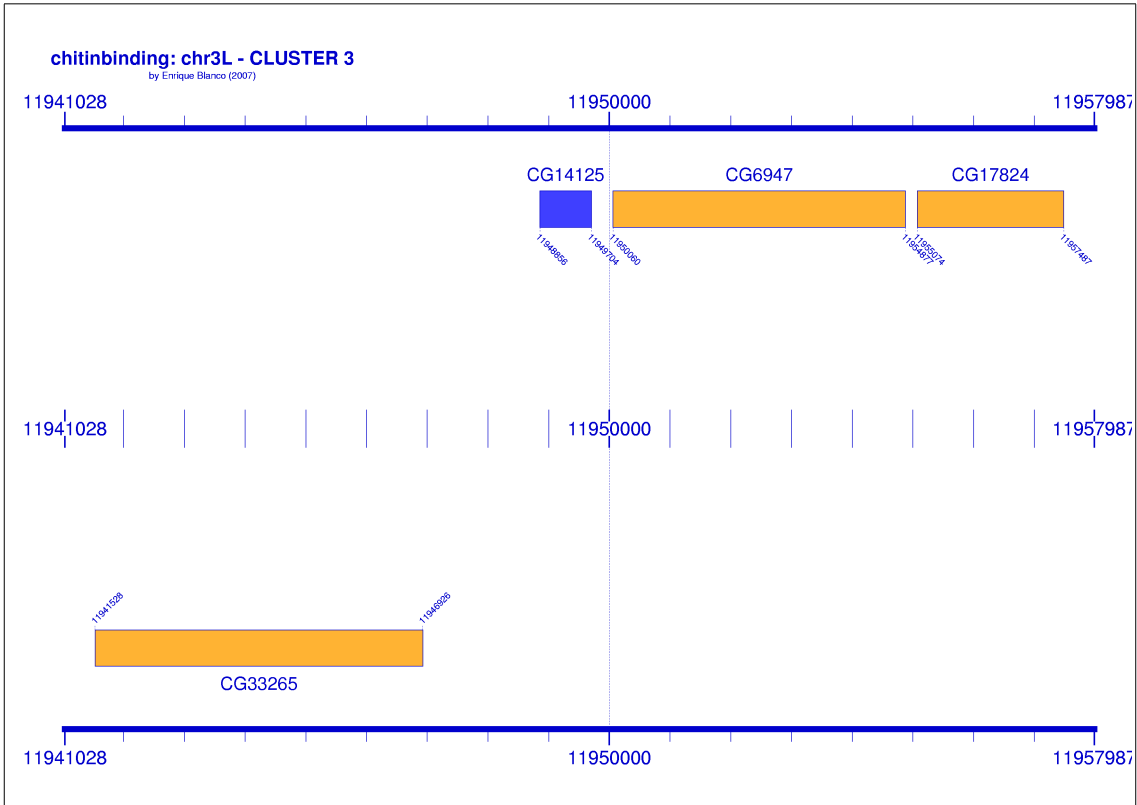

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr3L: 13397431 - 13414382

Genomic components: 4 coregulated genes, 7 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	13397431	13398115	NM_206350	CG33263	1	CG33263-PA
CHR3L	-	13398517	13399615	NM_140386	CG14106	1	CG14106-PA
CHR3L	-	13399908	13400583	NM_140387	CG14105	3	CG14105-PA
CHR3L	-	13403377	13409176	NM_140388	CG10713	3	CG10713-PA
CHR3L	-	13409769	13411080	NM_140389	CG10154	4	CG10154-PA
CHR3L	+	13411905	13412956	NM_140390	CG10725	4	CG10725-PB
CHR3L	-	13413305	13414382	NM_140391	CG10140	4	CG10140-PA

Cluster size: 16952 nucleotides

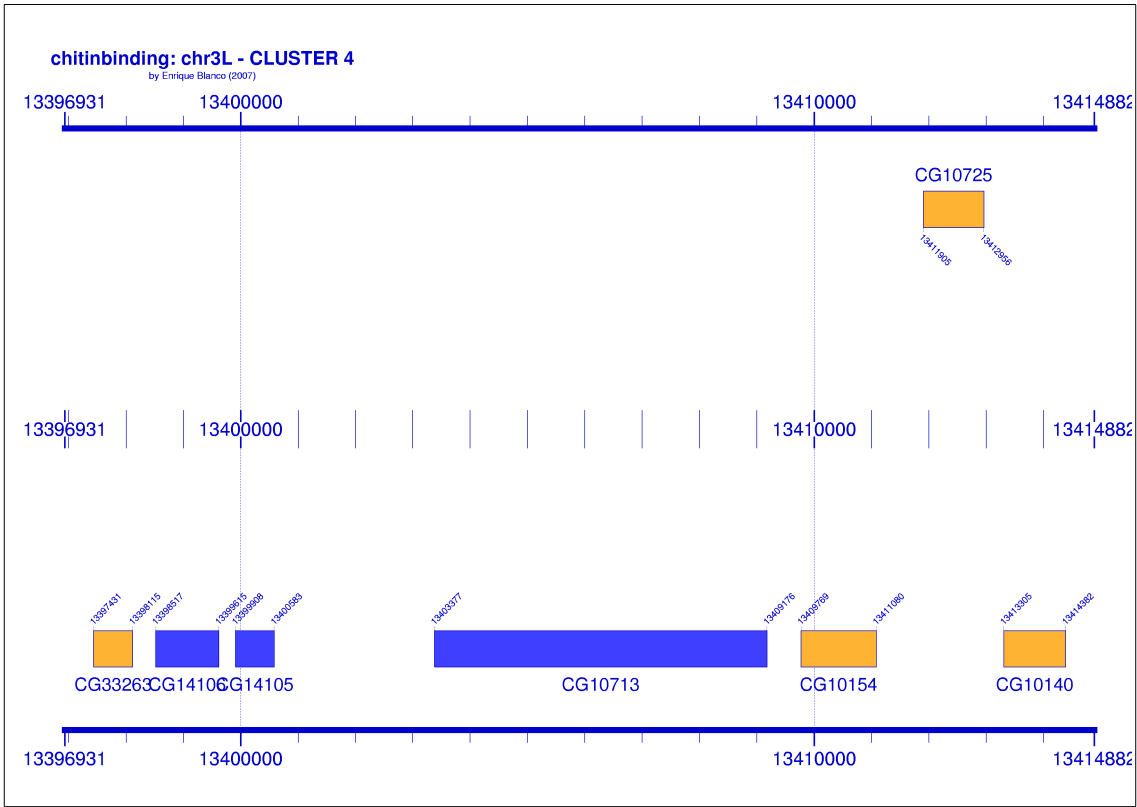

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr3L: 15489590 - 15494489

Genomic components: 4 coregulated genes, 4 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	15489590	15490430	NM_001038928	CG33986	1	CG33986-PA
CHR3L	-	15491172	15492066	NM_001038929	CG33985	2	CG33985-PA
CHR3L	-	15492211	15493269	NM_001038930	CG33984	2	CG33984-PA
CHR3L	-	15493617	15494489	NM_001038931	CG33983	2	CG33983-PA

Cluster size: 4900 nucleotides

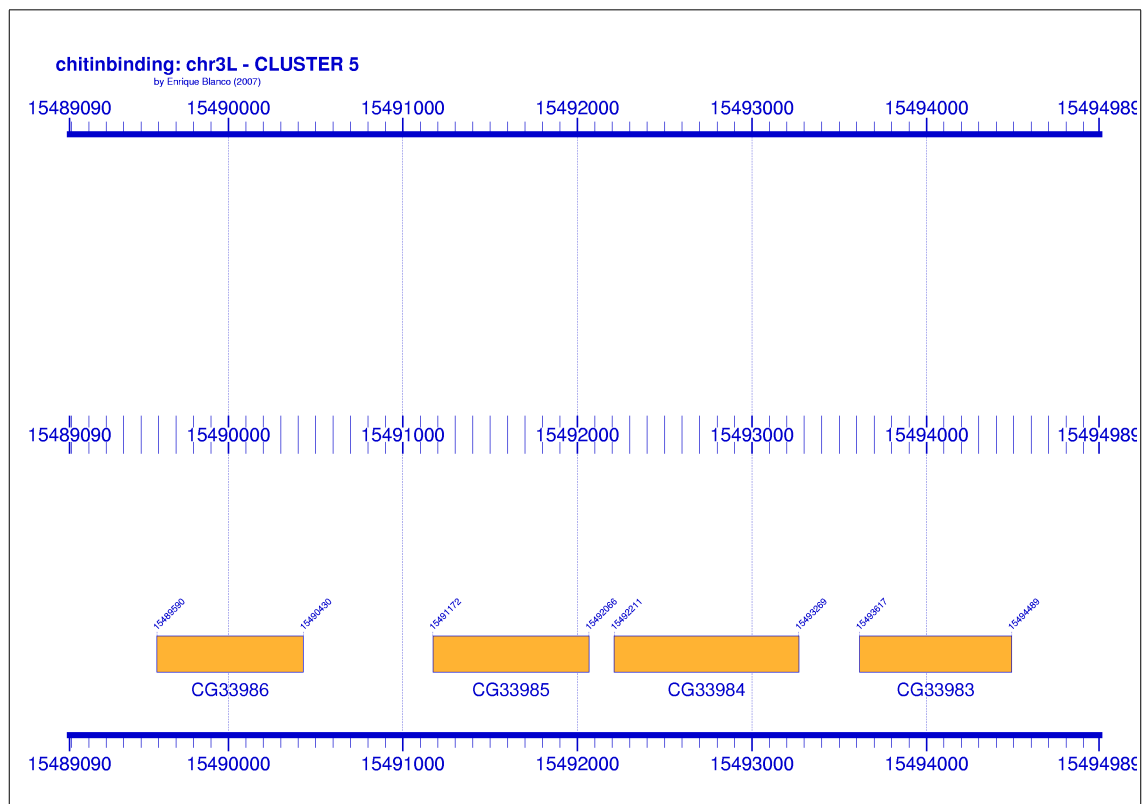

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr3L: 20134283 - 20159132

Genomic components: 8 coregulated genes, 9 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR3L	-	20134283	20135479	NM_140929	CG7306	2	CG7306-PA
CHR3L	-	20135905	20137527	NM_140930	CG7298	3	CG7298-PA
CHR3L	-	20138463	20139884	NM_140931	CG7290	2	CG7290-PA
CHR3L	+	20141740	20142798	NM_140932	CG6996	1	CG6996-PA
CHR3L	-	20141782	20143320	NM_168832	CG32224	2	CG32224-PA
CHR3L	-	20144276	20145959	NM_140933	CG7017	2	CG7017-PA
CHR3L	-	20152342	20154238	NM_140934	CG6933	2	CG6933-PA, isoform A
CHR3L	+	20155656	20156807	NM_140935	CG17145	2	CG17145-PA
CHR3L	+	20157729	20159132	NM_140936	CG17147	2	CG17147-PA

Cluster size: 24850 nucleotides

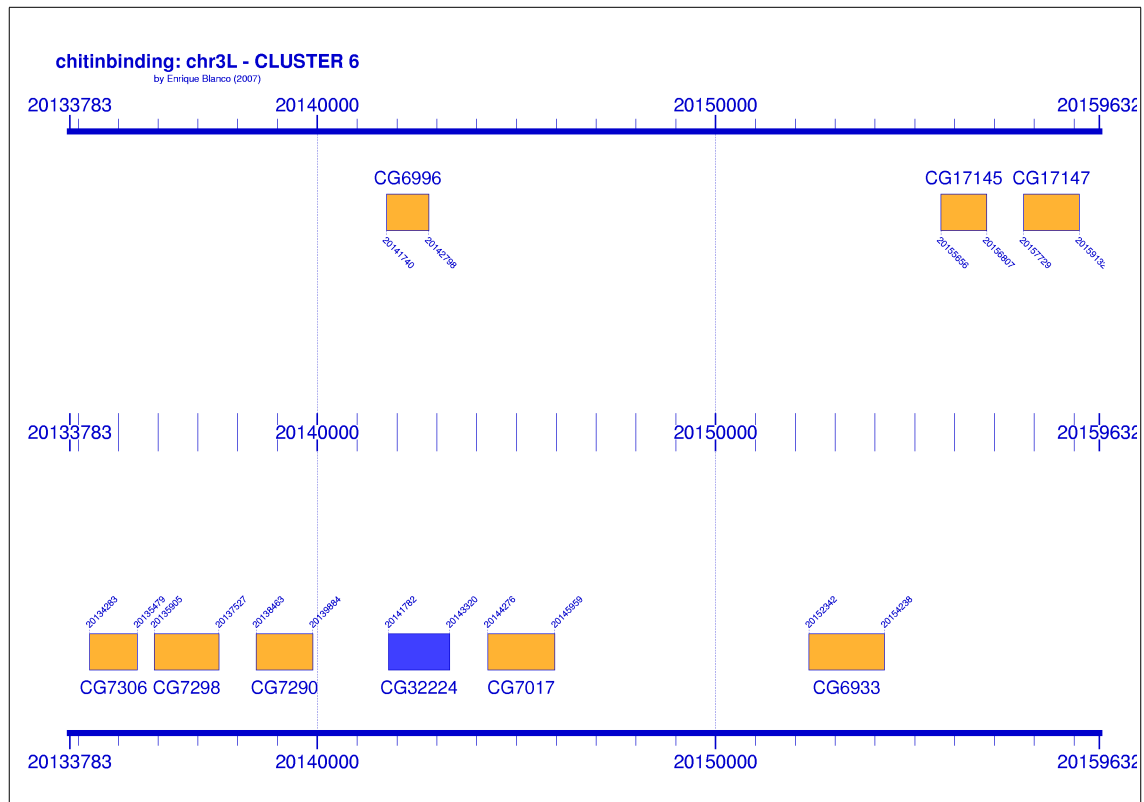

Enrique Blanco © 2007 — July 5, 2007

chitinbinding – chr2R: 16569227 - 16574669

Genomic components: 3 coregulated genes, 3 genes

CHR	Strand	Start	End	RefSeq	Name	Exons	Description
CHR2R	+	16569227	16570794	NM_137698	CG9357	3	CG9357-PA
CHR2R	-	16570759	16572545	NM_166420	CG30293	4	CG30293-PA
CHR2R	-	16572963	16574669	NM_080223	Cht4	5	Chitinase 4 CG3986-PA

Cluster size: 5443 nucleotides

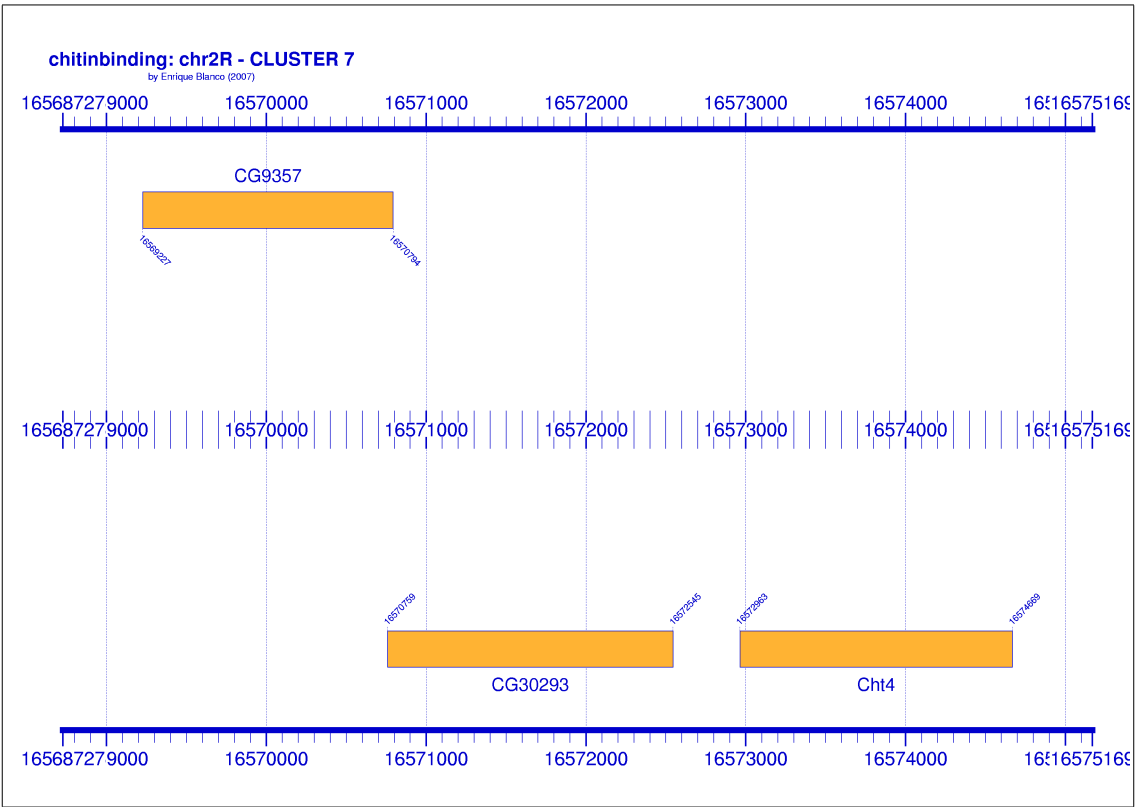

Enrique Blanco © 2007 — July 5, 2007

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 14 — Intersection between the trx clusters, the ChIP-on-chip information and the PRE/TRE predictions.

CLUSTER	Schwartz <i>et al.</i> (2006)	Tolhuis <i>et al.</i> (2006)	Ringrose <i>et al.</i> (2004)
1			
2		X	X
3		X	
4			
5			X
6	X		X
7	X		X
8			
9			X
10			
11			
12	X		
13			X
14			
15			
16			
17			
18			
19	X		
20	X		
21	X		X
22			
23			X
24			X
25	X		X

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 15 — Chromatin immunoprecipitation using anti-TRX and H3K4me3 specific antibodies to test the binding of TRX to the predicted PRE/TREs in clusters 9 and 25.

Trx binding sites in co-regulated clusters

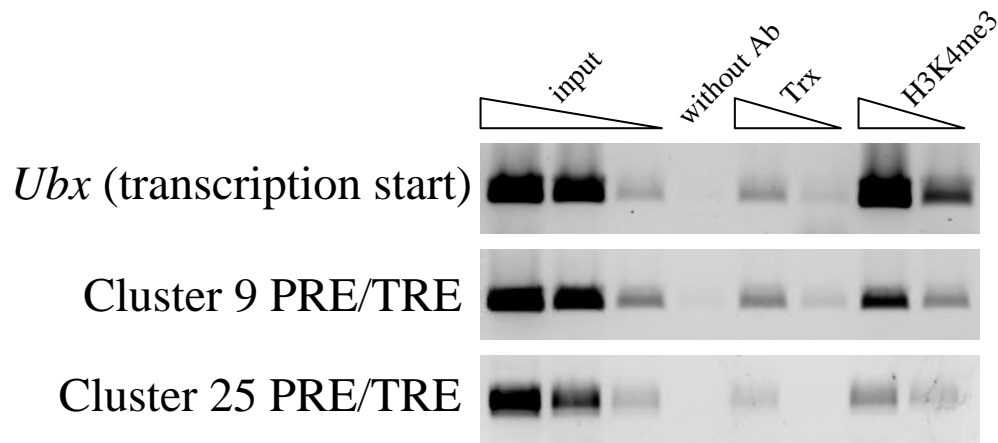

Chromatin immunoprecipitation of third instar larvae using anti-Trx and H3K4me3 specific antibodies. To test the binding of Trx to the predicted PRE/TREs we amplified regions of about 350 bp closely located to clusters 9 and 25. *Ubx* was used as a positive control.

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134

cluster7

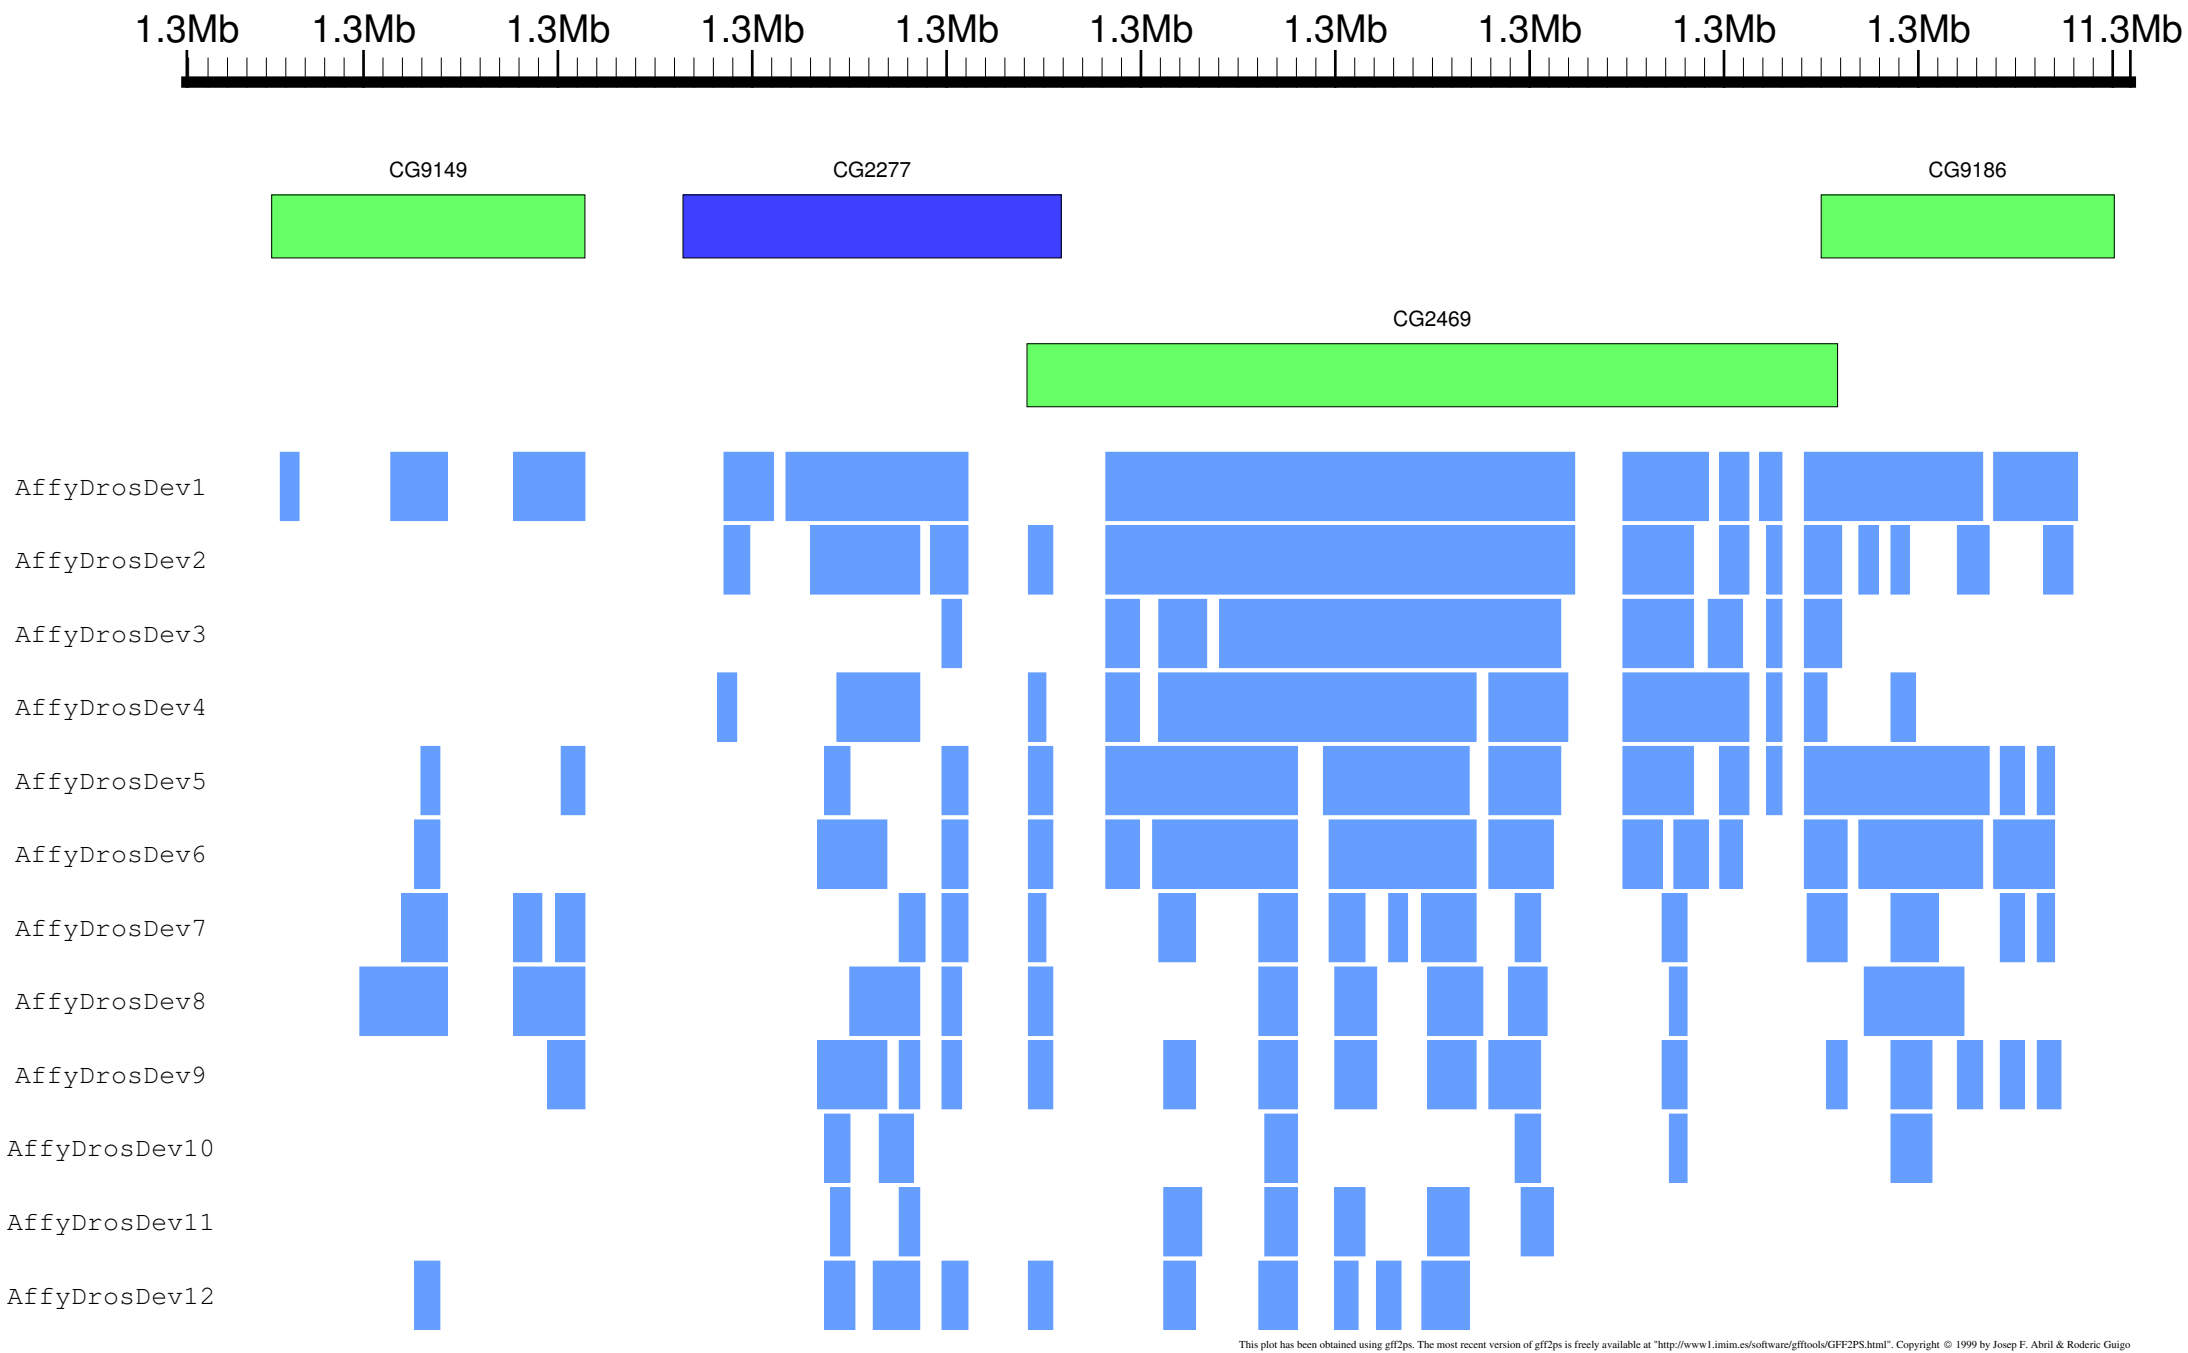

cluster9

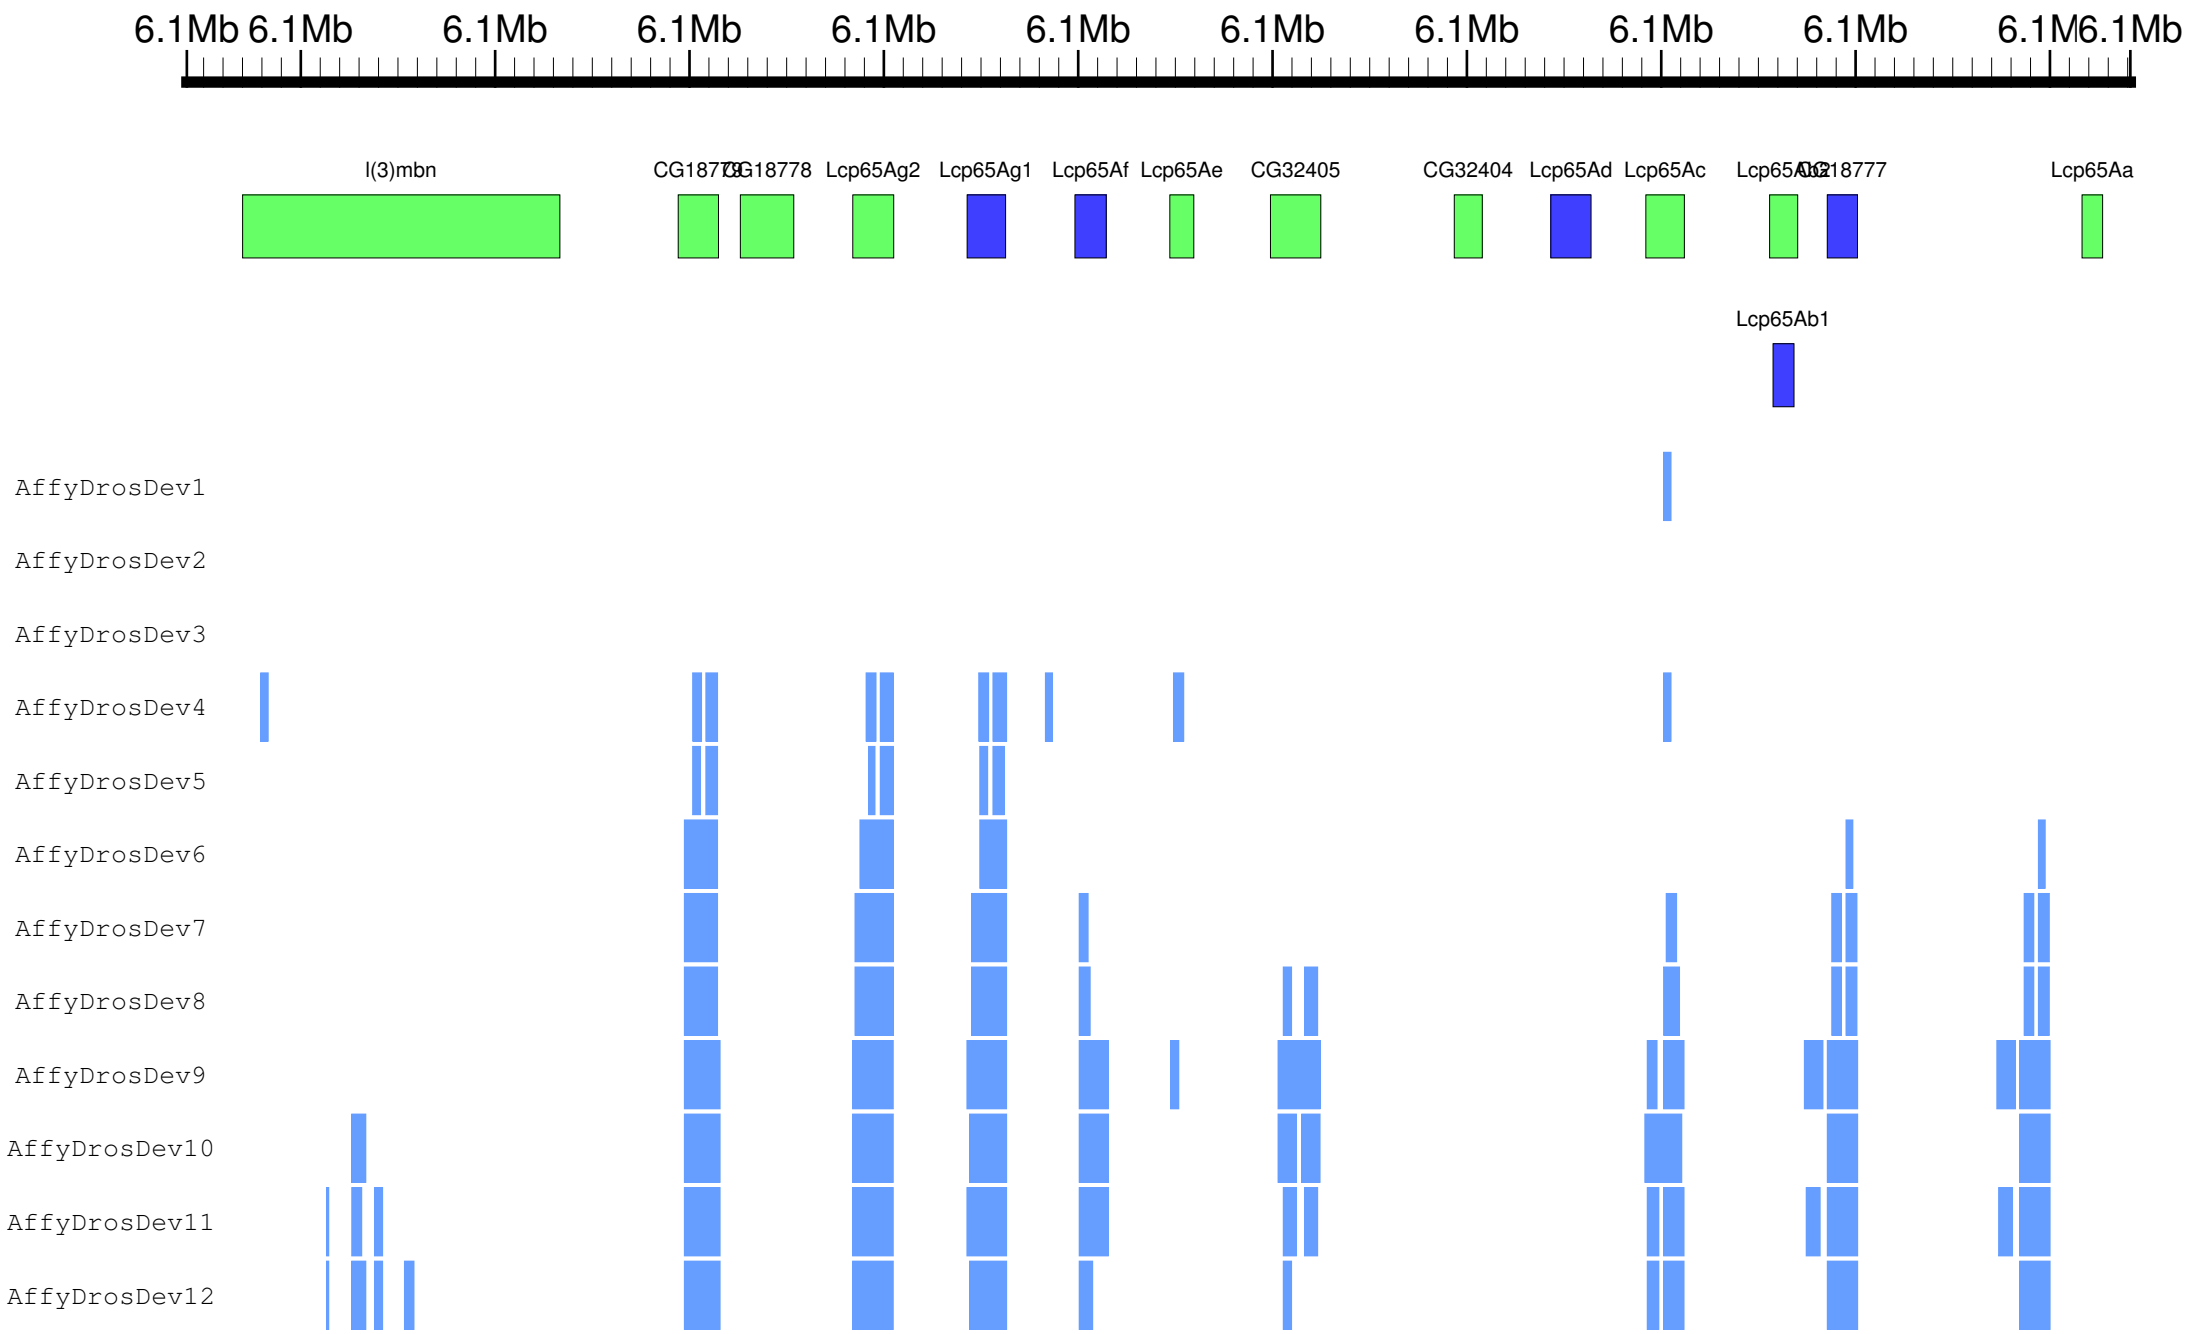

This plot has been obtained using gff2ps. The most recent version of gff2ps is freely available at "http://www1.imim.es/software/gfftools/GFF2PS.html". Copyright © 1999 by Josep F. Abril & Roderic Guigo

cluster24

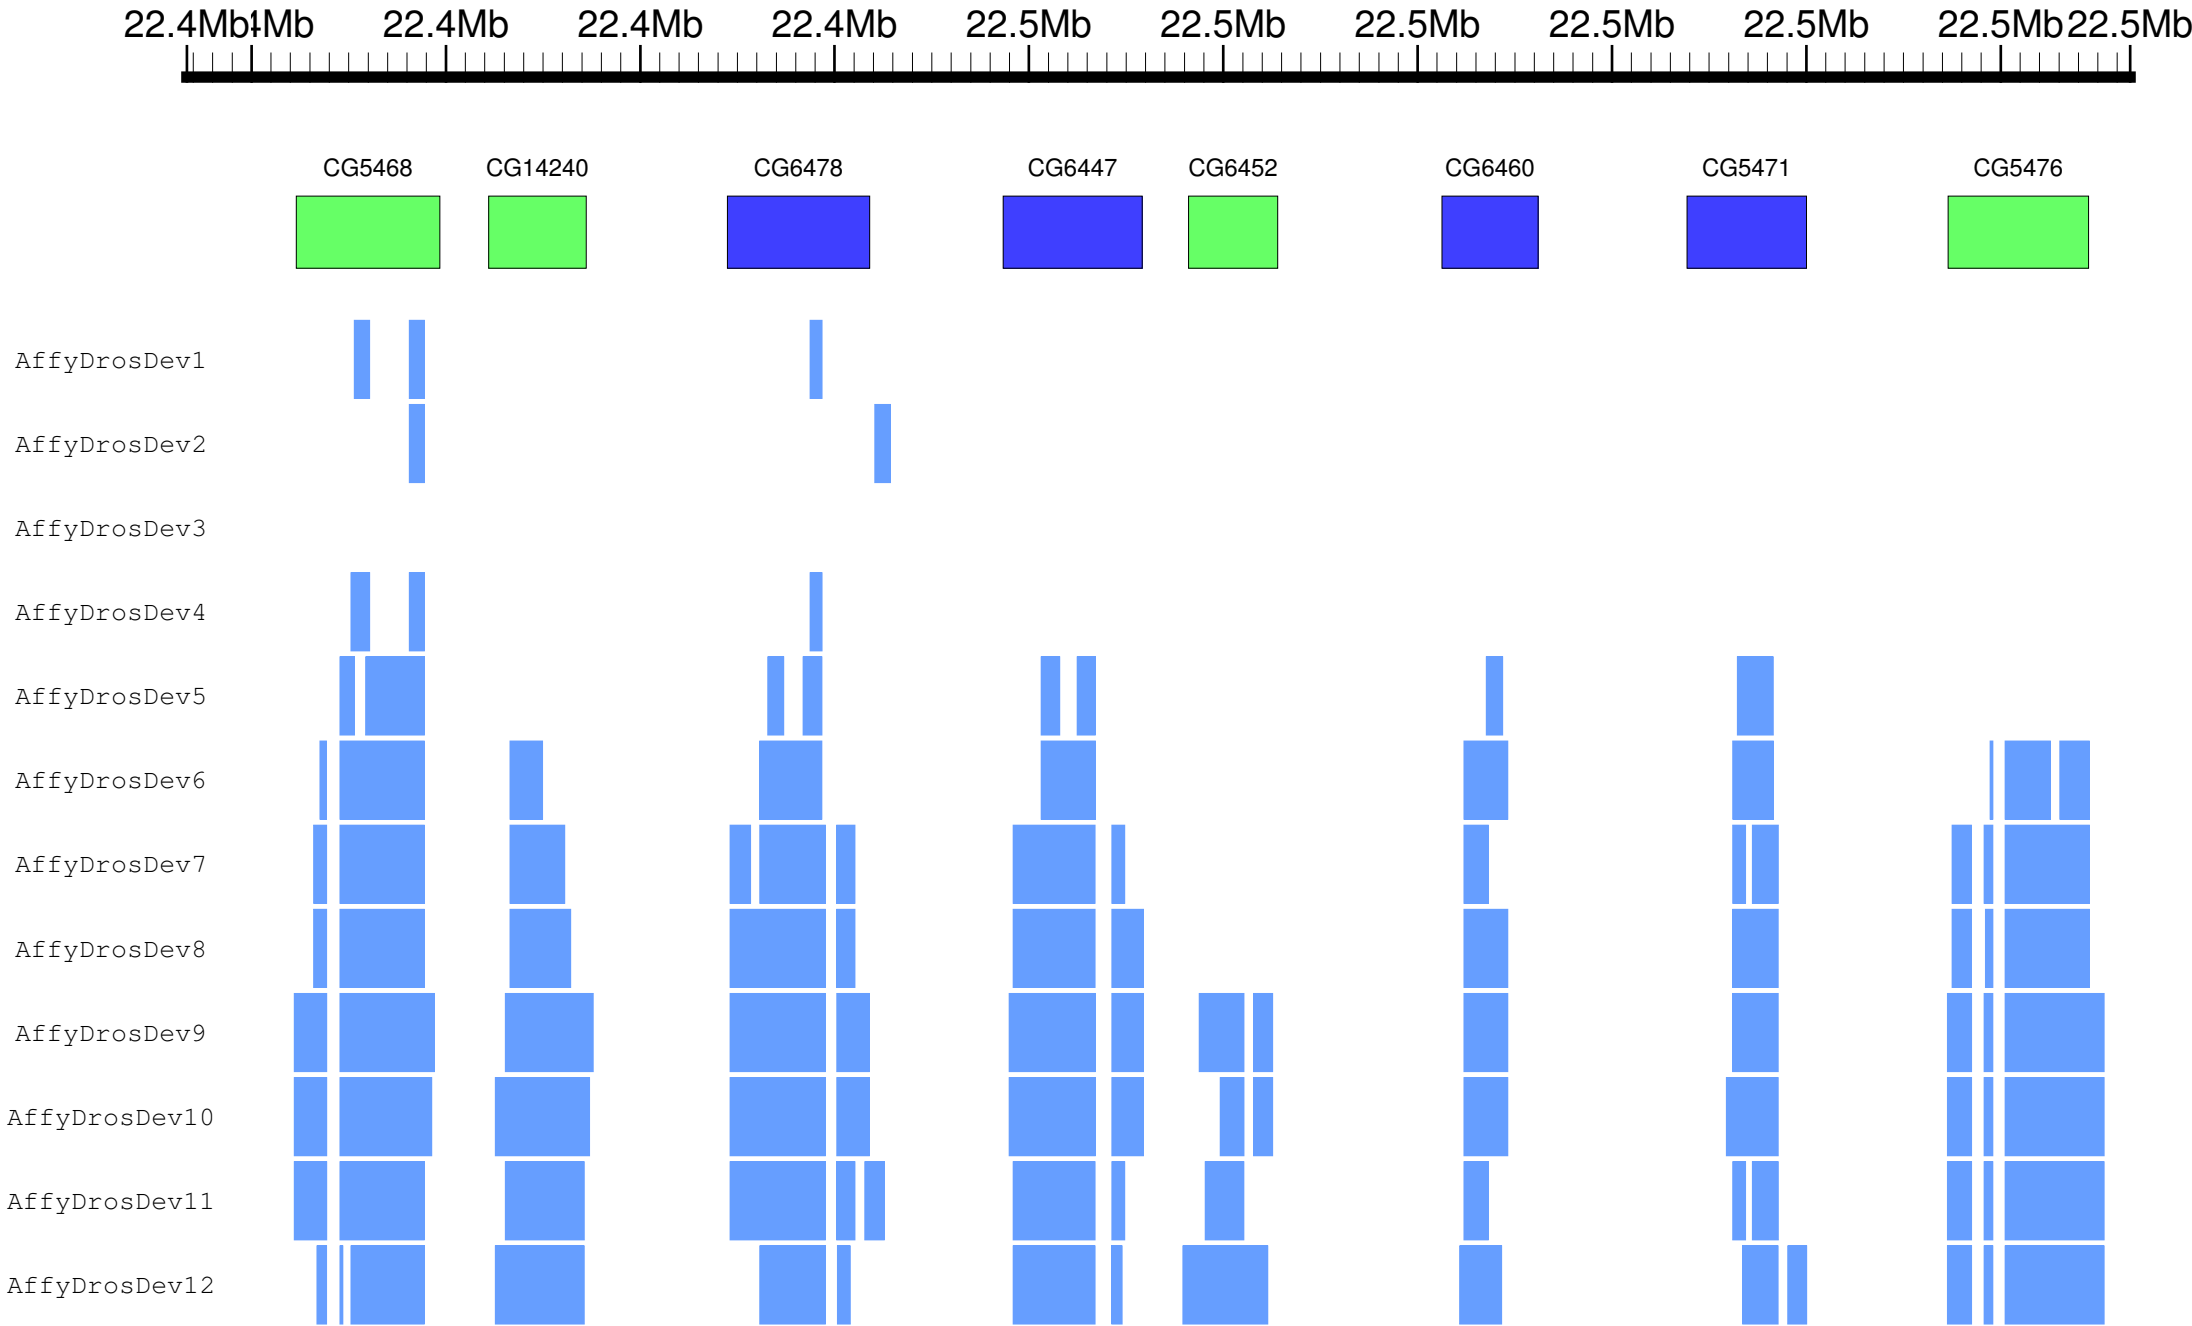

**Supplement:** Additional data file 16 — Examples of clusters and transfrags that detect similar patterns of expression.

# Supplementary material for: Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila
**Source:** Genome Biol. 2008 Sep 10;9(9):R134. doi: 10.1186/gb-2008-9-9-r134
**Supplement:** Additional data file 20 — Alternative overlap analysis among the clusters of genes regulated by different chromatin remodelers (only genes affected in the same way are considered).

	Common<br>Clusters<br>(1)		Common<br>Clusters<br>(2)	
Trithorax-ASH2	6	75%	4	50%
Trithorax-NURF	4	57%	2	29%
Trithorax-dMyc	6	100%	6	100%
Trithorax-ASH1	4	50%	2	25%
		71%		57%

Common clusters (1): cluster overlap considering genes affected in the same or the opposite way in the mutants analyzed. Common clusters (2): cluster overlap only considering genes affected in the same way in the mutants analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

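RNA from whole larvae of the third instar was measured on spotted arrays of long oligonucleotides. RNA of *trx* mutant larvae (trxE3 over trxB11) and pooled RNA of wild-type larvae (an isogenic w1118 line) were labeled with Cy3 or Cy5 and hybridized together. The larvae were staged by a dye in the gut, and total RNA of wild-type larvae served as the common reference of the study, the *ash2* experiment included. The replicates are described as different extractions of total RNA. The series has 4 arrays, which are 2 biological replicates of mutant larvae with 2 arrays each, the dyes being swapped between the 2 arrays. The paper states that chromosomes X, Y and 2 of the mutant stock were transferred from the isogenic line, and it does not list the third chromosome, which carries the *trx* alleles, among them. The sample labels call the mutants isogenized without naming chromosomes.

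The values are log2 ratios of mutant over wild type per spot, as the authors deposited them. According to the paper, the authors scanned the arrays with GenePix Pro, removed spots that failed their quality thresholds, corrected background with the normexp method of limma, normalized each array with OLIN and scaled the arrays to one another by their median absolute deviation. The submitters' processing notes also name limma, and versions of these tools other than GenePix Pro are not given in the sources used here. Spots that the authors removed carry no value. Of 16416 probes, 13970 had a value on at least 1 array, 8899 had one on all 4 and 2446 had none. All pairs of arrays correlated above 0, including pairs of opposite dye orientation, so the ratios had been turned to one direction before deposit, and no sign was changed here. The direction and the log base were checked against the signs and the 2-fold threshold of the genes in Additional data file 1. The values hold no intensities or backgrounds, so the signal behind a ratio is not known, and the number of arrays limits the precision.

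Probes were joined to genes through the platform annotation, in which 13163 probes name 1 gene. The 102 probes that name several genes or none, and the 3151 that are not listed there, were left out. Names were matched to the NCBI gene table of Drosophila melanogaster (assembly Release 6 plus ISO1 MT) for 12673 probes, and 490 probes were kept under the symbol of the platform annotation. This gave 12057 genes. The table was used for current symbols, chromosome arms and the order of neighboring genes, and its coordinates are of a later assembly than the one in the paper, so none is printed. Coordinates printed are those of Table 2. A gene was tested when it had a value in both biological replicates, which was so for 10041 genes, of which 9700 lie on a chromosome arm. The 341 others were left out of the gene order and of counts on arms.

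Values were averaged over the probes of a gene on each array and then over the 2 arrays of a replicate. The 2 replicate means were fitted with an intercept in limma 3.58.1 (R 4.3.3), and the mean was tested against 0 with moderated variances (prior degrees of freedom 1.80, prior SD 0.0830) and the Benjamini-Hochberg adjustment over the genes tested. The standard errors given use these moderated variances, so for genes with nearly equal replicates they rest mostly on the prior. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, which are the thresholds that the paper states. The control is a single pool, so that the spread between wild-type larvae is not part of any p. For simulated data, the spread of each gene was drawn from the prior of this fit, whatever its change. There the fit recovered 86% of 50 genes with a true log2 change of 1.5, 94% at 2, 100% at 3 and 98% at 4, and 3 of its 192 calls were false. On these arrays the replicates differed by a median of 0.692 in genes at least 2-fold higher and of 0.204 in genes at least 2-fold lower. Of 272 such higher genes 158 were called, so the simulated recovery need not hold for them.

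Clusters were searched with the second method of the paper, in windows of 7 consecutive genes on an arm with a hypergeometric p under 0.001 and at least 3 genes called in one direction. Overlapping windows were merged. The order ran over the genes tested, since only these could be called. The numbers were set against 1000 random sets of as many genes. On simulated calls, 997 of 1000 planted runs of 4 called genes in 7 were found, and 2.06 clusters per round held no planted run. Runs of 3, which do not reach the window p for lower genes on 3L, were not planted. Counts on chromosome arms, in gene lists and in the lists of *ash2* mutants were tested with Fisher's exact test, two-sided. Blocks of 20, 50 and 100 neighboring genes, dealt at random to 3L in 10000 draws, were added after the data were examined. The *ash2* lists are the paper's, and no arrays of *ash2* mutants were used here. The direction of uncalled genes in the regions of Table 2 was set against 10000 random draws of uncalled genes from the same arms.

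Before the data were examined, 28 gene lists were fixed that fit whole larvae, among them cuticle proteins, gut enzymes, glue proteins, the ecdysone response, immune-induced peptides, trithorax and Polycomb group genes and markers of other tissues. Some lists take all genes whose symbol starts with a prefix. That rule was widened after the data were examined to a prefix followed by a hyphen, and by a lower-case letter for Eig71E. Each list was tested with camera of limma with a preset correlation between genes of 0.01, and again with a correlation estimated from the data. That estimate rests on 2 replicate means, so almost no list could pass with it, and a failure there decides nothing. The genes named in the text were also chosen by a rule fixed before the data were examined. These are the genes that the paper names for these arrays (Table 2, br, trx, ash2 and the homeotic genes, whose published values count as seen), the 12 largest rises and the 12 largest falls among called genes with a value and a single sign on all 4 arrays, and for each list up to 4 members with the smallest adjusted p together with members called against the direction of the list. Other names are marked as chosen after their values were seen.

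Each result was computed again with other choices. The arrays were taken as 4 independent samples, with the biological replicate as a random effect, or with a dye term. Genes without a value on all 4 arrays were left out, each probe was tested on its own, and arrays were centered on their medians or scaled by their median absolute deviations. The thresholds were an adjusted p under 0.05 alone, 2-fold at an adjusted p under 0.01, and 2-fold in one direction on every array with no p. Each array was left out in turn. Windows of 5 and 10 genes, a window p under 1e-04, the order of every annotated gene and random sets over the whole genome were used for the clusters. Computation and plots also used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.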

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

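The paper does not discuss the following results of these arrays, none of which has control samples beyond the wild-type pool, and each is a measured value without a tested explanation. The list of oxidative phosphorylation genes had a median log2 fold change of -0.39, with 56 of 64 genes below 0 (-0.28 in replicate 1 and -0.54 in replicate 2). Immune-induced peptides had a median of 1.07, with 16 of 19 genes above 0, and 7 of the 11 genes that were at least 2-fold higher were not called. Genes of the trithorax group, to which *trx* belongs, had a median of 0.20, with 14 of 18 genes above 0, 0 called in limma and 12 with an unadjusted p under 0.05. Of these, 4 had an adjusted p under 0.05 below a 2-fold change (10 higher and 2 lower at any fold change when adjusted over the list alone), namely Bap60 with a log2 fold change of 0.89 (standard error 0.0477), ash2 with 0.72 (standard error 0.0556), osa with 0.52 (standard error 0.0513) and mor with 0.40 (standard error 0.0517). By camera the list was higher than other genes (adjusted p = 0.0116 with the preset correlation, adjusted p = 0.861 with an estimated correlation). On the X chromosome 2.92% of the genes tested were called in either direction, against 4.38% on the other arms, an odds ratio of 0.656 (two-sided Fisher's exact test, adjusted p = 0.0239). Cyp4ac3, vri and CG14022 on 2L formed a cluster of higher genes that is in neither Table 2 nor Additional data file 3, with log2 fold changes of 1.93, 1.06 and 2.76.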

How the results depend on the processing

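Over the alternatives, 359 of 423 values kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the reported number. The cause of the changes below was not tested, except where a stricter or looser threshold or fewer arrays change a count by construction. The number of clusters on 3L also depends on the window by construction, since 3 lower genes in 7 do not reach the window p there. With 2-fold at an adjusted p under 0.01, 0 genes were deregulated, higher or lower, so that all clusters (0 in either count, 0 on 3L, 0 genes), calls in Table 2 (0) and calls in lists (0) were lost, and no odds ratio can be given. With an adjusted p under 0.05 at any fold change, 1473 genes were deregulated (652 higher, 821 lower), 16 oxidative phosphorylation and 7 peritrophic matrix genes were lower, clusters on 3L numbered 3 and clusters in either direction 8, and the odds ratio on 3L was 1.10 for all calls (two-sided Fisher's exact test, p = 0.185) and 0.821 for higher calls (two-sided Fisher's exact test, p = 0.0716). With 2-fold in one direction on every array and no p, 267 genes were higher, 96 lay in clusters, 10 immune-induced peptide and 5 peritrophic matrix genes were higher, and the odds ratio was 1.38 for higher calls on 3L (two-sided Fisher's exact test, p = 0.0324) and 2.45 for genes lower in both *trx* and *ash2* mutants (two-sided Fisher's exact test, p = 0.0439).

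For the biological replicate as a random effect, the correlation within replicates was estimated at -0.112. That fit thus makes no allowance for a larger spread between replicates than within them. With the 4 arrays as independent samples, and also with the biological replicate as a random effect, 240 genes were higher, 22 clusters held 95 genes, and 10 immune-induced peptide and 5 peritrophic matrix genes were higher. With a dye term, the latter counts were 8 and 5, and the odds ratio of genes lower in both mutants was 2.40 (two-sided Fisher's exact test, p = 0.0479). With each probe on its own, the odds ratio of higher calls on 3L was 0.964 (two-sided Fisher's exact test, p = 0.920). With centered arrays, 69.2% of uncalled genes had the sign of their Table 2 cluster (one-sided permutation test, p = 0.011), and Or47a and EAChm, both near 0, changed to that sign. With windows of 5 genes, and with the order of every annotated gene, 8 clusters lay on 3L, and with a window p under 1e-04 there were 7 clusters, 41 genes and 3 clusters on 3L. With the correlation of camera estimated from the data, 0 of 28 lists passed, and the adjusted p of cuticle proteins was 0.861 (2.87e-09 with 4 independent arrays, over genes with a value on all 4). Since that correlation was estimated from 2 replicate means, almost no list could pass, and this decides nothing about the lists. Of settings chosen after seeing the data, the paper's lists of called genes gave 24 clusters, 16 of them on 3L, and the first prefix rule left 1 peritrophic matrix gene higher and 1 lower.

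When each array was left out in turn, deregulated genes ranged from 353 (array 1) to 437 (arrays 2 and 4), clusters on 3L from 3 (array 1) to 5, genes in clusters from 40 (array 1) to 73 (array 2), oxidative phosphorylation genes called lower from 3 (arrays 1 and 3) to 6, the odds ratio of higher calls on 3L from 0.951 (array 1) to 1.28 (array 4), and the share of uncalled genes with the sign of their cluster from 65.8% (array 3) to 69.7% (array 2, one-sided permutation test, p = 0.0299; array 4, 68.4%, p = 0.0353). The odds ratio of lower calls on 3L stayed between 2.04 and 2.23. Over 250 named genes and the settings with a test, the direction changed with centered arrays for Or47a (0.0157) and EAChm (0.0244) and with a single probe for br (-0.14), none of them called. In settings with no test it changed for 5 named genes without replicate 1, 4 without replicate 2, and, of 246 with a value, 8 with the mutant in Cy5 alone and 3 with it in Cy3 alone, none of them called, among them BomBc2 (-0.38 without replicate 1), pb (0.01 without replicate 2), phol (0.21 in Cy5 alone) and CG13066 (0.18 in Cy5 alone). With 1 dye alone, 128 of the 246 moved by more than the SD between replicates. With 4 independent arrays 16 of the 250 became called, with centered arrays 4 did, with scaled arrays 3 did and 1 call was lost, and with a single probe per gene 1 was lost. Windows of 25 kb were not run, since the coordinates here are of another assembly, nor were near-identical neighbors counted once, since no transcript sequences were used. No paired analysis was possible because there is a single contrast, in which each ratio already sets mutant against wild type. The values hold no intensities, so it is not known which ratios rest on a signal near background.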

Differences from the paper's values

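The thresholds on single genes are those the paper states, whereas its main clusters come from windows of 25 kb and those here from windows of 7 genes. The alternatives named in this part were set before the data were examined, except where it is said otherwise. The random effect, with an estimated correlation of -0.112 within replicates, called as many genes as 4 independent arrays and adds no separate evidence.

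The paper reports 260 up-regulated genes, and 158 were called here. With the 4 arrays as independent samples or with the biological replicate as a random effect the number was 240, with a dye term 221, with 2-fold in one direction on every array and no p 267, and without array 2 174, which are within 1.5 times the paper's number, and under the other alternatives it was not. The paper gives 69 up-regulated genes on 3L against 32 here. The first 2 of these settings gave 55, the dye term 51 and 2-fold with no p 65, and the others were further from the paper's value. The paper gives 76 genes shared with *ash2* mutants against 45 here, which was 65 with 4 independent arrays or the random effect, 59 with the dye term, 63 with no minimum fold change and 74 with 2-fold and no p, and further away under the others. Of the over-expressed genes of Additional data file 1 that were tested, 203 of 221 were called with 4 independent arrays, and of the under-expressed genes 243 of 250 (CG17150, listed in both directions, is counted in each).

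For its windows of 25 kb the paper gives 25 clusters, and 14 were found here. This was 22 with 4 independent arrays or the random effect, 20 with the dye term, 21 with 2-fold and no p and 17 without array 2, and under the other alternatives it was not within 1.5 times of the paper's value. The paper's clusters are 10 of up-regulated and 15 of down-regulated genes, against 6 and 8 here. The former number was 13 with 4 independent arrays or the random effect, 11 with the dye term, 12 with 2-fold and no p and 7 with centered arrays, with scaled arrays, without array 2 and without array 4. The latter was 11 with genes measured on all 4 arrays and with windows of 5 genes, and 10 without array 2, without array 3 and with the order of every annotated gene. Other alternatives were outside 1.5 times for both. The paper's clusters hold 97 genes, and 63 lay in clusters here, with values of 95 for 4 independent arrays or the random effect, 96 for 2-fold and no p, 87 for the dye term, 73 without array 2, 71 for genes on all 4 arrays, centered arrays and scaled arrays, 70 for no minimum fold change and windows of 10 genes, 68 for windows of 5 genes and 67 without array 4, and further away for the others. The paper places 60% of its clusters on 3L, against 35.7% here, with 61.5% for the order of every annotated gene, 50% for windows of 5 genes and 42.9% for a window p under 1e-04, and under the other alternatives a share further from the paper's. In windows of 7 tested genes, 3 lower genes do not reach the window p on 3L, which lowers the count there. The paper's Z-score is 17.25, against 9.90 here. It was 11.6 with centered arrays, 12.0 with scaled arrays, 12.5 with windows of 5 genes, 11.8 with the order of every annotated gene and 22.9 with a window p under 1e-04, and outside 1.5 times of the paper's under the others.

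With both directions together the paper gives 31 clusters, which are those of a single direction and hybrid ones, and 13 were found here, and no alternative came within 1.5 times of the paper's number. Its clusters then hold 129 genes, against 70 here, 89 with 4 independent arrays or the random effect and 86 with 2-fold and no p. For windows of 7 genes, Additional data file 3 of the paper lists 27 clusters, against 14 here, with 22, 20 and 21 for 4 independent arrays (or the random effect), the dye term and 2-fold with no p. Of the paper's, 11 are of up-regulated genes, against 6 here (13, 11 and 12 in these settings), and 16 of down-regulated genes, against 8 here (11 with genes on all 4 arrays and with windows of 5 genes). They hold 102 genes, against 63 here, with the values and settings given for the 97 genes above except the setting without array 4, which was outside 1.5 times. On 3L the paper's file has 17 clusters, against 5 here, and no alternative set before the data were examined came within 1.5 times. The paper's own lists of called genes in the order of every annotated gene, a setting chosen after seeing the values, gave 24 clusters, 16 of them on 3L, with 93 genes. It drops 54 of the 535 genes that the paper lists, which could not be placed on an arm or are listed in both directions.

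The paper finds up-regulated genes over-represented on 3L. Here the odds ratio of higher genes on 3L was 1.09 (two-sided Fisher's exact test, adjusted p = 1), and it was 1.38 with 2-fold and no p (two-sided Fisher's exact test, p = 0.0324). For genes that were lower it was 2.27. The paper finds similar numbers of genes in each direction, whereas 158 were higher and 253 lower here, and 272 in each direction were at least 2-fold changed without a test. The paper lists 13 genes of Table 2 as deregulated that were at least 2-fold changed here and not called, Hsp26 among them. With 4 independent arrays, with the random effect or with 2-fold and no p, 89 of the 89 genes tested in that table were called, and 88 with the dye term. The paper lists br as up-regulated, whereas its mean over 4 probes was 0.25 and not called here. With each probe on its own it was called higher through 1 probe, with 1.19, and the probes with a value on all 4 arrays had -0.14 and 0.20. For the additional genes in the regions of Table 2, the paper names few as missing from the arrays and 1 as regulated the opposite way, whereas 22 of 65 were not tested here, 1 was called the opposite way and 3 were called in the direction of their cluster.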

Other observations

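Several groups of genes that the text has not yet described were measured in these larvae. Of 36 cytosolic ribosomal protein genes, 3 were higher and 1 lower (3 and 1 adjusted over the list alone), with a median log2 fold change of 0.20 and 24 genes above 0. RpL27 fell, with -2.35 (standard error 0.108, adjusted p = 0.0193), whereas RpL23, with 1.26 on 2 arrays, both with the mutant in Cy5, RpS5b, with 1.25, and RpL24-like, with 1.14, rose. The list was higher by camera (adjusted p = 0.0179 with the preset correlation, adjusted p = 0.861 with an estimated correlation, adjusted p = 0.0968 with 4 independent arrays), and its calls in either direction had an odds ratio of 2.95 (two-sided Fisher's exact test, adjusted p = 0.232 over 28 lists). Of 11 glycolysis genes, 1 was higher (1 adjusted over the list alone), the glycerol-3-phosphate dehydrogenase gene Gpdh1 with 1.77 (standard error 0.0552, adjusted p = 0.0192), and the list had a median of -0.16 and a mean of 0.09. Of 17 gut carbohydrase genes, 1 was higher (2 adjusted over the list alone), the maltase gene Mal-A5 with 1.88 (standard error 0.0768, adjusted p = 0.0192), and the list median was 0.85 in replicate 1 and -0.00 in replicate 2. Of 5 fat body storage protein genes, Lsp2 was higher and 0 were lower (1 and 0 adjusted over the list alone), and the lipophorin gene apolpp had -0.61 (adjusted p = 0.0443), below a 2-fold change. Of 4 late ecdysone-induced Eig71E genes, Eig71Ee was higher (1 adjusted over the list alone), and the list had a median of -0.13 and a mean of 0.48. Of 21 genes of muscle structure, 1 was lower (1 adjusted over the list alone), the ryanodine receptor gene RyR with -1.46 (standard error 0.198, adjusted p = 0.0471), and the median was -0.22.

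In 11 further lists 0 genes were called by limma, also when adjusted over the list alone. Genes with an unadjusted p under 0.05 numbered 6 of 14 in the Polycomb group (median log2 fold change -0.07), among them phol with -0.48 (adjusted p = 0.0371, but 0.27 and 0.16 on the arrays with the mutant in Cy5), Psc with -0.40 (adjusted p = 0.0418, below 0 on all 4 arrays) and Sce with 0.52 (adjusted p = 0.0662). They numbered 3 of 5 in dosage compensation (median 0.16), 2 of 5 in ecdysone synthesis (median 0.12), 7 of 13 among haemocyte markers (median 0.03, mean -0.04, with Col4a1, a collagen gene, at -0.77 and srp, a GATA factor gene, at 0.61), 4 of 8 among glia markers (median -0.03, mean 0.07), 5 of 19 among neuron markers (median -0.00), 7 of 14 among imaginal disc markers (median 0.13), 3 of 8 among large heat shock genes (median 0.07), 3 of 10 among ovary and germ line markers (median -0.02, mean 0.05), 1 of 11 among testis markers (median -0.09) and 3 of 9 among tracheal markers (median -0.01). With the preset correlation, camera called none of these 11 lists, nor any list named above here apart from that of ribosomal proteins.

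Of the tests in the paragraphs that follow, those of 3R, of blocks of neighboring genes, of both explanations for the overlap with *ash2* mutants and of the gut lists were chosen after the result was seen.

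Genes that were lower in the mutants were over-represented on 3L. Background differences along the third chromosome, which the paper does not list among those transferred from the isogenic line, would be seen on 3R as well. There the odds ratio of lower genes against the other chromosomes was 1.27 (95% interval 0.901 to 1.77), below the 2.45 (1.81 to 3.31) of 3L against the same arms. These intervals take genes as independent, although many lower genes of 3L lie in runs, so they are too narrow. The comparison therefore does not decide on a background spread over both arms, nor on a difference confined to 3L. Without the list of cuticle protein genes the odds ratio on 3L was 2.08 (1.53 to 2.82), so the genes of that list alone do not account for the excess. The list was built from gene symbols and holds none of the lower genes from CG13047 to CG13059 or from CG14569 to CG14564. Any cuticle protein genes that the list lacks were therefore not removed. Runs of neighboring genes that lie on 3L by chance are argued against, since blocks of 20, 50 or 100 neighboring genes dealt at random to 3L gave at most 4.53% of genes lower in 10000 draws each, against 4.58% on 3L (one-sided permutation test, p = 1e-04 for each block size, the smallest these draws can give). Without the genes in clusters of Table 2 or of windows of 7 genes the odds ratio was 1.37 (0.951 to 1.93), and without the cuticle protein list as well it was 1.29 (0.874 to 1.86). Neither value decides anything, because the removal takes out called genes of 3L. Whether the excess follows from the loss of TRX or from differences linked to the *trx* alleles was not tested.

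Genes that were higher in *trx* mutants overlapped genes that the paper reports as lower in *ash2* mutants. A wild-type pool common to both sets of arrays would give overlaps in a single direction, and the odds ratio of this opposite overlap was 18.9 (10.6 to 32.4), although part of the overlap of genes higher in both may come from such a pool. The genes of glue proteins, Eig71E, the ecdysone response and fat body storage, whose transcripts rise late in the third instar, made up 5 of these 20 genes (ImpE2, Eig71Ee, Sgs5bis, Sgs5 and Lsp2) and 1 of the other 138 genes higher in *trx* mutants (two-sided Fisher's exact test, p = 0.000111), yet over all 36 tested genes of these lists 20 were above 0 and 16 below, with 6 higher, 0 lower and a median of 0.03 (95% interval -0.05 to 0.25), and Eig71Ed, with -0.26, Sgs1, with -0.12, and ng2, with -1.18, among those below 0. A stage difference of the mutant larvae, which were staged by the dye in their gut, and an effect of the genotype on these 5 genes cannot be told apart. The other genes of the lists lay on both sides of 0, which does not decide it, because members with another timing need not move together. That TRX and ASH2 act on the other 15 genes in opposite directions stays open and was not tested.

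Of changes of at least 2-fold, those of higher genes were called less often than those of lower genes. Dye-swapped arrays of a replicate differed less in the higher genes (median 0.256) than in the lower genes (median 0.463), a difference of -0.207 (95% interval -0.290 to -0.113, from a bootstrap over genes, which are not independent). This does not decide on noise between spots, because the difference also holds effects of the dye. Lcp65Ag3 had -5.76 and -6.04 with the mutant in Cy3 and -4.01 and -3.78 with it in Cy5. In the higher genes the replicate means differed by a median of 0.692, more than the 2 arrays of a replicate. The biological replicates did differ more in the higher genes, by 0.488 (0.283 to 0.650 over genes), which decides nothing because a gene is called from the spread of the same 2 replicates. Genes of the gut lists made up 9 of the 114 higher genes that were not called and 3 of the 158 that were (odds ratio 4.41, 1.07 to 25.9, two-sided Fisher's exact test, p = 0.0319), so that a difference in transcripts of the midgut between the replicates may be part of this, and most of the 114 genes are in neither list. The design gives no condition that separates the replicates, and beyond these lists what made them differ was not tested.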
